# Molecular pathogenesis of Alzheimer's disease onset in a mouse model: effects of cannabidiol treatment

**DOI:** 10.3389/fnins.2025.1667585

**Published:** 2025-09-05

**Authors:** Mary A. Bishara, Phoebe P. Chum, Fritz E. L. Miot, Ankita Hooda, Richard E. Hartman, Erik J. Behringer

**Keywords:** cannabinoids, neuroinflammation, oxidative signaling, lipid metabolism, carbohydrate metabolism, cognitive function, *3xTg-AD* model

## Abstract

**Introduction:**

Alzheimer's disease (AD) is a common neurodegenerative condition involving a complex blend of disturbances in synaptic development and maintenance, neurovascular cross-talk, ionic and nutrient transport, and mitochondrial metabolism. The precise molecular profile of AD onset with insight for major pathological contributors remains unclear with corresponding impedances in therapeutic development. The current study sought two objectives, as (i) to resolve the molecular pathogenesis from cognitive impairment to the onset of AD-like neuropathology and (ii) whether the novel agent cannabidiol (CBD), noted for its neuroprotective effects, influences the molecular transition associated with AD onset.

**Methods:**

Dietary CBD was administered daily (80–100 mg/kg/day) in male *3xTg-AD* mice and wild-type B6129SF2/J animals from 4.5 to 6.5 mo of age with inclusion of vehicle controls. RNA sequencing encompassed longitudinal and cross-sectional blood and brain samples, respectively. Metabolomics and behavioral analyses examined brain regions (cortex, hippocampus) and associated integrated neurocircuitry.

**Results and discussion:**

There were >1,000 differentially expressed markers of AD onset, whereby >75% were either eliminated or reversed in the direction of expression in response to CBD. Signaling pathways encompassed synaptic development and plasticity (e.g., Foxp2), neurovascular interactions (Smad9, Angptl6), receptors and ion channels (Gria4, Chrna2, Rgs7/Rgs7bp), mitochondrial genes (Ndufa7, Cox7a2), immunity (Ncr1), oxidation-reduction (Esr1), lipid synthesis (Fasn, ApoE), and carbohydrate metabolism (Mafa, Mlxipl). As potentially addressable with CBD treatment, AD onset represents molecular integration of neurovascular interactions, channelopathies, metabolic disturbances, and aberrations in developmental genes with involvement of major pathological contributors such as inflammation, oxidative signaling, dyslipidemia, and insulin resistance.

## Introduction

Alzheimer's disease (AD) is a multifactorial neurodegenerative disorder that currently impacts ≈6.7 million Americans with a drug development pipeline in place that primarily targets abnormalities in neurotransmission, inflammation, and amyloid burden (Cummings et al., 2025). To help expand capabilities for diagnosis and therapy of AD, fundamental applications of comprehensive molecular analyses such as transcriptomics and proteomics have been recognized over the past decade (Rahimzadeh et al., 2024; Sutherland et al., 2011). As a result, we now have a clearer view of the molecular “signatures” of major pathological contributors to AD as inflammation (Amelimojarad et al., 2024), oxidative stress (Bhandari et al., 2024), dyslipidemia (de Oliveira et al., 2024), and insulin resistance (Kale et al., 2024). However, outside of simplified annotation tools, there remains a challenge to resolve large, untargeted data sets while equipped with a physiological perspective to optimally locate and integrate significant biological markers into healthy cerebral perfusion and cognition. Furthermore, there is a need to enhance mechanistic insight into the early development of AD and, in particular, the critical and costly transition from mild cognitive impairment (MCI) to AD (Frech et al., 2024).

In tandem with experimentally comprehensive tools that best capture molecular pathogenesis, there remains a critical need for refining effective AD therapeutic strategies, particularly regarding the application of single, or combinations of, pharmacological agents (Cummings et al., 2025). From 2019 to the end of 2023, the use of cannabidiol (CBD) in particular has increased from 14% to 21% among adults in the United States (Wilson-Poe et al., 2023) to alleviate symptoms of a wide range of neurological conditions (e.g., anxiety, chronic pain, migraines, epilepsy, and schizophrenia; Mallick et al., 2024). The encompassing health effects of CBD are not surprising as it is known to target the primary cannabinoid receptors (CB1R & CB2R) in addition to a plethora of other G-protein coupled receptors (e.g., GPCR3/6/12/55, μ/δ opioid, adenosine A1, 5-HT1A, and dopamine D2), ligand-gated receptors (e.g., AMPA and GABA), and ion channels (e.g., TRPV1-4, TRPA1, TRPM8, Na_v_1.1-1.7, Ca_v_1.1-1.4/3.1-3.3, and K_v_7.2-7.3; Wright, 2024) with several more transmembrane targets yet to be tested. It is also worth noting that three clinical trials of CBD treatment for MCI to mild/moderate AD pathology have begun as of January 2021 (NCT04075435, Phase 1), February 2021 (NCT04436081, Phase 2), and January 2024 (NCT05822362, Phase 2; Cummings et al., 2025). In addition, CBD potentially presents a novel experimental (e.g., cyclodextrins) and therapeutic (e.g., statins) alternative to managing membrane cholesterol homeostasis (Guard et al., 2022) as relevant to the AD risk factor apolipoprotein E ε4 allele (APOE4; Sun et al., 2023b) while central to cardiovascular and cognitive health (Rashid et al., 2023). Altogether, CBD may be harnessed for treating a broad spectrum of neurodegenerative diseases; however, a clear mechanistic understanding of how CBD modulates molecular pathways specifically associated with AD-like pathogenesis remains incomplete.

Using the *3xTg-AD* mouse model, the current study sought two objectives as (i) to resolve the molecular pathogenesis from cognitive impairment to the onset of AD-like neuropathology and (ii) determine whether CBD could influence the molecular transition associated with MCI to that of AD. For longitudinal molecular measurements, whole blood samples were examined from male mice during the cognitive impairment (4.5 mo, wk 0) and AD-like neuropathology (6.5 mo, wk 8) phases of the animal's lifespan using bulk RNA sequencing (CBD-treated vs. vehicle). We used transcriptomic and metabolomic profiling to identify molecular changes at the earliest stages of AD, as these methods provide comprehensive insight into gene expression and metabolic disturbances preceding the onset of clinical symptoms. Cross-sectional comparisons entailed bulk RNA sequencing and metabolomics of whole brain samples. The same animals, along with sex- and age-matched wild-type B6129SF2/J (now hereby referred to as B6129) mice, were assessed using behavioral assays [Morris water maze (MWM), open field test (OFT), and nest building test (NBT)] at ages 4.5 and 6.5 mo. Our baseline expectation was that CBD would disrupt the expression of key biomarkers of AD pathogenesis involving neuroinflammation and amyloid-β metabolism. In brief, we found >900 differentially expressed genes (DEGs) in the blood associated with the onset of AD-like neuropathology in *3xTg-AD* mice, whereby ~240 DEGs have previously been identified as AD-associated markers in human subjects. Furthermore, dietary CBD treatment removed respective DEGs (or reversed their direction of expression) in at least 75% of these AD-selective genes. Using the *3xTg-AD* animal model as a surrogate for studying molecular mechanisms underlying AD pathogenesis, these data have implications for the early-stage pathogenesis of AD while reinforcing dietary CBD as a robust therapeutic option.

## Materials and methods

### General animal care and use

All animal care use and experimental protocols for this study were approved by the Institutional Animal Care and Use Committee of Loma Linda University and performed in accordance with the National Research Council's “Guide for the Care and Use of Laboratory Animals” (8th Edition, 2011). Experiments were performed using male B6129 mice (*n* = 10) [The Jackson Laboratory (Wilmington, MA, USA), strain#: 101045] and male *3xTg-AD* mice (*n* = 10) [(B6;129-Tg (APP-Swe, tauP301L) 1Lfa Psen1tm1Mpm/Mmjax); Mutant Mouse Resource and Research Center (MMRRC) stock #034830]. The *3xTg-AD* mouse model was selected due to its robust expression of hallmark AD pathology, including amyloid-β plaques, tau neurofibrillary tangles, and cognitive deficits, making it suitable for investigating effects of early intervention. At 4–5 mo of age, *3xTg-AD* mice generally exhibit cognitive impairment but minimal extracellular amyloid-β (Aβ) plaques, whereas the presence of neuropathology in the form of extracellular Aβ plaques is generally noted by 6–8 mo of age. All 20 mice were at 4.5 mo of age in the beginning of the study and 6.5 mo at the end (Oddo et al., 2003; Belfiore et al., 2019; Chum et al., 2022). All animals were housed on a 12:12-h light–dark cycle at 22–24 °C with fresh water and food available *ad libitum*.

### Housing and dietary training for *ad libitum* ingestion of CBD in raspberry-flavored gelatin relative to vehicle

To closely monitor the complete consumption of food, water, and a Jello-type raspberry-flavored gelatin [Item model #:4300020072; Sun Maid, USA (vehicle for dietary CBD dissolved in 95% ethanol)] of individual animals, mice were single-housed for 11 days prior to handling. Animals were single-housed to closely monitor CBD administration while ensuring intake on an individual level. Observation of any anxiety (e.g., rapid chewing of food and excessive grooming) during this period was addressed using additional enrichment (toys) added to the cage. Five days prior to the start of the gelatin training period, each mouse was handled for 5 min per day. Procedures for habituating and reducing stress in mice were performed in accordance with a “three-dimensional handling technique” (Marcotte et al., 2021), whereby the identity of the handler/experimenter (one to two people at most) to individual animals was kept as consistent as possible.

With water remaining available throughout, mice were fasted for 12 and 16 h prior to the first and second days of gelatin presentation, respectively. After the mice completed the gelatin training procedure for the first 2 days, they were presented with their regular food and water *ad libitum* until the start of the next fasting period. The mice were fasted for only 2 out of the 5 days of gelatin training to encourage ingestion of the gelatin upon presentation. For each gelatin feeding period, the gelatin was provided on a weighing boat as a tray in a clean empty cage without any bedding or enrichment for a maximum of 1 h. If a mouse consumed the prepared gelatin cube within the hour, they were placed back into their home cage immediately to encourage eating as quickly as possible. Note that two wild-type B6129 mice designated in the vehicle group did not respond with eating the raspberry-flavored gelatin or an alternative as an unflavored gelatin (Knox, Item model number: 10043000048679; Kraft-Heinz, USA) and thus were excluded from the core analyses of the study as presented here in the manuscript.

CBD was obtained from Cayman Chemical Company (Ann Arbor, MI, USA) as 2-[1R-3-methyl-6R-(1-methylethenyl)-2-cyclohexen-1-yl]-5-pentyl-1,3-benzenediol (Catalog #90080). With the limitation of low bioavailability (≈9%) relative to parenteral intravenous administration (Xu et al., 2019), the oral route was chosen based on its non-invasiveness and representation of use in the human population (Arnold et al., 2023; Jha et al., 2024). The time frame (8 wks) and frequency (once per day) of administration was chosen in accord with a consistent and chronic treatment period encompassing the transition from pre- to post-plaques in the brains of *3xTg-AD* animals. With consideration of prior studies of mouse models of neurodegenerative disease (Dearborn et al., 2022; Kreilaus et al., 2022; Coles et al., 2020; Hao and Feng, 2021; Watt et al., 2020; Cheng et al., 2014; Long et al., 2010) combined with untested effects on *3xTg-AD* animals in particular, we first provided CBD samples as 80 mg/kg/day for 4 wks and monitored for any signs of overt toxicity. With none observed, we proceeded with 100 mg/kg/day as a “high” therapeutic dose (Xu et al., 2019) for the final 4 wks of the treatment period.

### Blood sample collection

Blood was collected from all animals via tail clipping prior to the CBD administration; then, trunk blood was collected at the end of the study. Tail clipping was performed, while the mouse was under anesthesia. To ensure the comfort of the mice during this process, they were placed in an airtight container and anesthetically induced with isoflurane at 3% for 3 min. Afterward, they were fitted into a nose cone and the isoflurane was lowered to 1.5% for the remainder of the process, which averaged an additional 20 min. Trunk blood was collected while the mouse was under anesthesia prior to brain and organ collection, and the procedure was terminal. A 150–200 μl blood sample was obtained from the tail, and 500–750 μl of blood from the trunk was collected from each mouse. A 1:1 ratio of RNA/DNA Shield 2X Concentrate (R1200-25; Zymo Research, Irvine, CA, USA) was added to each blood solution to preserve the samples, which were then sent to Zymo Research for RNA sequencing analysis.

### Brain and organ collection

On the final day of the project, animals were euthanized after the completion of the OFT experiment. The brain was extracted from each mouse and stored in the −80 °C freezer for further analysis. Half of the brain was snap-frozen in liquid nitrogen and ground to powder using mortar and pestle; then, the powder was divided in half for RNA sequencing and metabolomics analysis, respectively.

### RNA sequencing

A powdered brain sample per animal (80–127 mg) was stored in 1X RNA/DNA Shield (R1100; Zymo Research) according to the manufacture instructions and stored in −80 °C freezer prior to shipment. RNA extraction, sequencing, and bioinformatics analysis were done by Zymo Research on Illumina NovaSeq X Plus platform with 30 million read pairs per sample for both blood and brain samples. 

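The deposited counts cover 3 libraries from each mouse, made from tail blood before treatment, trunk blood after 8 weeks and brain after 8 weeks, 60 libraries in all. Counts assigned to genes ranged from 8369135 to 37994704 per library in tail blood (median 24035304), from 14898053 to 33785766 in trunk blood (median 22590549) and from 18037005 to 25822038 in brain (median 21038359). The values in these results rest on those counts and not on read pairs, because the table holds whole-number counts per gene and no reads. Reads of ribosomal RNA genes made up 22.4% to 39.8% of the counts in tail blood and 16.5% to 33.4% in brain, and haemoglobin genes made up 12.6% to 31.6% of tail blood counts.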

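The deposited table lists 55414 mouse genes by Ensembl identifier with their symbols, and 52081 of them (94%) are found in the GENCODE vM21 annotation of GRCm38, from which the gene places here are taken. The submitters' notes name the newer build GRCm39, so coordinates were joined by identifier and no position was carried over from one build to the other. Differential expression was recomputed from the raw counts with edgeR 4.0.16, using TMM scaling and quasi-likelihood tests, and with DESeq2 1.42.0 as another tool. Genes were tested when they reached about 10 counts in as many libraries as the smallest group holds, which left 14413 genes in blood over both time points, 13108 in trunk blood and 19216 in brain.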

For differentially expressed genes (DEGs) calculations, RNAseq pipeline (v2.1.0) developed by Zymo Research with the DESeq2 package (v1.28.0) was employed for calculation of DEGs. We defined significant DEGs as those fulfilling *p*-value < 0.05 and an absolute value of log2 fold change > 1.

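The calls in these results use a Benjamini-Hochberg adjusted p under 0.05 together with an absolute log2 fold change over 1, and counts at an unadjusted p under 0.05 or adjusted over a list alone need the same fold, except that interactions go by p alone. Known changes planted in 50 genes per size gauge what each design could recover. In the blood comparison of week 8 with week 0 in CBD-treated 3xTg-AD mice, edgeR recovered 60% of planted log2 fold changes of 1.5 and 94% of those of 4, with 4 genes called that had not been changed. Between genotypes in trunk blood at week 8 the same sizes were recovered at 40% and 90%, and in brain at 88% and 100%.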

### Metabolomics

A powdered brain sample per animal (98–150 mg) was stored dry in −80 °C freezer prior to shipment. The Untargeted Metabolomic Service was performed by Creative Proteomics (Shirley, NY, USA) on the Thermo Q Exactive UPLC-MS/MS platform. A list of comprehensive metabolites in both positive and negative mode was obtained as part of the analysis report provided by Creative Proteomics.

### Morris water maze

Learning and memory (general associative and spatial) were tested using the MWM, a plastic circular pool (85 cm in diameter) filled with water (25 ± 2 °C) made opaque using non-toxic tempera paint (Handy Art, Inc. Milton, WI, USA). The mice had to find and climb onto an escape platform (11 cm in diameter), the surface of which was either 1.5 cm above the water's surface for the “cued” task or 1.5 cm below the water's surface for the “spatial” task. The test was performed prior to the CBD exposure and after 8 weeks of daily CBD exposure.

On the first day of MWM testing, each mouse was trained to locate the platform during the cued trials, in which the platform's location changed every trial, but remained visible to the mice. For the subsequent 3 days of the spatial navigation testing, mice were trained to locate a submerged (hidden) platform that remained in the same location for all the trials of that day and before changing to a different location on the following day. Five trials were administered per day. For each trial, the mouse was placed into the water pool at different start locations (E, S, W, and N) and allowed to locate the hidden platform. If the mouse was unable to locate the platform within 60 s, it was gently guided to the platform by the experimenter. Once on the platform, it was allowed to remain for 15s. A “probe” trial, in which the platform was removed and the mouse was allowed to swim freely for 60 s, was performed at the end of the day on the spatial performance days (24 h after the last training trial). The position of each mouse was tracked by a camera above the center of the pool and was connected to an automatic photographic recording and analysis system (Noldus, EthoVision XT 11.5, Leesburg, VA, USA). The escape latency (i.e., the time required to locate the hidden platform), latency of the first entrance to the target zone, and the time spent in the target zone (% of the total time in all the four zones) during the 4-day acquisition training, the swimming paths, and the number of crossings into the target quadrant during the probe trial were all recorded.

### Open field test

The OFT was used to measure the exploratory behavior of the *3xTg-AD* and B6129 mice. The test was conducted the day after the MWM was completed. An hour prior to the start of the test, the mice were relocated to the behavioral testing room to acclimate to the room's lighting and temperature conditions. The test was conducted in a box that is 76.2 cm × 76.2 cm. The floor of the box was covered with white butcher paper that is the exact dimensions of the box. Mice were released into the middle of the OFT maze and allowed to explore freely for 30 min with no interruptions. At the end of the 30 min, the mice were removed from the box and new white butcher paper was placed. This procedure was repeated for each mouse, and the mouse tracking data were collected and analyzed with the EthoVision XT 11.5 Software system.

### Nest building test

NBT was performed 3 days prior to the gelatin training period during the animal handling week on day 3 of the handling. Each mouse was given one-third of a paper towel (Georgia Pacific 20204 Acclaim Multifold Paper Towels, White, Poly-Bag Protected). Each paper towel was cut into 1 cm × 8 cm strips and was evenly distributed across the width of each clean cage before putting the mouse into the cage. The nesting materials were presented to the mice after the third handling session, and the mice were left undisturbed for 24 h until the next handling session. A picture of the nest was taken after the nesting materials were presented at 12, 36, and 60 h. All nesting materials were removed after 60 h, and the mice were given their regular enrichment and cotton bedding. At the end of the 60 h, the pictures from the three nesting days were sent to three experimenters who were blind to the study groups. The scoring criteria were designated from a score of 1–5 as follows: (1) nest materials remained scattered throughout the cage, untouched, or entirely disorganized; (2) material was collected near the edges and corners of the cage and but remain scattered; (3) most of the material primarily in one quadrant of the cage; (4) material not shredded but packed into one corner; (5) material shredded and packed into one corner as an identifiable nest (Neely et al., 2019). The three experimenters rated the state of each nest from each picture, and then, the scores were averaged over each day for each mouse. The process was repeated after CBD treatment. Photos of the cages showing the nest state were once again taken after 12, 36, and 60 h.

### Statistical analysis

For behavioral assays, all statistical analyses were performed using GraphPad Prism (Version 10.1.2; GraphPad Software, La Jolla, CA). Analysis included a two-way analysis of variance (Tukey's *post-hoc*). Differences between groups were accepted as statistically significant with p < 0.05. All summary data are presented as the mean ± SEM.

## Results

The aims of the current study were to resolve molecular pathogenesis throughout the range of cognitive impairment associated with development of AD-like neuropathology and to determine whether oral administration of CBD could influence this molecular transition. In addition, we endeavored to identify novel biomarkers of AD pathogenesis as well. 

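The 3xTg-AD mouse carries human APP and MAPT transgenes under the Thy1 promoter, so the mouse loci App, Mapt and Thy1 were examined between the genotypes. All 10 mice of each genotype were used here, with vehicle and CBD pooled and the 2 untreated wild-type mice included. Thy1 (ENSMUSG00000032011, chromosome 9 from 44043384 to 44048579) gave 164 ± 21.8 CPM (SD, n = 10) in 3xTg-AD brains and 123 ± 12.7 CPM (SD, n = 10) in wild-type brains (2-sided permutation test, p = 1.0e-04, adjusted p = 0.00120 over the 12 loci and tissues). Mapt (ENSMUSG00000018411, chromosome 11 from 104231390 to 104332090), the tau gene, gave 283 ± 15.3 CPM against 257 ± 14.5 CPM (SD, n = 10 each, permutation p = 0.00106, adjusted p = 0.00636). App (ENSMUSG00000022892, chromosome 16 from 84949685 to 85173766), the amyloid precursor gene, gave 1031 ± 116 CPM against 898 ± 77.6 CPM (SD, n = 10 each, permutation p = 0.00888, adjusted p = 0.0248). In blood Thy1 was lower in 3xTg-AD than in wild-type mice, at 5.82 ± 2.19 against 11.5 ± 5.31 CPM in tail blood (SD, n = 10 each, adjusted p = 0.0248) and 4.36 ± 1.51 against 9.75 ± 7.51 CPM in trunk blood (SD, n = 10 each, adjusted p = 0.0448), while App (adjusted p = 0.107 and 0.547) and Mapt (0.678 and 0.590) did not pass in tail and trunk blood. The ranges of the genotypes overlapped for each of these loci in each tissue. Human transcripts may also be counted only in part on the mouse genes. No single library was therefore assigned a genotype from these loci. T cell markers were lower too in 3xTg-AD than in wild-type vehicle mice, at a mean log2 CPM of 2.58 against 3.87 in tail blood. In trunk blood they were at 1.64 against 3.30. Whether the lower Thy1 in blood goes with T cell markers was not tested.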

Using the *3xTg-AD* animal model (Chum et al., 2022; Stevens and Brown, 2015; Jullienne et al., 2022; Stover et al., 2015), untargeted transcriptomic and metabolomic analyses were employed in combination with behavioral assays. For within group comparisons (e.g., longitudinal blood analyses, wk 8 vs. wk 0), study groups are presented first in the following order: *3xTg-AD* vehicle, wild-type vehicle, *3xTg-AD* CBD-treated, and wild-type CBD-treated. For cross-group comparisons (e.g., cross-sectional brain analyses at wk 8), the order of presentation is *3xTg-AD* vehicle vs. wild-type vehicle, *3xTg-AD* CBD-treated vs. *3xTg-AD* vehicle, wild-type CBD-treated vs. wild-type vehicle, and *3xTg-AD* CBD-treated vs. wild-type CBD-treated. Due to the extensive nature of the datasets, not all results are thoroughly discussed here; therefore, readers are referred to the Supplementary Tables 1–34 for comprehensive lists of DEGs and pathway interactions across study groups.

### Transcriptomic analyses: longitudinal blood samples with AD onset

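Whole blood RNA was sequenced from the same mice at 4.5 months of age before treatment (week 0) and at 6.5 months after 8 weeks of vehicle or CBD (week 8). The groups are 3xTg-AD vehicle (n = 5), 3xTg-AD CBD (n = 5), wild-type vehicle (n = 3) and wild-type CBD (n = 5), with CBD given at 80 and then 100 mg/kg/day, and 2 untreated wild-type mice were kept out of the comparisons. Week 0 blood was drawn from the tail and week 8 blood was trunk blood, so the sampling site and the week cannot be told apart in any comparison over time. Total counts per library at week 0 were 21224926 to 26835166 (median 24065937) in 3xTg-AD vehicle, 8369135 to 20767288 (median 18586300) in 3xTg-AD CBD, 19299482 to 27112013 (median 24591194) in wild-type vehicle and 24004672 to 37994704 (median 26313047) in wild-type CBD mice. At week 8 they were 14898053 to 21733122 (median 19862194), 16152158 to 23792757 (median 19074065), 25604171 to 33785766 (median 32745252) and 20949273 to 31905076 (median 26934099) in the same order. Ribosome-depleted total RNA was sequenced and counted per gene by the authors, whose table is not normalized. From these counts 1 edgeR fit over 36 blood libraries gave each group's change from week 0 to week 8, at a biological coefficient of variation of 39%. A gene under the low-count filter is described by its summed reads per group, as a lower bound against a floor of 3 reads where 1 side had 0 reads or as a ratio scaled to depth with a 95% interval where it had 1 to 3. A bound sets the side with 0 reads at the floor and takes the reads of the other side as exact. It leaves out the counting error of that side, so with few reads the fold can be lower than the bound. The intervals cover counting error only, since reads without molecular identifiers are not independent molecules. Gene lists were fixed before the counts were opened and tested with camera at its preset correlation, and of the lists that passed in these 4 comparisons only tissue macrophages in wild-type vehicle mice also passed with an estimated correlation. Genes named by the paper were chosen by the study on these samples, so a count adjusted over such a list alone is not independent evidence. The edgeR fit without the low-count filter takes in 40532 genes and was not tried on simulated data. Its adjusted p can lie far below that with the filter, for reasons that were not tested. Calls of that fit are therefore no separate support.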

Comprehensive blood- and/or brain-based analyses of RNA biomarkers can track development of MCI and AD-associated neuropathology in mouse models (Li et al., 2023; Barisano et al., 2022) and human subjects (Li et al., 2023; Shigemizu et al., 2020; Wang et al., 2024b). With comparison of whole blood of *3xTg-AD* animals at AD onset (6.5 mo, 8 wks vehicle treatment) vs. cognitive impairment (4.5 mo, 0 wks vehicle treatment), there were 447 and 471 genes significantly downregulated and upregulated, respectively (Figure 1A, Supplementary Table 1). 

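Gpd1 (ENSMUSG00000023019, chromosome 15 from 99717515 to 99725005), the cytosolic glycerol-3-phosphate dehydrogenase of adipocytes and muscle, rose from week 0 to week 8 in 3xTg-AD vehicle mice with a log2 fold change of 3.79 (standard error 0.73, adjusted p = 0.0452 from edgeR). Its level was 4.46 ± 7.23 CPM at week 8 against 0.318 ± 0.185 CPM at week 0 (SD, n = 5 each). Map1lc3b (ENSMUSG00000031812, chromosome 8 from 121590361 to 121598760), which encodes the autophagosome protein LC3B, rose with a log2 fold change of 1.52 (standard error 0.29, adjusted p = 0.0452 from edgeR), at 886 ± 230.3 CPM at week 8 against 314 ± 98.3 CPM at week 0 (SD, n = 5 each). For both genes every week 8 library was above every week 0 library. An unnamed pseudogene was the remaining gene called, so edgeR called 3 higher and 0 lower of 14413 genes tested. At an unadjusted p under 0.05 and an absolute log2 fold change over 1 the counts were 348 higher and 459 lower, and DESeq2 called 44 higher and 27 lower. With each mouse as its own block edgeR called 188 higher and 86 lower, while leaving out single mice gave 0 and 0 without M5546, 0 and 0 without M5548, 0 and 0 without M5550, 1 and 0 without M5552 and 0 and 0 without M5554. edgeR with RLE size factors did not call Gpd1 and Map1lc3b (adjusted p = 0.0518). Neither gene passed with any 1 of the 5 mice left out (adjusted p up to 0.299 from edgeR). The log2 fold changes then ranged from 1.77 to 4.35 for Gpd1 and from 1.32 to 1.69 for Map1lc3b.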

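H2-Q2 (ENSMUSG00000091705, chromosome 17 from 35342242 to 35346762), a class I major histocompatibility gene of the Q region, had 0 reads at week 8 against 7 at week 0 (at least 1.3-fold lower) over the 5 mice of 3xTg-AD vehicle. Tdrd5 (ENSMUSG00000060985, chromosome 1 from 156255296 to 156303664), a tudor-domain gene of the germline small RNA machinery, had 0 reads at week 8 against 4 at week 0. Sult4a1 (ENSMUSG00000018865, chromosome 15 from 84076097 to 84105754), a sulfotransferase of neurons, had 3 reads at week 8 against 0 at week 0, which leaves both sides at or under the floor and gives no fold. Cyp2f2 (ENSMUSG00000052974, chromosome 7 from 27119909 to 27133660), a cytochrome P450 of the airway, had 16 reads at week 8 against 0 at week 0 (at least 9.54-fold higher), and Rag2, a recombinase subunit of developing lymphocytes, had 2 reads at week 8 against 0 at week 0. H2-Q2, Sult4a1 and Cyp2f2 reached the count filter because of other groups, and edgeR gave them adjusted p = 0.528, 0.803 and 0.297. Tdrd5 and Rag2 fell under the filter and were not tested by edgeR with it. DESeq2 called Tdrd5 lower and Cyp2f2 and Rag2 higher (adjusted p = 0.0219, 1.8e-11 and 0.00636), the directions of the paper, and edgeR without the filter called Cyp2f2 (adjusted p = 0.00313).

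**Figure D1:**
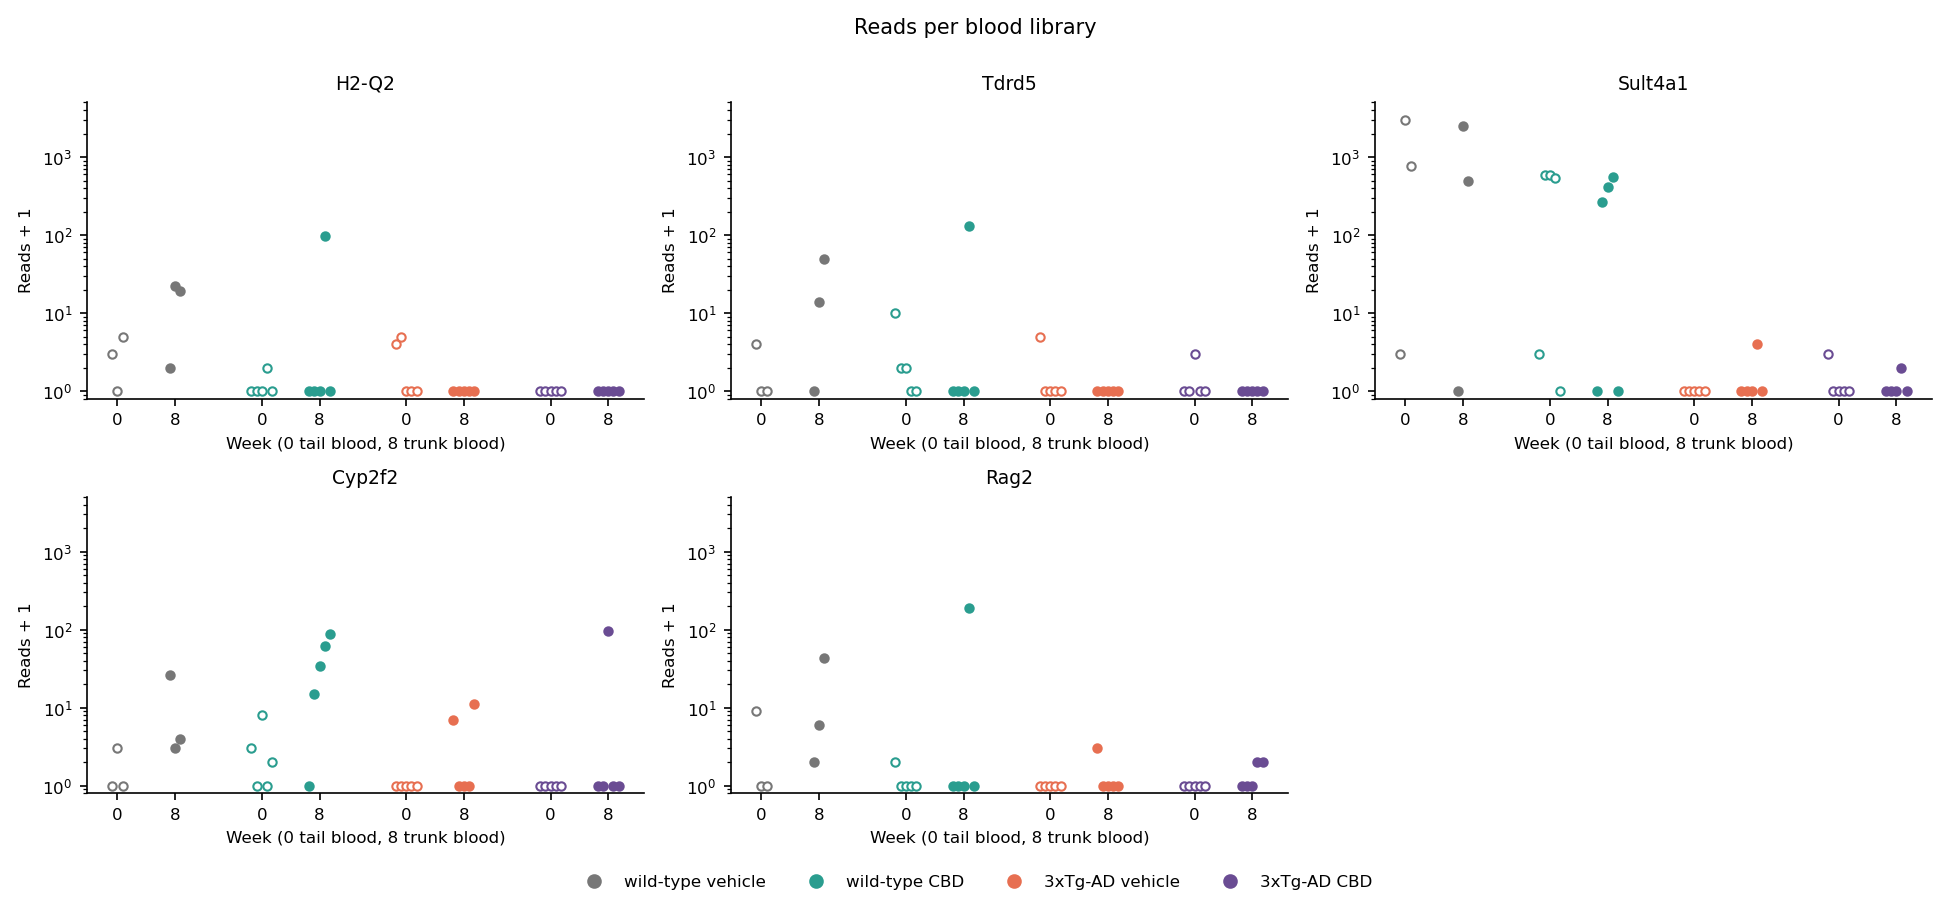
Reads of H2-Q2, Tdrd5, Sult4a1, Cyp2f2 and Rag2 in each blood library, 1 point per mouse, with weeks on the horizontal axis of each panel and the read count on a logarithmic axis after adding 1. No 3xTg-AD library holds more than 10 reads of any of these genes except Cyp2f2 in CBD M5551 at week 8, with 96 reads.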

The most extreme expression alterations (|log2 fold change| > 15) include Histocompatibility 2, Q region locus 2 (H2-Q2) and Tudor domain containing 5 (Tdrd5) genes for downregulation and Sulfotransferase family 4A member 1 (Sult4a1), Cytochrome P450, family 2, subfamily f, polypeptide 2 (Cyp2f2), and Recombination Activating 2 (Rag2) genes for upregulation (Figure 1A, Supplementary Table 1). 

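No long non-coding RNA, microRNA, snoRNA or snRNA gene was called by edgeR from week 0 to week 8 in 3xTg-AD vehicle mice, by adjusted p under 0.05. Long non-coding RNAs had 956 genes tested, of which 38 were higher and 66 lower at an unadjusted p under 0.05 with an absolute log2 fold change over 1. MicroRNA genes had 1 higher and 3 lower of 21 tested, snoRNA genes 1 higher and 5 lower of 85, and snRNA genes 1 higher and 0 lower of 13. Snora21 and Snord59a, which guide chemical modification of ribosomal RNA, had log2 fold changes of -0.75 ± 0.61 for Snora21 (adjusted p = 0.568) and 2.10 ± 0.84 for Snord59a (adjusted p = 0.290) from edgeR. Mir144, a microRNA of erythroid cells, had a log2 fold change of 2.60 (standard error 0.71, adjusted p = 0.148 from edgeR and adjusted p = 0.0172 with mice as blocks). DESeq2 called Mir144 (adjusted p = 0.0327) and edgeR without the filter called Mir144 (adjusted p = 0.00256).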

DEGs for non-coding RNAs include 94 long non-coding RNAs (lncRNAs; 66 downregulated, 28 upregulated), 8 microRNAs (miRNAs; 7 downregulated, 1 upregulated), 2 small nuclear RNAs (snRNAs; both downregulated), and 7 small nucleolar RNAs (snoRNAs; 6 downregulated, 1 upregulated). Note that 206 DEGs are not annotated (unknown or uncharacterized) for pathway analysis, whereby 89% were downregulated (=183) vs. 11% upregulated (=23). 

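Genes annotated only as to be experimentally tested had 2 higher and 165 lower of 595 tested in 3xTg-AD vehicle mice at an unadjusted p under 0.05 and over 2-fold, next to 253 higher and 177 lower of 11962 protein-coding genes. EdgeR called 0 of the genes to be tested, and at the unadjusted threshold 81 were lower without M5548 and 111 without M5546. Summed over 2666 such genes, their reads came to 327 ± 76 CPM (SD, n = 5) at week 8 and 564 ± 249.7 CPM (SD, n = 5) at week 0, where M5546 and M5548 held 974 and 631 CPM. Genes carrying only a provisional name (a Gm number, a Rik clone name or an identifier) counted 68 higher and 262 lower at the same threshold, so 79.4% of them were lower and they made up 57.1% of all lower genes, and the 262 became 139 without M5548 and 187 without M5546. 9530022L04Rik and Gm13270 belong to this group, with 0 reads at week 8 against 14 at week 0 for 9530022L04Rik and a log2 fold change of -2.48 (standard error 1.13, adjusted p = 0.33 from edgeR) for Gm13270.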

For DEGs previously identified for AD pathology, 40 and 200 genes were downregulated (9% of 447 genes) and upregulated (42% of 471 genes), respectively (Table 1). 

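Uqcr10, a subunit of mitochondrial complex III, and Pfdn5, a prefoldin chaperone subunit, stand among the genes of Table 1 with a higher level at week 8 in 3xTg-AD vehicle mice, with log2 fold changes of 1.55 ± 0.42 for Uqcr10 (adjusted p = 0.148 or 0.00203 with mice as blocks) and 1.59 ± 0.33 for Pfdn5 (adjusted p = 0.0768 or 7.9e-04 with mice as blocks) from edgeR. C4b and Dcn, a complement component and a matrix proteoglycan made outside the blood, had log2 fold changes of 6.39 ± 1.43 for C4b (adjusted p = 0.0888 or 0.00323 with mice as blocks) and 3.95 ± 1.04 for Dcn (adjusted p = 0.128 or 0.0434 with mice as blocks). Among the genes that Table 1 lists as higher, 70 of 200 passed the filter and edgeR called 1 higher (69 higher when adjusted over the list alone, 69 higher at an unadjusted p under 0.05, 15 higher called by DESeq2, each over 2-fold), with a median log2 fold change of 2.96 (2.83 with members at 0 reads in a group set to their bound). Among those it lists as lower, 25 of 40 passed the filter and edgeR called 0 (22 lower when adjusted over the list alone, 22 lower at an unadjusted p under 0.05, 1 lower called by DESeq2, each over 2-fold), with a median of -1.79 (-1.76 with members at 0 reads in a group set to their bound). Over the genes listed as higher, the summed reads of the 5 week 8 libraries were 125047 and those at week 0 73122. DESeq2 called C4b, Dcn, Pfdn5 and Uqcr10 (adjusted p from 0.00293 to 0.0487). EdgeR without the filter called these genes too (adjusted p from 2.8e-29 to 1.4e-04). For C4b the log2 fold change was 6.36 without the filter and 6.39 with it, so the adjusted p moved and the fold hardly did.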

As not necessarily selective for AD pathogenesis *per se*, other select DEGs of interest have also been tracked throughout study groups as shown in Table 2.

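Plin1 and Thrsp, a lipid droplet coat protein and a regulator of fatty acid synthesis in fat, went from 0 reads at week 0 in 3xTg-AD vehicle mice to 77 and 91 reads at week 8 (at least 45.9-fold and 54.3-fold higher). EdgeR gave adjusted p = 0.0768 for Plin1 and 0.0688 for Thrsp (0.0239 and 0.00748 with mice as blocks) and log2 fold changes of 1.73 ± 0.41 for Timm8b (adjusted p = 0.113 or 0.00158 with mice as blocks) and 1.50 ± 0.39 for Tmsb4x (adjusted p = 0.128 or 0.0164 with mice as blocks), the last pair being a mitochondrial import protein and an actin-binding peptide. Of the genes in Table 2, 23 of 53 passed the filter and edgeR called 1 higher (14 higher and 8 lower when adjusted over the list alone, 14 higher and 8 lower at an unadjusted p under 0.05, 6 higher and 4 lower called by DESeq2, each over 2-fold). Markers of adipose tissue were higher as a list, with 1 higher of 16 measured members called by edgeR (10 higher when adjusted over the list alone), a median log2 fold change of 4.25 (3.45 with members at 0 reads in a group set to their bound) and a camera adjusted p = 1.9e-09 (adjusted p = 0.0803 with an estimated correlation). Markers of the epidermis, which tail sampling cuts through, had 0 of 4 measured members called by edgeR (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of -0.65 and a camera adjusted p = 0.322 (adjusted p = 0.512 with an estimated correlation). DESeq2 called Plin1, Thrsp, Timm8b and Tmsb4x (adjusted p from 9.4e-04 to 0.0219) and edgeR without the filter called Plin1, Thrsp, Timm8b and Tmsb4x (adjusted p from 6.7e-08 to 3.7e-04).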

**Figure 1:**
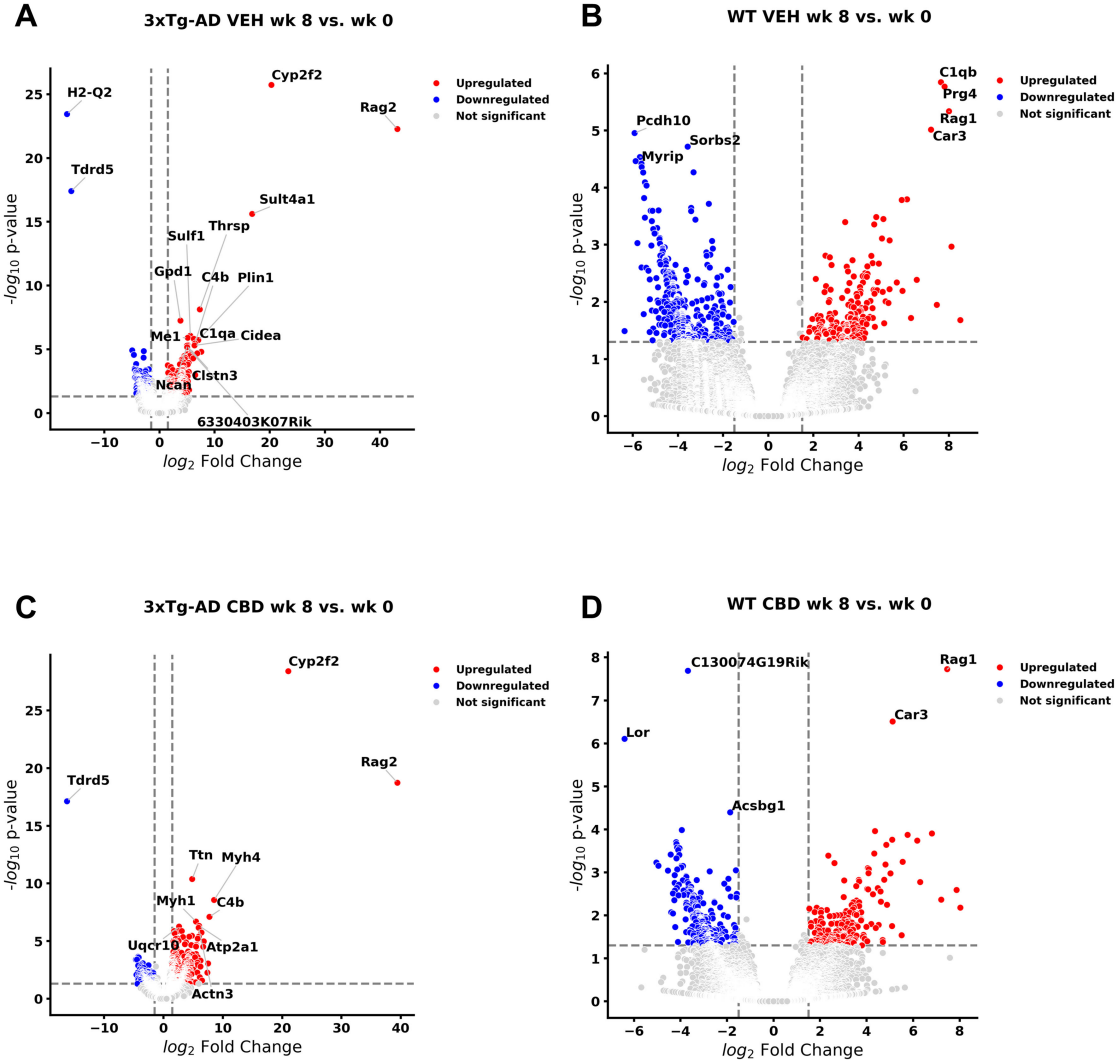
Volcano plots of longitudinal changes of gene profiles collected from whole blood: effect of Alzheimer's disease onset and cannabidiol. Genes that were upregulated (red), downregulated (blue), and were not significantly altered (light gray) from 4.5 mo (0 wks) to 6.5 mo (8 wks) **(A)** in *3xTg-AD* animals; 447 genes were downregulated, and 471 genes were upregulated (see Supplementary Table 1). **(B)** In wild-type B6129 mice, 593 genes were downregulated and 198 genes were upregulated (see Supplementary Table 2). **(C)** In cannabidiol (CBD)-treated *3xTg-AD* mice, 180 genes were downregulated and 663 genes were upregulated (see Supplementary Table 6). **(D)** In CBD-treated B6129 mice, 338 genes were downregulated and 198 genes were upregulated (see Supplementary Table 9). Data were obtained from *n* = 3–5 male mice per group. For complete reports on overlap of genes across respective groups, see Supplementary Tables 3, 7, 10, 11. For complete reports on reversal of significant gene profiles across groups (e.g., CBD-treated *3xTg-AD* vs. vehicle *3xTg-AD*), see Supplementary Tables 4, 5, 8, 12, 13, 14. This figure was generated through the use of QIAGEN IPA (QIAGEN Inc., https://digitalinsights.qiagen.com/IPA) (Krämer et al., 2014).

**Table 1:** Differentially expressed genes (*P* < 0.05) in whole blood of *3xTg-AD* vehicle (weeks 8 vs. 0) animals that are recognized with Alzheimer's disease pathology.

**Category**	**Genes**
Downregulated (40 genes)	5S_rRNA, Acvr1, Apex1, Cacna2d4, Crmp1, Dock9, Efna1, Egfl7, Esr1, F12, Fam167a, Fam222a, Gprc5b, Il18bp, Iqck, Itgb8, Kcnip3, Map2k3os, Mir342, Mybpc3, Ncr1, Peg3, Prss36, Ramp3, Rapgef4, Rin1, Scg5, Sema4c, Sesn2, Slc22a5, Snx33, Sparcl1, Tagln, Tagln3, Tamalin, Tchh, Unc5c, Vangl2, Wfs1, Wnt10a
Upregulated (200 genes)	Acacb, Acss3, Acy3, Adamts13, Adora1, Adra1a, Aebp1, Agbl2, Ak9, Aldoc, Angptl2, Ankrd36, Antxr1, Aoc3, Apba2, Atp1a2, Bcam, Bche, Bgn, Bmp4, Bmp6, C1qa, C1qb, C1qc, C1s1, C4b, Cabcoco1, Cacna2d3, Calcb, Camp, Cav1, Ccdc81, Cckbr, Cd163, Cd209b, Cdk18, Cdkn2a, Cgnl1, Chadl, Chmp4c, Chrna2, Chst1, Chst7, Cldn10, Clstn3, Cnnm1, Col18a1, Col6a2, Coro2b, Cox7a2, Cox8b, Cplx2, Cpxm1, Csmd1, Cyp1b1, Dab1, Dab2, Dagla, Dcn, Ddit4l, Ddr2, Dkk3, Dock3, Eda2r, Ednrb, Efemp1, Elovl4, Etv4, Fabp3, Fabp7, Fam20a, Fasn, Fbln1, Fbxo15, Fcrls, Fgf14, Fgf2, Fgfr3, Fkbp14, Flrt2, Fn1, Foxc1, Foxp2, Fras1, Fstl1, Gas1, Gas6, Ghr, Ghrl, Gls2, Gpr6, Grb14, Gria4, Hapln2, Hbegf, Homer1, Ica1l, Igfbp5, Ighg1, Il33, Ildr2, Insm1, Kank1, Kcnk2, Kcnn3, Kndc1, Lag3, Lin7a, Lpar1, Lrfn5, Ltc4s, Map1lc3b, Mei1, Mertk, Mgat3, Mgp, Mir144, Mlxipl, Mme, Mrc1, Mroh8, Ms4a7, mt-Nd6, Mt2, Myh4, Myt1l, Nap1l2, Nbea, Ncan, Ndufa7, Ninj2, Nos1, Npsr1, Ntrk2, Ntsr1, Oprd1, P4ha3, Pcdh9, Pcdhgc5, Pck1, Pcsk2, Pcsk5, Pdcd1, Pdia5, Pdk4, Pfdn5, Pgr, Phf24, Pld6, Plekhh1, Pm20d1, Ppp1r3c, Prelp, Prkar1b, Prok2, Prox1, Ptgis, Pth1r, Pth2r, Ptpn5, Ptprd, Rarres2, Rbm24, Rbms3, Rbp4, Rgs7, Rgs7bp, Rorb, Rpl3l, Saa3, Scara3, Serping1, Sfrp1, Slc17a7, Slc4a4, Smad9, Snap91, Spint1, Srgap1, St8sia3, Stard13, Synpo2, Syt10, Tacr3, Thbs2, Thbs4, Tmem119, Tmem176b, Tmem63c, Tnc, Trpc3, Tspan6, Tspan7, Uqcr10, Uqcrh, Vcam1, Vgf, Wnt5a, Zbtb7c, Zic1

See Supplementary Table 1 for citations.

**Table 2:** A list of 53 differentially expressed genes (*P* < 0.05) of interest (neurological and cardiovascular conditions) and their relevant functions in the whole blood of *3xTg-AD* vehicle (weeks 8 vs. 0) animals that are tracked throughout all study groups in parallel with AD-selective DEGs, including wild-type animals with and without CBD treatment.

**Gene symbol**	**Gene name**	**Relevant functions**	**Citation(s)**
Sgtb	Small glutamine rich tetratricopeptide repeat co-chaperone beta	Associated with cognitive resilience	Yu et al., 2020
Phf24	PHD finger protein 24	Underlies GABA_B_ receptor-driven synaptic transmission, whereby its deficiency is associated with increased seizure sensitivity and cognitive impairment	Serikawa et al., 2019
lncRNA C920006O11Rik	–	Involved in Parkinson's disease	Jia et al., 2020
Tox3	TOX high mobility group box family member 3		Xie et al., 2022
Timm8b	Translocase of inner mitochondrial membrane 8 homolog B		Wang et al., 2024a
Necab2	N-terminal EF-hand calcium binding protein 2		Xie et al., 2022
Pak6	P21 (RAC1) activated kinase 6		Giusto et al., 2024
Gucy2c	Guanylate cyclase 2c		Cheslow et al., 2024
Tgm1	Transglutaminase 1	Risk genes for Huntington's disease	O'Day, 2022
Fam171b	Family with sequence similarity 171 member B		Tran et al., 2021
Gprasp2	G protein-coupled receptor associated sorting protein 2	Associated with neurodevelopmental disorders such as autism spectrum disorder	Edfawy et al., 2019; Piton et al., 2011
Susd4	Sushi domain containing 4		Tu et al., 2010; Zhu et al., 2020
Cdh11	Cadherin 11		Wu et al., 2022; Crepel et al., 2014
Cradd	CASP2 and RIPK1 domain containing adaptor with death domain	Associated with intellectual disability	Di Donato et al., 2016
Slc45a1	Solute carrier family 45 member 1	Associated with autosomal recessive intellectual disability	Anazi et al., 2017
Rai1	Retinoic acid induced 1	Indicative of Smith-Magenis syndrome	Turco et al., 2022
Asxl3	Additional Sex Combs-Like transcription regulator 3	Associated with Bainbridge-Ropers syndrome	Schirwani et al., 2023
Sufu	Suppressor of fused homolog	Variants of SUFU negative regulator of hedgehog signaling are associated with Joubert syndrome	Siegert et al., 2024
Kcng2	K^+^ voltage-gated channel modifier subfamily G member 2	Schizophrenia-risk genes	Guo et al., 2023
Kcnq5	K^+^ voltage-gated channel subfamily Q member 5		Baird et al., 2021
Nt5dc2	5'-nucleotidase domain containing 2		Chen et al., 2024
Btbd9	BTB domain containing 9	Involved in Restless Legs Syndrome and adult attention-deficit/hyperactivity disorder	Gan-Or et al., 2015; Alemany et al., 2015
Tmsb4x	Thymosin beta-4 X-linked	Involved in major depressive and bipolar disorder	Kim et al., 2021
Kcnt2	K^+^-Na^+^-activated channel subfamily T member 2	Involved in developmental epileptic encephalopathy	Cioclu et al., 2023
Scn7a	Na^+^ voltage-gated channel alpha subunit 7	Increased and persistent expression contributes to epilepsy in the rodent and human hippocampus	Gorter et al., 2010
Kif1a	Kinesin family member 1A	Associated with neurological disorder	Nair et al., 2023
Asic4	Acid sensing ion channel subunit family member 4	Modulates innate fear and anxiety	Lin et al., 2015
Chmp4c	Charged multivesicular body protein 4C	Associated with the pathogenesis of spinal and bulbar muscular atrophy	Malik et al., 2019
Kcnq4	K^+^ voltage-gated channel subfamily Q member 4	Contribute to non-syndromic hearing loss	Lee et al., 2021
Abcc9	ATP-binding cassette, sub-family C member 9	Associated with hippocampal sclerosis of aging pathology	Nelson et al., 2014
Postn	Periostin	An indicator of the decline of physical and cognitive capacity in the elderly (≥70 years of age)	Sánchez-Sánchez et al., 2023
Zcchc14	Zinc finger CCHC-type containing 14	Associated with small vessel stroke	Traylor et al., 2017
Jam3	Junctional adhesion molecule 3	Underly hemorrhagic destruction of the blood brain barrier	Akawi et al., 2013
Tmem100	Transmembrane protein 100	Selective for pulmonary vascular endothelium development and morphogenesis	Liu et al., 2022
Lockd	lncRNA downstream of Cdkn1b	Modulator of vascular structure and function	Sung et al., 2018
EphB4	Ephrin receptor B4	Regulate angiogenesis	Chen et al., 2022
Angptl6	Angiopoietin like 6	Carbone et al., 2018
Kcnk3	Potassium channel, subfamily K, member 3	Drives hereditary pulmonary arterial hypertension	West et al., 2021
Des	Desmin	Promotes toxic amyloid aggregates outside of the brain in cardiac and skeletal muscle	Sanbe et al., 2005; Kedia et al., 2019
Pdpn	Podoplanin	Indicates the presence of meningeal lymphatic vessels that may help clear amyloid from the brain parenchyma during AD	Goodman et al., 2018
Klhdc7a	Kelch domain containing 7A	Associated with regulation of circadian rhythm during diabetic retinopathy	Ling et al., 2023
Stk36	Serine/threonine kinase 36	Involved in primary ciliary dyskinesia	Edelbusch et al., 2017
Rsph1	Radial spoke head component 1		Knowles et al., 2014
Sidt1	SID1 transmembrane family member 1	Involved in transports of RNA and cholesterol	Méndez-Acevedo et al., 2017
Abca8	ATP-binding cassette, sub-family A member 8a	Regulates cholesterol efflux and high-density lipoprotein cholesterol levels	Trigueros-Motos et al., 2017
Acat3	Acetyl-coenzyme A acetyltransferase 3 (human ortholog is ACAT2)	Located in mitochondria; involved in hypercholesterolemia and coronary artery disease	Rudel et al., 2005
Alox8	Arachidonate 8-lipoxygenase	Metabolizes arachidonic acid to 8-hydroxyeicosatetraenoic acid (8-HETE), a pro-inflammatory metabolite	Furstenberger et al., 2002
Gpd1	Glycerol-3-phosphate dehydrogenase 1	Regulate lipid metabolism	Kawamura et al., 2022
Lgals12	Galectin 12		Tsao et al., 2023
Plin1	Perilipin 1		Griseti et al., 2024
Plin4	Perilipin 4		Ge et al., 2019
Thrsp	Thyroid hormone responsive		Li et al., 2024
Cidec	Cell death inducing DFFA like effector c	Promotes lipid droplet formation; upregulation associated with hypercholesterolemia	Loke et al., 2017

### AD and select DEGs in blood of wild-type animals: longitudinal analysis

In wild-type controls (Figure 1B, Supplementary Table 2), 21 AD-associated DEGs (Table 1) were regulated in the same direction (Egfl7, Efna1, Unc5c, Fn1, Ddit1, Efemp1, Fabp3, Pdk4, Ltc4s, C1qb, Il33, Bcam, Cgnl1, C1qc, Aebp1, Ptgis, Saa3, Fcrls, C1qa, C4b, and Ednrb) as in *3xTg-AD* animals and thus are not distinct for neuropathology onset in *3xTg-AD* animals. 

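C1qb (ENSMUSG00000036905, chromosome 4 from 136880129 to 136886187) and C1qc (ENSMUSG00000036896, chromosome 4 from 136889804 to 136893065) encode chains of complement C1q, which macrophages secrete, and neither passed in wild-type vehicle mice, with log2 fold changes from week 0 to week 8 of 7.27 ± 1.58 for C1qb (adjusted p = 0.542) and 4.96 ± 1.59 for C1qc (adjusted p = 0.999) from edgeR. C1qb in these mice was 2.63 ± 2.4 CPM at week 8 against 0.011 ± 0.0191 CPM at week 0 (SD, n = 3 each). The same genes in 3xTg-AD vehicle mice had log2 fold changes of 3.29 ± 0.98 for C1qb (adjusted p = 0.178 or 0.0482 with mice as blocks), 4.14 ± 1.28 for C1qc (adjusted p = 0.192) and 2.97 ± 1.25 for Pdk4 (adjusted p = 0.302), next to 58 against 0 reads for Ednrb (at least 34.6-fold higher, adjusted p = 0.157 or 0.0354 with mice as blocks), where Pdk4 inhibits pyruvate oxidation and Ednrb is an endothelin receptor. Fabp3, a fatty acid carrier of heart and muscle, had 5 reads at week 8 against 0 at week 0 (at least 2.98-fold higher) in 3xTg-AD vehicle mice, and Il33, an alarmin of barrier tissues, had 23 reads at week 8 against 1 at week 0 (a ratio of 18.3 with a 95% counting interval of 2.97 to 754) in wild-type vehicle mice. Efna1 and Unc5c, a pair of guidance genes, fell under the filter, with 0 against 11 and 4 against 32 reads in 3xTg-AD and 1 against 11 and 9 against 25 in wild-type vehicle mice at week 8 against week 0. Among the genes named for both genotypes, 15 of 20 passed the filter and edgeR called 0 (13 higher and 1 lower when adjusted over the list alone, 13 higher and 1 lower at an unadjusted p under 0.05, 0 called by DESeq2, each over 2-fold) in wild-type vehicle mice. When the change was compared between the genotypes, 0 of 15 tested passed (0 when adjusted over the list alone, 1 at an unadjusted p under 0.05, smallest adjusted p = 1.00 from edgeR). Markers of tissue macrophages were higher at week 8 in wild-type vehicle mice, with 0 of 14 measured members called by edgeR (7 higher when adjusted over the list alone, 8 higher at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of 3.73 and a camera adjusted p = 5.4e-09 (adjusted p = 0.00749 with an estimated correlation), and complement genes had 0 of 13 measured members called by edgeR (7 higher when adjusted over the list alone, 7 higher at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of 2.19 and a camera adjusted p = 2.5e-07 (adjusted p = 0.131 with an estimated correlation). Over all genes edgeR called 0 higher and 0 lower in these 3 mice (156 higher and 92 lower at an unadjusted p under 0.05 and over 2-fold, 0 higher and 0 lower by DESeq2, 1 higher and 0 lower with mice as blocks, 2 higher and 0 lower with the untreated mice pooled). Without the week 0 libraries of M5441 and M5442, chosen after seeing the data, 338 were higher and 135 lower at that unadjusted threshold. edgeR without the filter called C1qb, C1qc and Ednrb for 3xTg-AD vehicle over time (adjusted p from 2.6e-10 to 5.6e-04) and called C1qb and C1qc for wild-type vehicle over time (adjusted p from 2.9e-08 to 9.4e-04).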

One AD-marked DEG (5S_rRNA) went from upregulated in wild-type to downregulated in *3xTg-AD* mice. In contrast, 17 AD-associated DEGs (Table 1) went from upregulated in *3xTg-AD* mice to downregulated in wild-type at 6.5 mo (Srgap1, Lrfn5, Myt1l, Kndc1, Pcsk2, Cacna2d3, Prkar1b, Pcdh9, Mei, Foxp2, Lin7a, Pth2r, St8sia3, Slc17a7, Rbp4, Etv4, and Ncan), which serve as potential blood biomarkers during the MCI phase of AD pathology.

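The symbol 5S_rRNA stands for 268 loci in the table, short ribosomal RNA copies that cannot be told apart by read, so their counts were summed. In 3xTg-AD vehicle mice the sum was 1.61 CPM at week 8 and 2.41 CPM at week 0, a difference that did not pass an exact permutation test (2-sided, p = 0.119, n = 5 each). In wild-type vehicle mice the exact permutation p = 1.00, where the smallest p that 3 mice against 3 allow is 0.1. Ribosomal RNA was depleted before sequencing, so these sums describe what depletion left.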

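Srgap1 (ENSMUSG00000020121, chromosome 10 from 121780991 to 122047315) and Myt1l (ENSMUSG00000061911, chromosome 12 from 29528384 to 29923213), genes of axon guidance and of neuronal identity, had 4 against 0 (at least 2.39-fold higher) and 4 against 0 (at least 2.39-fold higher) reads at week 8 against week 0 in 3xTg-AD vehicle mice. In wild-type vehicle mice the order was the other way, with 1 against 10 reads for Srgap1 and 1 against 13 for Myt1l. Slc17a7, the vesicular glutamate transporter of cortical neurons, and Ncan, a brain matrix proteoglycan, had 10 against 1 and 18 against 0 reads in 3xTg-AD and 0 against 9 and 0 against 7 in wild-type vehicle mice. Over all 17 genes the 3xTg-AD vehicle libraries held 112 reads at week 8 and 5 at week 0, and the wild-type vehicle libraries 10 and 149. Of the wild-type reads at week 0, 133 (89.3%) came from the library of M5441. Genomic DNA in that library stays open, so these reads do not settle a direction in wild-type mice. None of the 17 genes reached the count filter of the longitudinal fit, and edgeR without the filter called 0 of them, with a smallest adjusted p = 0.173 in 3xTg-AD, adjusted p = 0.689 in wild-type vehicle mice and adjusted p = 0.265 for the difference between them and 0 called by DESeq2. DESeq2 over 60 libraries against a 1.5-fold null at an unadjusted p, chosen after seeing the data, gave 17 of the paper's AD-associated genes with opposite calls in 3xTg-AD and wild-type vehicle mice. The paper proposes these genes as blood biomarkers during the phase of mild cognitive impairment.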

Of those DEGs not necessarily selective for AD pathology (Table 2), Sgtb, Pak6, Kcnk3, Des, Ltc4s, and Gpd1 were commonly regulated in the same direction for both *3xTg-AD* and wild-type mice. However, Kcnq4 for hearing loss (Lee et al., 2021) was upregulated in *3xTg-AD* mice and downregulated in wild-type mice. 

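Gpd1 in wild-type vehicle mice had a log2 fold change of 2.22 (standard error 0.89, adjusted p = 0.999 from edgeR), from 2.05 ± 1.45 CPM at week 8 against 0.429 ± 0.123 CPM at week 0 (SD, n = 3 each). Pak6, a kinase of neurons and prostate, had a log2 fold change of 3.09 (standard error 1.16, adjusted p = 0.261 from edgeR) in 3xTg-AD and 2.70 (standard error 1.32, adjusted p = 0.999 from edgeR) in wild-type vehicle mice. Des, the intermediate filament protein of muscle, had 10 reads at week 8 against 0 at week 0 (at least 5.96-fold higher) in 3xTg-AD and 11 reads at week 8 against 0 at week 0 (at least 2.92-fold higher) in wild-type vehicle mice. Kcnk3, an acid-sensing potassium channel, had 9 against 0 (at least 5.37-fold higher) and 7 against 0 reads (at least 1.86-fold higher), and Sgtb, a neuronal co-chaperone, had 0 against 13 and 2 against 12 in the same order of groups. Ltc4s, the leukotriene C4 synthase, had log2 fold changes of 3.05 (standard error 1.40, adjusted p = 0.33 from edgeR) and 3.09 (standard error 1.43, adjusted p = 0.999 from edgeR). Compared directly between the genotypes, 0 of 3 tested passed (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, smallest adjusted p = 1.00 from edgeR). Among these genes in wild-type vehicle mice, 3 of 6 passed the filter and edgeR called 0 (3 higher when adjusted over the list alone, 3 higher at an unadjusted p under 0.05, 0 called by DESeq2, each over 2-fold). edgeR without the filter called Gpd1 (adjusted p = 0.0209).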

The majority (89%) of these randomly selected DEGs in *3xTg-AD* mice (Figure 1A, Supplementary Table 1) did not appear as DEGs for wild-type mice (Figure 1B, Supplementary Table 2) including those for Parkinson's (e.g., Tox3, Pak6, and Gucy2c) and Huntington's (e.g., Tgm1 and Fam171b) pathology, aging (e.g., Abcc9 and Postn), potential destruction of the blood brain barrier (Jam3), vascular remodeling (e.g., EphB4 and Angptl6), lipid disorders (e.g., Acat3 and Cidec), and inflammation (e.g., Alox8). In addition, note that the most extreme DEGs in *3xTg-AD* animals (log2 fold change > 15) such as downregulated H2-Q2 [“non-classical” Major Histocompatibility Complex Class 1 molecule (Huh et al., 2000)] and Tdrd5 [processes small non-coding RNAs for spermatogenesis (Ding et al., 2018)] and upregulated Sult4a1 [brain-specific sulfotransferase involved in neuronal development & function (Culotta et al., 2020)], Cyp2f2 [cytochrome P450 enzyme highly expressed in lungs (Li et al., 2011)], and Rag2 [crucial for immune development via V(D)J recombination for generation of antigen receptors on B & T lymphocytes (Gennery, 2019)] did not overlap as DEGs with wild-type animals (Figure 1B, Supplementary Table 2).

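Ephb4 and Alox8, a receptor kinase of veins and a lipoxygenase, were tested in both genotypes, with log2 fold changes from week 0 to week 8 in wild-type vehicle mice of -0.53 ± 0.98 for Ephb4 (adjusted p = 0.999) and 0.56 ± 1.40 for Alox8 (adjusted p = 0.999) from edgeR. In 3xTg-AD vehicle mice they were 2.28 ± 0.81 for Ephb4 (adjusted p = 0.240), 3.32 ± 1.46 for Alox8 (adjusted p = 0.321) and 2.61 ± 1.12 for Tgm1 (adjusted p = 0.310), where Tgm1 is a transglutaminase of the epidermis. Tgm1 in wild-type vehicle mice was at 0.66 (standard error 1.30, adjusted p = 0.999 from edgeR). Abcc9, a potassium channel subunit of pericytes, had 6 reads at week 8 against 1 at week 0 (a ratio of 10.7 with a 95% counting interval of 1.3 to 494) in 3xTg-AD and 2 against 14 in wild-type vehicle mice, and Jam3, a junction protein, had 13 against 3 (a ratio of 7.75 with a 95% counting interval of 2.13 to 42.4) and 8 against 6. Of the genes in Table 2 in wild-type vehicle mice, 23 of 53 passed the filter and edgeR called 0 (0 when adjusted over the list alone, 3 higher at an unadjusted p under 0.05, 0 called by DESeq2, each over 2-fold). A change that differs between the genotypes would show in the interaction, 0 of 23 tested passed (0 when adjusted over the list alone, 7 at an unadjusted p under 0.05, smallest adjusted p = 1.00 from edgeR).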

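H2-Q2 in wild-type vehicle mice had 40 reads at week 8 against 6 at week 0, and Tdrd5 had 61 reads at week 8 against 3 at week 0 (a ratio of 16.2 with a 95% counting interval of 5.28 to 80.6) (n = 3 each). Sult4a1 had 3002 reads at week 8 against 3734 at week 0, with a log2 fold change of -0.80 (standard error 1.49, adjusted p = 0.999 from edgeR). Cyp2f2 had 30 reads at week 8 against 2 at week 0 (a ratio of 11.9 with a 95% counting interval of 3.03 to 103) and Rag2 had 48 reads at week 8 against 8 at week 0. H2-Q2 and Cyp2f2 reached the filter and did not pass, with log2 fold changes of 2.19 ± 1.73 for H2-Q2 (adjusted p = 0.999) and 3.39 ± 2.08 for Cyp2f2 (adjusted p = 0.999) from edgeR. M5443 alone held 2509 of the week 8 reads of Sult4a1 and 21 of those of H2-Q2. When the changes of the genotypes were compared for these genes, 0 of 3 tested passed (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, smallest adjusted p = 1.00 from edgeR).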

For a complete list of overlapping genes and directional regulation of DEG expression among *3xTg-AD* and wild-type B6129 mice, see Supplementary Table 3. 

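Snora21 (ENSMUSG00000064901, chromosome 11 from 97781639 to 97781775), an H/ACA guide RNA, had a log2 fold change from week 0 to week 8 of -1.89 (standard error 0.76, adjusted p = 0.999 from edgeR) in wild-type vehicle mice. Its level there was 0.726 ± 0.168 CPM at week 8 against 2.66 ± 1.26 CPM at week 0 (SD, n = 3 each). Snord59a (ENSMUSG00000064778, chromosome 10 from 128084143 to 128084216), a C/D box guide RNA, had a log2 fold change of -2.14 (standard error 0.96, adjusted p = 0.999 from edgeR) in the same mice. The interaction, which compares the change of 3xTg-AD with that of wild-type vehicle mice, was 1.13 ± 0.96 for Snora21 (adjusted p = 1.00) and 4.23 ± 1.28 for Snord59a (adjusted p = 1.00 from edgeR). Of these guide RNA genes, 0 of 2 tested passed (1 when adjusted over the list alone, 1 at an unadjusted p under 0.05, smallest adjusted p = 1.00 from edgeR). Gm54761 has no entry in the deposited table under that name.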

For characterized non-coding RNAs differentially regulated among groups, small RNAs include snoRNAs Snora21 & C/D box 59A (Snord59a) and Gm54761 miRNA. 

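Gm13270 (ENSMUSG00000086358, chromosome 2 from 13271601 to 13325827) and 9530022L04Rik (ENSMUSG00000102369, chromosome 3 from 30957329 to 30957638) are transcripts without a known function. Gm13270 had a log2 fold change of 3.05 (standard error 1.29, adjusted p = 0.999 from edgeR) in wild-type vehicle mice from week 0 to week 8, with 0.236 ± 0.202 CPM at week 8 against 0.0245 ± 0.0216 CPM at week 0 (SD, n = 3 each). 9530022L04Rik had 9 reads at week 8 against 0 at week 0 (at least 2.39-fold higher) in those mice and fell under the filter. In the comparison of the genotypes' changes for Gm13270 and 9530022L04Rik, 0 of 1 tested passed (1 when adjusted over the list alone, 1 at an unadjusted p under 0.05, smallest adjusted p = 1.00 from edgeR).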

LncRNAs regulated in opposite directions among groups include 9530022L04Rik and Gm13270. In addition, note that a total of 431 DEGs in *3xTg-AD* mice were “reversed” in expression in wild-type mice (Supplementary Table 4). 

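Lrfn5, a synaptic adhesion gene, and Pcsk2, a prohormone convertase, are examples of such genes with few reads. They had 4 against 0 and 4 against 0 reads at week 8 against week 0 in 3xTg-AD vehicle mice. In wild-type vehicle mice they had 0 against 8 and 0 against 6. Lrfn5 and Pcsk2 belong to the group of genes whose wild-type reads at week 0 came mostly from M5441. Genomic DNA in that library stays open. Snord59a, a guide RNA above the filter, had opposite signs in the genotypes, without a call in either. Of the 807 genes that passed an unadjusted p under 0.05 and a change over 2-fold in 3xTg-AD vehicle mice, 299 (37.1%) had the opposite sign in wild-type vehicle mice, and 10 passed that threshold there in the opposite direction. With the adjusted threshold of edgeR, 0 of 3 genes had the opposite sign. The interaction, which tests whether the change differs between the genotypes, was called for 0 of 14413 genes by edgeR and 0 by DESeq2, with 549 genes at an unadjusted p under 0.05 alone. Among the 807 genes, 0 passed the interaction when adjusted over the list alone and 220 had an unadjusted p under 0.05.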

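Cacna2d3 and Kndc1, a calcium channel subunit and a neuronal kinase-like gene, had 6 against 1 and 4 against 0 reads at week 8 against week 0 in 3xTg-AD vehicle mice, and 1 against 8 and 0 against 8 in wild-type vehicle mice. Rbp4, the retinol carrier of plasma, had 8 reads at week 8 against 0 at week 0 (at least 4.77-fold higher) in 3xTg-AD vehicle mice. In wild-type vehicle mice it had 0 against 8. Foxp2, a transcription factor, had 5 against 0 and 4 against 15 in the same order of groups. Cacna2d3, Kndc1, Rbp4 and Foxp2 belong to the same group of genes as Lrfn5, with wild-type week 0 reads mostly from M5441. Among the genes that Table 1 lists as higher in 3xTg-AD mice, compared with the change in wild-type vehicle mice, 0 of 70 tested passed (0 when adjusted over the list alone, 11 at an unadjusted p under 0.05, smallest adjusted p = 1.00 from edgeR), and edgeR without the filter called Ankrd36 (adjusted p = 5.6e-04). Among those it lists as lower, 0 of 25 tested passed (0 when adjusted over the list alone, 7 at an unadjusted p under 0.05, smallest adjusted p = 1.00 from edgeR).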

Of all the AD DEGs (Table 1), 103 (43%) were included in this list, with Srgap1, Lrfn5, Myt1l, Kndc1, Pcsk2, Cacna2d3, Prkar1b, Pcdh9, Mei1, Foxp2, Lin7a, Pth2r, St8sia3, Slc17a7, Rbp4, and Etv4 as significantly reversed in the opposite direction of expression in wild-type mice relative to *3xTg-AD*. Other significantly reversed coding genes include Frs3, IQ motif and Sec7 domain 3 (Iqsec3), Masp1, Shisa2, Hhatl, Lmcd1, Ppfia2, Spink10, Slc13a4, and Kcnq4 (Supplementary Table 4). Conversely, a total of 478 DEGs in wild-type mice were reversed in the opposite direction of expression in *3xTg-AD* mice with inclusion of significant gene markers indicated in the *vice versa* analysis (Supplementary Table 5).

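Masp1 and Slc13a4, a protease of the lectin complement pathway and a sulfate transporter, had 4 against 0 (at least 2.39-fold higher) and 14 against 1 (a ratio of 25 with a 95% counting interval of 3.81 to 1060) reads at week 8 against week 0 in 3xTg-AD vehicle mice. Wild-type vehicle mice had 0 against 6 and 0 against 5 reads. Iqsec3, a guanine exchange factor of inhibitory synapses, had 4 against 0 and 0 against 8, and Ppfia2, a presynaptic scaffold gene, had 7 against 0 and 1 against 8. Over the 10 coding genes named, wild-type vehicle libraries held 70 reads at week 0, of which 59 came from M5441, and 11 at week 8. Genomic DNA in the week 0 library of M5441 stays open for these reads too. All 10 genes fell under the count filter, and edgeR without the filter called 0 of them, with a smallest adjusted p = 0.276 in 3xTg-AD, adjusted p = 0.689 in wild-type vehicle mice and adjusted p = 0.578 for the difference between them and 0 called by DESeq2.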

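Il33 and Saa3, an alarmin and an acute phase protein, had 6 against 0 reads for Il33 in 3xTg-AD vehicle mice and a log2 fold change for Saa3 of 4.78 (standard error 1.41, adjusted p = 0.176 from edgeR and adjusted p = 0.0199 with mice as blocks), while wild-type vehicle mice had 121 against 0 reads for Saa3 (at least 32.1-fold higher, adjusted p = 0.999). Fn1, fibronectin, had a log2 fold change of 3.43 (standard error 1.01, adjusted p = 0.999 from edgeR) in wild-type and 2.13 (standard error 0.75, adjusted p = 0.236 from edgeR) in 3xTg-AD vehicle mice. Of 248 genes at an unadjusted p under 0.05 and over 2-fold in wild-type vehicle mice, 87 (35.1%) had the opposite sign in 3xTg-AD vehicle mice. 10 of these also passed the unadjusted threshold in the opposite direction and 57 in the same direction. edgeR without the filter called Fn1 and Saa3 for 3xTg-AD vehicle over time (adjusted p from 2.0e-14 to 8.2e-12) and called Fn1 and Saa3 for wild-type vehicle over time (adjusted p from 2.0e-18 to 1.8e-11).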

### AD and select DEGs in blood of *3xTg-AD* animals treated with CBD: longitudinal analysis

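C4b (ENSMUSG00000073418, chromosome 17 from 34728380 to 34743882) and C1qc (ENSMUSG00000036896, chromosome 4 from 136889804 to 136893065), genes of the complement cascade, rose from week 0 to week 8 in 3xTg-AD CBD mice, with a log2 fold change of 7.56 (standard error 1.49, adjusted p = 0.0102 from edgeR) for C4b and 111 against 0 reads for C1qc (at least 38-fold higher, adjusted p = 0.0357). C1qb rose with a log2 fold change of 5.84 (standard error 1.37, adjusted p = 0.0264 from edgeR). Uqcr10 (ENSMUSG00000059534, chromosome 11 from 4701973 to 4704342), Cox7a2 and Uqcrh, subunits of the respiratory chain, rose with log2 fold changes of 2.65 ± 0.44 for Uqcr10 (adjusted p = 0.00358), 2.15 ± 0.52 for Cox7a2 (adjusted p = 0.0335) and 2.00 ± 0.47 for Uqcrh (adjusted p = 0.0264). Uqcr10 was 28.7 ± 27.6 CPM at week 8 against 4.74 ± 1.17 CPM at week 0 (SD, n = 5 each). The week 8 library of M5553 stood apart in nuclear genes of oxidative phosphorylation, at a mean log2 CPM of 4.75 against 2.76 to 3.18 in the other 4 mice, and with 1 mouse left out Uqcr10 and Cox7a2 went down to 1.86 and 1.46. Pfdn5 and Map1lc3b rose with log2 fold changes of 1.68 ± 0.33 for Pfdn5 (adjusted p = 0.0102) and 1.78 ± 0.30 for Map1lc3b (adjusted p = 0.00358), and Dcn and Igfbp5, matrix and growth factor binding genes of connective tissue, with 4.06 ± 1.06 for Dcn (adjusted p = 0.0465 or 0.0825 with mice as blocks) and 3.56 ± 0.89 for Igfbp5 (adjusted p = 0.0384). Myh4 and Pck1, a myosin of fast muscle and a gluconeogenic enzyme of liver and fat, rose with 256 against 0 reads for Myh4 (at least 87.6-fold higher, adjusted p = 0.00939) and a log2 fold change of 4.87 ± 1.19 for Pck1 (adjusted p = 0.0338), and Saa3 with 5.06 (standard error 1.31, adjusted p = 0.0459 from edgeR and adjusted p = 0.0532 with mice as blocks). Ndufa7, C1qa and Ednrb did not pass, with 1.70 ± 0.46 for Ndufa7 (adjusted p = 0.0555 or 0.00200 with mice as blocks), 62 against 0 reads for C1qa (at least 21.2-fold higher, adjusted p = 0.0598) and 154 against 0 reads for Ednrb (at least 52.7-fold higher, adjusted p = 0.0750). Of the genes named as shared with vehicle mice, 32 of 56 passed the filter and edgeR called 13 higher (30 higher when adjusted over the list alone, 30 higher at an unadjusted p under 0.05, 18 higher called by DESeq2, each over 2-fold), and in 3xTg-AD vehicle mice edgeR called 1 of these. A difference between CBD and vehicle mice in the change from week 0 was not shown for any of them, since 0 of 32 tested passed (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, smallest adjusted p = 1.00 from edgeR). Markers of muscle and of connective tissue moved with these genes, with 6 higher of 12 measured members called by edgeR (7 higher when adjusted over the list alone), a median log2 fold change of 2.73 and a camera adjusted p = 1.5e-06 (adjusted p = 0.181 with an estimated correlation), and 1 higher of 11 measured members called by edgeR (3 higher when adjusted over the list alone), a median log2 fold change of 1.53 and a camera adjusted p = 0.0246 (adjusted p = 0.458 with an estimated correlation, 0.122 with mice as blocks and 0.102 without the week 8 library of M5553) for connective tissue. Complement genes as a list had 3 higher of 13 measured members called by edgeR (6 higher when adjusted over the list alone), a median log2 fold change of 0.94 and a camera adjusted p = 0.0197 (adjusted p = 0.458 with an estimated correlation and 0.123 without the week 8 library of M5553). C1qc, Dcn, Igfbp5, Pck1, Uqcrh, C1qb, Cox7a2, Myh4, Saa3, C4b, Map1lc3b, Pfdn5 and Uqcr10 no longer passed when 1 of M5547, M5549, M5551, M5553 or M5555 was left out (adjusted p up to 0.281 from edgeR). DESeq2 did not call Saa3 (adjusted p = 0.249) and called C1qa, Ednrb and Ndufa7 (adjusted p from 0.0145 to 0.0483) and edgeR without the filter called C1qa, Ednrb and Ndufa7 (adjusted p from 4.4e-11 to 1.5e-04).

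**Figure D2:**
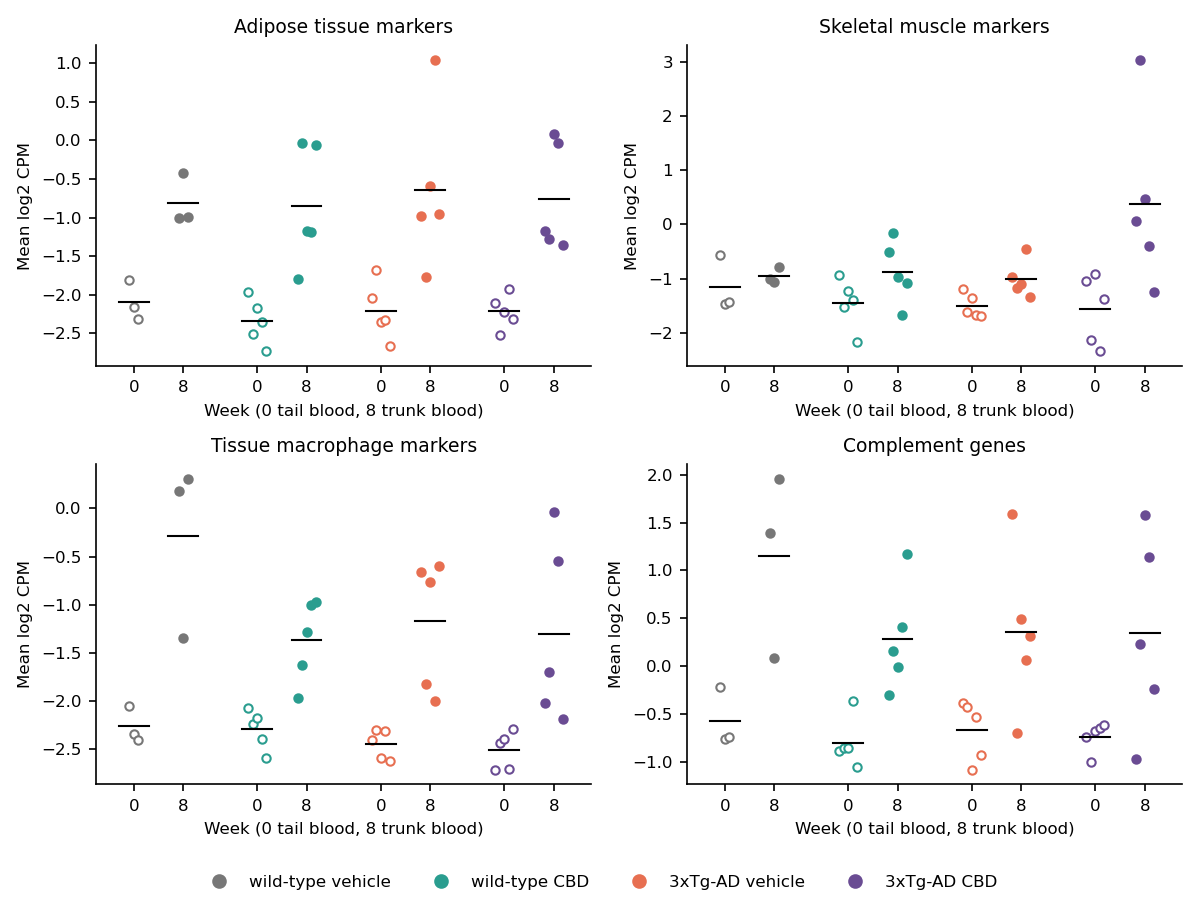
Mean log2 CPM of the adipose, skeletal muscle, tissue macrophage and complement lists in each blood library, 1 point per mouse, at week 0 and week 8 for the 4 groups, with the group mean as a bar. The adipose mean is higher at week 8 than at week 0 in every group.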

Relative to *3xTg-AD* animals (Figure 1A, Supplementary Table 1), 57 AD-selective DEGs were regulated in the same direction (Map2k3os lncRNA, Map1lc3b, Uqcr10, Pfdn5, Cox7a2, Uqcrh, Mrc1, Ndufa7, Igfbp5, Lpar1, Mertk, Rbms3, Ddr2, Slc4a4, Synpo2, Serping1, Dagla, Grb14, Eda2r, Dab2, C1qb, Cyp1b1, Sfrp1, Fgf2, Pth1r, Myh4, Gas6, Mgp, Ptprd, Kcnn3, Tmem119, Dcn, Acss3, Fbln1, Scara3, Rarres2, C1s1, Mme, Ppp1r3c, Prox1, Pck1, Prelp, Atp1a2, and C1qa; common with wild-type: Efemp1, Pdk4, Ltc4s, Il33, Bcam, Cgnl1, C1qc, Aebp1, Ptgis, Saa3, C4b, Ednrb) in CBD-treated *3xTg-AD* animals (Figure 1C, Supplementary Table 6). Three AD-marked DEGs (5s_rRNA, Peg3, and Tagln3) went from downregulated in *3xTg-AD* mice to upregulated in CBD-treated *3xTg-AD* mice. In contrast, 2 AD-marked DEGs went from upregulated in *3xTg-AD* mice to downregulated in CBD-treated *3xTg-AD* mice (Smad9 and Rgs7bp). 

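Peg3 (ENSMUSG00000002265, chromosome 7 from 6703892 to 6730431), an imprinted zinc finger gene of neurons and stem cells, had 0 reads at week 8 against 21 at week 0 (at least 3.91-fold lower) in 3xTg-AD vehicle mice and 11 reads at week 8 against 0 at week 0 (at least 3.76-fold higher) in 3xTg-AD CBD mice (n = 5 each). Tagln3 (ENSMUSG00000022658, chromosome 16 from 45711230 to 45724608), an actin-associated neuronal gene, had 0 reads at week 8 against 17 at week 0 (at least 3.17-fold lower) in vehicle mice and 16 reads at week 8 against 2 at week 0 (a ratio of 8.21 with a 95% counting interval of 1.93 to 73.6) in CBD mice. Peg3 and Tagln3 fell under the filter and were not tested by edgeR with it. The summed 5S_rRNA loci in 3xTg-AD CBD mice were 1.61 ± 0.515 CPM at week 8 and 2.22 ± 0.788 CPM at week 0, the same direction as in vehicle mice, and did not pass an exact permutation test (2-sided, p = 0.206, n = 5 each).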

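Smad9 (ENSMUSG00000027796, chromosome 3 from 54755582 to 54801257), a transcription factor of bone morphogenetic protein signaling, had 5 reads at week 8 against 0 at week 0 (at least 2.98-fold higher) in 3xTg-AD vehicle mice and 0 reads at week 8 against 8 at week 0 (at least 2.6-fold lower) in 3xTg-AD CBD mice. Rgs7bp (ENSMUSG00000021719, chromosome 13 from 104945904 to 105054930), which anchors a regulator of G protein signaling in neurons, had 8 reads at week 8 against 0 at week 0 (at least 4.77-fold higher) in vehicle and 1 read at week 8 against 13 at week 0 (a ratio of 0.0789 with a 95% counting interval of 0.00186 to 0.525) in CBD mice. Neither gene reached the count filter, and the summed reads come from 5 libraries per group and week.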

Note that most (=178, 75%) of the remaining AD-marked DEGs (Figure 1A, Table 1) were no longer DEGs in *3xTg-AD* animals following CBD treatment (Figure 1C, Supplementary Table 6).

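Mrc1 and Gas6, a mannose receptor of tissue macrophages and a ligand for clearance of dying cells, were higher in both 3xTg-AD groups without passing, at 2.52 ± 0.78 for Mrc1 (adjusted p = 0.104) and 3.02 ± 1.09 for Gas6 (adjusted p = 0.180) in CBD and 1.69 ± 0.71 for Mrc1 (adjusted p = 0.303) and 3.58 ± 0.99 for Gas6 (adjusted p = 0.148 or 0.0472 with mice as blocks) in vehicle mice from edgeR. Of the genes in Table 1, 95 of 240 passed the filter, and by adjusted p edgeR called 1 in vehicle mice, which was also called the same way in CBD mice, while 13 were called in CBD mice. DESeq2 called 16 in vehicle mice, of which 10 were called the same way and 6 were not called with CBD, and with mice as blocks edgeR called 31, of which 10 were called the same way and 21 were not. At an unadjusted p under 0.05 and over 2-fold the counts were 91 genes, 34 the same way and 57 (62.6%) not passing with CBD. Starting from all 807 genes at that threshold in vehicle mice, 73% did not pass in CBD mice, and starting from the 860 of CBD mice 74.7% did not pass in vehicle mice (79.2% of 800 and 74% of 638 without the week 8 library of M5553, a setting chosen after seeing the data). In the direct comparison of CBD with vehicle for the genes listed as higher, 0 of 70 tested passed (0 when adjusted over the list alone, 5 at an unadjusted p under 0.05, smallest adjusted p = 1.00 from edgeR), and edgeR without the filter called Camp (adjusted p = 0.0238). For the genes listed as lower, 0 of 25 tested passed (2 when adjusted over the list alone, 9 at an unadjusted p under 0.05, smallest adjusted p = 1.00 from edgeR). Over all genes edgeR called 146 higher and 8 lower in 3xTg-AD CBD mice (645 higher and 215 lower at an unadjusted p under 0.05 and over 2-fold, 243 higher and 22 lower by DESeq2, 214 higher and 38 lower with mice as blocks), and single mice moved this to 46 and 7 without M5549, 86 and 2 without M5551 and 1 and 0 without M5553. Without the week 8 library of M5553 alone the calls were 15 higher and 1 lower, with 345 higher and 298 lower at an unadjusted p under 0.05 and over 2-fold. DESeq2 called Mrc1 for 3xTg-AD CBD over time (adjusted p = 0.0461) and edgeR without the filter called Gas6 for 3xTg-AD vehicle over time (adjusted p = 0.0307).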

Of those DEGs indicated in conditions independent of or in addition to AD pathology, Timm8b, Susd4, Tmsb4x, Kcnt2, Lockd lncRNA, Jam3, Kcnk3, Des, Klhdc7a, Abca8a, Gpd1, Plin1, and Thrsp were commonly regulated in the same direction for both *3xTg-AD* and CBD-treated *3xTg-AD* mice. 

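Timm8b (ENSMUSG00000039016, chromosome 9 from 50603910 to 50605320) and Tmsb4x (ENSMUSG00000049775, chromosome X from 167207093 to 167209315) rose from week 0 to week 8 in 3xTg-AD CBD mice, with log2 fold changes of 1.74 ± 0.41 for Timm8b (adjusted p = 0.0288) and 1.68 ± 0.40 for Tmsb4x (adjusted p = 0.0274) from edgeR. Tmsb4x was 12492 ± 8207 CPM at week 8 against 3989.9 ± 948 CPM at week 0 (SD, n = 5 each). Gpd1 rose as well, at 3.09 (standard error 0.78, adjusted p = 0.0398 from edgeR). Plin1, Thrsp and the long non-coding RNA Lockd did not pass, with 30 against 0 reads for Plin1 (at least 10.3-fold higher, adjusted p = 0.0942) and log2 fold changes of 3.38 ± 1.25 for Thrsp (adjusted p = 0.2) and 1.64 ± 0.44 for Lockd (adjusted p = 0.0541 or 7.7e-04 with mice as blocks). Jam3 had 7 against 0, Kcnk3 15 against 0, Des 53 against 5 and Abca8a 11 against 1 reads at week 8 against week 0. Of these genes in CBD mice, 6 of 13 passed the filter and edgeR called 3 higher (6 higher when adjusted over the list alone, 6 higher at an unadjusted p under 0.05, 4 higher called by DESeq2, each over 2-fold). Compared with the change in vehicle mice, 0 of 6 tested passed (0 when adjusted over the list alone, 1 at an unadjusted p under 0.05, smallest adjusted p = 1.00 from edgeR). Adipose markers in 3xTg-AD CBD mice had 2 higher of 16 measured members called by edgeR (11 higher when adjusted over the list alone), a median log2 fold change of 3.79 (2.52 with members at 0 reads in a group set to their bound) and a camera adjusted p = 1.1e-07 (adjusted p = 0.181 with an estimated correlation). Gpd1, Timm8b and Tmsb4x no longer passed when 1 of M5547, M5549, M5551, M5553 or M5555 was left out (adjusted p up to 0.281 from edgeR). DESeq2 called Lockd (adjusted p = 0.0133) and edgeR without the filter called Lockd, Plin1 and Thrsp (adjusted p from 2.5e-07 to 0.0345).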

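Alox8, an arachidonate lipoxygenase, had a log2 fold change of -2.10 (standard error 1.23, adjusted p = 0.450 from edgeR) from week 0 to week 8 in 3xTg-AD CBD mice. Abcc9 and Postn, genes of pericytes and of connective tissue matrix, had 9 against 2 and 14 against 7 reads at week 8 against week 0 in these mice, and Postn had 8 reads at week 8 against 1 at week 0 (a ratio of 14.3 with a 95% counting interval of 1.92 to 635) in 3xTg-AD vehicle mice. Acat3, an acetyl-CoA acetyltransferase, had 10 reads at week 8 against 8 at week 0 in CBD and 21 reads at week 8 against 3 at week 0 (a ratio of 12.5 with a 95% counting interval of 3.74 to 65.6) in vehicle mice. Of the genes that Table 2 lists, in CBD mice, 23 of 53 passed the filter and edgeR called 3 higher (7 higher when adjusted over the list alone, 7 higher at an unadjusted p under 0.05, 4 higher called by DESeq2, each over 2-fold). When the genes of Table 2 were tested against the change in vehicle mice, 0 of 23 tested passed (0 when adjusted over the list alone, 2 at an unadjusted p under 0.05, smallest adjusted p = 1.00 from edgeR).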

The majority (76%) of these randomly selected DEGs in *3xTg-AD* mice (Figure 1A, Table 2) did not appear as DEGs following CBD treatment (Figure 1C, Supplementary Table 6), noting absence of some select markers for neurological aging (e.g., Abcc9 and Postn), hypercholesterolemia (e.g., Acat3), and inflammation (e.g., Alox8). In addition, note that the most extreme DEGs in *3xTg-AD* animals (log2 fold change > 15) as H2-Q2 and Sult4a1 were no longer DEGs in comparison with the CBD-treated *3xTg-AD* group, whereas Tdrd5, Cyp2f2, and Rag2 remained (Figure 1C, Supplementary Table 6). 

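H2-Q2 had 0 reads at week 8 against 0 at week 0 in 3xTg-AD CBD mice, so no fold can be given, and Sult4a1 had 1 against 2. Tdrd5 and Rag2 had 0 against 2 and 2 against 0 reads, at or under the floor of 3. Cyp2f2 had 96 reads at week 8 against 0 at week 0 (at least 32.8-fold higher) and adjusted p = 0.129 from edgeR. M5551 held 96 of the week 8 reads of Cyp2f2, an airway gene. Compared with vehicle mice, for H2-Q2, Sult4a1 and Cyp2f2, 0 of 3 tested passed (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, smallest adjusted p = 1.00 from edgeR). DESeq2 called Cyp2f2, Rag2 and Tdrd5 (adjusted p from 1.1e-13 to 0.00522) and edgeR without the filter called Cyp2f2 (adjusted p = 4.0e-06).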

For select endocannabinoid-related genes, the CBD receptor gene Gpr6 (Laun et al., 2019) was no longer indicated as a DEG but Dagla enzyme gene [for 2-arachidonoglycerol (2-AG) production; Schuele et al., 2022] remained upregulated regardless following CBD treatment in *3xTg-AD* mice.

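Dagla (ENSMUSG00000035735, chromosome 19 from 10245265 to 10304877) encodes the diacylglycerol lipase that makes an endocannabinoid, and it had 5 reads at week 8 against 0 at week 0 (at least 2.98-fold higher) in 3xTg-AD vehicle and 19 reads at week 8 against 3 at week 0 (a ratio of 6.5 with a 95% counting interval of 1.91 to 34.3) in 3xTg-AD CBD mice. Gpr6 (ENSMUSG00000046922, chromosome 10 from 41069977 to 41072285), an orphan receptor of striatal neurons that binds CBD, had 4 reads at week 8 against 0 at week 0 (at least 2.39-fold higher) in vehicle and 0 against 0 in CBD mice. Dagla and Gpr6 lay under the count filter, so a change in either was not detectable by edgeR at this depth. As a list, endocannabinoid receptors and enzymes in CBD mice had 0 of 13 measured members called by edgeR (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of -0.24 and a camera adjusted p = 0.311 (adjusted p = 0.458 with an estimated correlation).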

For a complete list of overlapping genes and directional regulation of DEG expression among CBD-treated *3xTg-AD* and *3xTg-AD* mice, see Supplementary Table 7. A non-coding RNA regulated in opposite directions among groups includes the snRNA 7SK (or RN7SK). In addition, note that a total of 284 DEGs in *3xTg-AD* mice were reversed in the direction of expression in CBD-treated *3xTg-AD* mice (Supplementary Table 8). 

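The symbol 7SK covers 330 loci in the table, most of them copies of the small nuclear RNA that holds the elongation factor P-TEFb inactive, and their counts were summed. In 3xTg-AD vehicle mice the sum was 1453 ± 263 CPM at week 8 and 716 ± 223 CPM at week 0, a log2 difference of 1.08 (exact permutation test, 2-sided, p = 0.00794, the smallest that 5 against 5 mice allow, n = 5 each). In 3xTg-AD CBD mice it was 1810.2 ± 578 CPM at week 8 and 886 ± 370.0 CPM at week 0, a log2 difference of 1.07 (exact permutation test, p = 0.0159, n = 5 each). In wild-type vehicle mice it was 839 ± 139 CPM at week 8 and 773 ± 86.7 CPM at week 0 (exact permutation test, p = 0.5, n = 3 each) and in wild-type CBD mice 811 ± 342 CPM at week 8 and 608 ± 227 CPM at week 0 (exact permutation test, p = 0.341, n = 5 each). Adjusted over the 8 sums of 7SK and 5S_rRNA, the values for 3xTg-AD mice became an adjusted p = 0.0635 for vehicle and 0.0636 for CBD by permutation.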

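Snora21 and Gm13270, a guide RNA and a long non-coding RNA, had log2 fold changes in 3xTg-AD CBD mice of -0.29 ± 0.60 for Snora21 (adjusted p = 0.869) and 0.40 ± 0.97 for Gm13270 (adjusted p = 0.890) from edgeR. Of 807 genes at an unadjusted p under 0.05 and over 2-fold in 3xTg-AD vehicle mice, 806 had a fold change in 3xTg-AD CBD mice and 144 of them (17.9%) had the opposite sign, while 2 passed the unadjusted threshold in the opposite direction. By the adjusted threshold 0 of 3 genes had the opposite sign, by DESeq2 3 of 71, and with mice as blocks 8 of 274. The interaction of CBD with week in 3xTg-AD mice was called for 0 of 14413 genes by edgeR and 0 by DESeq2, with 538 at an unadjusted p under 0.05, and for 0 of the 807 genes when adjusted over the list alone (122 at an unadjusted p under 0.05).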

Of all the AD DEGs, 72 (30%) were included in this list, with Peg3, Tagln3, Smad9, and Rgs7bp as significantly expressed in the opposite direction in CBD-treated *3xTg-AD* mice relative to *3xTg-AD* mice.

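Peg3 and Tagln3 together held 0 reads at week 8 and 38 at week 0 in 3xTg-AD vehicle mice, and 27 and 2 in 3xTg-AD CBD mice. Smad9 and Rgs7bp together held 13 and 0 reads in vehicle and 1 and 21 in CBD mice. Of the week 0 reads of Peg3 and Tagln3 in vehicle mice, 19 came from M5546, and of the week 8 reads in CBD mice 16 came from M5551. Among the genes in Table 1 that reached the filter, 0 were called in opposite directions by edgeR, by DESeq2 or at an unadjusted p under 0.05 and over 2-fold.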

### AD and select DEGs in blood of wild-type animals treated with CBD: longitudinal analysis

Of the DEGs marked with AD in *3xTg-AD* animals as common with wild-type animals (Figures 1A, B, Supplementary Tables 1, 2) and CBD-treated *3xTg-AD* animals (Figure 1C, Supplementary Table 6), 6 were regulated in the same direction as Pdk4, C1qb, C1qc, Ptgis, C4b, and Ednrb in CBD-treated wild-type animals (Figure 1D, Supplementary Table 9). 

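C1qb, C1qc and C4b, the complement genes of macrophages and liver, were higher at week 8 in wild-type CBD mice without passing, with log2 fold changes of 4.15 ± 1.11 for C1qb (adjusted p = 0.420), 2.89 ± 1.20 for C1qc (adjusted p = 0.644) and 3.31 ± 1.13 for C4b (adjusted p = 0.584) from edgeR. C4b was 1.33 ± 1.33 CPM at week 8 against 0.117 ± 0.108 CPM at week 0 (SD, n = 5 each). Pdk4, Ptgis and Ednrb, genes of fuel use, prostacyclin synthesis and endothelin signaling, gave 3.82 ± 1.27 for Pdk4 (adjusted p = 0.584), 2.97 ± 1.34 for Ptgis (adjusted p = 0.644) and 3.30 ± 1.36 for Ednrb (adjusted p = 0.644). In wild-type vehicle mice the same genes gave 2.74 ± 1.42 for Pdk4 (adjusted p = 0.999), 5.34 ± 1.92 for Ptgis (adjusted p = 0.999), 5.85 ± 1.45 for C4b (adjusted p = 0.642) and 4.65 ± 1.68 for Ednrb (adjusted p = 0.999), and in 3xTg-AD CBD mice they had 3.05 ± 1.22 for Pdk4 (adjusted p = 0.237) and 77 against 0 reads for Ptgis (at least 26.3-fold higher, adjusted p = 0.0711). Of these genes in wild-type CBD mice, 6 of 6 passed the filter and edgeR called 0 (6 higher when adjusted over the list alone, 6 higher at an unadjusted p under 0.05, 0 called by DESeq2, each over 2-fold). Over all genes edgeR called 0 higher and 0 lower in wild-type CBD mice (194 higher and 88 lower at an unadjusted p under 0.05 and over 2-fold, 2 higher and 2 lower by DESeq2, 11 higher and 5 lower with mice as blocks). Complement genes as a list had 0 of 13 measured members called by edgeR (6 higher when adjusted over the list alone, 7 higher at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of 2.00 and a camera adjusted p = 3.1e-06 (adjusted p = 0.110 with an estimated correlation). edgeR without the filter called Ptgis for 3xTg-AD CBD over time (adjusted p = 3.0e-04) and called C1qb, C4b and Ednrb for wild-type CBD over time (adjusted p from 9.9e-12 to 3.3e-04) and called C4b and Ednrb for wild-type vehicle over time (adjusted p from 8.8e-24 to 4.0e-06).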

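Fabp3 (ENSMUSG00000028773, chromosome 4 from 130308595 to 130315463), the fatty acid binding protein of heart and muscle, had 15 reads at week 8 against 0 at week 0 (at least 3.98-fold higher) in wild-type vehicle mice (n = 3) and 10 reads at week 8 against 1 at week 0 (a ratio of 12.8 with a 95% counting interval of 1.82 to 556) in wild-type CBD mice (n = 5). In 3xTg-AD CBD mice Fabp3 had 0 against 0 reads. Fabp3 fell under the count filter in blood and was not tested by edgeR with it. Skeletal muscle markers, with which Fabp3 shares its main source, had 0 of 12 measured members called by edgeR (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of 0.28 and a camera adjusted p = 0.689 (adjusted p = 0.877 with an estimated correlation) in wild-type vehicle mice.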

Fabp3 was commonly upregulated among wild-type (Figure 1B, Supplementary Table 2) and CBD-treated wild-type animals (Figure 1D, Supplementary Table 9). As upregulated genes in *3xTg-AD* mice, Srgap1 and Myt1l remained downregulated regardless of CBD treatment in wild-type animals, whereas these genes were no longer DEGs in CBD-treated *3xTg-AD* animals. 

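Srgap1, which curbs Rac signaling in migrating neurons, had 3 reads at week 8 against 22 at week 0 (a ratio of 0.175 with a 95% counting interval of 0.0335 to 0.582) in wild-type CBD and 5 against 1 in 3xTg-AD CBD mice. Myt1l had 0 reads at week 8 against 10 at week 0 (at least 2.6-fold lower) in wild-type CBD and 2 against 0 in 3xTg-AD CBD mice. Of the week 0 reads of Srgap1 in wild-type CBD mice, 14 came from M5442, and of those of Myt1l 5. Summed over the genes named with Srgap1 and Myt1l for wild-type vehicle mice, wild-type CBD libraries held 99 reads at week 0, 68 of them in M5442, and 56 at week 8.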

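Gpd1, which links glycolysis to triglyceride synthesis, had a log2 fold change of 2.60 (standard error 0.71, adjusted p = 0.426 from edgeR) from week 0 to week 8 in wild-type CBD mice. Its level there was 1.84 ± 1.58 CPM at week 8 against 0.305 ± 0.0646 CPM at week 0 (SD, n = 5 each). The list of adipose markers, to which Gpd1 belongs, in wild-type vehicle mice had 0 of 16 measured members called by edgeR (1 higher when adjusted over the list alone, 6 higher at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of 2.07 and a camera adjusted p = 2.7e-07 (adjusted p = 0.162 with an estimated correlation). edgeR without the filter called Gpd1 (adjusted p = 5.5e-06).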

For genes under other classifications independent of AD pathology, Gpd1 for lipid metabolism was commonly upregulated among wild-type animals and CBD-treated wild-type animals.

In comparison with CBD-treated *3xTg-AD* animals (Figure 1C, Supplementary Table 6), nine AD DEGs as C1qa, C1qb, Cyp1b1, Sfrp1, Myh4, C1s1, Ppp1r3c, Pck1, and Atp1a2 were regulated in the same direction in CBD-treated wild-type animals. 

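Myh4 and Pck1, markers of muscle and of fat or liver, did not pass in wild-type CBD mice, with log2 fold changes of 4.67 ± 1.57 for Myh4 (adjusted p = 0.584) and 3.81 ± 0.94 for Pck1 (adjusted p = 0.389) from edgeR, unlike in 3xTg-AD CBD mice. C1qa, a complement chain, gave 2.72 (standard error 1.26, adjusted p = 0.644 from edgeR) in wild-type CBD mice. C1s1, a complement protease, had 19 reads at week 8 against 0 at week 0 (at least 8.12-fold higher) in wild-type CBD mice, with adjusted p = 0.584 from edgeR. Sfrp1, a Wnt antagonist of fibroblasts, had 17 reads at week 8 against 3 at week 0 (a ratio of 7.27 with a 95% counting interval of 2.1 to 38.7) in wild-type CBD and 14 against 0 in 3xTg-AD CBD mice, and Cyp1b1 had 16 against 4 and 11 against 0. Tested for a difference between the genotypes under CBD, 0 of 6 tested passed (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, smallest adjusted p = 0.869 from edgeR). Markers of tissue macrophages in wild-type CBD mice had 0 of 14 measured members called by edgeR (4 higher when adjusted over the list alone, 6 higher at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of 1.57 and a camera adjusted p = 5.4e-05 (adjusted p = 0.110 with an estimated correlation). edgeR without the filter called Myh4 and Pck1 (adjusted p from 3.9e-04 to 0.0359).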

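Pth1r (ENSMUSG00000032492, chromosome 9 from 110722085 to 110747145), the parathyroid hormone receptor of bone and kidney, had 8 reads at week 8 against 0 at week 0 (at least 2.74-fold higher) in 3xTg-AD CBD mice and 0 reads at week 8 against 20 at week 0 (at least 5.2-fold lower) in wild-type CBD mice (n = 5 each). Of the week 0 reads of Pth1r in wild-type CBD mice, 10 came from M5442. Pth1r fell under the filter, so edgeR with the filter did not test the difference between the genotypes.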

One AD DEG, Pth1r, was upregulated in CBD-treated *3xTg-AD* animals but downregulated in CBD-treated wild-type animals. 

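Peg3, an imprinted gene expressed from the paternal allele, had 1 read at week 8 against 14 at week 0 (a ratio of 0.0916 with a 95% counting interval of 0.00217 to 0.602) in wild-type CBD mice. Peg3 had 8 against 11 reads in wild-type vehicle mice. M5442 held 7 of the week 0 reads of Peg3 in wild-type CBD mice, and M5441 held 11 of those in wild-type vehicle mice.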

As downregulated in *3xTg-AD* animals but upregulated in CBD-treated *3xTg-AD* animals, Peg3 is downregulated in CBD-treated wild-type animals (Figure 1D, Supplementary Table 9). For other select genes not necessarily related to AD pathology, Gpd1 is commonly upregulated across all groups regardless of AD pathology and CBD treatment. 

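Gpd1 was higher at week 8 than at week 0 in all 4 groups and passed in both 3xTg-AD groups only. A difference in its change between groups was not shown, with interaction log2 differences of 1.57 ± 1.12 for 3xTg-AD against wild-type vehicle mice (adjusted p = 1.00 from edgeR) and 0.49 ± 1.05 for 3xTg-AD against wild-type CBD mice (adjusted p = 0.982). CBD against vehicle gave -0.70 ± 1.07 in 3xTg-AD (adjusted p = 1.00) and 0.37 ± 1.10 in wild-type mice (adjusted p = 1.00). Every group was sampled from the tail at week 0 and from the trunk at week 8, so a change shared by all groups cannot be told apart from the sampling site.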

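Thrsp and Cidec (ENSMUSG00000030278, chromosome 6 from 113424634 to 113435760), the latter a lipid droplet protein of fat cells, had log2 fold changes in wild-type CBD mice of 4.47 ± 1.29 for Thrsp (adjusted p = 0.498) and 4.41 ± 1.51 for Cidec (adjusted p = 0.584) from edgeR. In wild-type vehicle mice they were 1.60 ± 1.32 for Thrsp (adjusted p = 0.999) and 1.83 ± 1.57 for Cidec (adjusted p = 0.999), and Cidec was 5.23 (standard error 1.54, adjusted p = 0.178 from edgeR) in 3xTg-AD vehicle mice, while 3xTg-AD CBD mice had 36 against 0 reads for Cidec (at least 12.3-fold higher, adjusted p = 0.122). Susd4, a complement regulator, had 2 against 21 reads at week 8 against week 0 in 3xTg-AD vehicle, 6 against 8 in wild-type vehicle, 0 against 9 in 3xTg-AD CBD and 0 against 17 in wild-type CBD mice. When wild-type vehicle mice were tested against 3xTg-AD vehicle mice, 0 of 2 tested passed (1 when adjusted over the list alone, 1 at an unadjusted p under 0.05, smallest adjusted p = 1.00 from edgeR). Against wild-type CBD mice, 0 of 2 tested passed (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, smallest adjusted p = 1.00 from edgeR). Adipose markers in wild-type CBD mice had 0 of 16 measured members called by edgeR (11 higher when adjusted over the list alone, 11 higher at an unadjusted p under 0.05, 1 higher by DESeq2, each over 2-fold), a median log2 fold change of 3.50 (3.15 with members at 0 reads in a group set to their bound) and a camera adjusted p = 1.4e-11 (adjusted p = 0.0786 with an estimated correlation). edgeR without the filter called Cidec for 3xTg-AD CBD over time (adjusted p = 0.0164) and called Cidec for 3xTg-AD vehicle over time (adjusted p = 0.0161) and called Thrsp for wild-type CBD over time (adjusted p = 0.00379).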

Susd4, Thrsp, and Cidec genes are commonly regulated among all groups except for wild-type mice without CBD where they are not indicated as DEGs. 

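Plin1 and Plin4, coat proteins of lipid droplets, had log2 fold changes in wild-type CBD mice of 4.39 ± 1.23 for Plin1 (adjusted p = 0.497) and 1.98 ± 1.00 for Plin4 (adjusted p = 0.644) from edgeR, and Plin4 was 2.29 (standard error 1.10, adjusted p = 0.351 from edgeR) in 3xTg-AD vehicle mice. Nt5dc2, a nucleotidase family gene, was 1.94 (standard error 0.91, adjusted p = 0.338 from edgeR) in 3xTg-AD vehicle and 1.87 (standard error 0.88, adjusted p = 0.644 from edgeR) in wild-type CBD mice. Angptl6, a secreted angiopoietin-like gene, had 0 reads at week 8 against 17 at week 0 (at least 3.17-fold lower) in 3xTg-AD vehicle and 7 against 37 in wild-type CBD mice. Of these genes in wild-type CBD mice at week 8 against week 0, 3 of 4 passed the filter and edgeR called 0 (1 higher when adjusted over the list alone, 2 higher at an unadjusted p under 0.05, 0 called by DESeq2, each over 2-fold). edgeR without the filter called Plin1 (adjusted p = 0.0135).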

Nt5dc, Angptl6, Plin1, and Plin4 are commonly regulated among *3xTg-AD* mice and the CBD-treated wild-type group. 

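Tox3 (ENSMUSG00000043668, chromosome 8 from 90247040 to 90348343), a chromatin factor of neurons and epithelia, had 1 read at week 8 against 17 at week 0 (a ratio of 0.105 with a 95% counting interval of 0.00252 to 0.672) in 3xTg-AD vehicle and 11 reads at week 8 against 1 at week 0 (a ratio of 14.1 with a 95% counting interval of 2.05 to 607) in wild-type CBD mice. Postn (ENSMUSG00000027750, chromosome 3 from 54361109 to 54391037), periostin of connective tissue, had 0 reads at week 8 against 31 at week 0 (at least 8.06-fold lower) in wild-type CBD mice. Of the week 0 reads of Postn in wild-type CBD mice, 24 came from M5442. Tox3 and Postn fell under the filter, so edgeR with the filter did not test the difference between the groups for them.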

Tox3 and Postn are downregulated and upregulated, respectively, in *3xTg-AD* mice but, conversely, upregulated and downregulated, respectively, in the CBD-treated wild-type group. 

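Plin4 and Ephb4, of fat and of veins, illustrate genes of Table 2 that were tested in CBD mice, with log2 fold changes of 2.16 (standard error 1.14, adjusted p = 0.392 from edgeR) for Plin4 in 3xTg-AD CBD and -1.31 (standard error 0.78, adjusted p = 0.673 from edgeR) for Ephb4 in wild-type CBD mice. Timm8b and Tmsb4x gave 0.87 ± 0.41 for Timm8b (adjusted p = 0.644) and 0.90 ± 0.39 for Tmsb4x (adjusted p = 0.644) in wild-type CBD mice from edgeR. In wild-type CBD mice, of the genes in Table 2, 23 of 53 passed the filter and edgeR called 0 (4 higher when adjusted over the list alone, 5 higher at an unadjusted p under 0.05, 0 called by DESeq2, each over 2-fold). Of the genes in Table 1 at an unadjusted p under 0.05 and over 2-fold in 3xTg-AD vehicle mice, 16 of 91 passed that threshold the same way in wild-type CBD mice, 1 the other way and 74 (81.3%) did not pass.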

The majority (81%) of the randomly selected DEGs in *3xTg-AD* mice (Figure 1A, Supplementary Table 1) did not appear as DEGs in CBD-treated wild-type animals (Figure 1D, Supplementary Table 9). Of the most extreme DEGs as identified in *3xTg-AD* animals (|log2 fold change| > 15; downregulated H2-Q2 and Tdrd5 and upregulated Sult4a1, Cyp2f2, and Rag2), H2-Q2, Tdrd5, and Cyp2f2 were upregulated DEGs in CBD-treated wild-type animals.

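H2-Q2 had 96 reads at week 8 against 1 at week 0 (a ratio of 123 with a 95% counting interval of 21.6 to 4910) in wild-type CBD mice, with a log2 fold change of 5.38 (standard error 1.67, adjusted p = 0.584 from edgeR). Tdrd5 had 130 reads at week 8 against 11 at week 0, and Rag2 had 189 reads at week 8 against 1 at week 0 (a ratio of 242 with a 95% counting interval of 43 to 9620) over the same mice. Cyp2f2 had 194 reads at week 8 against 10 at week 0 with a log2 fold change of 4.36 (standard error 1.46, adjusted p = 0.584 from edgeR), and Sult4a1 had 1216 reads at week 8 against 1719 at week 0 and -0.13 (standard error 1.17, adjusted p = 0.991 from edgeR). The week 8 reads of H2-Q2 lay in 1 of 5 mice, where M5448 held 96 of them. In the comparison of 3xTg-AD with wild-type CBD mice for these genes, 0 of 3 tested passed (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, smallest adjusted p = 0.937 from edgeR). edgeR without the filter called Cyp2f2, H2-Q2 and Rag2 (adjusted p from 8.3e-05 to 0.0367).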

For a complete list of overlapping genes and directional regulation of DEG expression among CBD-treated wild-type and untreated wild-type mice, see Supplementary Table 10. 

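Gm43868 (ENSMUSG00000107455, chromosome 6 from 113044035 to 113046148), a long non-coding RNA without a known function, had 8 reads at week 8 against 0 at week 0 (at least 2.12-fold higher) in wild-type vehicle mice and 0 reads at week 8 against 15 at week 0 (at least 3.9-fold lower) in wild-type CBD mice. Of the week 0 reads in wild-type CBD mice, 8 came from M5442. Gm43868 fell under the count filter, so edgeR with the filter did not test the interaction of CBD with week for it.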

One lncRNA showing opposite regulation between these groups was Gm43868. For overlapping DEG expression among CBD-treated *3xTg-AD* mice and CBD-treated wild-type mice, see Supplementary Table 11. Non-coding RNAs regulated in opposite directions among these groups include the miRNA Gm56228 and lncRNAs Gm43868 and Gm27252. In addition, note that a total of 238 DEGs in wild-type mice were reversed in direction of expression in CBD-treated wild-type mice (Supplementary Table 12). 

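Gm27252 (ENSMUSG00000098708, chromosome 7 from 63896533 to 63899698) had 16 reads at week 8 against 1 at week 0 (a ratio of 16.4 with a 95% counting interval of 2.55 to 688) in 3xTg-AD CBD mice and 1 read at week 8 against 16 at week 0 (a ratio of 0.0801 with a 95% counting interval of 0.00191 to 0.516) in wild-type CBD mice (n = 5 each). Gm43868 had 1 read at week 8 against 6 at week 0 (a ratio of 0.171 with a 95% counting interval of 0.00372 to 1.41) in 3xTg-AD CBD mice. Gm27252 and Gm43868 are long non-coding RNAs under the count filter, and Gm56228 has no entry in the deposited table under that name.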

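Snora21 and Snord59a had log2 fold changes in wild-type CBD mice of -0.34 ± 0.58 for Snora21 (adjusted p = 0.916) and -1.15 ± 0.77 for Snord59a (adjusted p = 0.693) from edgeR. Of 248 genes at an unadjusted p under 0.05 and over 2-fold in wild-type vehicle mice, 41 (16.5%) had the opposite sign in wild-type CBD mice, and 0 passed that threshold in the opposite direction. Starting from the 282 genes of wild-type CBD mice, 29 (10.3%) had the opposite sign in wild-type vehicle mice. The interaction of CBD with week in wild-type mice was called for 0 genes by edgeR and 0 by DESeq2, with 134 at an unadjusted p under 0.05.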

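S100b (ENSMUSG00000033208, chromosome 10 from 76253853 to 76261159), a calcium-binding protein of glia and fat, had 0 reads at week 8 against 7 at week 0 (at least 2.93-fold lower) in wild-type vehicle mice and 6 reads at week 8 against 0 at week 0 (at least 2.56-fold higher) in wild-type CBD mice. Rbp4 had 12 reads at week 8 against 0 at week 0 (at least 5.13-fold higher) in wild-type CBD mice, and Prkd1 (ENSMUSG00000002688, chromosome 12 from 50341231 to 50649098), a kinase of secretory vesicles, had 2 reads at week 8 against 12 at week 0 (a ratio of 0.133 with a 95% counting interval of 0.0144 to 0.595) in vehicle and 6 against 0 in CBD mice. Tnfaip6, a hyaluronan-binding protein induced in inflammation, had 8 against 0 in wild-type vehicle and 0 against 8 in wild-type CBD mice. Of the 27 reads of these genes at week 0 in wild-type vehicle mice, 15 came from M5441. All of these genes fell under the filter and none was tested by edgeR with it.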

Significantly reversed genes following CBD treatment of wild-type mice include Rbp4, S100 calcium binding protein B (S100b), protein kinase D1 (Prkd1), tumor necrosis factor alpha induced protein 6 (Tnfaip6), and the lncRNA Gm43868. 

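Uqcr10 and Pfdn5, which rose in 3xTg-AD CBD mice, had log2 fold changes in wild-type CBD mice of 0.79 ± 0.42 for Uqcr10 (adjusted p = 0.644) and 0.94 ± 0.33 for Pfdn5 (adjusted p = 0.584) from edgeR. Of 154 genes called by edgeR in 3xTg-AD CBD mice, 35 (22.7%) had the opposite sign in wild-type CBD mice, and 0 were called there in either direction. At an unadjusted p under 0.05 and over 2-fold the count was 311 of 860 (36.2%), with 5 passing in the opposite direction, and by DESeq2 67 of 265. The interaction of genotype with week under CBD was called for 0 genes by edgeR and 2 by DESeq2, with 872 at an unadjusted p under 0.05.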

To help ascertain how CBD may differentially impact *3xTg-AD* mice vs. wild-type mice, an analysis revealed a total of 347 DEGs in CBD-treated *3xTg-AD* that were reversed in the direction of expression in CBD-treated wild-type mice (Supplementary Table 13). 

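Htr1b (ENSMUSG00000049511, chromosome 9 from 81628291 to 81633828), a serotonin receptor, had a log2 fold change of 1.89 (standard error 0.92, adjusted p = 0.349 from edgeR) in 3xTg-AD CBD mice and -2.28 (standard error 0.82, adjusted p = 0.595 from edgeR) in wild-type CBD mice. Sorbs2 (ENSMUSG00000031626, chromosome 8 from 45507788 to 45827906), a cytoskeletal adaptor of muscle, was 3.15 (standard error 1.19, adjusted p = 0.204 from edgeR) and -1.55 (standard error 0.91, adjusted p = 0.671 from edgeR) in the same order. Fbxl15 and 2010310C07Rik gave 1.54 ± 0.83 for Fbxl15 (adjusted p = 0.408) and -2.36 ± 0.92 for 2010310C07Rik (adjusted p = 0.218) in 3xTg-AD CBD and -1.39 ± 0.74 for Fbxl15 (adjusted p = 0.644) and 1.94 ± 0.80 for 2010310C07Rik (adjusted p = 0.644) in wild-type CBD mice. Mpdz, Fgd1 and Fhod3, genes of cell polarity and the cytoskeleton, had 9 against 1, 7 against 0 and 12 against 0 reads in 3xTg-AD CBD and 2 against 21, 0 against 12 and 1 against 16 in wild-type CBD mice. Of these genes, tested for a difference between the genotypes, 0 of 4 tested passed (4 when adjusted over the list alone, 4 at an unadjusted p under 0.05, smallest adjusted p = 0.480 from edgeR), and edgeR without the filter called 2010310C07Rik (adjusted p = 0.00983).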

Significantly reversed genes in CBD-treated wild-type mice relative to CBD-treated *3xTg-AD* mice include the miRNA Gm56228, lncRNAs 2010310C07Rik and Gm27252, Tdrd5, F-box and leucine rich repeat protein 15 (Fbxl15), 5-hydroxytryptamine (serotonin) receptor 1B (Htr1b), multiple PDZ domain crumbs cell polarity complex component (Mpdz), ADCYAP receptor type I (Adcyap1r1), FYVE, RhoGEF and PH domain containing 1 (Fgd1), protein interacting with cyclin A1 (Proca1), Pth1r, Tmem132a/e, Sorbin and SH3 domain containing 2 (Sorbs2), Peg3, Formin homology 2 domain containing 3 (Fhod3), Peroxisomal biogenesis factor 11 gamma (Pex11g), and Slc26a1. Conversely, 300 DEGs in CBD-treated wild-type mice were reversed in CBD-treated *3xTg-AD* mice with inclusion of significant gene markers indicated in the *vice versa* analysis (Supplementary Table 14).

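Cox7a2 and Uqcrh, which rose in 3xTg-AD CBD mice, gave 0.72 ± 0.51 for Cox7a2 (adjusted p = 0.710) and 1.08 ± 0.46 for Uqcrh (adjusted p = 0.644 or 0.0407 with mice as blocks) in wild-type CBD mice from edgeR. C1qb had the same sign in both CBD groups, as did C1qc and C4b. Of 282 genes at an unadjusted p under 0.05 and over 2-fold in wild-type CBD mice, 281 had a fold change in 3xTg-AD CBD mice and 77 of those (27.4%) had the opposite sign. 70 passed the unadjusted threshold in the same direction and 5 in the opposite direction. edgeR without the filter called Uqcrh (adjusted p = 0.0247).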

### Pathways of AD onset: longitudinal blood analysis

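Mrc1 and the C1q genes belong to tissue macrophages, whose markers as a list were higher at week 8 in 3xTg-AD vehicle mice, with 0 of 14 measured members called by edgeR (11 higher when adjusted over the list alone, 11 higher at an unadjusted p under 0.05, 2 higher by DESeq2, each over 2-fold), a median log2 fold change of 3.23 and a camera adjusted p = 3.0e-06 (adjusted p = 0.0803 with an estimated correlation). Complement genes had 0 of 13 measured members called by edgeR (6 higher when adjusted over the list alone, 7 higher at an unadjusted p under 0.05, 2 higher by DESeq2, each over 2-fold), a median log2 fold change of 1.34 and a camera adjusted p = 0.00171 (adjusted p = 0.372 with an estimated correlation), led by C4b and C1qc. Genes of microglial activation, many of which macrophages share, had 0 of 17 measured members called by edgeR (3 higher when adjusted over the list alone, 3 higher and 1 lower at an unadjusted p under 0.05, 2 higher by DESeq2, each over 2-fold), a median log2 fold change of 0.22 and a camera adjusted p = 0.0383 (adjusted p = 0.403 with an estimated correlation and 0.0632 with mice as blocks). Nuclear genes of oxidative phosphorylation, such as Uqcr10, had 0 of 75 measured members called by edgeR (11 higher when adjusted over the list alone, 17 higher at an unadjusted p under 0.05, 4 higher by DESeq2, each over 2-fold), a median log2 fold change of 0.51 and a camera adjusted p = 3.1e-11 (adjusted p = 0.403 with an estimated correlation). Genes of synapse organisation had 0 of 10 measured members called by edgeR (0 when adjusted over the list alone, 2 higher at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of 0.16 and a camera adjusted p = 0.252 (adjusted p = 0.403 with an estimated correlation), and glutamate receptors, sparse in blood, had 0 of 4 measured members called by edgeR (1 higher when adjusted over the list alone, 1 higher at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of -0.05 and a camera adjusted p = 0.433 (adjusted p = 0.534 with an estimated correlation). Of 34 lists tested in 3xTg-AD vehicle mice, 11 were higher and 5 lower by camera at an adjusted p under 0.05, 0 passed with an estimated correlation and 4 passed by fry. Markers of skeletal muscle, connective tissue and endothelium, which are not blood cells, had medians of 1.20, 2.13 and -0.17 log2 (camera adjusted p = 0.0500, 7.4e-04 and 0.507).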

With comparison of whole blood of *3xTg-AD* animals at AD onset (6.5 mo, 8 wks vehicle treatment) vs. cognitive impairment (4.5 mo, 0 wks vehicle treatment; Figure 1A, Supplementary Table 1), 28 canonical pathways were upregulated (Figure 2A; –log *p*-value >1.3 and absolute *z*-score > 2.0) Using a bubble plot analysis with consideration of the abundance of gene overlap with various pathways (Figure 2B), the most prominent categories are disease-specific pathways; pathogen-influenced signaling; cellular growth proliferation and development; cellular immune response; cancer; cellular stress and injury; and neurotransmitters and other nervous system signaling. At least in part, the lack of downregulated pathways in *3xTg-AD* animals may be attributed to 183 (41%) of downregulated DEGs (Figure 1A) that have not been sufficiently characterized and annotated yet.

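Egfl7, a secreted protein of blood vessels, was lower at week 8 in 3xTg-AD vehicle mice without passing, with a log2 fold change of -2.76 (standard error 1.10, adjusted p = 0.290 from edgeR). Of the genes lower at an unadjusted p under 0.05 and over 2-fold in these mice, protein-coding genes counted 177 and genes annotated for later experimental testing 165, against 253 and 2 among the higher. Markers of lymphocytes were lower as lists, and those of B cells had 0 of 16 measured members called by edgeR (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of -0.49 and a camera adjusted p = 7.1e-05 (adjusted p = 0.481 with an estimated correlation). T cell markers had 0 of 18 measured members called by edgeR (0 when adjusted over the list alone, 1 lower at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of -0.67 and a camera adjusted p = 1.3e-04 (adjusted p = 0.504 with an estimated correlation), and NK cell markers had 0 of 16 measured members called by edgeR (1 lower when adjusted over the list alone, 5 lower at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of -0.69 and a camera adjusted p = 1.5e-04 (adjusted p = 0.372 with an estimated correlation). EdgeR called 0 genes lower in this comparison and DESeq2 27, so the direction of the lower genes rests on unadjusted values. The paper proposes that the lack of lower pathways in 3xTg-AD mice may follow in part from genes that are not yet characterized.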

**Figure 2:**
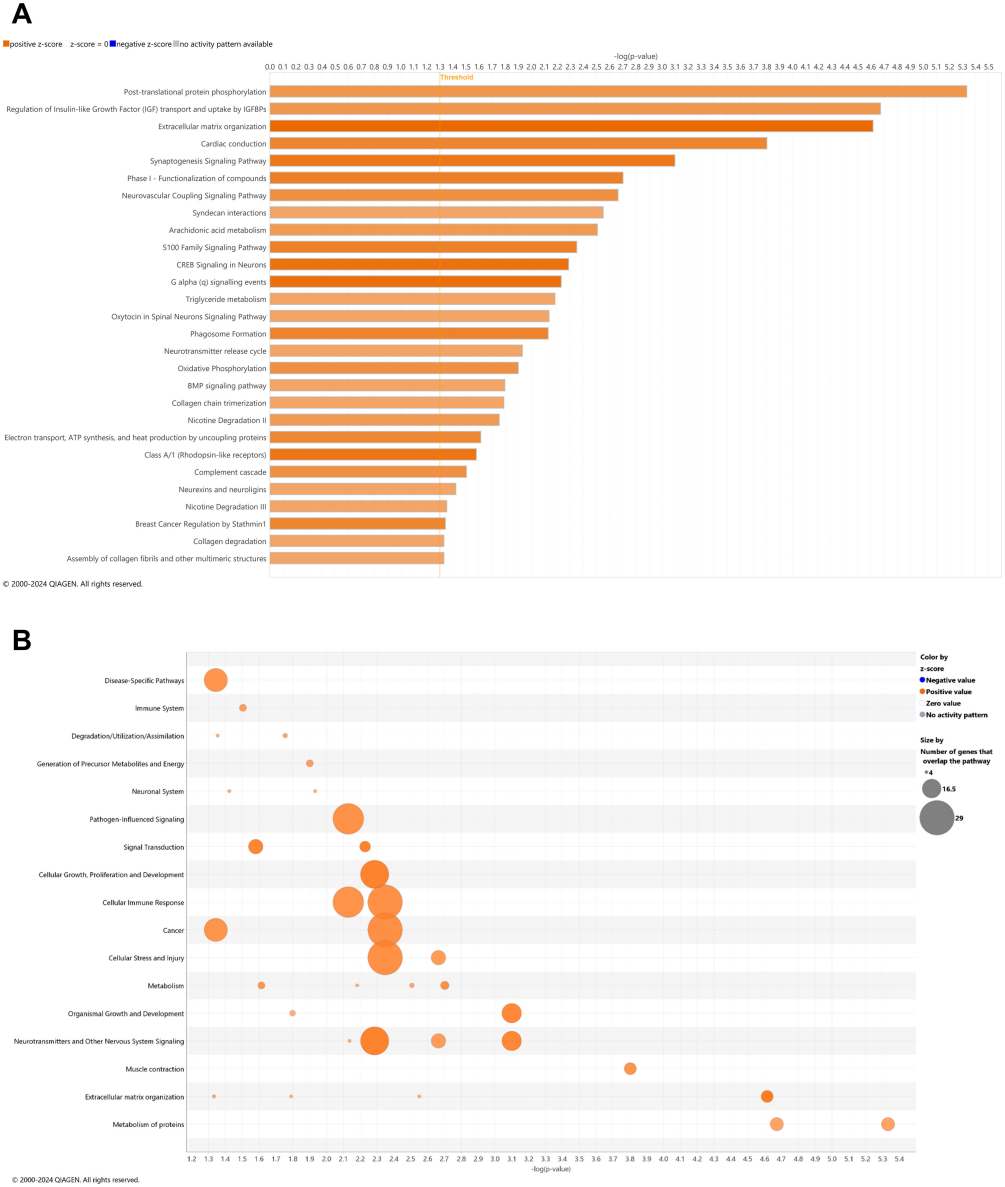
Cell signaling pathways and categories in whole blood marking Alzheimer's disease onset. **(A)** Canonical pathways that significantly increased (orange, 28) or decreased (blue, 0) from 4.5 mo (0 wks) to 6.5 mo (8 wks) in *3xTg-AD* animals. **(B)** Bubble plots of the number of genes that overlap with major pathway categories with size of bubble directly indicating the amount of overlap; increase = orange and decrease = blue. The Ingenuity pathway analysis setting was set at a log2 fold change cutoff at 1.0 up and −1.0 down (*p*-value ≤ 0.05). The significance of canonical pathways was determined at a –log(*p*-value) >1.3 and absolute *z*-score > 2.0. Data were obtained from *n* = 5 male mice. This figure was generated through the use of QIAGEN IPA (QIAGEN Inc., https://digitalinsights.qiagen.com/IPA) (Krämer et al., 2014).

Young adult aging from 4.5 to 6.5 mo in the wild-type mice is not likely a substantial shift in the animal's genome regulation toward pathology (Quintana et al., 2021; Lourenco et al., 2017), whereby it was suspected that only pathways of development (e.g., neurogenesis and skeletal muscle growth) would be relevant, if anything. Surprisingly, 27 pathways were downregulated in wild-type mice including synaptogenesis, CREB signaling, and glutamate receptor signaling (Figure 3A) with only two upregulated pathways as FGFR1 signaling and antioxidant action of vitamin C (Figure 3A). Accordingly, downregulated DEGs indicate a prominent decrease in disease-specific pathways; cellular stress and injury; cellular immune response, cancer; cellular growth, proliferation, and development; and neurotransmitters and other nervous system signaling (Figure 3B). 

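Gria3 and Homer1, a glutamate receptor subunit and its scaffold, did not pass in wild-type vehicle blood, with log2 fold changes of -1.18 ± 0.86 for Gria3 (adjusted p = 0.999) and 1.02 ± 0.51 for Homer1 (adjusted p = 0.999) from edgeR (n = 3 mice at 2 times). Stx1a, a membrane protein of vesicle release, gave 1.84 (standard error 1.08, adjusted p = 0.999 from edgeR). Glutamate receptors as a list had 0 of 4 measured members called by edgeR (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of -0.29 and a camera adjusted p = 0.683 (adjusted p = 0.759 with an estimated correlation). Genes of synapse organisation had 0 of 10 measured members called by edgeR (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of -0.24 and a camera adjusted p = 0.639 (adjusted p = 0.759 with an estimated correlation). Markers of neurons had 0 of 6 measured members called by edgeR (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of -0.34 and a camera adjusted p = 0.371 (adjusted p = 0.560 with an estimated correlation). NK cell and platelet markers were the lower lists with the smallest camera p, with a median of -0.85 log2 (camera adjusted p = 5.0e-07, or 0.191 with an estimated correlation) and a median of -0.59 log2 (camera adjusted p = 5.0e-07, or 0.433 with an estimated correlation). Of 34 lists tested in wild-type vehicle mice, 7 were higher and 6 lower by camera, 1 passed with an estimated correlation and 1 by fry.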

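Cnr2 and Mgll, the cannabinoid receptor of immune cells and the enzyme that degrades 2-arachidonoylglycerol, had a difference in change of log2 -0.28 ± 0.29 for Cnr2 (adjusted p = 1.00) and 0.94 ± 0.48 for Mgll (adjusted p = 1.00) between 3xTg-AD and wild-type vehicle mice by the edgeR interaction, without passing. Bgn and Sparc of the extracellular matrix gave 3.00 ± 1.61 for Bgn (adjusted p = 1.00) and 2.11 ± 1.02 for Sparc (adjusted p = 1.00), and Kcna3, the potassium channel of T cells, gave 0.38 (standard error 0.46, adjusted p = 1.00 from edgeR). For the difference between the genotypes, endocannabinoid genes had 0 of 13 measured members called by edgeR (0 when adjusted over the list alone, 1 higher at an unadjusted p under 0.05, 0 by DESeq2), a median log2 fold change of -0.02 and a camera adjusted p = 0.702 (adjusted p = 0.871 with an estimated correlation). Potassium channels had 0 of 13 measured members called by edgeR (0 when adjusted over the list alone, 1 lower at an unadjusted p under 0.05, 0 by DESeq2), a median log2 fold change of 0.25 and a camera adjusted p = 0.809 (adjusted p = 0.871 with an estimated correlation). Genes of synapse organisation had 0 of 10 measured members called by edgeR (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 by DESeq2), a median log2 fold change of 0.67 and a camera adjusted p = 0.157 (adjusted p = 0.788 with an estimated correlation), and connective tissue genes had 0 of 11 measured members called by edgeR (0 when adjusted over the list alone, 2 higher at an unadjusted p under 0.05, 0 by DESeq2), a median log2 fold change of 1.82 and a camera adjusted p = 0.121 (adjusted p = 0.828 with an estimated correlation).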

Pathways that are significantly reversed in wild-type relative to *3xTg-AD* mice (Supplementary Table 15) and *vice versa* (Supplementary Table 16) include endocannabinoid neuronal synapse pathway; breast cancer regulation by Stathmin 1; neurotransmitter release cycle; K^+^ channels; molecular mechanisms of cancer; CREB signaling in neurons, S100 family signaling; neurovascular coupling signaling; synaptogenesis signaling; and extracellular matrix organization.

**Figure 3:**
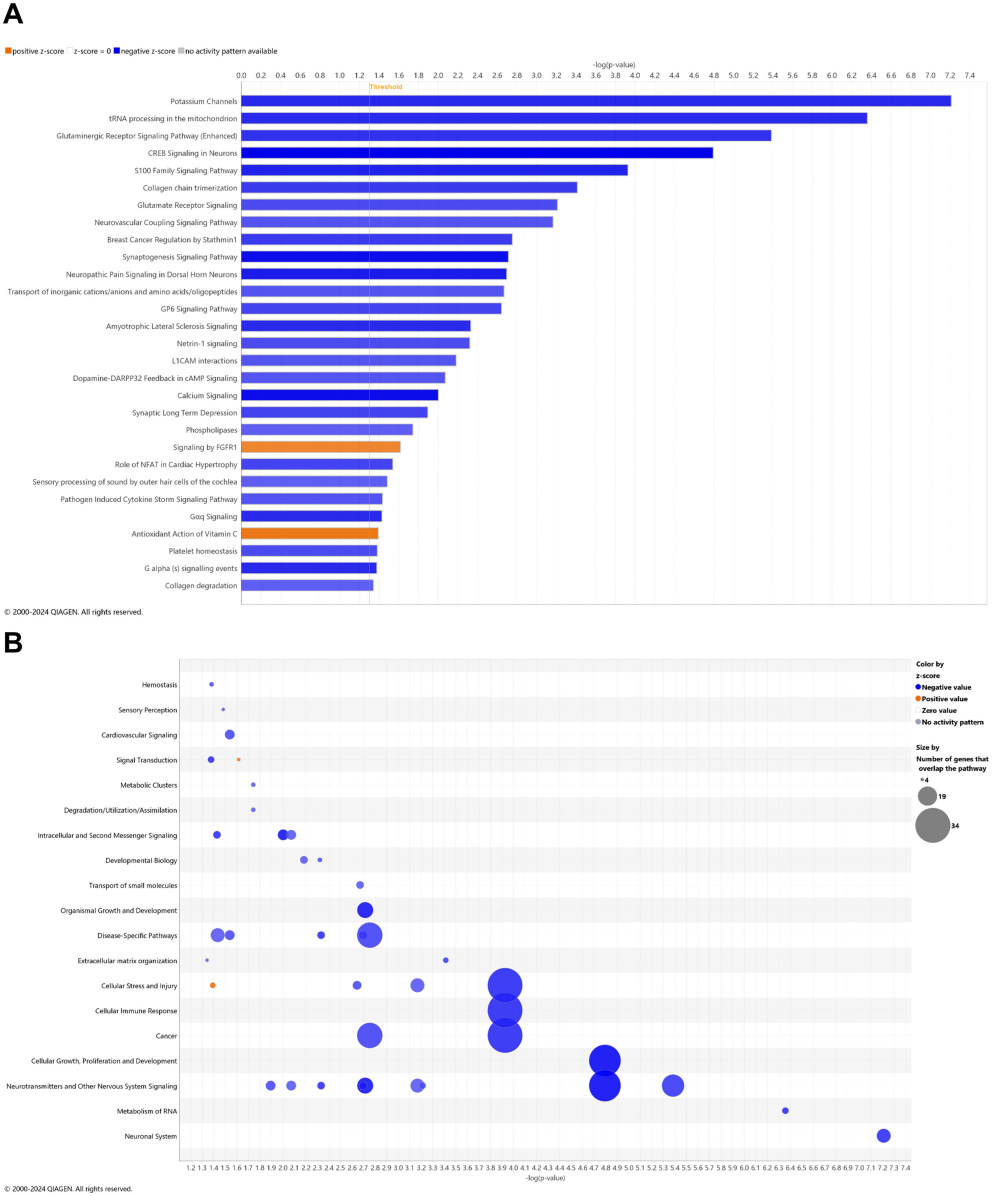
Cell signaling pathways and categories in whole blood of age-matched, wild-type mice. **(A)** Canonical pathways that significantly increased (orange, 2) or decreased (blue, 27) from 4.5 mo (0 wks) to 6.5 mo (8 wks) in wild-type B6129 animals. **(B)** Bubble plots of the number of genes that overlap with major pathway categories with size of bubble directly indicating the amount of overlap; increase = orange and decrease = blue. The Ingenuity pathway analysis setting was set at a log2 fold change cutoff at 1.0 up and −1.0 down (*p*-value ≤ 0.05). The significance of canonical pathways was determined at a –log *p*-value greater >1.3 and absolute *z*-score of >2.0. Data were obtained from *n* = 3 male mice. For a report on reversal of significant pathways in wild-type B6129 vs. *3xTg-AD* mice, see Supplementary Table 15 (*vice versa* as Supplementary Table 16). This figure was generated through the use of QIAGEN IPA (QIAGEN Inc., https://digitalinsights.qiagen.com/IPA) (Krämer et al., 2014).

### Pathways of AD onset relative to wild-type animals with CBD treatment: longitudinal blood analysis

There is a reasonable premise that CBD may address known pathways of Alzheimer disease pathogenesis (Cummings et al., 2025; Liu, 2024). In whole blood of CBD-treated *3xTg-AD* animals, 45 and 5 pathways were significantly upregulated and downregulated, respectively (Figure 4A). 

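Isca2 (ENSMUSG00000021241, chromosome 12 from 84773251 to 84775088), which builds iron-sulfur clusters in mitochondria, rose in blood of 3xTg-AD CBD mice, with a log2 fold change of 1.88 (standard error 0.31, adjusted p = 0.00358 from edgeR). Ssbp4 (ENSMUSG00000070003, chromosome 8 from 70597490 to 70608872), a regulator of transcription, fell, with a log2 fold change of -1.22 (standard error 0.25, adjusted p = 0.0124 from edgeR). Of 34 lists tested in 3xTg-AD CBD mice, 9 were higher and 5 lower by camera, 0 passed with an estimated correlation and 4 by fry. The higher lists were skeletal muscle, adipose tissue, connective tissue, tissue macrophages, nuclear genes of oxidative phosphorylation, mitochondrial genome protein genes, cytosolic ribosomal proteins, complement and microglial activation, and the lower lists were oligodendrocytes, endothelium, T cells, platelets and interferon-stimulated genes. Among the lower lists, platelet markers had 0 of 15 measured members called by edgeR (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of -0.5 and a camera adjusted p = 5.2e-04 (adjusted p = 0.458 with an estimated correlation), and T cell markers had 0 of 18 measured members called by edgeR (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of -0.51 and a camera adjusted p = 0.0106 (adjusted p = 0.542 with an estimated correlation). M5553 carries part of this, since without it edgeR called 1 higher and 0 lower in place of 146 higher and 8 lower. Ssbp4 and Isca2 no longer passed when M5551 or M5553 was left out (adjusted p up to 0.0811 from edgeR).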

For the most prominent upregulated pathways with –log *p*-value > 10, oxidative phosphorylation; electron transport, ATP synthesis, and heat production by uncoupling proteins; SRP-dependent co-translational protein targeting to membrane; eukaryotic translation initiation, elongation, and termination; seleno-amino acid metabolism, response of EIF2AK4 (GCN2) to amino acid deficiency; non-sense-mediated decay; major Pathway of rRNA processing in the nucleolus and cytosol; and EIF2 signaling. 

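Rpl36 (ENSMUSG00000057863, chromosome 17 from 56613416 to 56614243) and mt-Nd1 (ENSMUSG00000064341, chromosome M from 2751 to 3707), a protein of the large ribosomal subunit and a subunit of complex I made in the mitochondrion, rose in blood of 3xTg-AD CBD mice, with log2 fold changes of 1.80 ± 0.32 for Rpl36 (adjusted p = 0.00637) and 1.37 ± 0.25 for mt-Nd1 (adjusted p = 0.00637) from edgeR. Rpl36 was 86.1 ± 71.2 CPM at week 8 against 25.3 ± 5.94 CPM at week 0 (SD, n = 5 each). Nuclear genes of oxidative phosphorylation had 15 higher of 75 measured members called by edgeR (33 higher when adjusted over the list alone), a median log2 fold change of 0.83 and a camera adjusted p = 9.9e-21 (adjusted p = 0.241 with an estimated correlation). Cytosolic ribosomal proteins had 15 higher of 79 measured members called by edgeR (31 higher when adjusted over the list alone), a median log2 fold change of 0.79 and a camera adjusted p = 3.0e-21 (adjusted p = 0.355 with an estimated correlation). Protein genes of the mitochondrial genome had 5 higher of 9 measured members called by edgeR (6 higher when adjusted over the list alone), a median log2 fold change of 1.17 and a camera adjusted p = 3.4e-14 (adjusted p = 0.0868 with an estimated correlation). The week 8 library of M5553 is rich in short transcripts, and without it the medians fell to 0.30 for oxidative phosphorylation and 0.12 for ribosomal proteins. mt-Nd1 and Rpl36 no longer passed when M5553 was left out (adjusted p up to 0.0999 from edgeR).

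**Figure D3:**
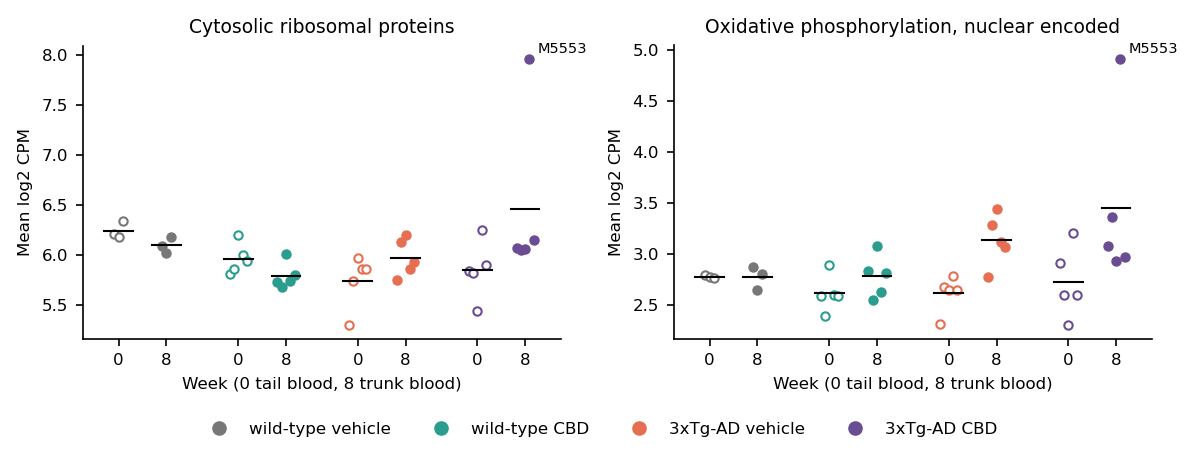
Mean log2 CPM of cytosolic ribosomal protein genes and of nuclear oxidative phosphorylation genes in each blood library, 1 point per mouse, by group and week, with the group mean as a bar. CBD-treated 3xTg-AD M5553 at week 8 is labeled.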

The abundance of gene overlap for upregulated pathways is prominent for nuclear receptor signaling, cellular immune response, and metabolism of protein (Figure 4B). Downregulated gene overlap appears for ingenuity toxicity list and disease-specific pathways (Figure 4B). 

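Smad9, a mediator of bone morphogenetic protein signals, had 1 against 4 reads at week 8 against week 0 in wild-type CBD mice and 1 against 0 in wild-type vehicle mice. With so few reads Smad9 was below the filter in blood in every group, and neither an adjusted p nor an interaction with CBD was available. Endothelial markers, of interest for vessel growth, had 0 of 10 measured members called by edgeR (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of -0.67 and a camera adjusted p = 0.0197 (adjusted p = 0.458 with an estimated correlation) in 3xTg-AD CBD mice.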

Pathways muted in CBD-treated *3xTg-AD* relative to untreated *3xTg-AD* mice primarily center on the Smad9 gene involved in angiogenesis and tumor development (Supplementary Table 17).

**Figure 4:**
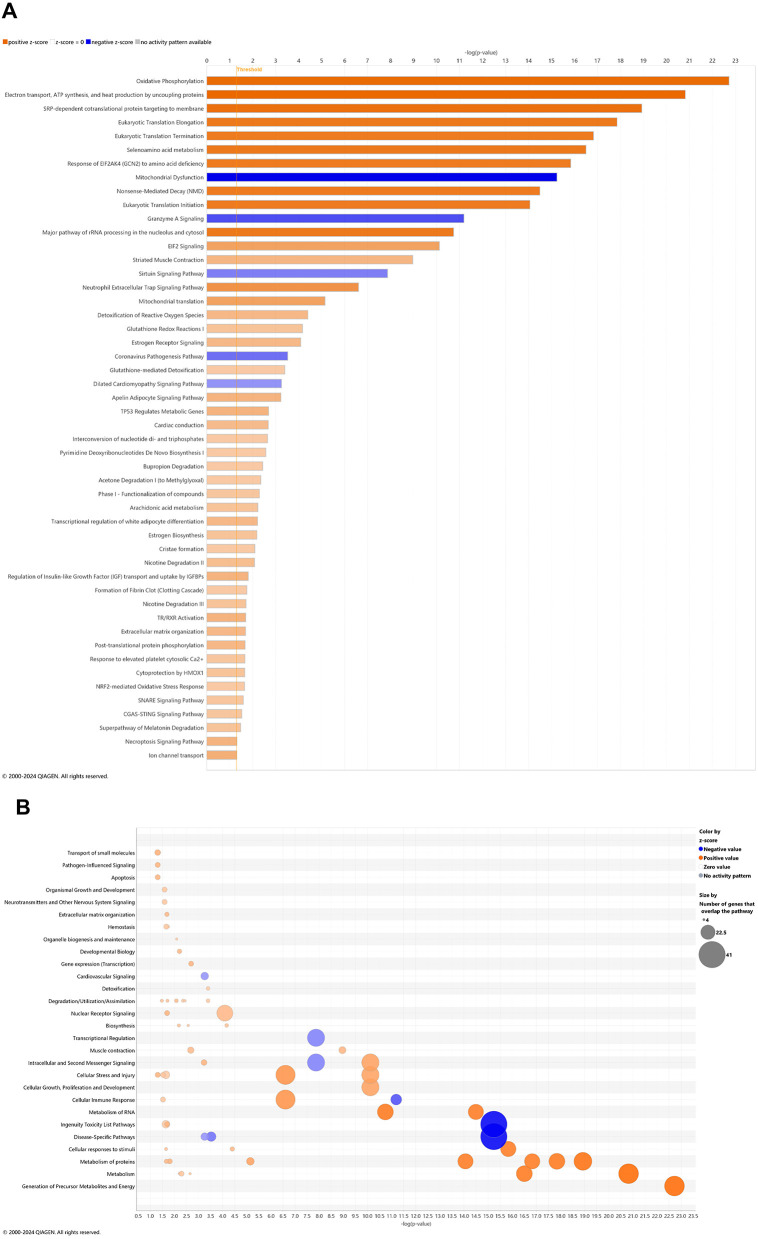
Cell signaling pathways and categories in whole blood with cannabidiol treatment of Alzheimer's disease onset. **(A)** Canonical pathways that significantly increased (orange, 45) or decreased (blue, 5) from 4.5 mo (0 wks) to 6.5 mo (8 wks) in cannabidiol (CBD)-treated *3xTg-AD* animals. **(B)** Bubble plots of the number of genes that overlap with major pathway categories with size of bubble directly indicating the amount of overlap; increase = orange and decrease = blue. The Ingenuity pathway analysis setting was set at a log2 fold change cutoff at 1.0 up and −1.0 down (*p*-value ≤ 0.05). The significance of canonical pathways was determined at a –log(*p*-value) greater >1.3 and absolute *z*-score of >2.0. Data were obtained from *n* = 5 male mice. For a report on reversal of significant pathways in CBD-treated *3xTg-AD* vs. *3xTg-AD* vehicle mice, see Supplementary Table 17. This figure was generated through the use of QIAGEN IPA (QIAGEN Inc., https://digitalinsights.qiagen.com/IPA) (Krämer et al., 2014).

In whole blood of CBD-treated wild-type animals, 10 and 15 pathways were significantly upregulated and downregulated, respectively (Figure 5A). 

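Camp and Ltf, granule genes of immature neutrophils, were higher at week 8 in wild-type CBD mice without passing, with log2 fold changes of 3.62 ± 1.22 for Camp (adjusted p = 0.584 or 0.0369 with mice as blocks) and 2.65 ± 1.07 for Ltf (adjusted p = 0.643) from edgeR. Col1a1, collagen of connective tissue, was lower without passing, with a log2 fold change of -2.74 (standard error 0.81, adjusted p = 0.518 from edgeR). Of 34 lists tested in wild-type CBD mice, 8 were higher and 6 lower by camera, 0 passed with an estimated correlation and 6 by fry. Reticulocyte markers had 0 of 19 measured members called by edgeR (0 when adjusted over the list alone, 1 higher at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of 0.42 and a camera adjusted p = 1.0e-05 (adjusted p = 0.375 with an estimated correlation). Lower lists were lymphocytes and antigen presentation, and B cell markers had 0 of 16 measured members called by edgeR (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of -0.53 and a camera adjusted p = 2.0e-08 (adjusted p = 0.334 with an estimated correlation). edgeR without the filter called Camp, Col1a1 and Ltf (adjusted p from 1.5e-26 to 3.6e-06).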

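Sparc and Fn1, matrix proteins of fibroblasts and macrophages, gave log2 fold changes in wild-type CBD mice of -1.17 ± 0.63 for Sparc (adjusted p = 0.644) and 1.31 ± 0.73 for Fn1 (adjusted p = 0.652) from edgeR. Connective tissue genes had 0 of 11 measured members called by edgeR (1 higher and 2 lower when adjusted over the list alone, 2 higher and 2 lower at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of 0.46 and a camera adjusted p = 0.758 (adjusted p = 0.908 with an estimated correlation) in wild-type CBD mice and 0 of 11 measured members called by edgeR (5 higher when adjusted over the list alone, 6 higher at an unadjusted p under 0.05, 2 higher by DESeq2, each over 2-fold), a median log2 fold change of 2.13 and a camera adjusted p = 7.4e-04 (adjusted p = 0.343 with an estimated correlation) in 3xTg-AD vehicle mice. Genes of synapse organisation had 0 of 10 measured members called by edgeR (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of -0.16 and a camera adjusted p = 0.354 (adjusted p = 0.465 with an estimated correlation). Glutamate receptors had 0 of 4 measured members called by edgeR (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of 0.28 and a camera adjusted p = 0.740 (adjusted p = 0.821 with an estimated correlation). edgeR without the filter called Fn1 (adjusted p = 3.9e-04).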

With a commonly upregulated pathway as complement cascade signaling, downregulated pathways in CBD-treated wild-type animals that were upregulated in untreated *3xTg-AD* animals include extracellular matrix organization; CREB signaling in neurons; synaptogenesis signaling; neurexins and neuroligins; neurovascular coupling; and breast cancer regulation by Stathmin 1 (Figures 2A, 5A). As absent for significance (P>0.05) in untreated wild-type mice (Figure 3A), upregulated pathways in CBD-treated wild-type mice (Figure 5A) include melatonin and nicotine degradation and estrogen biosynthesis as similar to CBD-treated *3xTg-AD* mice (Figure 4A). 

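Cyp2e1, a liver enzyme that oxidizes drugs and fatty acids, had 26 reads at week 8 against 0 at week 0 (at least 11.1-fold higher) in wild-type CBD, 5 against 0 in 3xTg-AD CBD, 18 against 0 in wild-type vehicle and 4 against 0 in 3xTg-AD vehicle mice. Cyp3a11, which also acts on drugs in liver, had 0 against 0, 3 against 0, 1 against 0 and 0 against 0 reads in the same order. Alb, the albumin gene of liver, had 0 against 10 and 0 against 0 reads in the CBD groups. Of the liver markers only 1 reached the filter in blood, so no list test was possible, and Cyp2e1 is also made by fat cells, whose markers were higher at week 8 in the same groups.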

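Kcna3 and Kcnn4, channels that set the membrane potential of T cells and red cells, gave log2 fold changes of -0.14 ± 0.28 for Kcna3 (adjusted p = 0.928) and 0.07 ± 0.32 for Kcnn4 (adjusted p = 0.974) in wild-type CBD and -0.68 ± 0.37 for Kcna3 (adjusted p = 0.999) and 0.30 ± 0.42 for Kcnn4 (adjusted p = 0.999) in wild-type vehicle mice from edgeR. Potassium channels as a list had 0 of 13 measured members called by edgeR (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of -0.06 and a camera adjusted p = 0.852 (adjusted p = 0.908 with an estimated correlation) in wild-type CBD mice. In wild-type vehicle mice the same list had 0 of 13 measured members called by edgeR (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of -0.17 and a camera adjusted p = 0.639 (adjusted p = 0.759 with an estimated correlation).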

Downregulated pathways in untreated wild-type mice that remained downregulated with CBD treatment include K^+^ channels, CREB signaling in neurons, neurovascular coupling, synaptogenesis signaling, and breast cancer regulation by Stathmin 1 (Figures 3A, 5A). 

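Col1a1 and Bgn of the matrix had a difference in change between 3xTg-AD and wild-type CBD mice of log2 1.75 ± 1.15 for Col1a1 (adjusted p = 0.873) and 0.75 ± 1.42 for Bgn (adjusted p = 0.982) in the edgeR interaction, without passing. Connective tissue genes had 0 of 11 measured members called by edgeR (0 when adjusted over the list alone, 1 higher at an unadjusted p under 0.05, 0 by DESeq2), a median log2 fold change of 1.53 and a camera adjusted p = 0.0389 (adjusted p = 0.784 with an estimated correlation, 0.179 without the week 8 library of M5553 and 0.154 without the week 0 libraries of M5441 and M5442) for this difference. Potassium channels, as carriers of ion transport, had 0 of 13 measured members called by edgeR (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 by DESeq2), a median log2 fold change of -0.11 and a camera adjusted p = 0.596 (adjusted p = 0.799 with an estimated correlation). Skeletal muscle markers had a median of 1.82 log2 (camera adjusted p = 0.00210, or 0.768 with an estimated correlation) in the same comparison.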

Relative to increases in CBD-treated *3xTg-AD* mice (Figure 4A), pathways of extracellular matrix organization and ion transport signaling were decreased in CBD-treated wild-type mice (Figure 5A). Within CBD-treated wild-type animals, patterns of overlapping genes were primarily downregulated as intracellular second messenger signaling; disease specific pathways; cancer; pathogen-influenced signaling; cellular immune response; neurotransmitters and other nervous system signaling; and cellular growth, proliferation, and development (Figure 5B). Pathways that were flipped in the opposite direction of regulation in CBD-treated relative to untreated wild-type mice include hepatic fibrosis and neutrophil extracellular trap signaling (Supplementary Table 18). 

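Padi4, the enzyme that citrullinates histones in neutrophil extracellular traps, gave log2 fold changes of 0.74 (standard error 0.68, adjusted p = 0.999 from edgeR) in wild-type vehicle and 0.46 (standard error 0.53, adjusted p = 0.845 from edgeR) in wild-type CBD mice. S100a8 and Mmp9 of neutrophils gave 1.53 ± 0.91 for S100a8 (adjusted p = 0.999) and 0.11 ± 0.48 for Mmp9 (adjusted p = 0.999) in vehicle and 1.85 ± 0.71 for S100a8 (adjusted p = 0.616) and 0.62 ± 0.37 for Mmp9 (adjusted p = 0.676) in CBD mice from edgeR. Neutrophil markers had 0 of 20 measured members called by edgeR (0 when adjusted over the list alone, 1 higher at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of 0.70 and a camera adjusted p = 0.00295 (adjusted p = 0.560 with an estimated correlation) in wild-type vehicle mice. In wild-type CBD mice they had 0 of 20 measured members called by edgeR (0 when adjusted over the list alone, 3 higher at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of 0.49 and a camera adjusted p = 5.1e-05 (adjusted p = 0.406 with an estimated correlation). The difference between CBD and vehicle in wild-type mice had 0 of 20 measured members called by edgeR (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 by DESeq2), a median log2 fold change of -0.04 and a camera adjusted p = 0.737 (adjusted p = 0.991 with an estimated correlation). edgeR without the filter called S100a8 for wild-type CBD over time (adjusted p = 1.0e-08) and called S100a8 for wild-type vehicle over time (adjusted p = 0.00338).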

Downregulated pathways that emerged with CBD treatment in wild-type but not *3xTg-AD* include phagosome formation; CREB signaling in neurons; S100 family signaling; G-protein coupled receptor signaling; breast cancer regulation by stathmin 1; molecular mechanisms of cancer; and class B/2 (secretin family receptors; Supplementary Table 19). 

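Trem2 and Cst7, a receptor and a protease inhibitor of activated phagocytes, had a difference in change between 3xTg-AD and wild-type CBD mice of log2 -0.66 ± 1.31 for Trem2 (adjusted p = 0.982) and 1.90 ± 0.93 for Cst7 (adjusted p = 0.823) in the edgeR interaction, without passing. S100a9, of the S100 family, gave 0.58 (standard error 0.69, adjusted p = 0.855 from edgeR) in wild-type CBD mice and 0.72 (standard error 0.97, adjusted p = 0.967 from edgeR) for the difference. Markers of tissue macrophages, which form phagosomes, had 0 of 14 measured members called by edgeR (0 when adjusted over the list alone, 1 lower at an unadjusted p under 0.05, 0 by DESeq2), a median log2 fold change of 1.73 and a camera adjusted p = 0.591 (adjusted p = 0.799 with an estimated correlation). Genes of microglial activation had 0 of 17 measured members called by edgeR (0 when adjusted over the list alone, 1 higher at an unadjusted p under 0.05, 0 by DESeq2), a median log2 fold change of 0.27 and a camera adjusted p = 0.615 (adjusted p = 0.853 with an estimated correlation) for the difference and 0 of 17 measured members called by edgeR (1 higher when adjusted over the list alone, 4 higher at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of 0.22 and a camera adjusted p = 0.0298 (adjusted p = 0.375 with an estimated correlation) in wild-type CBD mice alone.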

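Tmem132a (ENSMUSG00000024736, chromosome 19 from 10857822 to 10869940), a membrane protein of Wnt signaling, had 13 reads at week 8 against 1 at week 0 (a ratio of 13.3 with a 95% counting interval of 2 to 567) in 3xTg-AD CBD mice and 2 reads at week 8 against 18 at week 0 (a ratio of 0.142 with a 95% counting interval of 0.016 to 0.595) in wild-type CBD mice (n = 5 each). In vehicle mice it had 5 against 19 reads in 3xTg-AD and 15 against 4 in wild-type mice. Of the week 0 reads in wild-type CBD mice, 13 came from M5442. Tmem132a fell under the filter, so edgeR with the filter did not test the difference between the CBD groups.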

Pathways that were commonly upregulated in both CBD-treated groups to a similar extent [–log(*p*-value) ≈ 2] but with a relatively enhanced *z*-score in *3xTg-AD* animals include regulation of IGF transport and uptake by IGFBPs and post-translational protein phosphorylation, primarily based on the expression of the Tmem132a gene (Supplementary Table 20).

**Figure 5:**
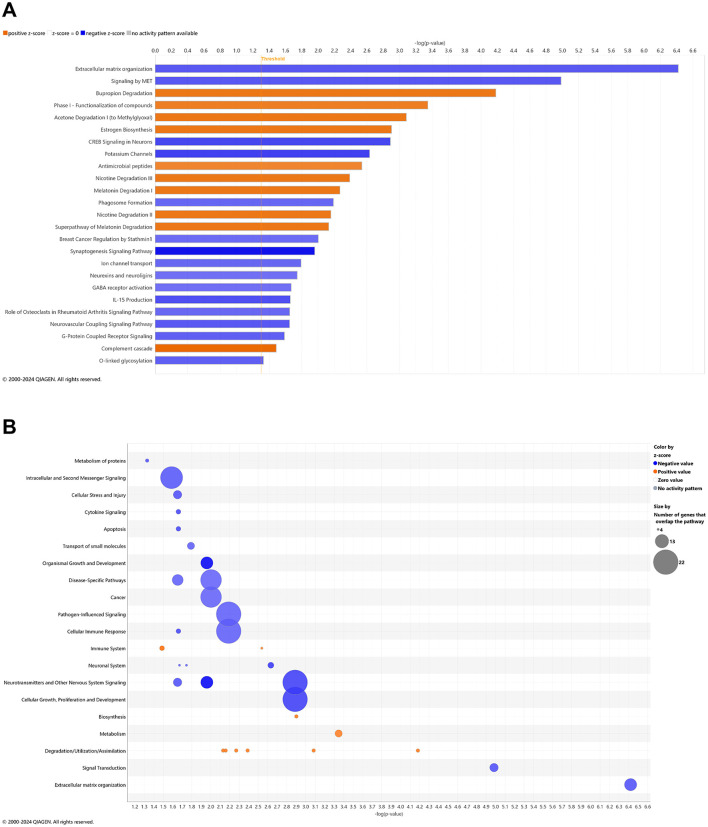
Cell signaling pathways and categories in whole blood of age-matched, wild-type mice treated with cannabidiol. **(A)** Canonical pathways that significantly increased (orange, 10) or decreased (blue, 15) from 4.5 mo (0 wks) to 6.5 mo (8 wks) in cannabidiol (CBD)-treated wild-type B6129 animals. **(B)** Bubble plots of the number of genes that overlap with major pathway categories with size of bubble directly indicating the amount of overlap; increase = orange and decrease = blue. The Ingenuity pathway analysis setting was set at a log2 fold change cutoff at 1.0 up and −1.0 down (*p*-value ≤ 0.05). The significance of canonical pathways was determined at a –log *p*-value greater >1.3 and absolute *z*-value score of >2.0. Data were obtained from *n* = 5 male mice per group. For a report on pathways that were flipped in the opposite direction of regulation in CBD-treated vs. untreated wild-type mice, see Supplementary Table 18. For a report on downregulated pathways that emerged with CBD treatment in wild-type but not *3xTg-AD* mice, see Supplementary Table 19. For pathways that were commonly upregulated in both CBD-treated groups to a similar extent [–log(*p*-value) ≈ 2] but with a relatively enhanced *z*-score in *3xTg-AD* animals, see Supplementary Table 20. This figure was generated through the use of QIAGEN IPA (QIAGEN Inc., https://digitalinsights.qiagen.com/IPA) (Krämer et al., 2014).

### Select DEGs in blood of *3xTg-AD* relative to wild-type animals with and without CBD treatment: cross-sectional analysis

With longitudinal comparisons among groups being the most rigorous for analysis, we also sought to analyze what DEGs may distinguish groups at the 6.5 mo timepoint following 8 wks of vehicle treatment or CBD. 

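Trunk blood taken at week 8, when the mice were 6.5 months old, was compared between groups with every library drawn from the same site. The 4 groups hold 5 mice for 3xTg-AD vehicle, 5 for 3xTg-AD CBD, 3 for wild-type vehicle and 5 for wild-type CBD. A single edgeR fit over the trunk libraries gave 4 contrasts, which are 3xTg-AD against wild-type under vehicle, CBD against vehicle within each genotype, and 3xTg-AD against wild-type under CBD. A biological coefficient of variation of 37.7% was estimated over 13108 genes. Comparisons that share a group are not independent, since the 3xTg-AD vehicle mice are the first group of the genotype contrast and the control of the CBD contrast. A gene that is high by chance in those 5 mice counts as higher against wild-type mice and as lower under CBD, so opposite signs between these contrasts arise without any effect of CBD. Apart from the last, these contrasts were also fitted to tail blood at week 0, before treatment, to see which genotype differences were there already. No covariate beyond group was fitted.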

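Sult4a1 (ENSMUSG00000018865, chromosome 15 from 84076097 to 84105754), a sulfotransferase family gene best known from brain, was far lower in 3xTg-AD than in wild-type vehicle mice, with 3 reads in 3xTg-AD vehicle against 3002 in wild-type vehicle mice and a log2 fold change of -9.14 (standard error 1.88, adjusted p = 0.0184 from edgeR). Apol11a and Mgll, an apolipoprotein L gene and the enzyme that degrades 2-arachidonoylglycerol, differed with log2 fold changes of 3.73 ± 0.57 for Apol11a (adjusted p = 0.00533) and 1.51 ± 0.24 for Mgll (adjusted p = 0.00533) from edgeR. EdgeR called 156 higher and 88 lower in 3xTg-AD against wild-type vehicle mice, and DESeq2 called 353 higher and 158 lower. Leaving out single mice gave 14 and 15 without M5441, 17 and 20 without M5443, 4 and 16 without M5447, 72 and 41 without M5548, 74 and 41 without M5550 and 91 and 40 without M5552. T cell markers had 7 lower of 18 measured members called by edgeR (16 lower when adjusted over the list alone), a median log2 fold change of -1.53 and a camera adjusted p = 2.4e-18 (adjusted p = 0.252 with an estimated correlation). NK cell markers had 2 lower of 16 measured members called by edgeR (8 lower when adjusted over the list alone), a median log2 fold change of -1.33 and a camera adjusted p = 8.4e-09 (adjusted p = 0.252 with an estimated correlation), and reticulocyte markers had 6 higher of 19 measured members called by edgeR (8 higher when adjusted over the list alone), a median log2 fold change of 0.89 and a camera adjusted p = 5.5e-12 (adjusted p = 0.252 with an estimated correlation). Thymocyte markers had 2 lower of 12 measured members called by edgeR (10 lower when adjusted over the list alone), a median log2 fold change of -1.87 and a camera adjusted p = 1.5e-05 (adjusted p = 0.622 with an estimated correlation). Before treatment, in tail blood, edgeR called 71 higher and 225 lower between the same mice, and over 242 genes called at week 8 and tested at week 0 233 had the same sign, with a median week 0 to week 8 ratio of log2 fold changes of 0.79. Sult4a1 and Mgll no longer passed when 1 of M5443, M5447 or M5552 was left out (adjusted p up to 0.107 from edgeR). DESeq2 did not call Sult4a1 (adjusted p = 0.0543).

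**Figure D4:**
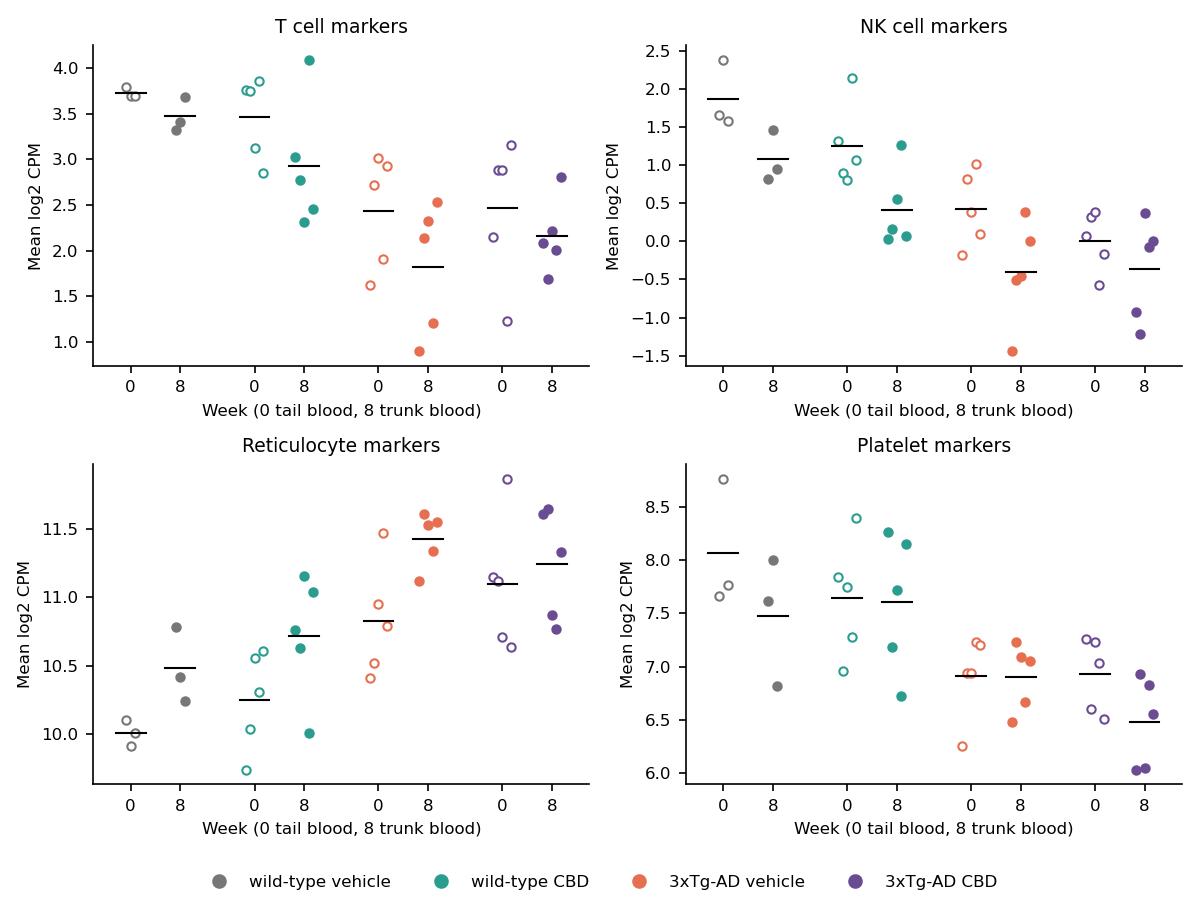
Mean log2 CPM of T cell, NK cell, reticulocyte and platelet markers in each blood library by group, with tail blood at week 0 and trunk blood at week 8 side by side, 1 point per mouse and the group mean as a bar.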

Cross-sectional comparison of whole blood from *3xTg-AD* animals at AD onset vs. wild-type animals (both at 6.5 mo following 8 weeks of vehicle treatment; Supplementary Table 21) identified 523 significantly downregulated and 494 significantly upregulated DEGs. The most extreme expression alterations (log2 fold change ≥ 20) are the same as the downregulated H2-Q2 and Tdrd5 genes marked for the longitudinal (6.5 vs. 4.5 mo) *3xTg-AD* analysis (Figure 1A, Supplementary Table 1). 

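H2-Q2, a class I histocompatibility gene, had 0 reads in 3xTg-AD vehicle against 40 in wild-type vehicle mice (at least 9.71-fold lower), and Tdrd5, a germ cell gene, had 0 reads in 3xTg-AD vehicle against 61 in wild-type vehicle mice (at least 14.8-fold lower). Of these wild-type reads M5443 held 21 of H2-Q2 and 13 of Tdrd5. Rag2, which recombines receptor genes in lymphocyte precursors, had 2 against 48 and Cyp2f2 had 16 against 30 in the same order. At week 0 H2-Q2 had 7 against 6 and Tdrd5 4 against 3 reads in 3xTg-AD against wild-type vehicle mice. None of H2-Q2, Tdrd5, Rag2 and Cyp2f2 was called by edgeR in this comparison. edgeR without the filter called H2-Q2, Rag2 and Tdrd5 (adjusted p from 4.7e-04 to 0.0164).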

Exact matches for AD-selective genes as determined in the longitudinal *3xTg-AD* analyses for onset of AD (Figure 1A, Supplementary Table 1) include Ramp3, Tamalin, Sema4c, the lncRNA Map2k3os, Rin1, F12, Acvr1, Iqck, Tagln3, Scg5, Wfs1, Cacna2d4, Ncr1, Esr1, Ndufa7, Cox7a2, Acacb, Gls2, Bmp4, Mgat3, Ppp1r3c, Vgf, Gpr6, Hapln2, Oprd1, Ntsr1, Lrfn5, Nap1l2, Kndc1, Pcsk2, Cckbr, Tmem63c, Prkar1b, the miRNA Mir144, Mei1, Tacr3, Lin7a, Gria4, Npsr1, Scara3, Ankrd36, Sfrp1, Insm1, Snap91, St8sia3, Pcdh9, Rgs7, Rbp4, Chrna2, Etv4, Pld6, Adamts13, Kcnk2, Slc17a7, Prok2, and Ncan. 

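Ncr1 (ENSMUSG00000062524, chromosome 7 from 4337724 to 4345164), the activating receptor of NK cells, was lower in 3xTg-AD vehicle mice, with a log2 fold change of -2.27 (standard error 0.49, adjusted p = 0.0233 from edgeR), at 0.568 ± 0.309 CPM in 3xTg-AD against 2.89 ± 0.881 CPM in wild-type mice (SD, n = 5 and 3). Mir144 (ENSMUSG00000065401, chromosome 11 from 78073005 to 78073070), a microRNA of red cell precursors, was higher, with a log2 fold change of 3.51 (standard error 0.82, adjusted p = 0.0305 from edgeR). Wfs1, Cacna2d4 and Esr1 did not pass, with -2.64 ± 0.88 for Wfs1 (adjusted p = 0.123), -2.64 ± 0.96 for Cacna2d4 (adjusted p = 0.159) and -1.90 ± 0.70 for Esr1 (adjusted p = 0.167) from edgeR, nor did Ndufa7 and Cox7a2, with 1.75 ± 0.54 for Ndufa7 (adjusted p = 0.0981) and 1.77 ± 0.69 for Cox7a2 (adjusted p = 0.193). Ankrd36 and Acacb gave 3.69 ± 1.29 for Ankrd36 (adjusted p = 0.142) and 1.86 ± 0.73 for Acacb (adjusted p = 0.193), and Gls2 gave 2.02 (standard error 1.08, adjusted p = 0.359 from edgeR). Among genes under the filter, Ramp3 had 0 reads in 3xTg-AD vehicle against 41 in wild-type vehicle mice (at least 9.96-fold lower), Tamalin 0 against 34 and Sema4c 0 against 26, while Ncan had 18 against 0 and Prok2 12 against 0. Of the genes named here, 10 of 56 passed the filter and edgeR called 1 higher and 1 lower (5 higher and 4 lower when adjusted over the list alone, 5 higher and 4 lower at an unadjusted p under 0.05, 2 higher and 1 lower called by DESeq2, each over 2-fold). Mir144 and Ncr1 no longer passed when 1 of M5441, M5443, M5447, M5548, M5550 or M5552 was left out (adjusted p up to 0.141 from edgeR). DESeq2 called Ndufa7 (adjusted p = 0.0142) and edgeR without the filter called Acacb, Ankrd36, Cacna2d4, Cox7a2 and Ndufa7 among others (adjusted p from 2.3e-06 to 0.0465).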

In CBD-treated *3xTg-AD* vs. vehicle mice, all of these genes marked for AD pathology were either reversed in expression (downregulated to upregulated: Ramp3, Sema4c, Rin1, Acvr1, Iqck, Tagln3, Scg5, and Cacna2d4; upregulated to downregulated: Mgat3, Tmem63c, Prkar1b, Kcnk2, and Ncan) or no longer appeared as a DEG in *3xTg-AD* mice (Supplementary Table 22). 

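Cacna2d4, a calcium channel subunit, was the only gene of these tested, with a log2 fold change of 1.85 (standard error 0.92, adjusted p = 0.932 from edgeR) in CBD against vehicle 3xTg-AD mice. Under the filter, Ramp3 had 14 reads in 3xTg-AD CBD against 0 in 3xTg-AD vehicle mice (at least 4.33-fold higher), Sema4c 19 against 0, Rin1 13 against 0 and Tagln3 16 against 0, and Acvr1 had 22 against 2, Iqck 15 against 1 and Scg5 18 against 3. Mgat3 had 0 reads in 3xTg-AD CBD against 10 in 3xTg-AD vehicle mice (at least 3.59-fold lower), Tmem63c 0 against 8, Prkar1b 0 against 9, Kcnk2 0 against 9 and Ncan 1 against 18. EdgeR called 0 higher and 0 lower in CBD against vehicle 3xTg-AD mice, DESeq2 called 0 higher and 0 lower, and 271 higher and 63 lower passed at an unadjusted p under 0.05 and over 2-fold. Without the week 8 library of M5553, a setting chosen after seeing the data, 119 higher and 81 lower passed that threshold. With all libraries 45 genes passed it in opposite directions in the genotype and the CBD contrast and 9 in the same direction. Simulated counts without any genotype or CBD effect, sharing the vehicle mice as here, gave 36.9 opposite genes (26 to 57 over 20 runs) and 0.35 in the same direction. The correlation of the log2 fold changes was -0.21 against -0.44 in the simulation. Since the simulation leaves out the genotype difference, 36.9 is not the count to be expected here without CBD. When the vehicle mice were split so that the contrasts shared none, the correlation averaged 0.00 (-0.09 to 0.09 over 20 splits). The paper states that the genes it marks for AD in this blood comparison either switched direction or ceased to be called with CBD.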

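Apoe (ENSMUSG00000002985, chromosome 7 from 19696109 to 19699188), the lipid carrier with the strongest common risk variant for AD, was lower in 3xTg-AD vehicle mice without passing, with a log2 fold change of -1.88 (standard error 0.55, adjusted p = 0.0777 from edgeR). Its level was 1.75 ± 0.972 CPM in 3xTg-AD against 6.74 ± 1.27 CPM in wild-type mice (SD, n = 5 and 3). CBD against vehicle in 3xTg-AD mice gave -0.14 (standard error 0.51, adjusted p = 0.999 from edgeR), so no change with CBD was found. At week 0, before any CBD, Apoe was already lower in tail blood of 3xTg-AD vehicle mice, with a log2 fold change of -2.54 (standard error 0.55, adjusted p = 0.0181 from edgeR). Apoe no longer passed between genotypes at week 0 when M5443 was left out (adjusted p up to 0.0757 from edgeR). DESeq2 called Apoe between genotypes under vehicle in blood (adjusted p = 0.0266) and edgeR without the filter called Apoe between genotypes under vehicle in blood (adjusted p = 3.8e-06).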

Another noteworthy finding is that apolipoprotein E (Apoe; Pendse et al., 2009) was a downregulated DEG in *3xTg-AD* mice relative to wild-type (Supplementary Table 21), an observation no longer apparent with CBD treatment (Supplementary Table 22).

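Lockd (ENSMUSG00000098318, chromosome 6 from 134929092 to 134956798), a non-coding RNA beside Cdkn1b, was higher in 3xTg-AD vehicle mice, with a log2 fold change of 2.53 (standard error 0.53, adjusted p = 0.0196 from edgeR). Timm8b, a chaperone of mitochondrial import, and Sidt1, a lysosomal RNA transporter of lymphocytes, did not pass, with 1.42 ± 0.48 for Timm8b (adjusted p = 0.133) and -1.21 ± 0.35 for Sidt1 (adjusted p = 0.0757) from edgeR. C920006O11Rik had 1 read in 3xTg-AD vehicle against 21 in wild-type vehicle mice (a ratio of 0.0654 with a 95% counting interval of 0.00158 to 0.406) and Angptl6 had 0 reads in 3xTg-AD vehicle against 22 in wild-type vehicle mice (at least 5.34-fold lower). Necab2, Gprasp2, Kcng2 and Asic4 had 4 against 0, 1 against 12, 8 against 58 and 6 against 0 reads, and Acat3 had 21 against 5. Of the genes in this group, 3 of 11 passed the filter and edgeR called 1 higher (2 higher and 1 lower when adjusted over the list alone, 2 higher and 1 lower at an unadjusted p under 0.05, 2 higher and 1 lower called by DESeq2, each over 2-fold). Lockd no longer passed when 1 of M5441, M5443 or M5447 was left out (adjusted p up to 0.114 from edgeR). DESeq2 called Sidt1 and Timm8b (adjusted p from 0.0339 to 0.0453) and edgeR without the filter called Sidt1 and Timm8b (adjusted p from 0.00346 to 0.00775).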

With continuing consideration of DEGs not necessarily selective for AD pathology originally identified in longitudinal analyses of *3xTg-AD* mice (Figure 1A, Supplementary Table 1), C920006O11Rik, Timm8b, Necab2, Gprasp2, Kcng2, Asic4, Kcnq4, Lockd, Angptl6, Sidt1, and Acat3 also appeared as DEGs in the cross-sectional analysis of vehicle *3xTg-AD* vs. wild-type mice (Supplementary Table 21). Of these DEGs, only two remained (C920006O11Rik and Angptl6) and were reversed in direction of expression from downregulated to upregulated in CBD-treated *3xTg-AD* animals (Supplementary Table 22). 

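C920006O11Rik had 16 reads in 3xTg-AD CBD against 1 in 3xTg-AD vehicle mice (a ratio of 14.9 with a 95% counting interval of 2.31 to 623), and Angptl6 had 8 reads in 3xTg-AD CBD against 0 in 3xTg-AD vehicle mice (at least 2.48-fold higher). Lockd and Timm8b gave log2 fold changes of 0.47 ± 0.41 for Lockd (adjusted p = 0.987) and 0.63 ± 0.40 for Timm8b (adjusted p = 0.947) under CBD from edgeR, with the sign of the genotype difference kept. C920006O11Rik and Angptl6 fell under the filter. Under CBD, of the same group, 3 of 11 passed the filter and edgeR called 0 (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 called by DESeq2, each over 2-fold).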

For DEGs that overlapped in longitudinal blood analyses of *3xTg-AD* vs. wild-type B6129 vehicle (week 0–8; age, 4.5 to 6.5 mo) mice while opposite in direction of expression among groups (Supplementary Table 3), five ncRNAs (Gm13270, Gm17096, Gm42462, Gm5067, and Snora21), A830018L16Rik, Hhat1, Iqsec3, Limcd1, Masp1, Ppfia2, Slc13a4, and Spink10 appeared again as DEGs in cross-sectional analyses of *3xTg-AD* mice vs. wild-type (6.5 mo; Supplementary Table 21). 

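Snora21, which guides pseudouridylation of ribosomal RNA, and Gm42462 gave log2 fold changes of 0.27 ± 0.55 for Snora21 (adjusted p = 0.844) and -2.17 ± 0.78 for Gm42462 (adjusted p = 0.155) in 3xTg-AD against wild-type vehicle mice from edgeR. Slc13a4, a sulfate carrier of brain coverings, had 14 reads in 3xTg-AD vehicle against 0 in wild-type vehicle mice (at least 6.41-fold higher), and Gm17096 had 0 against 13, Gm13270 2 against 27 and Gm5067 4 against 0. A830018L16Rik, Hhatl, Iqsec3 and Lmcd1 had 4 against 0, 5 against 0, 4 against 0 and 5 against 0 reads, and Masp1, Ppfia2 and Spink10 had 4 against 0, 7 against 1 and 14 against 1. Of all genes of this list, 2 of 13 passed the filter and edgeR called 0 (1 lower when adjusted over the list alone, 1 lower at an unadjusted p under 0.05, 0 called by DESeq2, each over 2-fold).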

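Slc13a4 had 0 reads in 3xTg-AD CBD against 14 in 3xTg-AD vehicle mice (at least 5.03-fold lower). Gm17096 had 9 reads in 3xTg-AD CBD against 0 in 3xTg-AD vehicle mice (at least 2.79-fold higher). Slc13a4 and Gm17096 fell under the filter in trunk blood, so edgeR with the filter tested neither for CBD against vehicle.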

Only two of these genes (Gm17096 and Slc13a4) remained in the CBD-treated *3xTg-AD* group vs. *3xTg-AD* vehicle, whereby CBD treatment again reversed their direction of expression relative to vehicle (Supplementary Table 22). Of all the genes common to longitudinal and cross-sectional analyses in *3xTg-AD* vs. wild-type animals above, note that Kndc1, Sfrp1, Rbp4, and Etv4 also appear as upregulated DEGs in CBD-treated wild-type vs. vehicle animals at 6.5 mo of age (Supplementary Table 23). 

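Sfrp1, a Wnt antagonist of connective tissue, had 17 reads in wild-type CBD against 0 in wild-type vehicle mice (at least 4.68-fold higher). Rbp4, the retinol carrier of liver and fat, had 12 reads in wild-type CBD against 0 in wild-type vehicle mice (at least 3.31-fold higher), Kndc1 7 against 0 and Etv4 7 against 0. The CBD group holds 5 mice against 3, and Sfrp1, Rbp4, Kndc1 and Etv4 all fell under the filter. Over all genes edgeR called 0 higher and 0 lower in wild-type CBD against vehicle mice and DESeq2 3 higher and 0 lower, with 92 higher and 61 lower at an unadjusted p under 0.05 and over 2-fold.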

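Ndufa7 and Cox7a2 of the respiratory chain were higher in 3xTg-AD than in wild-type CBD mice, with log2 fold changes of 2.05 ± 0.46 for Ndufa7 (adjusted p = 0.0154) and 2.50 ± 0.59 for Cox7a2 (adjusted p = 0.0191) from edgeR. Ncr1 was lower with -1.87 (standard error 0.44, adjusted p = 0.0198 from edgeR), and Mir144, Ankrd36, Timm8b and Lockd were higher with 3.41 ± 0.66 for Mir144 (adjusted p = 0.00993), 3.90 ± 1.06 for Ankrd36 (adjusted p = 0.0332), 1.63 ± 0.41 for Timm8b (adjusted p = 0.0238) and 2.00 ± 0.42 for Lockd (adjusted p = 0.0117). Apoe did not pass, with -1.52 (standard error 0.5, adjusted p = 0.0752 from edgeR), and under the filter F12 had 0 reads in 3xTg-AD CBD against 15 in wild-type CBD mice (at least 3.24-fold lower), Prok2 12 against 0, Iqsec3 5 against 0 and Spink10 17 against 3. Of the genes named here, 8 of 12 passed the filter and edgeR called 6 higher and 1 lower (6 higher and 2 lower when adjusted over the list alone, 6 higher and 2 lower at an unadjusted p under 0.05, 6 higher and 2 lower called by DESeq2, each over 2-fold). EdgeR called 273 higher and 308 lower over all genes and DESeq2 414 higher and 354 lower, while leaving out single mice gave 87 and 138 without M5442 and 172 and 147 without M5449. A fit without the week 8 library of M5553 was chosen after seeing the data. There 292 genes were higher and 715 lower at an unadjusted p under 0.05 and over 2-fold. With all libraries these counts were 657 and 615. Nuclear genes of oxidative phosphorylation had 18 higher of 75 measured members called by edgeR (30 higher when adjusted over the list alone), a median log2 fold change of 0.84 and a camera adjusted p = 1.7e-12 (adjusted p = 0.446 with an estimated correlation). Cytosolic ribosomal proteins had 21 higher of 79 measured members called by edgeR (35 higher when adjusted over the list alone), a median log2 fold change of 0.87 and a camera adjusted p = 3.1e-15 (adjusted p = 0.446 with an estimated correlation). The library of 3xTg-AD CBD M5553 stood apart in both lists, at a mean log2 CPM of 4.75 against 2.76 to 3.18 in the other 4 mice for oxidative phosphorylation and 7.81 against 5.87 to 5.99 for ribosomal proteins, and without it the medians were 0.18 (camera adjusted p = 8.0e-05) and 0.21 (camera adjusted p = 4.6e-07). Platelet markers had 10 lower of 15 measured members called by edgeR (11 lower when adjusted over the list alone), a median log2 fold change of -1.29 and a camera adjusted p = 1.4e-14 (adjusted p = 0.292 with an estimated correlation), and neutrophil markers had 6 higher of 19 measured members called by edgeR (8 higher when adjusted over the list alone), a median log2 fold change of 0.65 and a camera adjusted p = 0.152 (adjusted p = 0.863 with an estimated correlation). Ankrd36, Cox7a2 and Timm8b no longer passed when 1 of M5442, M5445, M5448, M5449 or M5553 was left out (adjusted p up to 0.217 from edgeR). Apoe passed once M5551 was left out (adjusted p down to 0.0427 from edgeR). DESeq2 called Apoe (adjusted p = 0.0319) and edgeR without the filter called Apoe and Prok2 (adjusted p from 1.4e-04 to 0.0471).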

For CBD-treated *3xTg-AD* vs. CBD-treated wild-type mice cross-sectional analyses in blood, downregulated DEGs include F12, Ncr1, and Apoe and upregulated DEGs include Ndufa7, Cox7a2, miR144, Ankrd36, Prok2, Timm8b, Lockd, Iqsec3, and Spink10 (Supplementary Table 24).

### Select DEGs in brains of *3xTg-AD* relative to wild-type animals with and without CBD treatment: cross-sectional analysis

As a basis of central nervous function, we also examined cross-sectional analyses of DEGs among all study groups at the 6.5 mo timepoint following 8 wks of vehicle treatment or CBD in brain samples. 

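Brain RNA was taken at week 8, at 6.5 months of age, from the same mice whose blood was sequenced, with 5 for 3xTg-AD vehicle, 5 for 3xTg-AD CBD, 3 for wild-type vehicle and 5 for wild-type CBD. A single edgeR fit over the brain libraries gave the genotype contrast under vehicle and under CBD and the CBD contrast within each genotype. The biological coefficient of variation was 11.9% over 19216 genes, lower than in blood, so smaller changes could be called. No brain sample was taken before treatment, so a difference between treated and vehicle mice in brain cannot be set against its own start. As in trunk blood, the 3xTg-AD vehicle mice enter both the genotype contrast and the CBD contrast.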

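Gemin8 and Arhgap6, an assembly factor of small nuclear ribonucleoproteins and a GTPase activator, differed between 3xTg-AD and wild-type brains under vehicle, with log2 fold changes of 1.03 ± 0.13 for Gemin8 (adjusted p = 7.6e-05) and 1.01 ± 0.14 for Arhgap6 (adjusted p = 1.9e-04) from edgeR. Tlr7, an RNA sensor of microglia, gave 1.10 (standard error 0.2, adjusted p = 0.00302 from edgeR). Ccl27a and Clec3b gave -2.35 ± 0.11 for Ccl27a (adjusted p = 7.7e-12) and -2.36 ± 0.26 for Clec3b (adjusted p = 1.2e-05), and Myo7a, a motor of sensory hair cells, gave -2.21 (standard error 0.26, adjusted p = 3.0e-05 from edgeR). EdgeR called 61 higher and 121 lower and DESeq2 57 higher and 82 lower, with 232 higher and 217 lower at an unadjusted p under 0.05 and over 2-fold. No single mouse left out moved the count by more than 1.5-fold. A fixed difference between the mouse lines was tested on blood genes only, so for these brain genes it stays open. Microglial markers had 0 of 12 measured members called by edgeR (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of -0.04 and a camera adjusted p = 0.938 (adjusted p = 0.955 with an estimated correlation). Interferon-stimulated genes had 1 lower of 42 measured members called by edgeR (1 lower when adjusted over the list alone), a median log2 fold change of 0.34 (0.33 with members at 0 reads in a group set to their bound) and a camera adjusted p = 0.184 (adjusted p = 0.853 with an estimated correlation). Arhgap6, Gemin8 and Tlr7 no longer passed when 1 of M5441, M5447, M5546, M5548 or M5550 was left out (adjusted p up to 0.0249 from edgeR, with a log2 fold change of 1 or less in size).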

With cross-sectional comparison of brains of *3xTg-AD* animals at AD onset relative to wild-type (6.5 mo, 8 wks vehicle treatment; Figure 6A, Supplementary Table 25), 72 and 28 DEGs were significantly downregulated and upregulated, respectively. 

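Pla2g4e (ENSMUSG00000050211, chromosome 2 from 120166412 to 120245335), a phospholipase that makes precursors of endocannabinoids, was lower in 3xTg-AD brains, with a log2 fold change of -2.58 (standard error 0.18, adjusted p = 8.5e-09 from edgeR), at 3.72 ± 0.56 CPM in 3xTg-AD against 22.1 ± 7.25 CPM in wild-type mice (SD, n = 5 and 3). Serpina3n, an astrocyte protease inhibitor, Il15, a cytokine for NK and T cells, and Aqp6, a water channel, were lower with -1.88 ± 0.48 for Serpina3n (adjusted p = 0.0273), -1.67 ± 0.40 for Il15 (adjusted p = 0.0190) and -1.20 ± 0.22 for Aqp6 (adjusted p = 0.00298) from edgeR. Ccr1 (ENSMUSG00000025804, chromosome 9 from 123962124 to 123968692), a chemokine receptor of phagocytes, and Exoc3l2, an exocyst gene near Apoe, were higher with 2.48 ± 0.61 for Ccr1 (adjusted p = 0.0228) and 2.18 ± 0.43 for Exoc3l2 (adjusted p = 0.00638). Usp18, Cxcl13 and Ccr6 did not pass, with 2.41 ± 1.17 for Usp18 (adjusted p = 0.228), 4.22 ± 1.98 for Cxcl13 (adjusted p = 0.210) and -2.74 ± 1.15 for Ccr6 (adjusted p = 0.159). Under the filter, Osm had 12 reads in 3xTg-AD vehicle against 0 in wild-type vehicle mice (at least 2.3-fold higher), Kcnn4 29 against 1 and Ifi204 30 against 1, while Rnase6 had 1 against 12, Ms4a1 1 against 7, Osgin1 7 against 33, C5ar2 7 against 28 and Nlrc4 8 against 27. Of the genes named for this comparison, 10 of 18 passed the filter and edgeR called 2 higher and 5 lower (3 higher and 6 lower when adjusted over the list alone, 3 higher and 6 lower at an unadjusted p under 0.05, 4 lower called by DESeq2, each over 2-fold). Serpina3n, Ccr1 and Il15 no longer passed when 1 of M5441, M5443, M5447, M5546, M5550, M5552 or M5554 was left out (adjusted p up to 0.219 from edgeR). Osgin1 passed once M5441 was left out (adjusted p down to 0.0445 from edgeR). DESeq2 did not call Ccr1, Exoc3l2 and Il15 (no adjusted p given for at least 1) and edgeR without the filter called C5ar2, Ccr6, Cxcl13, Kcnn4 and Nlrc4 among others (adjusted p from 0.00858 to 0.0457).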

AD-selective genes include ribonuclease A family member 6 (Rnase6; Seto et al., 2022; Bolivar et al., 2024), membrane-spanning 4-domains, subfamily A, member 1 (Ms4a1; Deming et al., 2019), oxidative stress-induced growth inhibitor 1 (Osgin1; Kang et al., 2023), C-C motif chemokine receptor 1 & 6 (Ccr1/6; Halks-Miller et al., 2003; Subramanian et al., 2010; D'Angelo et al., 2020), complement c5a receptor 2 (C5ar2; Carvalho et al., 2022), phospholipase A2 group IVE (Pla2g4e; Perez-Gonzalez et al., 2020), NLR family, CARD domain containing 4 (Nlrc4; Saadi et al., 2020), Ubc (Nguyen et al., 2024), serine (or cysteine) peptidase inhibitor, clade A, member 3N (Serpina3n; Saroja et al., 2022), Il15 (Clark et al., 2021; Janelidze et al., 2018), Aqp6 (Amro et al., 2023), exocyst complex component 3-like 2 (Exoc3l2; Wu et al., 2017; Seshadri et al., 2010), ubiquitin specific peptidase 18 (Usp18; Widjaya et al., 2023; Xiang et al., 2018), Oncostatin m (Osm; Yu et al., 2023; Whelan et al., 2019), Kcnn4 (Kosoy et al., 2022; Maezawa et al., 2012), interferon-activated gene 204 (Ifi204; Green et al., 2022), and C-X-C motif chemokine ligand 13 (Cxcl13; Karaahmet et al., 2022; Figure 6A, Supplementary Table 25). In the corresponding cross-sectional analysis in blood for *3xTg-AD* vs. wild-type mice, Ubc is an exact match whereas other homolog DEGs appear as Rnase1, Ms4a4b, Ccr5/9, Aqp11, Usp46, and Cxcl14 (Supplementary Table 26). In addition, note that Ms4a7 and Kcnn3 appear as homolog genes in longitudinal analyses as AD onset in *3xTg-AD* mice (6.5 vs. 4.5 mo; Supplementary Table 1). 

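In blood of 3xTg-AD against wild-type vehicle mice, Ms4a4b of T cells was lower and Usp46, a deubiquitinase, was higher, with log2 fold changes of -1.30 ± 0.31 for Ms4a4b (adjusted p = 0.0310) and 1.55 ± 0.39 for Usp46 (adjusted p = 0.0415) from edgeR. Ccr9 and Aqp11 did not pass, with -2.77 ± 0.95 for Ccr9 (adjusted p = 0.134) and -2.79 ± 1.35 for Aqp11 (adjusted p = 0.310), and Cxcl14 had 28 reads in 3xTg-AD vehicle against 0 in wild-type vehicle mice (at least 12.8-fold higher). Rnase1 has no entry under that name in the deposited table. Ms4a4b and Usp46 no longer passed when 1 of M5441, M5443, M5447, M5546, M5548, M5550, M5552 or M5554 was left out (adjusted p up to 0.177 from edgeR). edgeR without the filter called Aqp11, Ccr9 and Cxcl14 (adjusted p from 1.9e-09 to 0.0332).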

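Ms4a7, a membrane gene of macrophages, had 17 reads at week 8 against 3 at week 0 (a ratio of 10.1 with a 95% counting interval of 2.93 to 54) in blood of 3xTg-AD vehicle mice. Kcnn3, a calcium-gated potassium channel, had 8 reads at week 8 against 0 at week 0 (at least 4.77-fold higher). Ms4a7 and Kcnn3 fell under the filter in blood over time and were not tested there by edgeR with it.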

Other notable genes commonly regulated among the blood and brain compartments include eukaryotic translation initiation factor 3, subunit J2 (Eif3j2), enolase 1b (Eno1b), guanylate binding protein 2 (Gbp2b), H4 clustered histone 17 (H4c17) mitochondrial ribosomal protein S12 (Mrps12), apolipoprotein L 11b (Apol11b), and budding uninhibited by benzimidazoles 1 mitotic checkpoint serine/threonine kinase B (Bub1b; Supplementary Table 26). 

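Eif3j2 (ENSMUSG00000043424, chromosome 18 from 43475418 to 43477796), a copy of a translation initiation gene, was lower in both tissues of 3xTg-AD mice, with -6.15 (standard error 0.35, adjusted p = 1.4e-10 from edgeR) in brain and -3.98 (standard error 0.52, adjusted p = 0.00100 from edgeR) in blood. H4c17, a histone gene, and Mrps12 of the mitochondrial ribosome were lower in both, with -7.09 ± 0.99 for H4c17 (adjusted p = 5.5e-04) and -1.40 ± 0.28 for Mrps12 (adjusted p = 0.00695) in brain and -4.69 ± 0.88 for H4c17 (adjusted p = 0.0125) and -2.78 ± 0.61 for Mrps12 (adjusted p = 0.0240) in blood from edgeR, and Bub1b of the mitotic checkpoint was higher, with 2.13 (standard error 0.45, adjusted p = 0.00876 from edgeR) and 2.41 (standard error 0.5, adjusted p = 0.0184 from edgeR). Eno1b and Gbp2b were lower in brain, with -5.47 ± 1.09 for Eno1b (adjusted p = 0.00660) and 0 against 35 reads for Gbp2b (at least 20.3-fold lower, adjusted p = 0.0372), and did not pass in blood, with -4.22 ± 1.34 for Eno1b (adjusted p = 0.106) and -4.26 ± 1.16 for Gbp2b (adjusted p = 0.0615). Apol11b was higher in blood with 2.78 (standard error 0.44, adjusted p = 0.00533 from edgeR) and had 40 reads in 3xTg-AD vehicle against 2 in wild-type vehicle mice in brain. At week 0, before treatment, Eif3j2 and H4c17 were already lower in tail blood, with -3.76 ± 0.59 for Eif3j2 (adjusted p = 0.00279) and -4.60 ± 0.94 for H4c17 (adjusted p = 0.0128), while Bub1b did not pass, with 2.65 (standard error 0.75, adjusted p = 0.0653 from edgeR). Over the 11835 genes tested in both tissues, 21 were called the same way (5 higher and 16 lower, against 0.279 and 0.306 for independent lists, a count that leaves out that the same mice gave both tissues) and 3 in opposite directions. Gbp2b and Bub1b no longer passed between genotypes under vehicle in brain when 1 of M5441, M5447, M5546, M5548, M5550, M5552 or M5554 was left out (adjusted p up to 0.144 from edgeR), and Mrps12, Bub1b and H4c17 no longer passed between genotypes under vehicle in blood when 1 of M5441, M5443, M5447 or M5552 was left out (adjusted p up to 0.116 from edgeR), and H4c17 no longer passed between genotypes at week 0 when M5443 was left out (adjusted p up to 0.0669 from edgeR). Bub1b passed between genotypes at week 0 once M5546 was left out (adjusted p down to 0.0449 from edgeR). DESeq2 did not call Gbp2b between genotypes under vehicle in brain (no adjusted p given) and called Gbp2b between genotypes under vehicle in blood (adjusted p = 0.0134) and called Bub1b between genotypes at week 0 (adjusted p = 0.0126) and edgeR without the filter called Apol11b between genotypes under vehicle in brain (adjusted p = 0.0143) and called Eno1b and Gbp2b between genotypes under vehicle in blood (adjusted p from 3.6e-07 to 1.7e-05) and called Bub1b between genotypes at week 0 (adjusted p = 3.0e-12).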

Interestingly, one gene is regulated in opposite directions in brain (up) relative to blood (down) collagen, type VI, alpha 4 (Col6a4) in marking DEGs among *3xTg-AD* vs. wild-type mice (Supplementary Table 26).

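Col6a4 (ENSMUSG00000032572, chromosome 9 from 105989454 to 106096783), a chain of collagen VI, was higher in brain of 3xTg-AD vehicle mice and lower in blood, with 2.76 (standard error 0.59, adjusted p = 0.0107 from edgeR) in brain and -5.65 (standard error 1.27, adjusted p = 0.0246 from edgeR) in blood. Its level in brain was 2.49 ± 0.89 CPM in 3xTg-AD against 0.362 ± 0.0631 CPM in wild-type mice (SD, n = 5 and 3), and in blood it was 0.0426 ± 0.0672 CPM in 3xTg-AD against 2.13 ± 0.854 CPM in wild-type mice (SD, n = 5 and 3). In tail blood at week 0 it already had 0 against 191 reads for Col6a4 (at least 104-fold lower, adjusted p = 0.00989). Col6a4 is thus 1 of the genes called in opposite directions in brain and blood. Col6a4 no longer passed between genotypes under vehicle in brain when M5443 was left out (adjusted p up to 0.0563 from edgeR), and Col6a4 no longer passed between genotypes under vehicle in blood when 1 of M5441, M5443, M5447, M5548, M5552 or M5554 was left out (adjusted p up to 0.0855 from edgeR). In contrast to edgeR, DESeq2 did not call Col6a4 between genotypes under vehicle in blood (adjusted p = 0.0607).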

**Figure 6:**
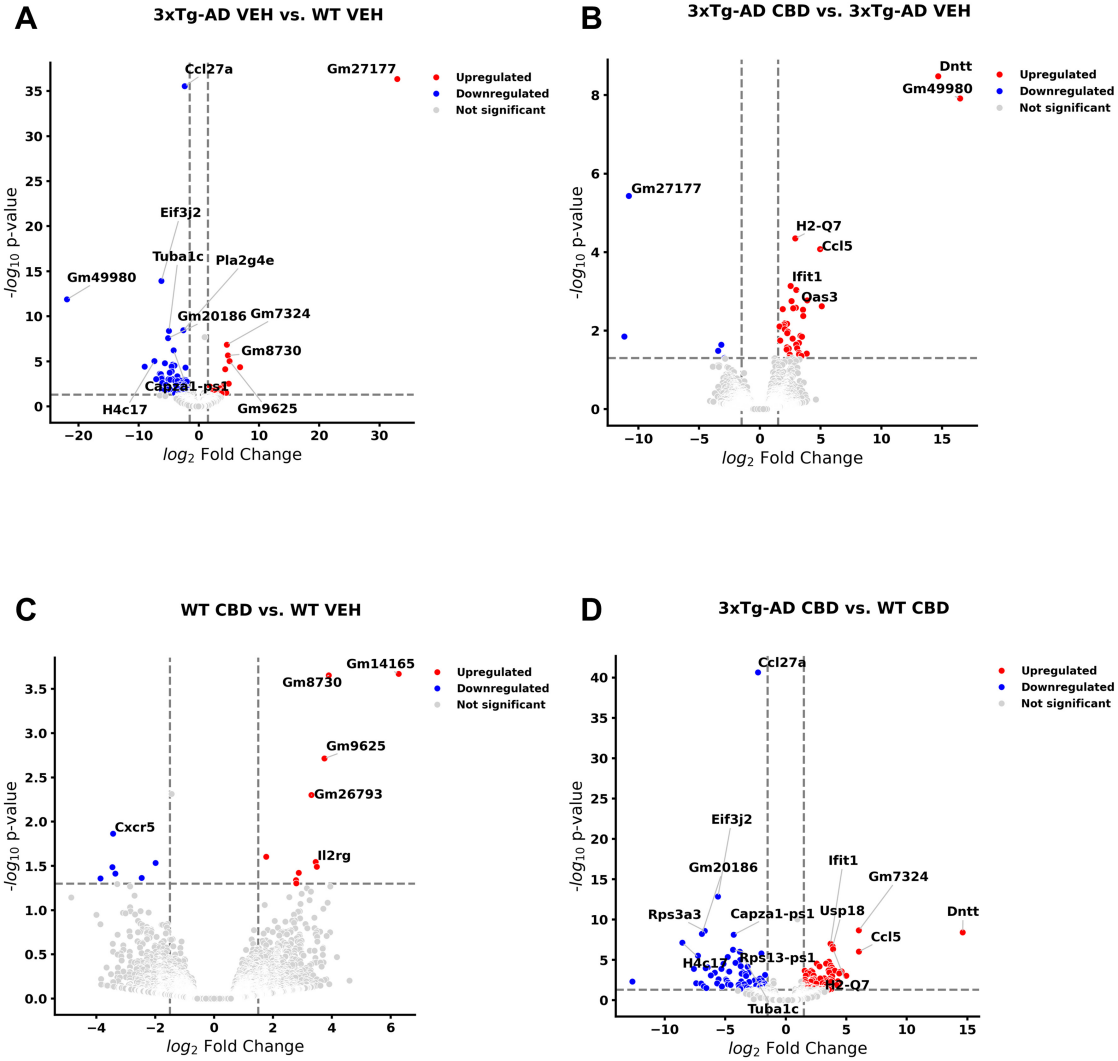
Volcano plots of cross-sectional profiles collected from whole brain: effect of Alzheimer's disease onset and cannabidiol. Genes that were upregulated (red), downregulated (blue), and were not significantly altered (light gray). **(A)** Genes that were altered in 6.5 mo *3xTg-AD* vs. age-matched B6129 mice; 72 and 28 genes were less and more in expression, respectively (see Supplementary Table 25). **(B)** Cannabidiol (CBD)-treated *3xTg-AD* vs. *3xTg-AD* vehicle mice; 5 and 38 genes were less and more in expression, respectively (see Supplementary Table 26). **(C)** CBD-treated B6129 vs. B6129 vehicle mice; 7 and 10 genes were less and more in expression, respectively (see Supplementary Table 27). **(D)** CBD-treated *3xTg-AD* vs. CBD-treated B6129 mice; 73 and 98 genes were less and more in expression, respectively (see Supplementary Table 28). Data were obtained from *n* = 3–5 male mice per group. For corresponding cross-sectional comparisons of blood samples across respective groups, see Supplementary Tables 21–24. For cross-sectional of gene markers that were matched across blood and brain compartments, see Supplementary Tables 29–32. This figure was generated through the use of QIAGEN IPA (QIAGEN Inc., https://digitalinsights.qiagen.com/IPA) (Krämer et al., 2014).

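Usp18, a brake on interferon signaling, gave a log2 fold change of 2.23 (standard error 0.69, adjusted p = 0.999 from edgeR) in CBD against vehicle 3xTg-AD brains. Of the 719 reads of Usp18 in CBD mice, 603 came from M5551. Serpina3n, lower in 3xTg-AD than in wild-type brains, gave 0.30 (standard error 0.46, adjusted p = 0.999 from edgeR) with CBD. EdgeR called 0 higher and 0 lower in CBD against vehicle 3xTg-AD brains and DESeq2 0 higher and 0 lower, with 63 higher and 21 lower at an unadjusted p under 0.05 and over 2-fold. Between 3xTg-AD and wild-type mice under CBD 94 genes were called the same way as under vehicle and 0 the opposite way. The paper states that CBD left none of the brain genes marked by genotype except Usp18. edgeR without the filter called Usp18 (adjusted p = 0.00156).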

In CBD-treated *3xTg-AD* animals for the brain (Figure 6B), none of the DEGs remained as marked in *3xTg-AD* relative to wild-type mice with the exception of a persistent upregulation of Usp18 regardless of CBD treatment in *3xTg-AD* mice (Supplementary Tables 25, 27). However, note that there were relevant gene homologs in CBD-treated animals such as opposing regulations of Nlrc5 and Gbp3 in CBD-treated *3xTg-AD* mice (Supplementary Table 27) vs. Nlrc4 and Gbp2b, respectively, in *3xTg-AD* vehicle vs. wild-type mice (Supplementary Table 25). Furthermore, homologs Ifi204 and CxCl13 (*3xTg-AD* vs. wild-type; Supplementary Table 25) and Ifi44/206/209/27l2a and Cxcl10 (CBD-treated vs. vehicle *3xTg-AD* mice; Supplementary Table 27) were commonly upregulated. 

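Nlrc5, which drives class I genes, and Gbp3, a guanylate binding protein induced by interferon, gave log2 fold changes of 1.87 ± 0.55 for Nlrc5 (adjusted p = 0.999) and 1.61 ± 0.48 for Gbp3 (adjusted p = 0.999) under CBD from edgeR, without passing. M5551 held 161 of 224 reads of Nlrc5 and 972 of 1366 of Gbp3 in the CBD group. Between genotypes under vehicle Nlrc5 and Gbp3 gave 0.24 ± 0.74 for Nlrc5 (adjusted p = 0.890) and 0.40 ± 0.60 for Gbp3 (adjusted p = 0.747). With CBD Nlrc4 had 15 against 8 and Gbp2b 0 against 0 reads in CBD against vehicle 3xTg-AD brains. edgeR without the filter called Gbp3 and Nlrc5 (adjusted p from 8.5e-04 to 0.0109).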

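Cxcl10, a chemokine induced by interferon, and Ifi44 were higher in CBD than in vehicle 3xTg-AD brains without passing, with log2 fold changes of 4.93 ± 1.13 for Cxcl10 (adjusted p = 0.999) and 3.52 ± 0.84 for Ifi44 (adjusted p = 0.999) from edgeR. Ifi27l2a and Cxcl13 gave 2.28 ± 0.72 for Ifi27l2a (adjusted p = 0.999) and 2.35 ± 0.80 for Cxcl13 (adjusted p = 0.999). Ifi204, Ifi206 and Ifi209 had 104 against 30, 35 against 3 and 70 against 18 reads. In the CBD group M5551 held 176 of the reads of Cxcl10, 475 of Ifi44, 383 of Ifi27l2a and 87 of Ifi204. Of the genes named here, 5 of 8 passed the filter and edgeR called 0 (5 higher when adjusted over the list alone, 5 higher at an unadjusted p under 0.05, 0 called by DESeq2, each over 2-fold). edgeR without the filter called Cxcl10, Cxcl13, Ifi27l2a and Ifi44 (adjusted p from 1.5e-05 to 0.0203).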

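Gm49980, a long non-coding RNA, had 2 reads in 3xTg-AD CBD against 0 in 3xTg-AD vehicle mice in brain and 0 reads in 3xTg-AD CBD against 4 in 3xTg-AD vehicle mice in trunk blood. With that few reads no fold is given in brain, and edgeR gave adjusted p = 0.999 in both tissues. The 0 against 58 reads in brain and 4 against 1322 in blood of 3xTg-AD against wild-type vehicle mice lie mostly on the wild-type side without passing. edgeR without the filter called Gm49980 between genotypes under vehicle in brain (adjusted p = 7.9e-05) and called Gm49980 between genotypes under vehicle in blood (adjusted p = 1.3e-59).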

Note that there is only one precise DEG match that is regulated in opposing directions among cross-sectional blood and brain compartments for CBD-treated vs. vehicle *3xTg-AD* mice as the lncRNA Gm49980 (Supplementary Table 28).

Relatively few DEGs were apparent for CBD-treated vs. vehicle wild-type mice as 7 downregulated [e.g., Cxcr5 and Midline 1 (Mid1)] and 10 upregulated [e.g., Nurim (Nrm), Lymphocyte transmembrane adaptor 1 (Lax1), SLAM family member 6 (Slamf6), Immunoglobulin kappa constant (Igkc) and Immunoglobulin kappa chain variable 12-41 (Igkv12-41)] genes while not overlapping with those of CBD-treated *3xTg-AD* animals (Figure 6C, Supplementary Table 29). Furthermore, overlapping DEGs (all upregulated) among the brain and blood compartments for the CBD-treated vs. vehicle wild-type animals are limited to three pseudogenes (Gm14165, Gm8730, and Gm96250; Supplementary Table 30).

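Mid1 (ENSMUSG00000035299, chromosome X from 169685199 to 170005736), a ubiquitin ligase on microtubules, was lower in CBD than in vehicle wild-type brains, with a log2 fold change of -1.44 (standard error 0.24, adjusted p = 0.0313 from edgeR). Nrm, a nuclear membrane protein, and Igkc, the kappa chain constant region of B cells, did not pass, with 1.75 ± 0.49 for Nrm (adjusted p = 1.00) and 2.71 ± 1.72 for Igkc (adjusted p = 1.00) from edgeR. Under the filter, Lax1 had 23 reads in wild-type CBD against 2 in wild-type vehicle mice (a ratio of 6.95 with a 95% counting interval of 1.72 to 60.9), Slamf6 23 against 2, Igkv12-41 10 against 0 and Cxcr5 0 against 6. EdgeR called 3 higher and 1 lower over all genes and DESeq2 3 higher and 2 lower, with 66 higher and 31 lower at an unadjusted p under 0.05 and over 2-fold. When the same mice were split across the groups in every other way, 11 of 56 splits, counting the real one, gave as many calls or more. B cell markers had 0 of 6 measured members called by edgeR (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of -0.12 and a camera adjusted p = 0.611 (adjusted p = 0.976 with an estimated correlation). Mid1 no longer passed when 1 of M5441, M5442, M5444, M5445, M5447, M5448 or M5449 was left out (adjusted p up to 0.396 from edgeR).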

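Gm14165, Gm8730 and Gm9625, pseudogenes, were higher in CBD than in vehicle wild-type brains, with log2 fold changes of 6.04 ± 0.97 for Gm14165 (adjusted p = 0.0283), 3.90 ± 0.60 for Gm8730 (adjusted p = 0.0283) and 3.73 ± 0.64 for Gm9625 (adjusted p = 0.0313) from edgeR. In trunk blood of the same mice they gave 6.71 ± 1.21 for Gm14165 (adjusted p = 0.180), 4.61 ± 0.89 for Gm8730 (adjusted p = 0.180) and 5.32 ± 1.01 for Gm9625 (adjusted p = 0.180), and so did not pass. Gm8730 and Gm9625 were also higher in 3xTg-AD than in wild-type vehicle brains, with 4.82 ± 0.59 for Gm8730 (adjusted p = 4.2e-05) and 5.07 ± 0.60 for Gm9625 (adjusted p = 3.0e-05), where no mouse had CBD. In tail blood before treatment the mice later given CBD or vehicle already stood apart for Gm8730 and Gm9625 at an unadjusted p under 0.05, though not by adjusted p, with 4.47 ± 0.78 for Gm8730 (adjusted p = 0.0599) and 5.08 ± 0.99 for Gm9625 (adjusted p = 0.107). Gm14165, Gm8730 and Gm9625 no longer passed for CBD against vehicle in wild-type brain when 1 of M5441, M5442, M5443, M5444, M5445, M5447 or M5449 was left out (adjusted p up to 0.355 from edgeR). Gm14165, Gm8730 and Gm9625 passed for CBD against vehicle in wild-type blood once M5448 was left out (adjusted p down to 1.9e-04 from edgeR), and Gm8730 and Gm9625 passed for wild-type groups at week 0 once M5445 or M5448 was left out (adjusted p down to 4.7e-05 from edgeR). DESeq2 called Gm14165, Gm8730 and Gm9625 for CBD against vehicle in wild-type blood (adjusted p from 7.4e-07 to 9.7e-05) and called Gm8730 and Gm9625 for wild-type groups at week 0 (adjusted p from 2.2e-06 to 4.7e-05) and edgeR without the filter called Gm14165, Gm8730 and Gm9625 for CBD against vehicle in wild-type blood (adjusted p from 1.6e-50 to 1.3e-31) and called Gm8730 and Gm9625 for wild-type groups at week 0 (adjusted p from 6.4e-33 to 8.3e-29).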

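Arhgap6, Mid1 and Tlr7 differed between 3xTg-AD and wild-type brains under CBD, with log2 fold changes of 1.04 ± 0.12 for Arhgap6 (adjusted p = 1.2e-05), 1.55 ± 0.22 for Mid1 (adjusted p = 2.1e-04) and 1.10 ± 0.16 for Tlr7 (adjusted p = 4.6e-04) from edgeR. Pla2g4e and Ccl27a gave -2.01 ± 0.17 for Pla2g4e (adjusted p = 1.9e-07) and -2.29 ± 0.1 for Ccl27a (adjusted p = 2.2e-12), and C4b, the complement gene, gave 1.16 (standard error 0.19, adjusted p = 9.3e-04 from edgeR). EdgeR called 120 higher and 127 lower and DESeq2 78 higher and 71 lower, with 228 higher and 194 lower at an unadjusted p under 0.05 and over 2-fold. Leaving out single mice gave 67 and 97 without M5445 and 42 and 79 without M5551. C4b and Arhgap6 no longer passed when 1 of M5444, M5551 or M5555 was left out (adjusted p up to 7.2e-05 from edgeR, with a log2 fold change of 1 or less in size).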

For CBD-treated *3xTg-AD* vs. CBD-treated wild-type animals, 73 and 98 genes were upregulated and downregulated, respectively (Figure 6D, Supplementary Table 31). 

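Eif3j2 and Eno1b were lower in 3xTg-AD CBD mice in both tissues, with -5.54 ± 0.34 for Eif3j2 (adjusted p = 4.9e-10) and -4.90 ± 0.99 for Eno1b (adjusted p = 0.00655) in brain and -2.36 ± 0.45 for Eif3j2 (adjusted p = 0.00993) and -6.30 ± 1.58 for Eno1b (adjusted p = 0.0236) in blood from edgeR. Cxcl13, a chemokine for B cells, was higher in brain with 4.84 (standard error 1.07, adjusted p = 0.0102 from edgeR) and had 21 reads in 3xTg-AD CBD against 4 in wild-type CBD mice in blood, where it fell under the filter. Apol11b was higher in blood with 1.50 (standard error 0.35, adjusted p = 0.0175 from edgeR) and had 36 against 9 reads in brain. Dntt (ENSMUSG00000025014, chromosome 19 from 41029275 to 41059525), which adds nucleotides in immature lymphocytes, was lower in blood with -7.62 (standard error 1.95, adjusted p = 0.0261 from edgeR) and had 1 against 0 reads in brain, too few to give a direction. In week 8 blood the wild-type CBD library of M5448 stood apart in thymocyte genes. Its mean log2 CPM was 4.38 against -0.15 to 0.91 in the rest of its group. Of the 225 brain reads of Cxcl13 in 3xTg-AD CBD mice, 188 came from M5551. Dntt and Eno1b no longer passed between genotypes under CBD in blood when 1 of M5547, M5551 or M5553 was left out (adjusted p up to 0.0562 from edgeR). In contrast to edgeR, DESeq2 did not call Cxcl13 between genotypes under CBD in brain (no adjusted p given) and edgeR without the filter called Apol11b between genotypes under CBD in brain (adjusted p = 0.0330).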

With relevance to notable genes marked in the brain for AD pathology and CBD treatment in *3xTg-AD* animals, Eif3j2, Eno1b, Apol11b, and Cxcl13 commonly mark both biological sample compartments with DNA nucleotidylexotransferase (Dntt) regulated in opposing directions in brain relative to blood (Supplementary Table 32).

### Pathways of AD onset influenced by CBD treatment: cross-sectional brain analyses

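Astrocyte and neuron markers, the main cells of brain, gave a median of -0.2 log2 (camera adjusted p = 0.235, or 0.853 with an estimated correlation) and a median of 0.07 log2 (camera adjusted p = 0.284, or 0.853 with an estimated correlation) in 3xTg-AD against wild-type vehicle brains. Of 33 lists tested there, 1 were higher and 2 lower by camera and 0 passed with an estimated correlation. In CBD against vehicle wild-type brains 0 were higher and 1 lower, and 0 passed with an estimated correlation. Mid1 and Gm14165 are genes called in the latter comparison, and Pla2g4e and Eif3j2 in the former.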

With comparison of brain samples among all animal groups at 6.5 mo (8 wks vehicle or CBD treatment), there were no significant canonical pathways (cutoff: –log *p*-value > 1.3 & absolute *z*-score > 2.0) to distinguish *3xTg-AD* or CBD-treated wild-type mice from the wild-type vehicle group. Note that the relative scarcity in DEGs (≤10) among these groups for the brain may explain the absence of canonical pathways recognized among respective groups. 

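Myo7a and Gemin8 are among 182 genes called between 3xTg-AD and wild-type vehicle brains. Only 4 genes, Mid1 and 3 pseudogenes, were called between CBD and vehicle wild-type brains. Planted log2 fold changes of 2 were recovered for 96% of genes in the genotype contrast of brain. The paper proposes that scarce genes may explain why no pathway was recognized in brain.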

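Interferon-stimulated genes, which include Usp18, Ifi44 and Cxcl10, were higher as a list in CBD than in vehicle 3xTg-AD brains, with 0 of 42 measured members called by edgeR (23 higher when adjusted over the list alone, 24 higher at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of 1.14 and a camera adjusted p = 8.4e-19 (adjusted p = 0.617 with an estimated correlation). Their mean in single CBD brains was 0.67, 0.74, 3.98, 1.27 and 1.58 log2 CPM in M5547, M5549, M5551, M5553 and M5555, against 0.61 to 1.30 in vehicle brains. Without M5551 the list had a median log2 fold change of 0.09 and a camera adjusted p = 0.521. Class I and antigen processing genes had 0 of 14 measured members called by edgeR (3 higher when adjusted over the list alone, 3 higher at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of 0.56 and a camera adjusted p = 2.9e-06 (adjusted p = 0.617 with an estimated correlation), and without M5551 a median of -0.01 (camera adjusted p = 0.935). In blood of M5551 the mean of interferon-stimulated genes was 3.59 log2 CPM at week 0, before the first dose, and 3.14 at week 8.

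**Figure D5:**
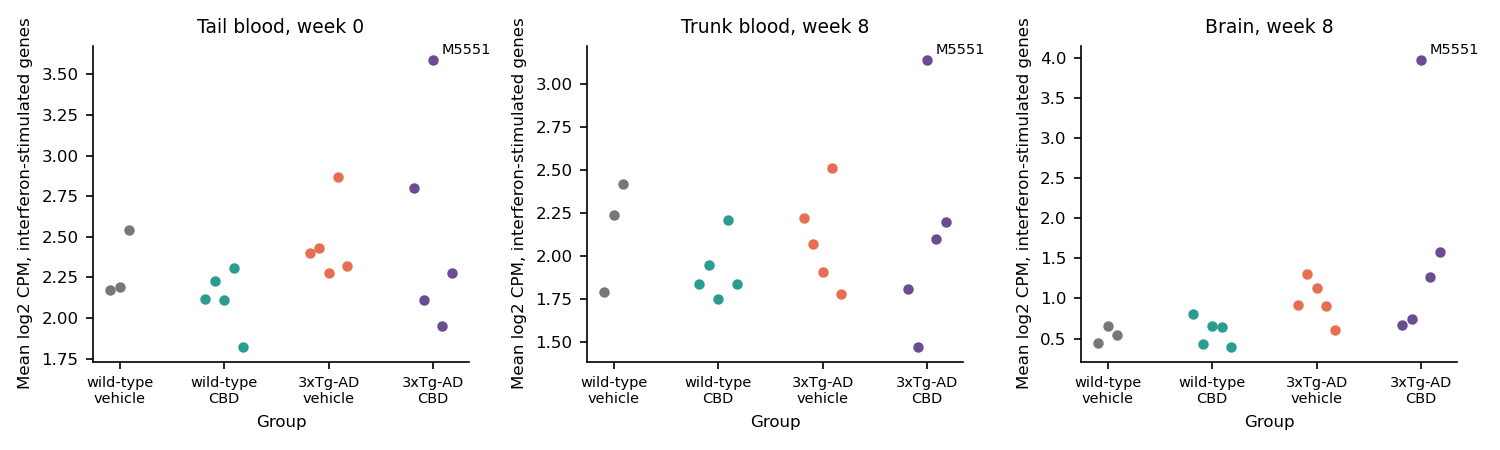
Mean log2 CPM of interferon-stimulated genes in each library of tail blood at week 0, trunk blood at week 8 and brain at week 8, 1 point per mouse by group, with CBD-treated 3xTg-AD M5551 labeled.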

Five upregulated pathways of the CBD-treated *3xTg-AD* vs. *3xTg-AD* vehicle group included (from greatest to least) interferon alpha/beta signaling, role of hypercytokinemia/hyperchemokinemia in the pathogenesis of influenza, interferon gamma signaling, pathogen induced cytokine storm signaling, and neuroinflammation signaling (Figure 7A). Gene overlap was most prominent for upregulation of overall pathogen-influenced signaling, disease-specific pathways, and the immune system (Figure 7B). 

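Usp18, Ifi44, Ifi27l2a and Cxcl10 were higher in 3xTg-AD than in wild-type brains under CBD, with log2 fold changes of 3.84 ± 0.80 for Usp18 (adjusted p = 0.00762), 3.61 ± 0.85 for Ifi44 (adjusted p = 0.0145), 3.56 ± 0.82 for Ifi27l2a (adjusted p = 0.0129) and 4.18 ± 1.05 for Cxcl10 (adjusted p = 0.0198) from edgeR. Interferon-stimulated genes as a list had 23 higher of 42 measured members called by edgeR (31 higher and 1 lower when adjusted over the list alone), a median log2 fold change of 1.48 and a camera adjusted p = 4.3e-09 (adjusted p = 0.987 with an estimated correlation). Class I and antigen processing genes had 6 higher of 14 measured members called by edgeR (6 higher when adjusted over the list alone), a median log2 fold change of 0.71 and a camera adjusted p = 0.00290 (adjusted p = 0.987 with an estimated correlation). With M5551 left out, 5 interferon-stimulated genes were called higher and 1 lower, at a median of 0.47, and 0 of the class I genes, at 0.23, while both lists still passed (camera adjusted p = 1.2e-05 and 0.0103, adjusted p = 0.972 for either with an estimated correlation). Ifi27l2a, Ifi44 and Cxcl10 no longer passed when M5445 or M5551 was left out (adjusted p up to 0.143 from edgeR). With 1 mouse left out the log2 fold changes went down to 1.71 for Usp18, 1.22 for Ifi44 and 1.85 for Ifi27l2a over 10 fits. Cxcl10 was tested in only 7 of these fits, with a lowest value of 4.03. Its value in the remaining fits is not known. Usp18 kept its call each time. DESeq2 did not call Cxcl10 (no adjusted p given).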

For comparisons of CBD-treated *3xTg-AD* vs. CBD-treated wild-type, additional upregulated pathways included OAS antiviral response, class I MHC-mediated antigen processing and presentation, multiple sclerosis signaling, and immunoregulatory interactions between a lymphoid and a non-lymphoid cell (Figure 8A) with gene overlap patterns similar to CBD-treated *3xTg-AD* vs. vehicle (Figures 7B, 8B).

**Figure 7:**
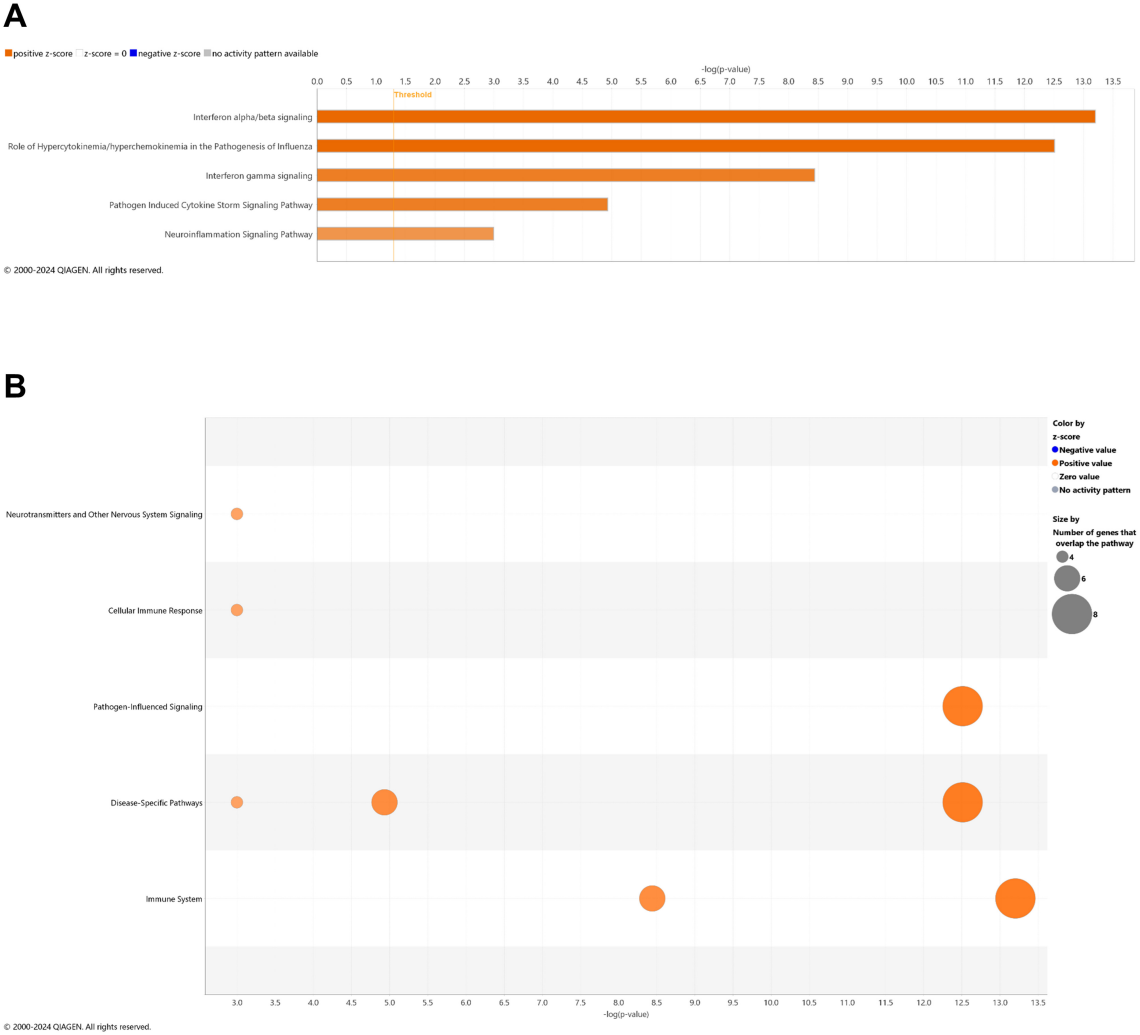
Cell signaling pathways and categories in whole brain in Alzheimer's disease animals treated with cannabidiol relative to vehicle controls. **(A)** Canonical pathways that were significantly more (orange, 5) or less (blue, 0) in 6.5 mo CBD-treated *3xTg-AD* vs. *3xTg-AD* vehicle mice. **(B)** Bubble plots of the number of genes that overlap with major pathway categories with size of bubble directly indicating the amount of overlap; more = orange and less = blue. The Ingenuity pathway analysis setting was set at a log2 fold change cutoff at 1.0 up and −1.0 down (*p*-value ≤ 0.05). The significance of canonical pathways was determined at a –log(*p*-value) greater >1.3 and absolute *z*-score of >2.0. Data were obtained from *n* = 5 male mice per group. Note that no significant pathways emerged in comparisons among brains of *3xTg-AD* vs. wild-type B6129 mice or CBD-treated wild-type B6129 vs. wild-type vehicle mice. This figure was generated through the use of QIAGEN IPA (QIAGEN Inc., https://digitalinsights.qiagen.com/IPA) (Krämer et al., 2014).

**Figure 8:**
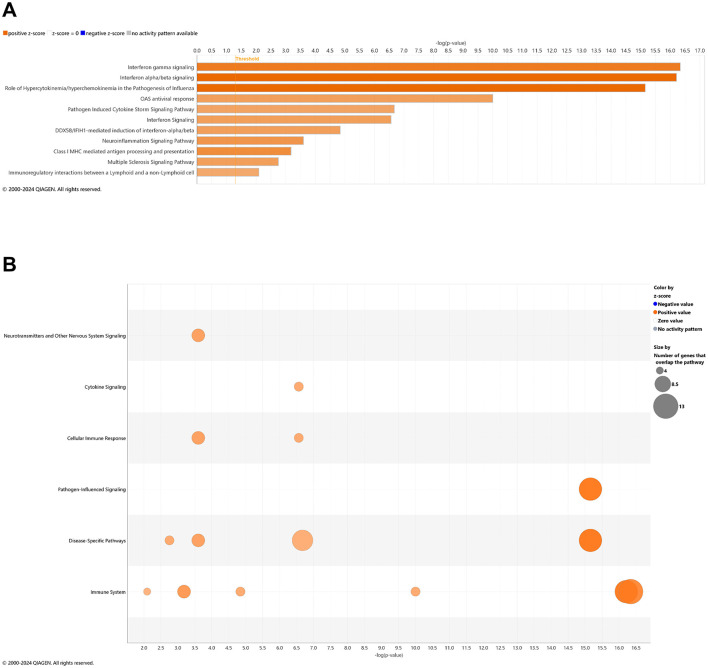
Cell signaling pathways and categories in whole brain in Alzheimer's disease animals treated with cannabidiol relative to vehicle controls. **(A)** Canonical pathways that were significantly more (orange, 11) or less (blue, 0) in 6.5 mo CBD-treated *3xTg-AD* vs. CBD-treated wild-type B6129 mice. **(B)** Bubble plots of the number of genes that overlap with major pathway categories with size of bubble directly indicating the amount of overlap; more = orange and less = blue. The Ingenuity pathway analysis setting was set at a log2 fold change cutoff at 1.0 up and −1.0 down (*p*-value ≤ 0.05). The significance of canonical pathways was determined at a –log(*p*-value) >1.3 and absolute *z*-score of >2.0. Data were obtained from *n* = 5 male mice per group. Note that no significant pathways emerged in comparisons among brains of *3xTg-AD* vs. wild-type B6129 mice or CBD-treated wild-type B6129 vs. wild-type vehicle mice. This figure was generated through the use of QIAGEN IPA (QIAGEN Inc., https://digitalinsights.qiagen.com/IPA) (Krämer et al., 2014).

### Metabolites of AD onset influenced by CBD treatment: cross-sectional brain analyses

With knowing the general role of metabolomics, and particularly altered profiles of lipids (He et al., 2025) and immune markers (Ahmad et al., 2024) during Alzheimer's disease pathogenesis, we also sought to compare all study groups at 6.5 mo of age following 8 wks of vehicle treatment or CBD in brain samples. Using an untargeted screen, in positive mode, there were 73 significant metabolites whereas in negative mode, there were 39 metabolites. In total, there were 112 metabolites that marked *3xTg-AD* vs. wild-type vehicle mice (Supplementary Tables 33, 34).

Relative to *3xTg-AD* vehicle, all metabolites in CBD-treated *3xTg-AD* animals were not at a detectable level to show significance except for phosphate, which was increased in *3xTg-AD* vs. wild-type vehicle but decreased in CBD-treated *3xTg-AD* animals vs. vehicle (Supplementary Table 34). In wild-type animals, notable metabolites such as androstane, glutamate, palmitoyl ethanolamide, and malic acid were less in CBD-treated vs. vehicle animals, whereas 2-methylserine was higher. Furthermore, CBD-treated *3xTg-AD* animals show higher 13,16,19-docosatrienoicacid, glycero-3-phosphoethanolamine, N-dodecanoylsphinganine, 11-eicosenoic acid, 11,14,17-eicosatrienoic acid, 13,16,19-docosatrienoic acid, 2-hydroxyglutarate, 3-methylindole, 3b-hydroxy-5-cholenoic acid, oleic acid, carnitine, cis-5-tetradecenoylcarnitine, fructose 6-phosphate, glutaconate, glycerophosphoglycerol, eicosadienoic acid, leucine, pantetheine, phenylalanine, sn-glycero-3-phosphoethanolamine, stearic acid, tryptophan, and xanthosine levels but lesser 1-linoleoylglycerophosphocholine, 16-HETE, 2-arachidonyl-sn-glycero-3-phosphoethanolamine, 9-nitrooleate, arachidonic acid methyl ester, N-arachidonoyl taurine, lysophosphatidylethanolamine (22:6/0:0), 11(Guard et al., 2022)-EET, 2-aminomuconate, and guanosine relative to CBD-treated wild-type animals (Supplementary Tables 33, 34).

### Behavioral analyses

Since AD is a cognitive disorder (Baerresen et al., 2015), we sought to assess learning, spatial, exploratory, and organizational behavior (Hartman et al., 2001; Rudobeck et al., 2017) longitudinally in the same wild-type and *3xTg-AD* animals used for the molecular analyses in the absence and presence of CBD treatment. In the MWM (cued visible platform phase), both *3xTg-AD* and wild-type mice groups exhibited reduced total distance traveled at 6.5 vs. 4.5 mo, but the reduction in the wild-type group was approximately double of that for the *3xTg-AD* mice (≈40% vs. ≈22%, respectively; Figure 9). *3xTg-AD* mice at AD onset (6.5 mo) swam ≈2.9 times greater distance relative to the age-matched, wild-type mice. The effects of CBD at 6.5 mo (following 8 wks of treatment) were negligible among respective *3xTg-AD* and wild-type animal groups (Figure 9). In addition, for the spatial submerged platform phase, note that there was a trend (P>0.05) of an increased average distance traveled by *3xTg-AD* vs. wild-type (Supplementary Figure 1). Overall, all study groups performed better at wk 8 (6.5 mo) relative to the starting point at wk 0 (4.5 mo) as indicated by a reduced travel distance (Supplementary Figure 2). There were no significant group differences among the cumulative distances to the target in the Spatial learning phase (Figure 10). During the Probe trials at wk 0, none of the groups spend more than 25% of the trial searching the correct target quadrant, suggesting a lack of memory for the escape platform's location. However, 8 wks later, the wild-type mice spent >25% of the trial searching the correct target quadrant (suggesting a memory for the escape platform's location; *P* < 0.05), whereas the *3xTg-AD* mice still did not (Supplementary Figure 3D). CBD treatment increased the average number of target zone entries by ≈22% in wild-type mice and ≈3% in *3xTg-AD* mice (Supplementary Figure 4). Furthermore, CBD increased the average time spent in the target zone by ≈20% in wild-type mice and ≈8% in *3xTg-AD* mice (Supplementary Figure 5). Finally, CBD treatment also decreased the average cumulative distance to target (i.e., improved performance) by ≈7% in wild-type mice and ≈4% in *3xTg-AD* mice (Supplementary Figure 6).

**Figure 9:**
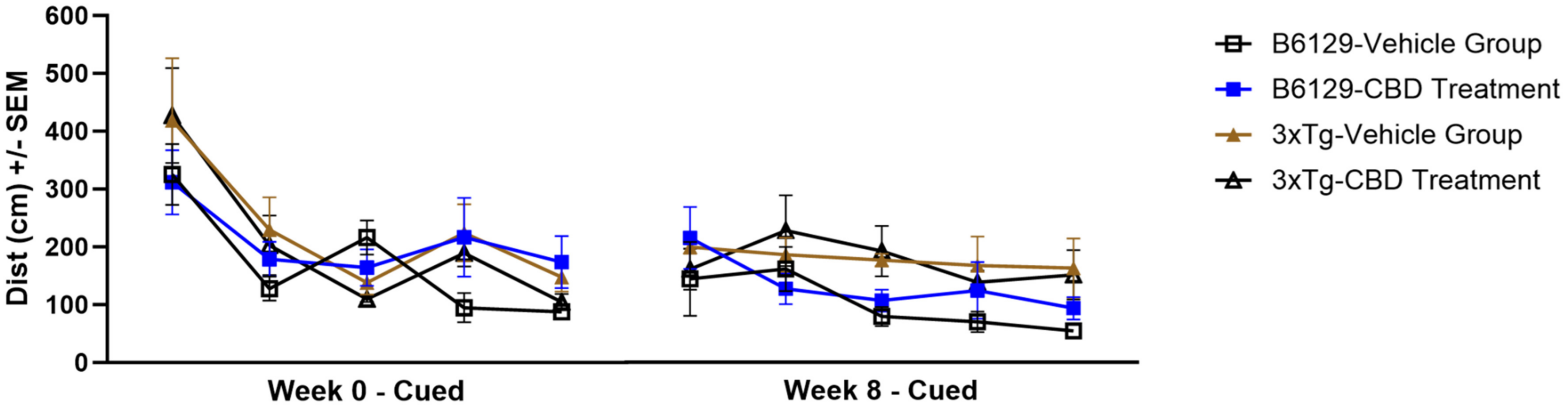
Cued characteristics of the water maze among wild-type and Alzheimer's disease animals with and without cannabidiol treatment. Animals were cued on Day 1 of each time period (five trials) as 0 wks (4.5 mo old) and 8 wks (6.5 mo) throughout the treatment period. A lower distance as marked on the y-axis implies greater learning ability. At week 8, the *3xTg-AD* mice (6.5 mo old) swam ≈2.9 times the distance relative to age-matched, wild-type B6129 mice. Both *3xTg-AD* and wild-type B6129 mice groups traveled less for total distance at wk 8 vs. wk 0, but the wild-type group showed a ≈40% reduction in travel relative to the *3xTg-AD* group (≈22%). The effects of cannabidiol (CBD) at wk 8 appear negligible among respective *3xTg-AD* and wild-type animal groups. Data were obtained from *n* = 3–5 mice per group. See Supplementary Figures 1, 2 for average distance data comparisons and individual block comparisons, respectively, among study groups.

**Figure 10:**
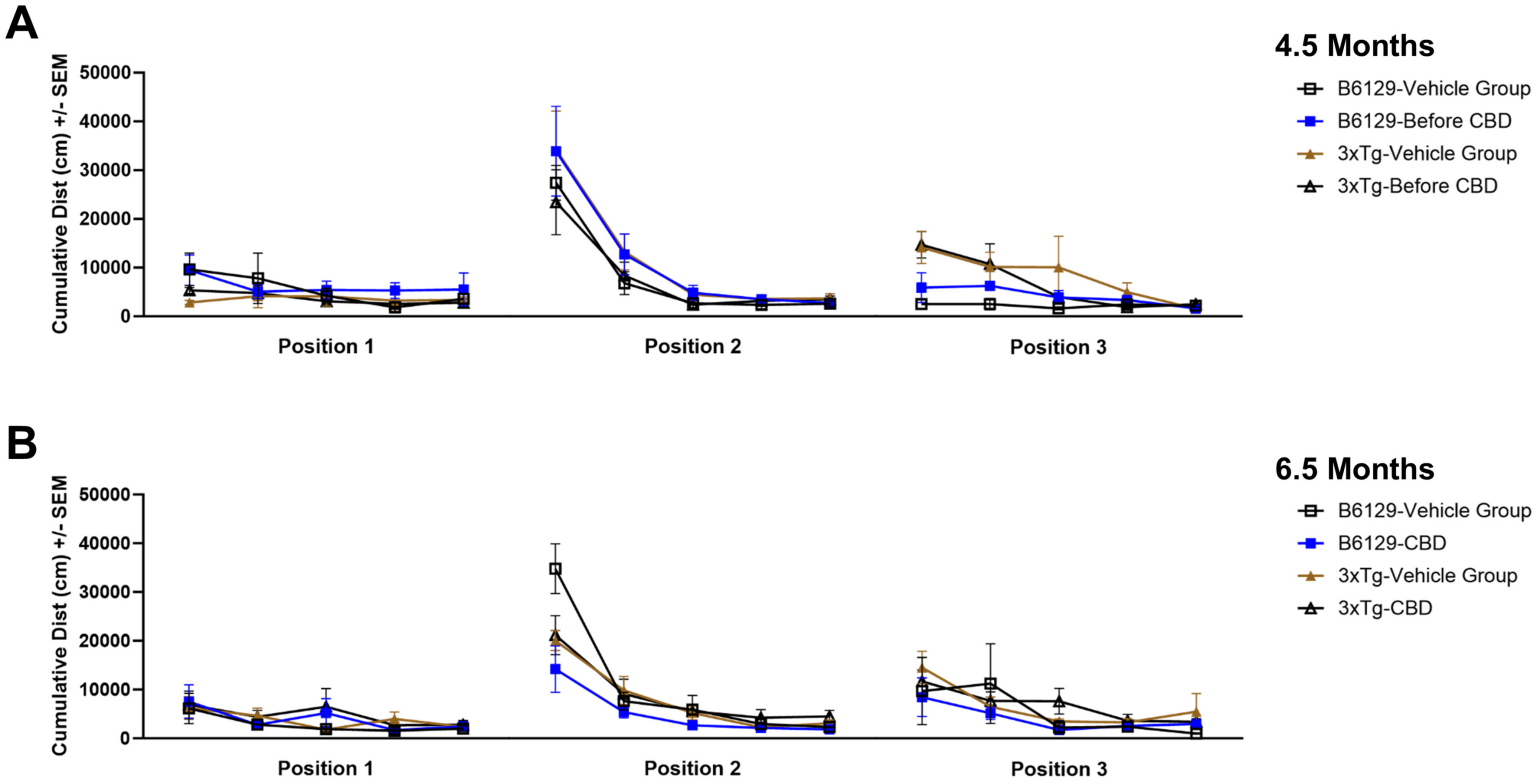
Distance traveled throughout three positions of the water maze among wild-type and Alzheimer's disease animals with and without cannabidiol treatment. **(A)** Cumulative distances traveled among groups at wk 0 (4.5 mo old) at Positions 1, 2, and 3. **(B)** As in A, at wk 8 (6.5 mo old). Note no significant differences overall among groups. Data were obtained from *n* = 3–5 mice per group. See Supplementary Figures 3–6 for additional details regarding individual spatial characteristics (number of target entries, percent time in target zone, and cumulative distance to target) among study groups.

For the OFT test, all mice on average spent more time in the periphery (edges and corners) relative to the open central zone, but the *3xTg-AD* mice spent significantly more time in the open central zone, suggesting a lack of anxiety about potentially risky behavior (Figures 11A, B). By 6.5 mo, only the wild-type vehicle mice spent significantly more time in the periphery (Figure 11C). There were no significant differences among the percentage of time spent in the center, parameter, and corners at 4.5 and 6.5 mo among study groups (Supplementary Figure 7). During 4.5 mo, note that the *3xTg-AD* mice were hyperactive, traveling significantly more distance relative to wild-type animals (Figures 12A, B). By 6.5 mo, however, the *3xTg-AD* mice were hypoactive, traveling less than the wild-type B6129 group. The effects of CBD on both groups were negligible (Figure 12C).

**Figure 11:**
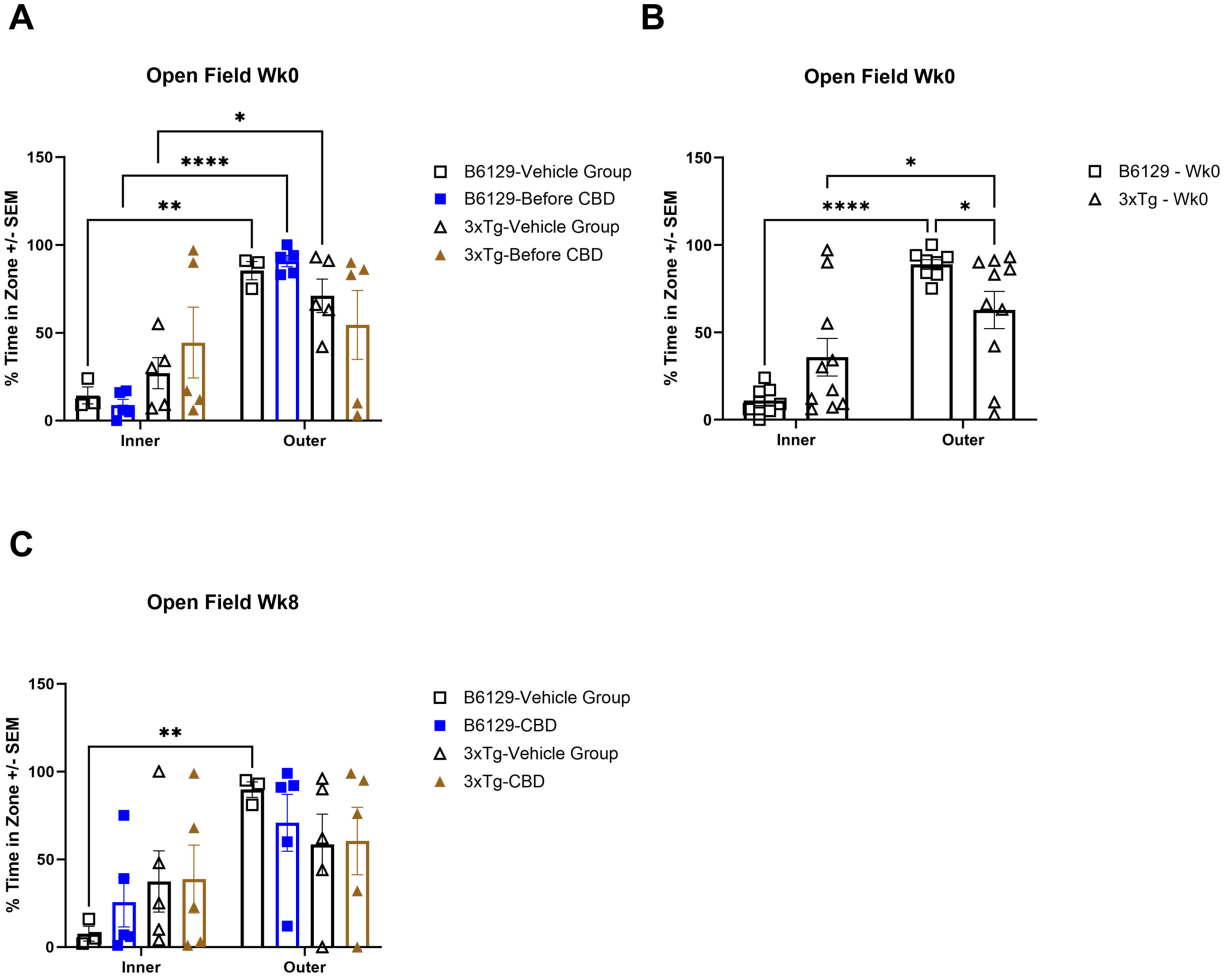
Time spent in the open field test among wild-type and Alzheimer's disease animals with and without cannabidiol treatment. **(A)** Travel times among inner (open central) and outer (periphery, edges, and corners) zones among all respective study groups at wk 0 (no exposure to CBD yet). Note that outer vs. inner zone times were generally higher in the wild-type but not *3xTg-AD* mice. **(B)** As in **(A)**, with data combined for wild-type B6129 and *3xTg-AD* mice, respectively, at wk 0. Although the time in the outer zone was higher relative to the inner zone in both groups, note the significantly less time in the outer zone for the *3xTg-AD* vs. wild-type B6129 mice. **(C)** As in **(A)**, with comparisons at wk 8. Note that the only group with a significantly higher outer vs. inner time zone value was wild-type B6129 vehicle. Data were obtained from *n* = 3–5 mice per group (*n* = 8–10 in combined CBD and vehicle comparisons); *P < 0.05, **P < 0.01, and ****P < 0.0001.

**Figure 12:**
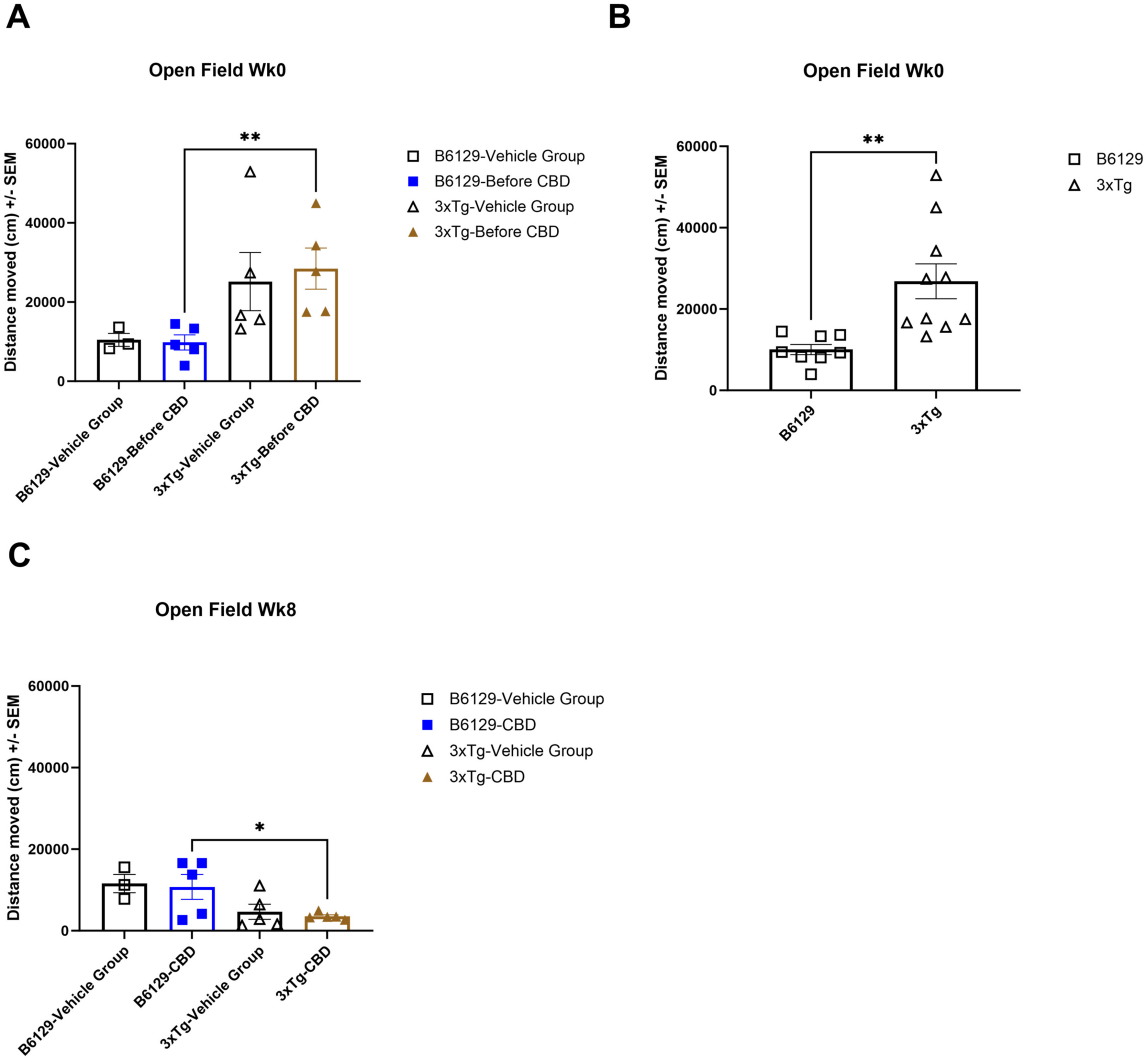
Average distance traveled in the open field test among wild-type and Alzheimer's disease animals with and without cannabidiol treatment. **(A)** The average distance traveled among all respective study groups at wk 0 (no exposure to CBD yet). The *3xTg-AD* animals indicate a trend of more distance traveled relative to wild-type B6129 animals. **(B)** As in A, with data combined for wild-type B6129 and *3xTg-AD* mice, respectively, at wk 0. Note significantly more distance traveled in the *3xTg-AD* group relative to wild-type B6129. **(C)** As in A, with comparisons at wk 8 following CBD vs. vehicle treatment. The distances traveled were generally less in the *3xTg-AD* vs. wild-type B6129 group with negligible effects of CBD. Data were obtained from *n* = 3–5 mice per group (*n* = 8–10 in combined CBD and vehicle comparisons); *P < 0.05, **P < 0.01. See Supplementary Figure 7 for the percentage of time spent in the center, parameter, and corners at wks 0 and 8 among study groups.

For the NBT test for cognitive function, there was a trend for lower nesting scores among *3xTg-AD* relative to wild-type mice at both 4.5 and 6.5 mo (Supplementary Figure 8). With neuropathological onset at 6.5 mo, average nest scores among *3xTg-AD* animals were relatively flat across three nights of examination while not exceeding a score of 4 (≈3.5–3.8). Apparent effects of CBD were mild in 6.5 mo *3xTg-AD* animals but with correspondence to average scores of 4 on the second and third nights relative to less < 4 in the vehicle *3xTg-AD* group. In contrast, nesting scores among 6.5 mo wild-type animals progressively increased over the three-night period from ≈3.5–4.5, with similar (or lesser) scores during CBD treatment relative to vehicle across all three nights.

## Discussion

With priorities for clarifying molecular pathogenesis from mild cognitive impairment to the onset of Alzheimer's disease pathology (Frech et al., 2024), and potential mechanisms of therapeutic cannabidiol intervention (Cummings et al., 2025), we conducted a thorough blood transcriptomic analysis of early-stage pathogenesis of Alzheimer's disease using the *3xTg-AD* animal model. Furthermore, additional cross-sectional analyses were performed on paired brain and blood samples during Alzheimer's disease onset relative to wild-type controls to survey potential agreement among prominent biomarkers of the blood circulation and central nervous system. Although a limitation of the study, a focus on only male animals in the current study is consistent with the bulk of differences noted in the molecular profile (Chum et al., 2022, 2024) and structure (Jullienne et al., 2022) of cerebral vessels relative to females in aging *3xTg-AD* mice. In brief, over 900 DEGs marked AD onset in *3xTg-AD* mice relative to the timepoint of cognitive impairment. Approximately 240 of these genes were identified as AD-associated markers pertinent to human subjects, whereby at least 75% were either removed as statistically significant or reversed in the direction of expression as a result of dietary cannabidiol treatment. Altogether, these data provide insight into the early-stage molecular pathogenesis of AD, susceptible to disruption by a chronic (≈2 month) cannabidiol intervention. Given the extensive datasets, selected biomarkers are further discussed below concerning their biological mechanisms and clinical implications.

### Genes of Alzheimer's disease onset: sensitivity to cannabidiol treatment

Relative to age-matched wild-type mice, ApoE was downregulated in the blood of *3xTg-AD* mice during onset of AD, a downregulated DEG that disappeared following CBD treatment. This finding is significant as ApoE deficiency promotes atherosclerosis in mice (Pendse et al., 2009) as most commonly observed in human subjects with the presence of the APOE4 gene and increased risk for developing AD pathology (Sun et al., 2023b). Recent *in silico* (Choi et al., 2023) and cholesterol transport (Allende et al., 2024) analyses involving aberrant ApoE function have been suggestive of CBD's utility in this regard. There were also genes significant upon AD onset in *3xTg-AD* mice that were reversed in the direction of expression following CBD treatment. Ramp3, Sema4c, Rin1, Acvr1, Iqck, Tagln3, Scg5, Cacna2d4, and Peg3 were downregulated with AD onset and were reversed to upregulated in expression following CBD treatment. Mgat3, Tmem63c, Kcnk2, Prkar1b, Smad9, and Rgs7bp were upregulated with AD onset and were reversed to downregulated in expression following CBD treatment. Other AD genes that were obviated as DEGs in response to CBD at AD onset included those that were downregulated (e.g., Ramp3, Tamalin, Sema4c, the lncRNA Map2k3os, Rin1, F12, Acvr1, Iqck, Tagln3, Scg5, Wfs1, Cacna2d4, Ncr1, and Esr1) and upregulated (e.g., Ndufa7, Cox7a2, Acacb, Gls2, Bmp4, Mgat3, Ppp1r3c, Vgf, Gpr6, Hapln2, Oprd1, Ntsr1, Lrfn5, Nap1l2, Pcsk2, Cckbr, Tmem63c, Prkar1b, the miRNA Mir144, Mei1, Tacr3, Lin7a, Gria4, Npsr1, Scara3, Ankrd36, Insm1, Snap91, St8sia3, Pcdh9, Rgs7, Chrna2, Pld6, Adamts13, Kcnk2, Slc17a7, Prok2, and Ncan). With organization across synaptic plasticity and development; neurovascular interactions; ion channels, receptors, and transporters; mitochondrial genes; inflammation and oxidative stress; and lipid and carbohydrate metabolism, these particular genes are emphasized for further discussion below.

### Synaptic development and plasticity

In the current study, we found that numerous genes linked to AD pathology are involved in neuronal network development and remodeling with development and aging (Kalra et al., 2025). Genetic interactions among RAMP3 and SEMA3A are notable for human subjects with AD (Wang et al., 2021), whereby Ramp3 mechanistically acts as an amylin receptor and regulates clearance of amyloid from the brain to the blood as demonstrated in the Tg2576 mouse model (Mohamed et al., 2017). Note that Sema4c is also expressed across human brain regions as the entorhinal cortex, hippocampus, middle temporal gyrus, posterior cingulate cortex, superior frontal gyrus, and visual cortex in AD human subjects (Puthiyedth et al., 2016). As both semaphorins (Sema3a and Sema4c) are known to regulate nervous system development and plasticity (Carulli et al., 2021), it is possible that the murine version of Ramp3 to Sema3a interaction noted with AD pathology in humans (Wang et al., 2021) more precisely involves Sema4c (and not Sema3a) instead. Although CBD treatment has not been identified for modulation of Ramp3 and the semaphorin genes in the past per AD pathology, stimulation of some cannabinoid receptors (e.g., CB1R) is known to increase Ramp3 expression (Glenn et al., 2024). Rin1 regulates postsynaptic neuronal plasticity, whereby its deficiency leads to enhanced amygdala long-term potential and associated aversive memory (Dhaka et al., 2003). Rin1 has also been identified as a hub gene in late-onset AD patients but in non-carriers of APOE4 (Jiang et al., 2016). Although interaction of CBD with Rin1 *per se* has not been established in prior studies, its ability to bolster Rin1 expression is consistent with overall effects as a reduction in learned fear and aversive memory (Bitencourt and Takahashi, 2018). Acvr1 is a type I receptor for bone morphogenetic protein while associated with hippocampal volume (Horgusluoglu-Moloch et al., 2019). CBD is an inhibitor of the expression of the inhibitor of DNA binding 1 (Id1) gene as a downstream target of Acvr1 (Messinger et al., 2023). While a binding partner for EF-hand proteins such as calmodulin, Iqck is a genome-wide risk signal for AD (Kunkle et al., 2019) and also associated with obesity (Hinney et al., 2014). Tagln3 assists with actin filament organization and is downregulated in patients with sporadic AD while a target of APOE4 (Arnaud et al., 2022). Prkar1b is a regulatory subunit of cyclic AMP-dependent protein kinase (PKA) and is associated with neurodevelopmental disorders and neurodegeneration in general (Benjamin-Zukerman et al., 2024) including distinctions among symptomatic and asymptomatic forms of AD (Tandon et al., 2023). Ncan is a chrondroitin sulfate proteoglycan involved in synaptic plasticity while associated with amyloid levels (Mravinacova et al., 2024). Vgf is inducible by the presence of nerve growth factor and is associated with the onset and progression of AD (Lu et al., 2025; Beckmann et al., 2020; Busse et al., 2015). Lrfn5 mediates cell adhesion for synaptic plasticity and coincides with AD and major depressive disorder (Nho et al., 2015). Pcdh9 is protocadherin involved in cell–cell adhesion in the presence of Ca^2+^ while associated with neurofibrillary tangles and phosphorylated tau (Ghose et al., 2024). Snap91 is a synaptosome-associated protein involved in clathrin and phosphatidylinositol binding activity while having been identified as a hub gene for AD (Hu et al., 2020). As an AD-selective DEG eliminated by CBD treatment, Cplx2 (Nie et al., 2021) also modulates neuronal control of memory in patients with schizophrenia (Hass et al., 2015) and during frontotemporal dementia (FTD) pathogenesis (Ramos-Miguel et al., 2018). Furthermore, Foxp2 [fundamental to nervous system evolution and development (Usui et al., 2014)] was significantly up- and downregulated in longitudinal analyses of *3xTg-AD* and wild-type mice, respectively; CBD treatment removed Foxp2 as a DEG for both groups. In addition to AD (Oswald et al., 2017), note that Foxp2 is also integral to the development of a host of neurodegenerative diseases including FTD (Padovani et al., 2010).

For regulation of neuronal growth, Bmp4 is a ligand of bone morphogenetic receptors (can activate Acvr1), whereby its increased expression correlates to decreased hippocampal cell proliferation during AD (Li et al., 2008) and white matter destruction following chronic hypoperfusion of the brain (Uemura et al., 2018). Past evidence has demonstrated that CBD can downregulate Bmp4 expression (Gurgul et al., 2024). In addition to Nap1l5 (Wang et al., 2022b), histone chaperone Nap1l2 regulates neuronal proliferation by interacting with chromatin while associated with AD among other neurodegenerative diseases (Haenig et al., 2020). Mei1 is involved in meiosis I for germ cell development with potential association with AD (Li and De Muynck, 2021). Finally, Peg3 of the Kruppel C2H2-type zinc finger protein family is also involved with regulating neuronal growth and development, whereby its deficiency (as demonstrated in the current study with *3xTg-AD* animals) leads to apoptosis (Broad et al., 2009). Alterations in miRNAs that primarily target mRNAs for cellular growth proliferation and development were also a molecular characteristic of cerebral vessels of aging *3xTg-AD* mice (Chum et al., 2022, 2024).

### Neurovascular interactions

At least from a mechanistic pathogenesis perspective, it is clear that AD has now been recognized as a neurovascular disorder as well (Chum et al., 2024; Zhu et al., 2022; Santisteban et al., 2023), whereby cerebrovascular growth, permeability, and resistance/tone operate or disintegrate together in concert toward brain health or dementia, respectively. Ankrd36 is ankyrin repeat domain protein that regulates blood pressure by interaction with the transcription factor YY1 and thereby influencing epithelial Na^+^ channel (ENaC) expression (Yan et al., 2021). Ankrd36 expression can be correlated with Mini-Mental State Examination (MMSE) and Medial Temporal Atrophy (MTA) scores, particularly in Vietnamese AD patients (Cao et al., 2023). Adamts13 is metalloproteinase that regulates thrombosis by cleaving von Willebrand Factor (VWF) while comprising a vascular disease axis component of AD (Hanas et al., 2021). Hapln2 supports formation of the blood–nerve barrier but elevated levels may also contribute to neurodegeneration during AD (Tandon et al., 2023) or Parkinson's disease (Wang et al., 2016). Smad9 expression was completely reversed in the direction of the expression from *3xTg-AD* vehicle (upregulated by log2 fold change = 3) to CBD-treated *3xTg-AD* mice (downregulated by log2 fold change = 3). Furthermore, signaling pathways at AD onset that were primarily addressed with CBD treatment (e.g., embryonic stem cell pluripotency, adipogenesis, proliferation and myelination, and molecular mechanisms of cancer) centered on Smad9. As a target of miR-132 and miR-27a, Smad9 was also highlighted as a strong indicator of AD onset in our prior studies that had examined the molecular pathogenesis of cerebral vessels of aging *3xTg-AD* animals (Chum et al., 2022, 2024). Although CBD treatment did not eliminate Prelp (Li and De Muynck, 2021) in *3xTg-AD* animals, the extent of upregulation was decreased (log2 fold change in vehicle = 5.1 vs. CBD-treated = 2.7). Prelp is selectively expressed in vascular smooth muscle cells and pericytes and regulates cellular adhesion of integrity of the blood brain barrier (Davaapil et al., 2023). Although not as associated with AD *per se*, CBD also reversed expression of the angiogenic gene Angptl6 (Carbone et al., 2018) from down- to upregulated relative to *3xTg-AD* vehicle mice.

### Ion channels, receptors, and transporters

As with all chronic co-morbidities that ultimately develop from vascular aging and compromised perfusion of the central nervous system and periphery, AD is also a “channelopathy” in large part (Behringer, 2023). Cacna2d4 is an L-type voltage-dependent Ca^2+^ channel auxiliary subunit (α2/δ4) while a marker of AD and hyperhomocysteinemia (Wang et al., 2023). Tmem63c is an osmo-sensitive Ca^2+^-permeant cation channel and an early-stage biomarker of AD (Yaghoobi and Malekpour, 2024). Kcnk2 is a two-pore domain background K^+^ channel that can also mark brain atrophy per cognitive impairment and AD (Li and De Muynck, 2021; Le Guen et al., 2019). Gpr6 is an adenylate cyclase-activating GPCR (G_s_) with CBD as an inverse agonist and has been proposed as a therapeutic target of AD and Parkinson's disease (Laun et al., 2019; Benoit et al., 2013). Oprd1 is a delta-type opioid GPCR (G_i_/G_o_) and is associated with slowing of oscillatory brain activity per AD (Macedo et al., 2021). Ntsr1 is a promiscuous neurotensin GPCR (G_s_, G_q/11_, G_i/o_, and G_12/13_) with altered expression in concert with the appetite stimulant ghrelin during AD (Gahete et al., 2010). Cckbr is a GPCR (G_q_ and G_i_) for gastrin and cholecystokinin while integrated with the activities of several other receptors such as the AMPA ionotropic and metabotropic glutamate receptors and CB1Rs for governing excitatory long-term potentiation (Asim et al., 2024). Tacr3 is a GPCR (G_α*q*_) for neurokinin B that governs cholinergic activity underlying learning and memory (de Souza Silva et al., 2013). Gria4 is an AMPA ionotropic glutamate receptor and may contribute to excitotoxicity during AD (Jacob et al., 2007; Bereczki et al., 2018). As a negative regulator of Gria4, miR-27a coincidentally decreases in expression in cerebral vessels of overall AD vs. pre-AD pathology in *3xTg-AD* mice as well (Chum et al., 2022, 2024). Npsr1 is a neuropeptide GPCR (G_q_ and G_s_) of the vasopressin/oxytocin subfamily and is a target of early-stage AD (Gazestani et al., 2023; Wallace et al., 2024). As upregulated during AD onset in the absence of CBD treatment, both Rgs7 and its binding protein Rgs7bp play a role in opioid, dopamine, and adrenergic GPCRs as the G_α*i*/*o*_-type (Masuho et al., 2013). Rgs7 in particular has been associated with aberrant copper metabolism during AD (Squitti et al., 2023). Chrna2 is a nicotinic cholinergic receptor subunit and is a clinical target for AD (Xu et al., 2021), with specific polymorphisms noted for Chinese (Ding et al., 2023) and Korean (Kim et al., 2024) populations. As with α7-containing nicotinic cholinergic receptors, CBD may suppress Chrna2 expression or activity (Demontis et al., 2019). As a hub gene of early-stage AD (Wang et al., 2024c), Slc17a7 is a multifunctional transporter of glutamate and several ionic species as Na^+^, K^+^, H^+^, Cl^−^, and ${\text{PO}}_{4}^{3-}$ (Aihara et al., 2000). Other notable receptor and ion channel DEGs addressed by CBD treatment in *3xTg-AD* animals included regulatory proteins Necab2 [for adenosine A_2A_ and metabotropic glutamate type 5 receptors (Xie et al., 2022)] and Gprasp2 [for M1 muscarinic acetylcholine and calcitonin receptors (Edfawy et al., 2019)]; the H^+^-gated, Na^+^ permeant ion channel Asic4 (Lin et al., 2015); and the voltage-gated K^+^ channels Kcng2 (Guo et al., 2023) and Kcnq4 (Lee et al., 2021).

For scaffolding of plasma membrane proteins, Tamalin (or GRASP) is a molecular scaffold for group 1 metabotropic glutamate receptors and the guanine nucleotide exchange factor cohesins (Kitano et al., 2002). Tamalin is also required for the survival of neurons and oligodendrocytes (Seo et al., 2022). Lin7a is a synaptic protein involved in the distribution of receptors and ion channels in the plasma membrane, whereby its upregulation and downregulation in expression indicate early- and late-stage AD, respectively, as paired with progressive Braak stages (Hondius et al., 2016).

### Mitochondrial genes

In response to the increasing prevalence of AD (Cummings et al., 2025), mitochondrial biology and medicine is also developing rapidly for contemporary biomedical research (D'Alessandro et al., 2025; Mosharov et al., 2025). As an upregulated hub gene in AD patients (Liu et al., 2020) and the current study using *3xTg-AD* animals, Acacb catalyzes carboxylation of acetyl-CoA to malonyl-CoA as the rate-limiting step in fatty acid synthesis. Ndufa7 is the NADH; ubiquinone oxidoreductase subunit A7 in complex I of the mitochondrial electron transport chain (ETC), whereby its dysregulated expression may underlie metabolic disorders during AD (Haytural et al., 2021). Cox7a2 is cytochrome c oxidase subunit 7A2 in complex IV of the ETC and catalyzes electron transfer from reduced cytochrome c to oxygen, whereby its altered expression can correlate amyloid plaque burden per AD (Ji et al., 2022; Bi et al., 2018). Gls2 is a mitochondrial glutaminase enzyme that decomposes glutamine into glutamate and ammonia while potentially contributing to ferroptosis during AD (Wang et al., 2022a). Pld6 (or mitoPLD) is a mitochondrial cardiolipin hydrolase and a component of the dysregulated lipidome with AD (Jin et al., 2006; Chan et al., 2012). Another notable mitochondrial DEG addressed by CBD treatment in *3xTg-AD* animals included Timm8b as a translocase of the inner mitochondrial membrane (Wang et al., 2024a).

### Inflammation and oxidative stress

Inflammation and oxidative stress have been well-established as major pathological contributors of AD (Amelimojarad et al., 2024; Bhandari et al., 2024). The CBD upregulation of Tagln3 likely results in decreased inflammation by inhibiting nuclear factor kappa B (NF-κB) activation (Arnaud et al., 2022; Atalay Ekiner et al., 2022). Scg5 is a chaperone protein (and copper metabolism indicator) that prevents aggregation of other secreted proteins; expression decreases with severity of AD (Zhuang et al., 2024) or cerebral amyloid angiopathy (Vervuurt et al., 2024). Aberrant Wfs1 expression is an indicator of endoplasmic reticulum stress while associated with tau pathology (Chen et al., 2022b) and may be addressed by stimulation of CB1R (McDew-White et al., 2023). Ncr1 is an immune receptor that distinguishes cognitive non-resilience vs. resilience among APOE4 carriers, prone to development of AD (Walker et al., 2024). Esr1 is estrogen receptor 1 involved at the intersection of oxidative stress and AD (Zhou et al., 2024), while underlying agitation as a behavioral phenotype in particular (Fisher et al., 2024). As demonstrated in the current study for AD onset, CBD may prevent Esr1 downregulation in response to unpredictable chronic mild stress (Bright and Akirav, 2025). Scara3 is a macrophage scavenger receptor induced by oxidative stress while overlapping in prominent expression among AD and gastrointestinal disorders (e.g., gastroesophageal reflux disease; Adewuyi et al., 2022). Finally, F12 is coagulation factor XII that bridges circulating amyloid with inflammation via kallikrein-mediated cleavage of kininogen to produce bradykinin (Zamolodchikov et al., 2015).

### Lipid and carbohydrate metabolism

Dysregulated transport and metabolism of lipids and carbohydrates involving conditions such as atherosclerosis and type II diabetes are commonly integrated with the development of AD (de Oliveira et al., 2024; Kale et al., 2024). Mgat3 is an enzyme (N-acetylglucosaminyltransferase III or GnT-III) that stimulates lipid droplet growth and is involved in amyloid phagocytosis and may be up- or downregulated among subpopulations of AD patients (Fiala et al., 2011). Although not detected as a DEG in the cross-sectional analyses among *3xTg-AD* vs. wild-type mice (only longitudinal among respective groups), the fatty acid synthase gene Fasn (Ates et al., 2020) was also removed in response to CBD treatment. Pcsk2 (or PC2) is a serine endopeptidase known for converting precursor prohormones and peptides to active hormones or neurotransmitters (e.g., α-melanocyte stimulating hormone, glucagon, and insulin), whereby its dysfunction may link diabetic pathology with AD (Barranco et al., 2021). Insm1 is a zinc finger DNA-binding protein normally involved in neurogenesis and neuroendocrine cell differentiation (Welcker et al., 2013). Prok2 is a crucial neuropeptide component of the circadian clock that may link insulin resistance, cardiovascular disease, and AD (Tian et al., 2022; Mortreux et al., 2019). St8sia3 is a sialyltransferase that catalyzes transfer of sialic acid among glycoproteins and glycolipids while implicated in glycan modifications with AD pathology (Zhang et al., 2024). Ppp1r3c is a protein phosphatase regulatory subunit that activates glycogen synthase while preventing glycogen breakdown, upregulated in response to stress sensed by norepinephrine release from the locus coeruleus (Privitera et al., 2024) and AD (Noh et al., 2014). As primarily identified and characterized for aberrant metabolism during cancer, the carbohydrate-binding protein Ppp1r3c may be sensitive to CBD treatment (Sun et al., 2023a). Finally, other longitudinal blood DEGs such as Mafa [insulin gene expression in pancreatic β cells (Kataoka et al., 2002)] and Mlxipl [regulates glycolysis and lipogenesis (Abdul-Wahed et al., 2017); involved in both AD and coronary artery disease (Loika et al., 2023)] were eliminated in response to CBD in *3xTg-AD* animals.

### Non-coding RNAs

Non-coding RNA biomarkers continue the promise of innovative diagnosis and therapy for chronic diseases such as AD while stable in the blood circulation (Tijsen et al., 2012). Non-coding RNAs in blood that consistently mark AD onset while sensitive to CBD include the miRNA MiR144 and the lncRNA Map2k3os. As regulated by the AP1 transcription factor sensitive to oxidative signaling, an increase Mir144 expression increases amyloid production by inhibiting expression of Adamt10 (Cheng et al., 2013). Increased expression of Map2k3os coincides with the development of tau pathology and loss of serotonergic neuronal loss (Kolling et al., 2025). Other notable lncRNAs that coincided with AD onset in *3xTg-AD* animals and were addressed by CBD treatment include C920006O11Rik (Jia et al., 2020) and Lockd involved in the transcriptional regulation of the cyclin-dependent kinase inhibitor 1B (Cdkn1b) gene (Sung et al., 2018).

### Brain and blood transcriptome cross-sectional correlations

Cross-sectional transcriptomic correlations were also examined in blood and brain samples at AD onset in *3xTg-AD* mice relative to other age-matched study groups to ascertain relationships among biomarker DEGs present in the blood circulation and central nervous system. The AD-selective genes in brain samples during the onset of AD in *3xTg-AD* mice relative to age-matched wild-type animals primarily encompassed immunity as Rnase6 (Seto et al., 2022; Bolivar et al., 2024), Ms4a1 (Deming et al., 2019), Ccr1/6 (Halks-Miller et al., 2003; Subramanian et al., 2010; D'Angelo et al., 2020), Ifi204 (Green et al., 2022), Cxcl13 (Karaahmet et al., 2022), C5ar2 (Carvalho et al., 2022), Nlrc4 (Saadi et al., 2020), Serpina3n (Saroja et al., 2022), Il15 (Clark et al., 2021; Janelidze et al., 2018), and Osm (Yu et al., 2023; Whelan et al., 2019). In addition, there were oxidative stress genes indicated as Osgin1 as an apoptotic regulator via mitochondrial cytochrome c release (Kang et al., 2023) and Aqp6 as a transmembrane H_2_O channel also permeant to H_2_O_2_ (Amro et al., 2023). As downregulated in *3xTg-AD* animals, Pla2g4e is a cytosolic phospholipase known to confer cognitive resilience and resistance to development of AD (Perez-Gonzalez et al., 2020). As upregulated in *3xTg-AD* animals, Exoc3l2 is an endothelial factor involved in angiogenesis [upregulated by vascular endothelial growth factor (Vegfa)] and with gene mutations associated in AD pathology of human subjects (Wu et al., 2017; Seshadri et al., 2010). The Ca^2+^-activated K^+^ channel Kcnn4 (or K_Ca_3.1) was also upregulated as consistent with past observations of microglial activation and inflammation (Maezawa et al., 2012) and enhanced electrical dynamics of cerebrovascular endothelial cell function (Hakim and Behringer, 2020) per AD pathology. As a precise downregulated match among both blood and brain components of *3xTg-AD* relative to age-matched wild-type animals, the ubiquitin gene Ubc can mark AD in human subjects (Nguyen et al., 2024). However, note that other DEGs in blood appeared as homologs to the observed AD DEGs in the brains of *3xTg-AD* mice as Rnase1, Ms4a4b, Ccr5/9, Aqp11, Usp46, Cxcl14, Ms4a7, and Kcnn3. Remarkably, all AD-selective DEGs in the brain were addressed in the CBD-treated *3xTg-AD* group with the exception of the ubiquitin gene Usp18 (Widjaya et al., 2023; Xiang et al., 2018).

Other notable genes commonly regulated among the blood and brain compartments for *3xTg-AD* animals include Bub1b [cell division, sister chromatid to spindle microtubule attachment (Yang et al., 2017)], Eif3j2 [translation from mRNA to protein (Egorova et al., 2021)], H4c17 [chromatic packaging and function (Zhang et al., 2022)], Mrps12 [mitochondrial protein synthesis (Qiu et al., 2021)], Apol11b [or A330102K04Rik; lipid binding and Cl^−^ channel activity, very low- and high-density lipoprotein particles (Koury et al., 2007)], Gbp2b [host defense to bacterial infection (Yu et al., 2022)], and Eno1b as a pseudogene marker for α-enolase. Finally, one gene Col6a4 [collagen binding in the extracellular matrix (Andres-Benito et al., 2023)] was regulated in opposite directions in brain (up) relative to blood (down) in marking DEGs among *3xTg-AD* vs. wild-type mice.

### Brain metabolome

With blood samples dedicated to transcriptome analyses, we also sought to gather metabolite information from brain samples of all study groups, particularly with expectations in altered lipid (He et al., 2025) and immune (Ahmad et al., 2024) profiles per AD pathogenesis and CBD treatment. Notable fatty acid species in *3xTg-AD* mice include 4-(stearoylamino) butanoic acid (GABA derivative) and 11,14,17-eicosatrienoic acid [precursor of eicosanoid synthesis per inflammation; tracks AD pathogenesis (Nasaruddin et al., 2018)]. Cis-5-tetradecenoylcarnitine is an acylcarnitine species while a potential indicator of accelerated aging and co-morbidities such as atherosclerosis (Liu et al., 2018) and type II diabetes (Zhao et al., 2020). Known markers of AD include the bile acid lithocholic acid (Ehtezazi et al., 2023; Marksteiner et al., 2018), the ceramide n-dodecanoyl sphinganine (Filippov et al., 2012). Disruptions in brain metabolism during AD may also be indicated by elevated fructose 6-phosphate (Johnson et al., 2020, 2023), orthophosphate (Landfield et al., 1991), and the purine xanthosine (Ansoleaga et al., 2015; Kaddurah-Daouk et al., 2013). Alterations in the phospholipid species sn-glycero-3-phosphoethanolamine may also track AD (Ahsanul Haque et al., 2023). Finally, as a potential therapeutic for AD via general reduction of neurodegenerative oxidants, lipids, and inflammation (Baranger et al., 2019; Moiseenok and Kanunnikova, 2023), pantetheine (monomeric form of pantethine) is an analog of pantothenic acid while an intermediate in the catabolism of coenzyme A.

Downregulated metabolites in *3xTg-AD* animals vs. wild-type include a neuroprotective omega-3 fatty acid such as DHA (de Wilde et al., 2017) and its metabolite 14-hydroxy DHA (Do et al., 2023; Borkowski et al., 2021). As marked in *3xTg-AD* animals, the nitro fatty acid 10-nitrooleate was also less in AD subjects relative to cognitively healthy subjects (Morris et al., 2019). Downregulated phospholipid species in *3xTg-AD* animals include 1-(-docosahexaenoyl)-sn-glycero-3-phosphocholine, 1-Linoleoylglycerophosphocholine, lysophosphatidylethanolamine (Llano and Devanarayan, 2021), and a key component as choline (Yuan et al., 2022). Arachidonic acid metabolites (Shinto et al., 2022) include methyl arachidonate, 16-HETE, 18-HETE, 5-deoxy-J2-IsoP, 19-Hydroxy prostaglandin F2 (Ahmad et al., 2024), and epoxy-eicosatetraenoic acid (Fiala et al., 2025). Purines and respective metabolites include guanosine (Ugarte et al., 2015), inosine (Teixeira et al., 2020), and5′-S-methyl5′-thioinosine. Amino acid metabolites include 3-methylcrotonylglycine (leucine metabolite), 2-aminomuconate (tryptophan), 5-hydroxytryptophan (Kaddurah-Daouk et al., 2013; Tohgi et al., 1992), 4-hydroxyphenyllactic acid (tyrosine; Kaddurah-Daouk et al., 2013), reduced and oxidized glutathione (cysteine glutamate and glycine; Chen et al., 2022a), DL-methionine (Kaddurah-Daouk et al., 2013), N-acetylaspartic acid (Chen et al., 2000), and N-acetyl-L-2-aminoadipic acid (Rahimzadeh et al., 2024). A notable ketone body includes 3-hydroxybutanoate (also known as β-hydroxybutyrate; Han et al., 2025). Finally, decreased metabolites of pyruvate and the tricarboxylic acid cycle include acetylphosphate and 2-(acetamidomethylene)succinate, respectively. Relative to *3xTg-AD* vehicle, all ≈100 metabolites that differentiated *3xTg-AD* vs. wild-type vehicle mice were absent in CBD-treated *3xTg-AD* animals with exception of phosphate, which was increased in *3xTg-AD* relative wild-type vehicle but decreased in CBD-treated *3xTg-AD* animals relative to *3xTg-AD* vehicle.

### Behavior

Although naturally a pathological feature of human subjects and not wild-type rodents (Baerresen et al., 2015), AD is indeed a cognitive disorder and, thus, we also assessed learning, spatial, exploratory, and organizational behavior (Hartman et al., 2001; Rudobeck et al., 2017). Overall, the *3xTg-AD* mice demonstrated stunted spatial learning and memory patterns relative to age-matched wild-type progressively from 4.5 mo (cognitive impairment) to 6.5 mo (AD onset). With similar recognition of the overall MWM environment, the *3xTg-AD* mice required more time and distance to travel through the apparatus with favoring long-term over short-term memory, whereby CBD treatment improved the latter. A deficient memory of the target zone in the maze is also mildly restored in response to CBD. For the OFT, distribution of time spent in outer vs. inner zones is highly variable in a randomized pattern among *3xTg-AD* mice at both 4.5 and 6.5 mo, whereby the difference in the average percent time among respective areas is minimal. While also variable among individual animals, the overall distance traveled was higher in the *3xTg-AD* relative to wild-type mice. Thus, the *3xTg-AD* mice indicate signs of agitation and anxiety that is resistant to CBD treatment. As suggested by the nesting protocol, the organizational score is also slightly worse in *3xTg-AD* mice with little to no apparent effect of CBD. Altogether, in our hands using a mouse model, dietary CBD has the potential to address deficiencies in spatial memory and learning but not necessarily anxiety-like or executive decision-making behavior. The relatively short, subtle 2-month time window from 4.5 to 6.5 mo, even in *3xTg-AD* mice (Chum et al., 2022; Hakim and Behringer, 2020), should be a consideration for the mild phenotypical shifts observed throughout integrative behavioral analyses.

### Experimental considerations

Note that the current study involved several limitations that should be taken into account as findings are interpreted by the reader. First, the *3xTg-AD* mouse carries familial mutations of AD from conception as transgenes in amyloid precursor protein (APP; KM670/671NL) and microtubule-associated protein tau (MAPT; P301L) in combination with a knock-in mutation of presenilin 1 (PSEN1; M164V; Oddo et al., 2003; Javonillo et al., 2022). In contrast, >95% of human AD cases reflect sporadic or late-onset development of dementia pathology independent of the inheritance of rare, autosomal dominant gene mutations (Ulaganathan and Pitchaimani, 2023). Second, the role of biological sex for both *3xTg-AD* and age-matched wild-type mice was not examined as female animals were not included. Third, histopathological analyses have not been included and paired with respective findings for -omics and behavioral analyses. Fourth, there remains a need for in-depth analyses of pharmacokinetic profiling (absorption, distribution, metabolism, and excretion) of CBD among multiple concentrations and dietary treatment durations. Fifth, as an untargeted, comprehensive molecular study, the main narrative of the manuscript does not completely unpack ambiguous findings for age-matched wild-type mice (e.g., decrease in annotated neurovascular coupling pathway in 6.5 mo relative to 4.5 mo) with and without CBD treatment. In turn, precise mechanisms underlying the CBD-sensitive downregulation of neuroprotective fatty acids (e.g., omega-3s) in the brains of *3xTg-AD* mice relative to wild-type animals remain to be explored. Finally, immense investigative follow-up will be required for quantitation of corresponding functional changes per select differentially-expressed markers and their associated pathways.

## Summary and conclusion

Alzheimer's disease is the most widely recognized form of neurodegenerative disease (Cummings et al., 2025) involving genome-wide alterations in synaptic development, maintenance, and remodeling (Oswald et al., 2017; Hondius et al., 2016); overlap and integration of the cardiovascular and nervous systems (Chum et al., 2024; Santisteban et al., 2023); cell receptors and ionic transport (Behringer, 2023; Joshi et al., 2024); and mitochondrial structure and metabolism (D'Alessandro et al., 2025; Mosharov et al., 2025). Furthermore, all major pathological contributors are integral to Alzheimer's disease pathogenesis as inflammation (Amelimojarad et al., 2024), oxidative stress (Bhandari et al., 2024), dyslipidemia (de Oliveira et al., 2024), and insulin resistance (Kale et al., 2024). Given these complex molecular underpinnings, the challenges of accurately diagnosing and effectively treating Alzheimer's disease remain immense, requiring comprehensive multi-omics approaches to understand its molecular pathogenesis. Our prior work examined non-coding and coding RNA markers of cerebrovascular remodeling Alzheimer's disease in *3xTg-AD* animals with utility for tracking early-stage disease in particular (Chum et al., 2022, 2024). Thus, while ambitious, our current effort was to resolve significant transcriptomic and metabolomic shifts in a 2-month window of the animal's life and health span from the cognitive impairment phase to the onset of Alzheimer's disease (Oddo et al., 2003; Billings et al., 2005). In turn, we attempted to quantitate the molecular effects of daily dietary cannabidiol during this pathological shift as a broadly acting neurological therapeutic (Mallick et al., 2024) while concurrently in clinical trials for treatment of Alzheimer's disease in human subjects (Cummings et al., 2025). With concomitant analysis of blood and brain samples in a longitudinal or cross-sectional manner among study groups (with age-matched wild-type animals), ~1,000 genes and 100 metabolites marked the onset of Alzheimer's disease, whereby cannabidiol intake effectively eliminated or reversed expression of over 75% of significant markers. Based on our observations, we also maintain that the *3xTg-AD* study model is a suitable surrogate for illuminating the molecular landscape of Alzheimer's disease, despite the disease itself manifested as a human condition and not of rodents. Altogether, with all details enclosed in the primary manuscript and Supplementary Files, we hereby conclude that the onset of Alzheimer's disease represents a molecular integration of neurovascular interactions, channelopathies, metabolic disturbances, and developmental genes gone awry with notable overlap among other neurological (e.g., Parkinson's and frontotemporal dementia) and non-neurological (e.g., cancer) conditions. Remarkably, chronic cannabidiol treatment has the potential to widely address and almost completely disrupt molecular signatures of the onset of Alzheimer's disease.

## Data Availability

The transcriptome data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (Edgar et al., 2002; Barrett et al., 2013) and are accessible through GEO Series accession number GSE304212 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE304212).

## References

[B1] Abdul-WahedA.GuilmeauS.PosticC. (2017). Sweet sixteenth for ChREBP: established roles and future goals. Cell Metab. 26, 324–341. 10.1016/j.cmet.2017.07.00428768172

[B2] AdewuyiE. O.O'BrienE. K.NyholtD. R.PorterT.LawsS. M. A. (2022). large-scale genome-wide cross-trait analysis reveals shared genetic architecture between Alzheimer's disease and gastrointestinal tract disorders. Commun. Biol. 5:691. 10.1038/s42003-022-03607-235851147 PMC9293965

[B3] AhmadS.YangW.OrellanaA.FrolichL.de RojasI.CanoA.. (2024). Association of oxidative stress and inflammatory metabolites with Alzheimer's disease cerebrospinal fluid biomarkers in mild cognitive impairment. Alzheimers Res. Ther. 16:171. 10.1186/s13195-024-01542-439080778 PMC11287840

[B4] Ahsanul HaqueM.OmoriN.Md SheikhA.YanoS.OsagoH.MitakiS.. (2023). Analysis of the time-dependent changes of phospholipids in the brain regions of a mouse model of Alzheimer's disease. Brain Res. 1800:148197. 10.1016/j.brainres.2022.14819736481236

[B5] AiharaY.MashimaH.OndaH.HisanoS.KasuyaH.HoriT.. (2000). Molecular cloning of a novel brain-type Na(+)-dependent inorganic phosphate cotransporter. J. Neurochem. 74, 2622–2625. 10.1046/j.1471-4159.2000.0742622.x10820226

[B6] AkawiN. A.CanpolatF. E.WhiteS. M.Quilis-EsquerraJ.Morales SanchezM.GamundiM. J.. (2013). Delineation of the clinical, molecular and cellular aspects of novel JAM3 mutations underlying the autosomal recessive hemorrhagic destruction of the brain, subependymal calcification, and congenital cataracts. Hum. Mutat. 34, 498–505. 10.1002/humu.2226323255084 PMC3951164

[B7] AlemanyS.RibasésM.Vilor-TejedorN.BustamanteM.Sánchez-MoraC.BoschR.. (2015). New suggestive genetic loci and biological pathways for attention function in adult attention-deficit/hyperactivity disorder. Am. J. Med. Genet. B Neuropsychiatr. Genet. 168, 459–470. 10.1002/ajmg.b.3234126174813

[B8] AllendeL. G.NataliL.CragnoliniA. B.BolloM.MusriM. M.de MendozaD.. (2024). Lysosomal cholesterol accumulation in aged astrocytes impairs cholesterol delivery to neurons and can be rescued by cannabinoids. Glia 72, 1746–1765. 10.1002/glia.2458038856177

[B9] AmelimojaradM.AmelimojaradM.CuiX. (2024). The emerging role of brain neuroinflammatory responses in Alzheimer's disease. Front. Aging Neurosci. 16:1391517. 10.3389/fnagi.2024.139151739021707 PMC11253199

[B10] AmroZ.RyanM.Collins-PrainoL. E.YoolA. J. (2023). Unexpected classes of aquaporin channels detected by transcriptomic analysis in human brain are associated with both patient age and Alzheimer's disease status. Biomedicines 11:770. 10.3390/biomedicines1103077036979749 PMC10045580

[B11] AnaziS.MaddirevulaS.FaqeihE.AlsedairyH.AlzahraniF.ShamseldinH. E.. (2017). Clinical genomics expands the morbid genome of intellectual disability and offers a high diagnostic yield. Mol. Psychiatry 22, 615–624. 10.1038/mp.2016.11327431290

[B12] Andres-BenitoP.FloresA.Busquet-ArenyS.CarmonaM.AusinK.Cartas-CejudoP.. (2023). Deregulated transcription and proteostasis in adult mapt knockout mouse. Int. J. Mol. Sci. 24:6559. 10.3390/ijms2407655937047532 PMC10095510

[B13] AnsoleagaB.JoveM.SchluterA.Garcia-EsparciaP.MorenoJ.PujolA.. (2015). Deregulation of purine metabolism in Alzheimer's disease. Neurobiol. Aging 36, 68–80. 10.1016/j.neurobiolaging.2014.08.00425311278

[B14] ArnaudL.BenechP.GreethamL.StephanD.JimenezA.JullienN.. (2022). APOE4 drives inflammation in human astrocytes via TAGLN3 repression and NF-kappaB activation. Cell Rep. 40:111200. 10.1016/j.celrep.2022.11120035977506

[B15] ArnoldJ. C.McCartneyD.SuraevA.McGregorI. S. (2023). The safety and efficacy of low oral doses of cannabidiol: an evaluation of the evidence. Clin. Transl. Sci. 16, 10–30. 10.1111/cts.1342536259271 PMC9841308

[B16] AsimM.WangH.WarisA.QianqianG.ChenX. (2024). Cholecystokinin neurotransmission in the central nervous system: insights into its role in health and disease. Biofactors 50, 1060–1075. 10.1002/biof.208138777339 PMC11627476

[B17] Atalay EkinerS.GegotekA.SkrzydlewskaE. (2022). The molecular activity of cannabidiol in the regulation of Nrf2 system interacting with NF-kappaB pathway under oxidative stress. Redox Biol. 57:102489. 10.1016/j.redox.2022.10248936198205 PMC9535304

[B18] AtesG.GoldbergJ.CurraisA.MaherP. (2020). CMS121, a fatty acid synthase inhibitor, protects against excess lipid peroxidation and inflammation and alleviates cognitive loss in a transgenic mouse model of Alzheimer's disease. Redox Biol. 36:101648. 10.1016/j.redox.2020.10164832863221 PMC7394765

[B19] BaerresenK. M.MillerK. J.HansonE. R.MillerJ. S.DyeR. V.HartmanR. E.. (2015). Neuropsychological tests for predicting cognitive decline in older adults. Neurodegener. Dis. Manag. 5, 191–201. 10.2217/nmt.15.726107318 PMC4511118

[B20] BairdD. A.LiuJ. Z.ZhengJ.SiebertsS. K.PerumalT.ElsworthB.. (2021). Identifying drug targets for neurological and psychiatric disease via genetics and the brain transcriptome. PLoS Genet. 17:e1009224. 10.1371/journal.pgen.100922433417599 PMC7819609

[B21] BarangerK.van Gijsel-BonnelloM.StephanD.CarpentierW.RiveraS.KhrestchatiskyM.. (2019). Long-term pantethine treatment counteracts pathologic gene dysregulation and decreases Alzheimer's disease pathogenesis in a transgenic mouse model. Neurotherapeutics 16, 1237–1254. 10.1007/s13311-019-00754-z31267473 PMC6985318

[B22] BarisanoG.KislerK.WilkinsonB.NikolakopoulouA. M.SagareA. P.WangY.. (2022). A “multi-omics” analysis of blood-brain barrier and synaptic dysfunction in APOE4 mice. J. Exp. Med. 219:e20221137. 10.1084/jem.2022113736040482 PMC9435921

[B23] BarrancoN.PlaV.AlcoleaD.Sanchez-DominguezI.Fischer-ColbrieR.FerrerI.. (2021). Dense core vesicle markers in CSF and cortical tissues of patients with Alzheimer's disease. Transl. Neurodegener. 10:37. 10.1186/s40035-021-00263-034565482 PMC8466657

[B24] BarrettT.WilhiteS. E.LedouxP.EvangelistaC.KimI. F.TomashevskyM.. (2013). NCBI GEO: archive for functional genomics data sets–update. Nucleic Acids Res. 41:D991–5. 10.1093/nar/gks119323193258 PMC3531084

[B25] BeckmannN. D.LinW. J.WangM.CohainA. T.CharneyA. W.WangP.. (2020). Multiscale causal networks identify VGF as a key regulator of Alzheimer's disease. Nat. Commun. 11:3942. 10.1038/s41467-020-17405-z32770063 PMC7414858

[B26] BehringerE. J. (2023). Impact of aging on vascular ion channels: perspectives and knowledge gaps across major organ systems. Am. J. Physiol. Heart Circul. Physiol. 325, H1012–H38. 10.1152/ajpheart.00288.202337624095 PMC10908410

[B27] BelfioreR.RodinA.FerreiraE.VelazquezR.BrancaC.CaccamoA.. (2019). Temporal and regional progression of Alzheimer's disease-like pathology in 3xTg-AD mice. Aging Cell 18:e12873. 10.1111/acel.1287330488653 PMC6351836

[B28] Benjamin-ZukermanT.ShimonG.GaineM. E.DakwarA.PeledN.AborayaM.. (2024). A mutation in the PRKAR1B gene drives pathological mechanisms of neurodegeneration across species. Brain 147, 3890–3905. 10.1093/brain/awae15438743596 PMC11531844

[B29] BenoitM. E.HernandezM. X.DinhM. L.BenaventeF.VasquezO.TennerA. J.. (2013). C1q-induced LRP1B and GPR6 proteins expressed early in Alzheimer disease mouse models, are essential for the C1q-mediated protection against amyloid-beta neurotoxicity. J. Biol. Chem. 288, 654–665. 10.1074/jbc.M112.40016823150673 PMC3537064

[B30] BereczkiE.BrancaR. M.FrancisP. T.PereiraJ. B.BaekJ. H.HortobagyiT.. (2018). Synaptic markers of cognitive decline in neurodegenerative diseases: a proteomic approach. Brain 141, 582–595. 10.1093/brain/awx35229324989 PMC5837272

[B31] BhandariU. R.DanishS. M.AhmadS.IkramM.NadafA.HasanN.. (2024). New opportunities for antioxidants in amelioration of neurodegenerative diseases. Mech. Ageing Dev. 221:111961. 10.1016/j.mad.2024.11196138960099

[B32] BiR.ZhangW.ZhangD. F.XuM.FanY.HuQ. X.. (2018). Genetic association of the cytochrome c oxidase-related genes with Alzheimer's disease in Han Chinese. Neuropsychopharmacology 43, 2264–2276. 10.1038/s41386-018-0144-330054583 PMC6135758

[B33] BillingsL. M.OddoS.GreenK. N.McGaughJ. L.LaFerlaF. M. (2005). Intraneuronal Abeta causes the onset of early Alzheimer's disease-related cognitive deficits in transgenic mice. Neuron 45, 675–688. 10.1016/j.neuron.2005.01.04015748844

[B34] BitencourtR. M.TakahashiR. N. (2018). Cannabidiol as a therapeutic alternative for post-traumatic stress disorder: from bench research to confirmation in human trials. Front. Neurosci. 12:502. 10.3389/fnins.2018.0050230087591 PMC6066583

[B35] BolivarD. A.Mosquera-HerediaM. I.VidalO. M.BarceloE.AllegriR.MoralesL. C.. (2024). Exosomal mRNA signatures as predictive biomarkers for risk and age of onset in Alzheimer's disease. Int. J. Mol. Sci. 25:12293. 10.3390/ijms25221229339596356 PMC11594294

[B36] BorkowskiK.PedersenT. L.SeyfriedN. T.LahJ. J.LeveyA. I.HalesC. M.. (2021). Association of plasma and CSF cytochrome P450, soluble epoxide hydrolase, and ethanolamide metabolism with Alzheimer's disease. Alzheimers Res. Ther. 13, 149. 10.1186/s13195-021-00893-634488866 PMC8422756

[B37] BrightU.AkiravI. (2025). Cannabidiol modulates neuroinflammatory and estrogen-related pathways in a sex-specific manner in a chronic stress model of depression. Cells. 14:99. 10.3390/cells1402009939851527 PMC11763596

[B38] BroadK. D.CurleyJ. P.KeverneE. B. (2009). Increased apoptosis during neonatal brain development underlies the adult behavioral deficits seen in mice lacking a functional paternally expressed gene 3 (Peg3). Dev. Neurobiol. 69, 314–325. 10.1002/dneu.2070219224563

[B39] BusseS.SteinerJ.GloriusS.DobrowolnyH.Greiner-BohlS.MawrinC.. (2015). VGF expression by T lymphocytes in patients with Alzheimer's disease. Oncotarget 6, 14843–14851. 10.18632/oncotarget.356926142708 PMC4558119

[B40] CaoT. H. M.LeA. P. H.TranT. T.HuynhV. K.PhamB. H.LeT. M.. (2023). Plasma cell-free RNA profiling of Vietnamese Alzheimer's patients reveals a linkage with chronic inflammation and apoptosis: a pilot study. Front. Mol. Neurosci. 16:1308610. 10.3389/fnmol.2023.130861038178908 PMC10764507

[B41] CarboneC.PiroG.MerzV.SimionatoF.SantoroR.ZecchettoC.. (2018). Angiopoietin-like proteins in angiogenesis, inflammation and cancer. Int. J. Mol. Sci. 19:431. 10.3390/ijms1902043129389861 PMC5855653

[B42] CarulliD.de WinterF.VerhaagenJ. (2021). Semaphorins in adult nervous system plasticity and disease. Front. Synaptic Neurosci. 13:672891. 10.3389/fnsyn.2021.67289134045951 PMC8148045

[B43] CarvalhoK.SchartzN. D.Balderrama-GutierrezG.LiangH. Y.ChuS. H.SelvanP.. (2022). Modulation of C5a-C5aR1 signaling alters the dynamics of AD progression. J. Neuroinflamm. 19:178. 10.1186/s12974-022-02539-235820938 PMC9277945

[B44] ChanR. B.OliveiraT. G.CortesE. P.HonigL. S.DuffK. E.SmallS. A.. (2012). Comparative lipidomic analysis of mouse and human brain with Alzheimer disease. J. Biol. Chem. 287, 2678–2688. 10.1074/jbc.M111.27414222134919 PMC3268426

[B45] ChenD.HughesE. D.SaundersT. L.WuJ.VasquezM. N. H.MakinenT.. (2022). Angiogenesis depends upon EPHB4-mediated export of collagen IV from vascular endothelial cells. JCI Insight 7:e156928. 10.1172/jci.insight.15692835015735 PMC8876457

[B46] ChenJ. G.CharlesH. C.BarboriakD. P.DoraiswamyP. M. (2000). Magnetic resonance spectroscopy in Alzheimer's disease: focus on N-acetylaspartate. Acta Neurol. Scand,. Supplc. 176, 20–26. 10.1034/j.1600-0404.2000.00303.x11261801

[B47] ChenJ. J.ThiyagarajahM.SongJ.ChenC.HerrmannN.GallagherD.. (2022a). Altered central and blood glutathione in Alzheimer's disease and mild cognitive impairment: a meta-analysis. Alzheimers Res. Ther. 14:23. 10.1186/s13195-022-00961-535123548 PMC8818133

[B48] ChenS.AcostaD.LiL.LiangJ.ChangY.WangC.. (2022b). Wolframin is a novel regulator of tau pathology and neurodegeneration. Acta Neuropathol. 143, 547–569. 10.1007/s00401-022-02417-435389045 PMC13262681

[B49] ChenY.LiuS.RenZ.WangF.LiangQ.JiangY.. (2024). Cross-ancestry analysis of brain QTLs enhances interpretation of schizophrenia genome-wide association studies. Am. J. Hum. Genet. 111, 2444–2457. 10.1016/j.ajhg.2024.09.00139362218 PMC11568756

[B50] ChengC.LiW.ZhangZ.YoshimuraS.HaoQ.ZhangC.. (2013). MicroRNA-144 is regulated by activator protein-1 (AP-1) and decreases expression of Alzheimer disease-related a disintegrin and metalloprotease 10 (ADAM10). J. Biol. Chem. 288, 13748–13761. 10.1074/jbc.M112.38139223546882 PMC3650412

[B51] ChengD.LowJ. K.LoggeW.GarnerB.KarlT. (2014). Chronic cannabidiol treatment improves social and object recognition in double transgenic APPswe/PS1ΔE9 mice. Psychopharmacology 231, 3009–3017. 10.1007/s00213-014-3478-524577515

[B52] CheslowL.ByrneM.KopenhaverJ. S.IacovittiL.SmeyneR. J.SnookA. E.. (2024). GUCY2C signaling limits dopaminergic neuron vulnerability to toxic insults. NPJ Parkinsons Dis. 10:83. 10.1038/s41531-024-00697-z38615030 PMC11016112

[B53] ChoiK.LeeY.KimC. (2023). An *in silico* study for expanding the utility of cannabidiol in Alzheimer's disease therapeutic development. Int. J. Mol. Sci. 24:16013. 10.3390/ijms24211601337959001 PMC10648567

[B54] ChumP. P.BisharaM. A.SolisS. R.BehringerE. J. (2024). Cerebrovascular miRNAs track early development of Alzheimer's disease and target molecular markers of angiogenesis and blood flow regulation. J. Alzheimers Dis. 99, S187–S234. 10.3233/JAD-23030037458037 PMC10787821

[B55] ChumP. P.HakimM. A.BehringerE. J. (2022). Cerebrovascular microRNA expression profile during early development of Alzheimer's disease in a mouse model. J. Alzheimers Dis. 85, 91–113. 10.3233/JAD-21522334776451 PMC9169494

[B56] CiocluM. C.MoscaI.AmbrosinoP.PuzoD.BayatA.WortmannS. B.. (2023). KCNT2-related disorders: phenotypes, functional, and pharmacological properties. Ann. Neurol. 94, 332–349. 10.1002/ana.2666237062836 PMC13007567

[B57] ClarkC.DayonL.MasoodiM.BowmanG. L.PoppJ. (2021). An integrative multi-omics approach reveals new central nervous system pathway alterations in Alzheimer's disease. Alzheimers Res. Ther. 13:71. 10.1186/s13195-021-00814-733794997 PMC8015070

[B58] ColesM.WattG.KreilausF.KarlT. (2020). Medium-dose chronic cannabidiol treatment reverses object recognition memory deficits of APP (Swe)/PS1DeltaE9 transgenic female mice. Front. Pharmacol. 11:587604. 10.3389/fphar.2020.58760433424597 PMC7789874

[B59] CrepelA.De WolfV.BrisonN.CeulemansB.WalleghemD.PeutemanG.. (2014). Association of CDH11 with non-syndromic ASD. Am. J. Med. Genet. B Neuropsychiatr. Genet. 165B, 391–398. 10.1002/ajmg.b.3224324839052

[B60] CulottaL.ScalmaniP.VinciE.TerragniB.SessaA.BroccoliV.. (2020). SULT4A1 modulates synaptic development and function by promoting the formation of PSD-95/NMDAR complex. J. Neurosci. 40, 7013–7026. 10.1523/JNEUROSCI.2194-19.202032801157 PMC7480244

[B61] CummingsJ. L.ZhouY.LeeG.ZhongK.FonsecaJ.Leisgang-OsseA. M.. (2025). Alzheimer's disease drug development pipeline: 2025. Alzheimers Dement. 11:e70098. 10.1002/trc2.7009840463637 PMC12131090

[B62] D'AlessandroM. C. B.KanaanS.GellerM.PraticoD.DaherJ. P. L. (2025). Mitochondrial dysfunction in Alzheimer's disease. Ageing Res. Rev. 107:102713. 10.1016/j.arr.2025.10271340023293

[B63] D'AngeloC.GoldeckD.PawelecG.GaspariL.Di IorioA.PaganelliR.. (2020). Exploratory study on immune phenotypes in Alzheimer's disease and vascular dementia. Eur. J. Neurol. 27, 1887–1894. 10.1111/ene.1436032441872

[B64] DavaapilH.HopkinsJ.BonninN.PapadakiV.LeungA.KosugeH.. (2023). PRELP secreted from mural cells protects the function of blood brain barrier through regulation of endothelial cell-cell integrity. Front. Cell Dev. Biol. 11:1147625. 10.3389/fcell.2023.114762537936982 PMC10626469

[B65] de OliveiraJ.MoreiraE. L. G.de BemA. F. (2024). Beyond cardiovascular risk: implications of Familial hypercholesterolemia on cognition and brain function. Ageing Res. Rev. 93:102149. 10.1016/j.arr.2023.10214938056504

[B66] de Souza SilvaM. A.LenzB.RotterA.BiermannT.PetersO.RamirezA.. (2013). Neurokinin3 receptor as a target to predict and improve learning and memory in the aged organism. Proc. Natl. Acad. Sci. U.S.A. 110, 15097–15102. 10.1073/pnas.130688411023983264 PMC3773732

[B67] de WildeM. C.VellasB.GiraultE.YavuzA. C.SijbenJ. W. (2017). Lower brain and blood nutrient status in Alzheimer's disease: results from meta-analyses. Alzheimers Dement. 3, 416–431. 10.1016/j.trci.2017.06.00229067348 PMC5651428

[B68] DearbornJ. T.NelvagalH. R.RensingN. R.TakahashiK.HughesS. M.WishartT. M.. (2022). Effects of chronic cannabidiol in a mouse model of naturally occurring neuroinflammation, neurodegeneration, and spontaneous seizures. Sci. Rep. 12:11286. 10.1038/s41598-022-15134-535789177 PMC9253004

[B69] DemingY.FilipelloF.CignarellaF.CantoniC.HsuS.MikesellR.. (2019). The MS4A gene cluster is a key modulator of soluble TREM2 and Alzheimer's disease risk. Sci. Transl. Med. 11:eaau2291. 10.1126/scitranslmed.aau229131413141 PMC6697053

[B70] DemontisD.RajagopalV. M.ThorgeirssonT. E.AlsT. D.GroveJ.LeppalaK.. (2019). Genome-wide association study implicates CHRNA2 in cannabis use disorder. Nat. Neurosci. 22, 1066–1074. 10.1038/s41593-019-0416-131209380 PMC7596896

[B71] DhakaA.CostaR. M.HuH.IrvinD. K.PatelA.KornblumH. I.. (2003). The RAS effector RIN1 modulates the formation of aversive memories. J. Neurosci. 23, 748–757. 10.1523/JNEUROSCI.23-03-00748.200312574403 PMC6741936

[B72] Di DonatoN.JeanY. Y.MagaA. M.KrewsonB. D.ShuppA. B.AvrutskyM. I.. (2016). Mutations in CRADD result in reduced caspase-2-mediated neuronal apoptosis and cause megalencephaly with a rare lissencephaly variant. Am. J. Hum. Genet. 99, 1117–1129. 10.1016/j.ajhg.2016.09.01027773430 PMC5097945

[B73] DingD.LiuJ.MidicU.WuY.DongK.MelnickA.. (2018). TDRD5 binds piRNA precursors and selectively enhances pachytene piRNA processing in mice. Nat. Commun. 9:127. 10.1038/s41467-017-02622-w29317670 PMC5760656

[B74] DingY.ChenH.YanY.QiuY.ZhaoA.LiB.. (2023). Relationship between FERMT2, CELF1, COPI, CHRNA2, and ABCA7 genetic polymorphisms and Alzheimer's disease risk in the Southern Chinese population. J. Alzheimers Dis. Rep. 7, 1247–1257. 10.3233/ADR-23007238025799 PMC10657721

[B75] DoK. V.HjorthE.WangY.JunB.KautzmannM. I.OhshimaM.. (2023). Cerebrospinal fluid profile of lipid mediators in Alzheimer's disease. Cell. Mol. Neurobiol. 43, 797–811. 10.1007/s10571-022-01216-535362880 PMC9957874

[B76] EdelbuschC.CindrićS.DoughertyG. W.LogesN. T.OlbrichH.RivlinJ.. (2017). Mutation of serine/threonine protein kinase 36 (STK36) causes primary ciliary dyskinesia with a central pair defect. Hum. Mutat. 38, 964–969. 10.1002/humu.2326128543983

[B77] EdfawyM.GuedesJ. R.PereiraM. I.LaranjoM.CarvalhoM. J.GaoX.. (2019). Abnormal mGluR-mediated synaptic plasticity and autism-like behaviours in Gprasp2 mutant mice. Nat. Commun. 10:1431. 10.1038/s41467-019-09382-930926797 PMC6440958

[B78] EdgarR.DomrachevM.LashA. E. (2002). Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res. 30, 207–210. 10.1093/nar/30.1.20711752295 PMC99122

[B79] EgorovaT.BiziaevN.ShuvalovA.SokolovaE.MukbaS.EvmenovK.. (2021). eIF3j facilitates loading of release factors into the ribosome. Nucleic Acids Res. 49, 11181–11196. 10.1093/nar/gkab85434591963 PMC8565342

[B80] EhtezaziT.RahmanK.DaviesR.LeachA. G. (2023). The pathological effects of circulating hydrophobic bile acids in Alzheimer's disease. J. Alzheimers Dis. Rep. 7, 173–211. 10.3233/ADR-22007136994114 PMC10041467

[B81] FialaM.HammockB. D.HwangS. H.WhiteleggeJ.PaulK.Kaczor-UrbanowiczK. E.. (2025). Inhibitors of soluble epoxide hydrolase and cGAS/STING repair defects in amyloid-beta clearance underlying vascular complications of Alzheimer's disease. J. Alzheimers Dis. 104, 150–157. 10.1177/1387287724130596539962970 PMC11969680

[B82] FialaM.MahanianM.RosenthalM.MizwickiM. T.TseE.ChoT.. (2011). MGAT3 mRNA: a biomarker for prognosis and therapy of Alzheimer's disease by vitamin D and curcuminoids. J. Alzheimers Dis. 25, 135–144. 10.3233/JAD-2011-10195021368380

[B83] FilippovV.SongM. A.ZhangK.VintersH. V.TungS.KirschW. M.. (2012). Increased ceramide in brains with Alzheimer's and other neurodegenerative diseases. J. Alzheimers Dis. 29, 537–547. 10.3233/JAD-2011-11120222258513 PMC3643694

[B84] FisherD. W.DunnJ. T.KeszyckiR.RodriguezG.BennettD. A.WilsonR. S.. (2024). Unique transcriptional signatures correlate with behavioral and psychological symptom domains in Alzheimer's disease. Transl. Psychiatry 14:178. 10.1038/s41398-024-02878-z38575567 PMC10995139

[B85] FrechF. H.LiG.JudayT.DingY.MattkeS.KhachaturianA.. (2024). Economic impact of progression from mild cognitive impairment to Alzheimer disease in the United States. J Prev Alzheimers Dis. 11, 983–991. 10.14283/jpad.2024.6839044509 PMC11266270

[B86] FurstenbergerG.MarksF.KriegP. (2002). Arachidonate 8(S)-lipoxygenase. Prostaglandins Other Lipid Mediat. 68–69, 235–243. 10.1016/S0090-6980(02)00033-312432921

[B87] GaheteM. D.RubioA.Cordoba-ChaconJ.Gracia-NavarroF.KinemanR. D.AvilaJ.. (2010). Expression of the ghrelin and neurotensin systems is altered in the temporal lobe of Alzheimer's disease patients. J. Alzheimers Dis. 22, 819–828. 10.3233/JAD-2010-10087320858966

[B88] Gan-OrZ.AlcalayR. N.Bar-ShiraA.LeblondC. S.PostumaR. B.Ben-ShacharS.. (2015). Genetic markers of Restless Legs Syndrome in Parkinson disease. Parkinsonism Relat. Disord. 21, 582–585. 10.1016/j.parkreldis.2015.03.01025817513 PMC4441838

[B89] GazestaniV.KamathT.NadafN. M.DougalisA.BurrisS. J.RooneyB.. (2023). Early Alzheimer's disease pathology in human cortex involves transient cell states. Cell 186, 4438–4453.e23. 10.1016/j.cell.2023.08.00537774681 PMC11107481

[B90] GeX.ZhangY.ZuoY.IsrarM.LiB.YuP.. (2019). Transcriptomic analysis reveals the molecular mechanism of Alzheimer-related neuropathology induced by sevoflurane in mice. J. Cell. Biochem. 120, 17555–17565. 10.1002/jcb.2902031134678

[B91] GenneryA. (2019). Recent advances in understanding RAG deficiencies. F1000Research. 8, F1000 Faculty Rev-148. 10.12688/f1000research.17056.130800289 PMC6364374

[B92] GhoseU.SprovieroW.WinchesterL.AminN.ZhuT.NewbyD.. (2024). Genome-wide association neural networks identify genes linked to family history of Alzheimer's disease. Brief. Bioinformatics 26:bbae704. 10.1093/bib/bbae70439775791 PMC11707606

[B93] GiustoE.MaistrelloL.IannottaL.GiustiV.IovinoL.BandopadhyayR.. (2024). Prospective Role of PAK6 and 14-3-3gamma as Biomarkers for Parkinson's Disease. J. Parkinsons. Dis. 14, 495–506. 10.3233/JPD-23040238640169 PMC11091598

[B94] GlennN. A. K.FinlayD. B.CarruthersE. R.MountjoyK. G.WalkerC. S.GrimseyN. L. (2024). RAMP and MRAP accessory proteins have selective effects on expression and signalling of the CB(1), CB(2), GPR18 and GPR55 cannabinoid receptors. Br. J. Pharmacol. 181, 2212–2231. 10.1111/bph.1609537085333

[B95] GoodmanJ. R.AdhamZ. O.WoltjerR. L.LundA. W.IliffJ. J. (2018). Characterization of dural sinus-associated lymphatic vasculature in human Alzheimer's dementia subjects. Brain Behav. Immun. 73, 34–40. 10.1016/j.bbi.2018.07.02030055243 PMC6149215

[B96] GorterJ. A.ZuroloE.IyerA.FluiterK.van VlietE. A.BaayenJ. C.. (2010). Induction of sodium channel Na(x) (SCN7A) expression in rat and human hippocampus in temporal lobe epilepsy. Epilepsia 51, 1791–1800. 10.1111/j.1528-1167.2010.02678.x20738386

[B97] GreenR.MayilsamyK.McGillA. R.MartinezT. E.ChandranB.BlairL. J.. (2022). SARS-CoV-2 infection increases the gene expression profile for Alzheimer's disease risk. Mol. Ther. Methods Clin. Dev. 27, 217–229. 10.1016/j.omtm.2022.09.00736187720 PMC9508696

[B98] GrisetiE.BelloA. A.BiethE.SabbaghB.IacovoniJ. S.BigayJ.. (2024). Molecular mechanisms of perilipin protein function in lipid droplet metabolism. FEBS Lett. 598, 1170–1198. 10.1002/1873-3468.1479238140813

[B99] GuardS. E.ChapnickD. A.PossZ. C.EbmeierC. C.JacobsenJ.NemkovT.. (2022). Multiomic analysis reveals disruption of cholesterol homeostasis by cannabidiol in human cell lines. Mol. Cell. Proteomics 21:100262. 10.1016/j.mcpro.2022.10026235753663 PMC9525918

[B100] GuoL. K.SuY.ZhangY. Y.YuH.LuZ.LiW. Q.. (2023). Prediction of treatment response to antipsychotic drugs for precision medicine approach to schizophrenia: randomized trials and multiomics analysis. Mil. Med. Res. 10:24. 10.1186/s40779-023-00459-737269009 PMC10236828

[B101] GurgulA.ZurowskiJ.SzmatolaT.KucharskiM.SawickiS.Semik-GurgulE.. (2024). Cannabidiol (CBD) modulates the transcriptional profile of ethanol-exposed human dermal fibroblast cells. J. Appl. Genet. 65, 773–796. 10.1007/s13353-024-00915-739466591 PMC11561130

[B102] HaenigC.AtiasN.TaylorA. K.MazzaA.SchaeferM. H.RussJ.. (2020). Interactome mapping provides a network of neurodegenerative disease proteins and uncovers widespread protein aggregation in affected brains. Cell Rep. 32:108050. 10.1016/j.celrep.2020.10805032814053

[B103] HakimM. A.BehringerE. J. (2020). Development of Alzheimer's disease progressively alters sex-dependent K_Ca_ and sex-independent K_IR_ channel function in cerebrovascular endothelium. J. Alzheimers Dis. 76, 1423–1442. 10.3233/JAD-20008532651315 PMC7709862

[B104] Halks-MillerM.SchroederM. L.HaroutunianV.MoenningU.RossiM.AchimC.. (2003). CCR1 is an early and specific marker of Alzheimer's disease. Ann. Neurol. 54, 638–646. 10.1002/ana.1073314595653

[B105] HanW.ZhangB.ZhaoW.ZhaoW.HeJ.QiuX.. (2025). Ketogenic beta-hydroxybutyrate regulates beta-hydroxybutyrylation of TCA cycle-associated enzymes and attenuates disease-associated pathologies in Alzheimer's mice. Aging Cell 24:e14368. 10.1111/acel.1436839411885 PMC11709107

[B106] HanasJ. S.HockerJ. R. S.VannarathC. A.LernerM. R.BlairS. G.LightfootS. A.. (2021). Distinguishing Alzheimer's disease patients and biochemical phenotype analysis using a novel serum profiling platform: potential involvement of the VWF/ADAMTS13 axis. Brain Sci. 11:583. 10.3390/brainsci1105058333946285 PMC8145311

[B107] HaoF.FengY. (2021). Cannabidiol (CBD) enhanced the hippocampal immune response and autophagy of APP/PS1 Alzheimer's mice uncovered by RNA-seq. Life Sci. 264:118624. 10.1016/j.lfs.2020.11862433096116

[B108] HartmanR. E.WozniakD. F.NardiA.OlneyJ. W.SartoriusL.HoltzmanD. M.. (2001). Behavioral phenotyping of GFAP-apoE3 and -apoE4 transgenic mice: apoE4 mice show profound working memory impairments in the absence of Alzheimer's-like neuropathology. Exp. Neurol. 170, 326–344. 10.1006/exnr.2001.771511476599

[B109] HassJ.WaltonE.KirstenH.TurnerJ.WolthusenR.RoessnerV.. (2015). Complexin2 modulates working memory-related neural activity in patients with schizophrenia. Eur. Arch. Psychiatry Clin. Neurosci. 265, 137–145. 10.1007/s00406-014-0550-425297695 PMC4342303

[B110] HayturalH.BenfeitasR.Schedin-WeissS.BereczkiE.RezeliM.UnwinR. D.. (2021). Insights into the changes in the proteome of Alzheimer disease elucidated by a meta-analysis. Sci. Data 8:312. 10.1038/s41597-021-01090-834862388 PMC8642431

[B111] HeS.XuZ.HanX. (2025). Lipidome disruption in Alzheimer's disease brain: detection, pathological mechanisms, and therapeutic implications. Mol. Neurodegener. 20:11. 10.1186/s13024-025-00803-639871348 PMC11773937

[B112] HinneyA.AlbayrakO.AntelJ.VolckmarA. L.SimsR.ChapmanJ.. (2014). Genetic variation at the CELF1 (CUGBP, elav-like family member 1 gene) locus is genome-wide associated with Alzheimer's disease and obesity. Am. J. Med. Genet. B Neuropsychiatr. Genet. 165B, 283–293. 10.1002/ajmg.b.3223424788522

[B113] HondiusD. C.van NieropP.LiK. W.HoozemansJ. J.van der SchorsR. C.van HaastertE. S.. (2016). Profiling the human hippocampal proteome at all pathologic stages of Alzheimer's disease. Alzheimers Dement. 12, 654–668. 10.1016/j.jalz.2015.11.00226772638

[B114] Horgusluoglu-MolochE.RisacherS. L.CraneP. K.HibarD.ThompsonP. M.SaykinA. J.. (2019). Genome-wide association analysis of hippocampal volume identifies enrichment of neurogenesis-related pathways. Sci. Rep. 9:14498. 10.1038/s41598-019-50507-331601890 PMC6787090

[B115] HuR. T.YuQ.ZhouS. D.YinY. X.HuR. G.LuH. P.. (2020). Co-expression network analysis reveals novel genes underlying Alzheimer's disease pathogenesis. Front. Aging Neurosci. 12:605961. 10.3389/fnagi.2020.60596133324198 PMC7725685

[B116] HuhG. S.BoulangerL. M.DuH.RiquelmeP. A.BrotzT. M.ShatzC. J.. (2000). Functional requirement for class I MHC in CNS development and plasticity. Science 290, 2155–2159. 10.1126/science.290.5499.215511118151 PMC2175035

[B117] JacobC. P.KoutsilieriE.BartlJ.Neuen-JacobE.ArzbergerT.ZanderN.. (2007). Alterations in expression of glutamatergic transporters and receptors in sporadic Alzheimer's disease. J. Alzheimers Dis. 11, 97–116. 10.3233/JAD-2007-1111317361039

[B118] JanelidzeS.MattssonN.StomrudE.LindbergO.PalmqvistS.ZetterbergH.. (2018). CSF biomarkers of neuroinflammation and cerebrovascular dysfunction in early Alzheimer disease. Neurology 91, e867–e877. 10.1212/WNL.000000000000608230054439 PMC6133624

[B119] JavonilloD. I.TranK. M.PhanJ.HingcoE.KramárE. A.da CunhaC.. (2022). Systematic phenotyping and characterization of the 3xTg-AD mouse model of Alzheimer's disease. Front. Neurosci. 15:785276. 10.3389/fnins.2021.78527635140584 PMC8818877

[B120] JhaS. K.NelsonV. K.SuryadevaraP. R.PandaS. P.PullaiahC. P.NuliM. V.. (2024). Cannabidiol and neurodegeneration: from molecular mechanisms to clinical benefits. Ageing Res. Rev. 100:102386. 10.1016/j.arr.2024.10238638969143

[B121] JiW.AnK.WangC.WangS. (2022). Bioinformatics analysis of diagnostic biomarkers for Alzheimer's disease in peripheral blood based on sex differences and support vector machine algorithm. Hereditas 159:38. 10.1186/s41065-022-00252-x36195955 PMC9531459

[B122] JiaE.PanM.LiuZ.ZhouY.ZhaoX.DongJ.. (2020). Transcriptomic profiling of differentially expressed genes and related pathways in different brain regions in Parkinson's disease. Neurosci. Lett. 732:135074. 10.1016/j.neulet.2020.13507432446776

[B123] JiangS.TangL.ZhaoN.YangW.QiuY.ChenH. Z. A.. (2016). Systems view of the differences between APOE epsilon4 carriers and non-carriers in Alzheimer's disease. Front. Aging Neurosci. 8:171. 10.3389/fnagi.2016.0017127462267 PMC4941795

[B124] JinJ. K.KimN. H.LeeY. J.KimY. S.ChoiE. K.KozlowskiP. B.. (2006). Phospholipase D1 is up-regulated in the mitochondrial fraction from the brains of Alzheimer's disease patients. Neurosci. Lett. 407, 263–267. 10.1016/j.neulet.2006.08.06216973278

[B125] JohnsonR. J.Gomez-PinillaF.NagelM.NakagawaT.Rodriguez-IturbeB.Sanchez-LozadaL. G.. (2020). Cerebral fructose metabolism as a potential mechanism driving Alzheimer's disease. Front. Aging Neurosci. 12:560865. 10.3389/fnagi.2020.56086533024433 PMC7516162

[B126] JohnsonR. J.TolanD. R.BredesenD.NagelM.Sanchez-LozadaL. G.FiniM.. (2023). Could Alzheimer's disease be a maladaptation of an evolutionary survival pathway mediated by intracerebral fructose and uric acid metabolism? Am. J. Clin. Nutr. 117, 455–466. 10.1016/j.ajcnut.2023.01.00236774227 PMC10196606

[B127] JoshiN.VaidyaB.SharmaS. S. (2024). Transient receptor potential channels as an emerging target for the treatment of Alzheimer's disease: unravelling the potential of pharmacological interventions. Basic Clin. Pharmacol. Toxicol. 135, 375–400. 10.1111/bcpt.1407339209323

[B128] JullienneA.QuanR.SzuJ. I.TrinhM. V.BehringerE. J.ObenausA.. (2022). Progressive vascular abnormalities in the aging 3xTg-AD mouse model of Alzheimer's disease. Biomedicines 10:1967. 10.3390/biomedicines1008196736009514 PMC9405684

[B129] Kaddurah-DaoukR.ZhuH.SharmaS.BogdanovM.RozenS. G.MatsonW.. (2013). Alterations in metabolic pathways and networks in Alzheimer's disease. Transl. Psychiatry 3:e244. 10.1038/tp.2013.1823571809 PMC3641405

[B130] KaleM. B.BhondgeH. M.WankhedeN. L.ShendeP. V.ThanekaerR. P.AglaweM. M.. (2024). Navigating the intersection: diabetes and Alzheimer's intertwined relationship. Ageing Res. Rev. 2024:102415. 10.1016/j.arr.2024.10241539002642

[B131] KalraP.GrewalA. K.KhanH.SinghT. G. (2025). Unscrambling the cellular and molecular threads of neuroplasticity: insights into Alzheimer's disease pathogenesis. Neuroscience 571, 74–88. 10.1016/j.neuroscience.2025.02.03739970983

[B132] KangM.AngT. F. A.DevineS. A.ShervaR.MukherjeeS.TrittschuhE. H.. (2023). A genome-wide search for pleiotropy in more than 100,000 harmonized longitudinal cognitive domain scores. Mol. Neurodegener. 18:40. 10.1186/s13024-023-00633-437349795 PMC10286470

[B133] KaraahmetB.LeL.MendesM. S.MajewskaA. K.O'BanionM. K. (2022). Repopulated microglia induce expression of Cxcl13 with differential changes in Tau phosphorylation but do not impact amyloid pathology. J. Neuroinflamm. 19:173. 10.1186/s12974-022-02532-935787714 PMC9252071

[B134] KataokaK.HanS. I.ShiodaS.HiraiM.NishizawaM.HandaH.. (2002). MafA is a glucose-regulated and pancreatic beta-cell-specific transcriptional activator for the insulin gene. J. Biol. Chem. 277, 49903–49910. 10.1074/jbc.M20679620012368292

[B135] KawamuraM.GodaN.HariyaN.KimuraM.IshiyamaS.KubotaT.. (2022). Medium-chain fatty acids enhance expression and histone acetylation of genes related to lipid metabolism in insulin-resistant adipocytes. Biochem. Biophys. Rep. 29:101196. 10.1016/j.bbrep.2021.10119635028437 PMC8741418

[B136] KediaN.ArhzaouyK.PittmanS. K.SunY.BatchelorM.WeihlC. C.. (2019). Desmin forms toxic, seeding-competent amyloid aggregates that persist in muscle fibers. Proc. Natl. Acad. Sci. U.S.A. 116, 16835–16840. 10.1073/pnas.190826311631371504 PMC6708308

[B137] KimB. H.SeoS. W.ParkY. H.KimJ.KimH. J.JangH.. (2024). Clinical application of sparse canonical correlation analysis to detect genetic associations with cortical thickness in Alzheimer's disease. Front. Neurosci. 18:1428900. 10.3389/fnins.2024.142890039381682 PMC11458562

[B138] KimH.RheeS. J.LeeH.HanD.LeeT. Y.KimM.. (2021). Identification of altered protein expression in major depressive disorder and bipolar disorder patients using liquid chromatography-tandem mass spectrometry. Psychiatry Res. 299:113850. 10.1016/j.psychres.2021.11385033711561

[B139] KitanoJ.KimuraK.YamazakiY.SodaT.ShigemotoR.NakajimaY.. (2002). Tamalin, a PDZ domain-containing protein, links a protein complex formation of group 1 metabotropic glutamate receptors and the guanine nucleotide exchange factor cytohesins. J. Neurosci. 22, 1280–1289. 10.1523/JNEUROSCI.22-04-01280.200211850456 PMC6757580

[B140] KnowlesM. R.OstrowskiL. E.LeighM. W.SearsP. R.DavisS. D.WolfW. E.. (2014). Mutations in RSPH1 cause primary ciliary dyskinesia with a unique clinical and ciliary phenotype. Am. J. Respir. Crit. Care Med. 189, 707–717. 10.1164/rccm.201311-2047OC24568568 PMC3983840

[B141] KollingL. J.ChimentiM. S.MarcinkiewczC. A. (2025). Spatial differences in gene expression across the dorsal raphe nucleus in a model of early Alzheimer's disease. J. Alzheimers Dis. 103, 133–148. 10.1177/1387287724129911939584353 PMC12047055

[B142] KosoyR.FullardJ. F.ZengB.BendlJ.DongP.RahmanS.. (2022). Genetics of the human microglia regulome refines Alzheimer's disease risk loci. Nat. Genet. 54, 1145–1154. 10.1038/s41588-022-01149-135931864 PMC9388367

[B143] KouryS.YarlagaddaS.Moskalik-LiermoK.PopliN.KimN.ApolitoC.. (2007). Differential gene expression during terminal erythroid differentiation. Genomics 90, 574–582. 10.1016/j.ygeno.2007.06.01017764892 PMC2205530

[B144] KrämerA.GreenJ.PollardJr.J.TugendreichS. (2014). Causal analysis approaches in Ingenuity Pathway Analysis. Bioinformatics. 30, 523–530. 10.1093/bioinformatics/btt70324336805 PMC3928520

[B145] KreilausF.PrzybylaM.IttnerL.KarlT. (2022). Cannabidiol (CBD) treatment improves spatial memory in 14-month-old female TAU58/2 transgenic mice. Behav. Brain Res. 425:113812. 10.1016/j.bbr.2022.11381235202719

[B146] KunkleB. W.Grenier-BoleyB.SimsR.BisJ. C.DamotteV.NajA. C.. (2019). Genetic meta-analysis of diagnosed Alzheimer's disease identifies new risk loci and implicates Abeta, tau, immunity and lipid processing. Nat. Genet. 51, 414–430. 10.1038/s41588-019-0358-230820047 PMC6463297

[B147] LandfieldP. W.ApplegateM. D.Schmitzer-OsborneS. E.NaylorC. E. (1991). Phosphate/calcium alterations in the first stages of Alzheimer's disease: implications for etiology and pathogenesis. J. Neurol. Sci. 106, 221–229. 10.1016/0022-510X(91)90261-51802970

[B148] LaunA. S.ShraderS. H.BrownK. J.SongZ. H. (2019). GPR3, GPR6, and GPR12 as novel molecular targets: their biological functions and interaction with cannabidiol. Acta Pharmacol. Sin. 40, 300–308. 10.1038/s41401-018-0031-929941868 PMC6460361

[B149] Le GuenY.PhilippeC.RiviereD.LemaitreH.GrigisA.FischerC.. (2019). eQTL of KCNK2 regionally influences the brain sulcal widening: evidence from 15,597 UK Biobank participants with neuroimaging data. Brain Struct. Funct. 224, 847–857. 10.1007/s00429-018-1808-930519892 PMC6420450

[B150] LeeS. Y.ChoiH. B.ParkM.ChoiI. S.AnJ.KimA.. (2021). Novel KCNQ4 variants in different functional domains confer genotype- and mechanism-based therapeutics in patients with nonsyndromic hearing loss. Exp. Mol. Med. 53, 1192–1204. 10.1038/s12276-021-00653-434316018 PMC8333092

[B151] LiD.TangJ.XuH.FanX.BaiY.YangL.. (2008). Decreased hippocampal cell proliferation correlates with increased expression of BMP4 in the APPswe/PS1DeltaE9 mouse model of Alzheimer's disease. Hippocampus 18, 692–698. 10.1002/hipo.2042818398851

[B152] LiL.WeiY.Van WinkleL.ZhangQ. Y.ZhouX.HuJ.. (2011). Generation and characterization of a Cyp2f2-null mouse and studies on the role of CYP2F2 in naphthalene-induced toxicity in the lung and nasal olfactory mucosa. J. Pharmacol. Exp. Ther. 339, 62–71. 10.1124/jpet.111.18467121730012 PMC3186285

[B153] LiQ. S.De MuynckL. (2021). Differentially expressed genes in Alzheimer's disease highlighting the roles of microglia genes including OLR1 and astrocyte gene CDK2AP1. Brain Behav. Immun. Health. 13:100227. 10.1016/j.bbih.2021.10022734589742 PMC8474442

[B154] LiX.ZhangD. F.BiR.TanL. W.ChenX.XuM.. (2023). Convergent transcriptomic and genomic evidence supporting a dysregulation of CXCL16 and CCL5 in Alzheimer's disease. Alzheimers Res. Ther. 15:17. 10.1186/s13195-022-01159-536670424 PMC9863145

[B155] LiY.XuK.ZhouA.XuZ.WuJ.PengX.. (2024). Integrative transcriptomics and proteomics analysis reveals THRSP's role in lipid metabolism. Genes 15:1562. 10.3390/genes1512156239766829 PMC11675175

[B156] LinS. H.ChienY. C.ChiangW. W.LiuY. Z.LienC. C.ChenC. C.. (2015). Genetic mapping of ASIC4 and contrasting phenotype to ASIC1a in modulating innate fear and anxiety. Eur. J. Neurosci. 41, 1553–1568. 10.1111/ejn.1290525828470

[B157] LingF.ZhangC.ZhaoX.XinX.ZhaoS. (2023). Identification of key genes modules linking diabetic retinopathy and circadian rhythm. Front. Immunol. 14:1260350. 10.3389/fimmu.2023.126035038124748 PMC10730663

[B158] LiuB.YiD.YuZ.PanJ.RamirezK.LiS.. (2022). TMEM100, a lung-specific endothelium gene. Arterioscler. Thromb. Vasc. Biol. 42, 1495–1497. 10.1161/ATVBAHA.122.31768336252125 PMC9691553

[B159] LiuL.WuQ.ZhongW.ChenY.ZhangW.RenH.. (2020). Microarray analysis of differential gene expression in Alzheimer's disease identifies potential biomarkers with diagnostic value. Med. Sci. Monit. 26:e919249. 10.12659/MSM.91924931984950 PMC7001516

[B160] LiuW.LiuY.YangY.OuW.ChenX.HuangB.. (2018). Metabolic biomarkers of aging and aging-related diseases in Chinese middle-aged and elderly men. J. Nutr. Health Aging 22, 1189–1197. 10.1007/s12603-018-1062-030498825 PMC12280475

[B161] LiuY. (2024). Alzheimer's disease, aging, and cannabidiol treatment: a promising path to promote brain health and delay aging. Mol. Biol. Rep. 51:121. 10.1007/s11033-023-09162-138227160

[B162] LlanoD. A.DevanarayanV. (2021). Alzheimer's disease neuroimaging I. Serum phosphatidylethanolamine and lysophosphatidylethanolamine levels differentiate Alzheimer's disease from controls and predict progression from mild cognitive impairment. J. Alzheimers Dis. 80, 311–319. 10.3233/JAD-20142033523012

[B163] LoikaY.LoikoE.FengF.StallardE.YashinA. I.ArbeevK.. (2023). Exogenous exposures shape genetic predisposition to lipids, Alzheimer's, and coronary heart disease in the MLXIPL gene locus. Aging 15, 3249–3272. 10.18632/aging.20466537074818 PMC10449285

[B164] LokeS. Y.WongP. T.OngW. Y. (2017). Global gene expression changes in the prefrontal cortex of rabbits with hypercholesterolemia and/or hypertension. Neurochem. Int. 102, 33–56. 10.1016/j.neuint.2016.11.01027890723

[B165] LongL. E.ChesworthR.HuangX. F.McGregorI. S.ArnoldJ. C.KarlT. (2010). A behavioural comparison of acute and chronic Delta9-tetrahydrocannabinol and cannabidiol in C57BL/6JArc mice. Int. J. Neuropsychopharmacol. 13, 861–876. 10.1017/S146114570999060519785914

[B166] LourencoC. F.LedoA.BarbosaR. M.LaranjinhaJ. (2017). Neurovascular uncoupling in the triple transgenic model of Alzheimer's disease: impaired cerebral blood flow response to neuronal-derived nitric oxide signaling. Exp. Neurol. 291, 36–43. 10.1016/j.expneurol.2017.01.01328161255

[B167] LuY.LiD.YuY.WangQ.LiA.QuanY.. (2025). Cerebrospinal fluid VGF is associated with the onset and progression of Alzheimer's disease. J. Alzheimers Dis. 104, 1235–1242. 10.1177/1387287725132300240095667

[B168] MacedoA.GomezC.RebeloM. A.PozaJ.GomesI.MartinsS.. (2021). Risk variants in three Alzheimer's disease genes show association with EEG endophenotypes. J. Alzheimers Dis. 80, 209–223. 10.3233/JAD-20096333522999 PMC8075394

[B169] MaezawaI.JenkinsD. P.JinB. E.WulffH. (2012). Microglial KCa3.1 channels as a potential therapeutic target for Alzheimer's disease. Int. J. Alzheimers Dis. 2012:868972. 10.1155/2012/86897222675649 PMC3364551

[B170] MalikB.DevineH.PataniR.La SpadaA. R.HannaM. G.GreensmithL. (2019). Gene expression analysis reveals early dysregulation of disease pathways and links Chmp7 to pathogenesis of spinal and bulbar muscular atrophy. Sci. Rep. 9:3539. 10.1038/s41598-019-40118-330837566 PMC6401132

[B171] MallickK.KhanM. F.BanerjeeS. (2024). The anxiolytic effects of cannabinoids: a comprehensive review. Pharmacol. Biochem. Behav. 243:173828. 10.1016/j.pbb.2024.17382839032530

[B172] MarcotteM.BernardoA.LingaN.Perez-RomeroC. A.GuillouJ. L.SibilleE.. (2021). Handling techniques to reduce stress in mice. J. Vis. Exp. e62593. 10.3791/6259334633376

[B173] MarksteinerJ.BlaskoI.KemmlerG.KoalT.HumpelC. (2018). Bile acid quantification of 20 plasma metabolites identifies lithocholic acid as a putative biomarker in Alzheimer's disease. Metabolomics 14:1. 10.1007/s11306-017-1297-529249916 PMC5725507

[B174] MasuhoI.XieK.MartemyanovK. A. (2013). Macromolecular composition dictates receptor and G protein selectivity of regulator of G protein signaling (RGS) 7 and 9-2 protein complexes in living cells. J. Biol. Chem. 288, 25129–25142. 10.1074/jbc.M113.46228323857581 PMC3757177

[B175] McDew-WhiteM.LeeE.PremadasaL. S.AlvarezX.OkeomaC. M.MohanM.. (2023). Cannabinoids modulate the microbiota-gut-brain axis in HIV/SIV infection by reducing neuroinflammation and dysbiosis while concurrently elevating endocannabinoid and indole-3-propionate levels. J. Neuroinflamm. 20:62. 10.1186/s12974-023-02729-636890518 PMC9993397

[B176] Méndez-AcevedoK. M.ValdesV. J.AsanovA.VacaL. (2017). A novel family of mammalian transmembrane proteins involved in cholesterol transport. Sci. Rep. 7:7450. 10.1038/s41598-017-07077-z28785058 PMC5547113

[B177] MessingerD.HarrisM. K.CummingsJ. R.ThomasC.YangT.SwehaS. R.. (2023). Therapeutic targeting of prenatal pontine ID1 signaling in diffuse midline glioma. Neuro-oncology 25, 54–67. 10.1093/neuonc/noac14135605606 PMC9825316

[B178] MohamedL. A.ZhuH.MousaY. M.WangE.QiuW. Q.KaddoumiA.. (2017). Amylin enhances amyloid-beta peptide brain to blood efflux across the blood-brain barrier. J. Alzheimers Dis. 56, 1087–1099. 10.3233/JAD-16080028059785 PMC5466167

[B179] MoiseenokA. G.KanunnikovaN. P. (2023). Brain CoA and acetyl CoA metabolism in mechanisms of neurodegeneration. Biochemistry 88, 466–480. 10.1134/S000629792304003X37080933

[B180] MorrisJ. K.PiccoloB. D.JohnC. S.GreenZ. D.ThyfaultJ. P.AdamsS. H.. (2019). Oxylipin profiling of Alzheimer's disease in nondiabetic and type 2 diabetic elderly. Metabolites 9:177. 10.3390/metabo909017731491971 PMC6780570

[B181] MortreuxM.FoppenE.DenisR. G.MontanerM.KassisN.DenomJ.. (2019). New roles for prokineticin 2 in feeding behavior, insulin resistance and type 2 diabetes: studies in mice and humans. Mol. Metab. 29, 182–196. 10.1016/j.molmet.2019.08.01631668389 PMC6812023

[B182] MosharovE. V.RosenbergA. M.MonzelA. S.OstoC. A.StilesL.RosoklijaG. B.. (2025). A human brain map of mitochondrial respiratory capacity and diversity. Nature 641, 749–758. 10.1038/s41586-025-08740-640140564 PMC12770858

[B183] MravinacovaS.AlankoV.BergstromS.BridelC.PijnenburgY.HagmanG.. (2024). CSF protein ratios with enhanced potential to reflect Alzheimer's disease pathology and neurodegeneration. Mol. Neurodegener. 19:15. 10.1186/s13024-024-00705-z38350954 PMC10863228

[B184] NairA.GreenyA.RajendranR.AbdelgawadM. A.GhoneimM. M.RaghavanR. P.. (2023). KIF1A-associated neurological disorder: an overview of a rare mutational disease. Pharmaceuticals 16:147. 10.3390/ph1602014737259299 PMC9962247

[B185] NasaruddinM. L.PanX.McGuinnessB.PassmoreP.KehoeP. G.HolscherC.. (2018). Evidence that parietal lobe fatty acids may be more profoundly affected in moderate Alzheimer's disease (AD) pathology than in severe AD pathology. Metabolites 8:69. 10.3390/metabo804006930373213 PMC6316131

[B186] NeelyC. L.PedemonteK. A.BoggsK. N.FlinnJ. M. (2019). Nest building behavior as an early indicator of behavioral deficits in mice. J. Vis. Exp. e60139. 10.3791/6013931680688

[B187] NelsonP. T.EstusS.AbnerE. L.ParikhI.MalikM.NeltnerJ. H.. (2014). ABCC9 gene polymorphism is associated with hippocampal sclerosis of aging pathology. Acta Neuropathol. 127, 825–843. 10.1007/s00401-014-1282-224770881 PMC4113197

[B188] NguyenH. D.KimW. K.Huong VuG. (2024). Molecular mechanisms implicated in protein changes in the Alzheimer's disease human hippocampus. Mech. Ageing Dev. 219:111930. 10.1016/j.mad.2024.11193038554950

[B189] NhoK.RamananV. K.HorgusluogluE.KimS.InlowM. H.RisacherS. L.. (2015). Comprehensive gene- and pathway-based analysis of depressive symptoms in older adults. J. Alzheimers Dis. 45, 1197–1206. 10.3233/JAD-14800925690665 PMC4398648

[B190] NieL.HeK.XieF.XiaoS.LiS.XuJ.. (2021). Loganin substantially ameliorates molecular deficits, pathologies and cognitive impairment in a mouse model of Alzheimer's disease. Aging 13, 23739–23756. 10.18632/aging.20364634689137 PMC8580356

[B191] NohH.ParkC.ParkS.LeeY. S.ChoS. Y.SeoH.. (2014). Prediction of miRNA-mRNA associations in Alzheimer's disease mice using network topology. BMC Genom. 15:644. 10.1186/1471-2164-15-64425086961 PMC4132902

[B192] O'DayD. H. (2022). Calmodulin binding domains in critical risk proteins involved in neurodegeneration. Curr. Issues Mol. Biol. 44, 5802–5814. 10.3390/cimb4411039436421678 PMC9689381

[B193] OddoS.CaccamoA.ShepherdJ. D.MurphyM. P.GoldeT. E.KayedR.. (2003). Triple-transgenic model of Alzheimer's disease with plaques and tangles: intracellular Abeta and synaptic dysfunction. Neuron 39, 409–421. 10.1016/S0896-6273(03)00434-312895417

[B194] OswaldF.KlobleP.RulandA.RosenkranzD.HinzB.ButterF.. (2017). The FOXP2-driven network in developmental disorders and neurodegeneration. Front. Cell. Neurosci. 11:212. 10.3389/fncel.2017.0021228798667 PMC5526973

[B195] PadovaniA.CossedduM.PremiE.ArchettiS.PapettiA.AgostiC.. (2010). The speech and language FOXP2 gene modulates the phenotype of frontotemporal lobar degeneration. J. Alzheimers Dis. 22, 923–931. 10.3233/JAD-2010-10120620858950

[B196] PendseA. A.Arbones-MainarJ. M.JohnsonL. A.AltenburgM. K.MaedaN. (2009). Apolipoprotein E knock-out and knock-in mice: atherosclerosis, metabolic syndrome, and beyond. J. Lipid Res. 50(Suppl):S178–182. 10.1194/jlr.R800070-JLR20019060252 PMC2674752

[B197] Perez-GonzalezM.MendiorozM.BadessoS.SucunzaD.RoldanM.EspelosinM.. (2020). PLA2G4E, a candidate gene for resilience in Alzheimer s disease and a new target for dementia treatment. Prog. Neurobiol. 191:101818. 10.1016/j.pneurobio.2020.10181832380223

[B198] PitonA.GauthierJ.HamdanF. F.LafrenièreR. G.YangY.HenrionE.. (2011). Systematic resequencing of X-chromosome synaptic genes in autism spectrum disorder and schizophrenia. Mol. Psychiatry 16, 867–880. 10.1038/mp.2010.5420479760 PMC3289139

[B199] PriviteraM.von ZieglerL. M.Floriou-ServouA.DussS. N.ZhangR.WaagR.. (2024). Noradrenaline release from the locus coeruleus shapes stress-induced hippocampal gene expression. Elife 12:RP88559. 10.7554/eLife.88559.3.sa238477670 PMC10937036

[B200] PuthiyedthN.RiverosC.BerrettaR.MoscatoP. (2016). Identification of differentially expressed genes through integrated study of Alzheimer's disease affected brain regions. PLoS ONE 11:e0152342. 10.1371/journal.pone.015234227050411 PMC4822961

[B201] QiuX.GuoD.DuJ.BaiY.WangF. (2021). A novel biomarker, MRPS12 functions as a potential oncogene in ovarian cancer and is a promising prognostic candidate. Medicine 100:e24898. 10.1097/MD.000000000002489833663122 PMC7909224

[B202] QuintanaD. D.AnantulaY.GarciaJ. A.Engler-ChiurazziE. B.SarkarS. N.CorbinD. R.. (2021). Microvascular degeneration occurs before plaque onset and progresses with age in 3xTg AD mice. Neurobiol. Aging 105, 115–128. 10.1016/j.neurobiolaging.2021.04.01934062487 PMC9703920

[B203] RahimzadehN.SrinivasanS. S.ZhangJ.SwarupV. (2024). Gene networks and systems biology in Alzheimer's disease: insights from multi-omics approaches. Alzheimers Dement. 20, 3587–3605. 10.1002/alz.1379038534018 PMC11095483

[B204] Ramos-MiguelA.JonesA. A.SawadaK.BarrA. M.BayerT. A.FalkaiP.. (2018). Frontotemporal dysregulation of the SNARE protein interactome is associated with faster cognitive decline in old age. Neurobiol. Dis. 114, 31–44. 10.1016/j.nbd.2018.02.00629496544 PMC6483375

[B205] RashidB.GlasserM. F.NicholsT.Van EssenD.JuttukondaM. R.SchwabN. A.. (2023). Cardiovascular and metabolic health is associated with functional brain connectivity in middle-aged and older adults: results from the Human Connectome Project-Aging study. Neuroimage 276:120192. 10.1016/j.neuroimage.2023.12019237247763 PMC10330931

[B206] RudelL. L.LeeR. G.PariniP. (2005). ACAT2 is a target for treatment of coronary heart disease associated with hypercholesterolemia. Arterioscler. Thromb. Vasc. Biol. 25, 1112–1118. 10.1161/01.ATV.0000166548.65753.1e15831806

[B207] RudobeckE.BelloneJ. A.SzucsA.BonnickK.Mehrotra-CarterS.BadautJ.. (2017). Low-dose proton radiation effects in a transgenic mouse model of Alzheimer's disease - Implications for space travel. PLoS ONE 12:e0186168. 10.1371/journal.pone.018616829186131 PMC5706673

[B208] SaadiM.KarkhahA.PourabdolhosseinF.AtaieA.MonifM.NouriH. R.. (2020). Involvement of NLRC4 inflammasome through caspase-1 and IL-1beta augments neuroinflammation and contributes to memory impairment in an experimental model of Alzheimer's like disease. Brain Res. Bull. 154, 81–90. 10.1016/j.brainresbull.2019.10.01031715312

[B209] SanbeA.OsinskaH.VillaC.GulickJ.KlevitskyR.GlabeC. G.. (2005). Reversal of amyloid-induced heart disease in desmin-related cardiomyopathy. Proc. Natl. Acad. Sci. U.S.A. 102, 13592–13597. 10.1073/pnas.050332410216155124 PMC1224623

[B210] Sánchez-SánchezJ. L.AderI.JeansonY.Planat-BenardV.VellasB.CasteillaL.. (2023). Periostin plasma levels and changes on physical and cognitive capacities in community-dwelling older adults. J. Gerontol. A Biol. Sci. Med. Sci. 78, 424–432. 10.1093/gerona/glac22636373873 PMC9977245

[B211] SantistebanM. M.IadecolaC.CarnevaleD. (2023). Hypertension, neurovascular dysfunction, and cognitive impairment. Hypertension 80, 22–34. 10.1161/HYPERTENSIONAHA.122.1808536129176 PMC9742151

[B212] SarojaS. R.SharmaA.HofP. R.PereiraA. C. (2022). Differential expression of tau species and the association with cognitive decline and synaptic loss in Alzheimer's disease. Alzheimers Dement. 18, 1602–1615. 10.1002/alz.1251834873815 PMC9170833

[B213] SchirwaniS.WoodsE.KoolenD. A.OckeloenC. W.LynchS. A.KavanaghK.. (2023). Familial Bainbridge-Ropers syndrome: report of familial ASXL3 inheritance and a milder phenotype. Am. J. Med. Genet. A 191, 29–36. 10.1002/ajmg.a.6298136177608 PMC10087684

[B214] SchueleL. L.SchuermannB.Bilkei-GorzoA.GorgzadehS.ZimmerA.LeidmaaE.. (2022). Regulation of adult neurogenesis by the endocannabinoid-producing enzyme diacylglycerol lipase alpha (DAGLa). Sci. Rep. 12:633. 10.1038/s41598-021-04600-135022487 PMC8755832

[B215] SeoY.MoS.KimS.KimH.ParkH. C. (2022). Tamalin function is required for the survival of neurons and oligodendrocytes in the CNS. Int. J. Mol. Sci. 23:13395. 10.3390/ijms23211339536362204 PMC9654138

[B216] SerikawaT.KunisawaN.ShimizuS.KatoM.Alves IhaH.KinboshiM.. (2019). Increased seizure sensitivity, emotional defects and cognitive impairment in PHD finger protein 24 (Phf24)-null rats. Behav. Brain Res. 369:111922. 10.1016/j.bbr.2019.11192231039378

[B217] SeshadriS.FitzpatrickA. L.IkramM. A.DeStefanoA. L.GudnasonV.BoadaM.. (2010). Genome-wide analysis of genetic loci associated with Alzheimer disease. JAMA 303, 1832–1840. 10.1001/jama.2010.57420460622 PMC2989531

[B218] SetoM.WeinerR. L.DumitrescuL.MahoneyE. R.HansenS. L.JanveV.. (2022). RNASE6 is a novel modifier of APOE-epsilon4 effects on cognition. Neurobiol. Aging 118, 66–76. 10.1016/j.neurobiolaging.2022.06.01135896049 PMC9721357

[B219] ShigemizuD.MoriT.AkiyamaS.HigakiS.WatanabeH.SakuraiT.. (2020). Identification of potential blood biomarkers for early diagnosis of Alzheimer's disease through RNA sequencing analysis. Alzheimers Res. Ther. 12:87. 10.1186/s13195-020-00654-x32677993 PMC7367375

[B220] ShintoL. H.RaberJ.MishraA.RoeseN.SilbertL. C. A. (2022). Review of oxylipins in Alzheimer's disease and related dementias (ADRD): potential therapeutic targets for the modulation of vascular tone and inflammation. Metabolites 12:826. 10.3390/metabo1209082636144230 PMC9501361

[B221] SiegertS.GrisoldA.Pal-HandlK.LiljaS.KepaS.SilvaiehS.. (2024). Developmental, cognitive, ocular motor, and neuroimaging findings related to SUFU haploinsufficiency: unraveling subtle and highly variable phenotypes. Pediatr. Neurol. 160, 38–44. 10.1016/j.pediatrneurol.2024.07.01539181021

[B222] SquittiR.CatalliC.GiganteL.MarianettiM.RosariM.MarianiS.. (2023). Non-ceruloplasmin copper identifies a subtype of Alzheimer's disease (CuAD): characterization of the cognitive profile and case of a CuAD patient carrying an RGS7 stop-loss variant. Int. J. Mol. Sci. 24:6377. 10.3390/ijms2407637737047347 PMC10094789

[B223] StevensL. M.BrownR. E. (2015). Reference and working memory deficits in the 3xTg-AD mouse between 2 and 15-months of age: a cross-sectional study. Behav. Brain Res. 278, 496–505. 10.1016/j.bbr.2014.10.03325446812

[B224] StoverK. R.CampbellM. A.Van WinssenC. M.BrownR. E. (2015). Early detection of cognitive deficits in the 3xTg-AD mouse model of Alzheimer's disease. Behav. Brain Res. 289, 29–38. 10.1016/j.bbr.2015.04.01225896362

[B225] SubramanianS.AyalaP.WadsworthT. L.HarrisC. J.VandenbarkA. A.QuinnJ. F.. (2010). CCR6: a biomarker for Alzheimer's-like disease in a triple transgenic mouse model. J. Alzheimers Dis. 22, 619–629. 10.3233/JAD-2010-10085220847401 PMC2988888

[B226] SunD.LiX.NieS.LiuJ.WangS. (2023a). Disorders of cancer metabolism: the therapeutic potential of cannabinoids. Biomed. Pharmacother. 157:113993. 10.1016/j.biopha.2022.11399336379120

[B227] SunY. Y.WangZ.HuangH. C. (2023b). Roles of ApoE4 on the pathogenesis in Alzheimer's disease and the potential therapeutic approaches. Cell. Mol. Neurobiol. 43, 3115–3136. 10.1007/s10571-023-01365-137227619 PMC10211310

[B228] SungY. J.WinklerT. W.de las FuentesL.BentleyA. R.BrownM. R.KrajaA. T.. (2018). A large-scale multi-ancestry genome-wide study accounting for smoking behavior identifies multiple significant loci for blood pressure. Am. J. Hum. Genet. 102, 375–400. 10.1016/j.ajhg.2018.01.01529455858 PMC5985266

[B229] SutherlandG. T.JanitzM.KrilJ. J. (2011). Understanding the pathogenesis of Alzheimer's disease: will RNA-Seq realize the promise of transcriptomics? J. Neurochem. 116, 937–946. 10.1111/j.1471-4159.2010.07157.x21175619

[B230] TandonR.LeveyA. I.LahJ. J.SeyfriedN. T.MitchellC. S. (2023). Machine learning selection of most predictive brain proteins suggests role of sugar metabolism in Alzheimer's disease. J. Alzheimers Dis. 92, 411–424. 10.3233/JAD-22068336776048 PMC10041447

[B231] TeixeiraF. C.GutierresJ. M.SoaresM. S. P.da Siveira de MattosB.SpohrL.do CoutoC. A. T.. (2020). Inosine protects against impairment of memory induced by experimental model of Alzheimer disease: a nucleoside with multitarget brain actions. Psychopharmacology 237, 811–823. 10.1007/s00213-019-05419-531834453

[B232] TianX.QinY.TianY.GeX.CuiJ.HanH.. (2022). Identification of vascular dementia and Alzheimer's disease hub genes expressed in the frontal lobe and temporal cortex by weighted co-expression network analysis and construction of a protein-protein interaction. Int. J. Neurosci. 132, 1049–1060. 10.1080/00207454.2020.186096633401985

[B233] TijsenA. J.PintoY. M.CreemersE. E. (2012). Circulating microRNAs as diagnostic biomarkers for cardiovascular diseases. Am. J. Physiol. Heart Circ. Physiol. 303, H1085–H1095. 10.1152/ajpheart.00191.201222942181

[B234] TohgiH.AbeT.TakahashiS.KimuraM.TakahashiJ.KikuchiT.. (1992). Concentrations of serotonin and its related substances in the cerebrospinal fluid in patients with Alzheimer type dementia. Neurosci. Lett. 141, 9–12. 10.1016/0304-3940(92)90322-X1508406

[B235] TranQ.SudasingheA.JonesB.XiongK.CohenR. E.SharlinD. S.. (2021). FAM171B is a novel polyglutamine protein widely expressed in the mammalian brain. Brain Res. 1766:147540. 10.1016/j.brainres.2021.14754034052262

[B236] TraylorM.MalikR.NallsM. A.CotlarciucI.RadmaneshF.ThorleifssonG.. (2017). Genetic variation at 16q24.2 is associated with small vessel stroke. Ann. Neurol. 81, 383–394. 10.1002/ana.2484027997041 PMC5366092

[B237] Trigueros-MotosL.van CapelleveenJ. C.TortaF.CastañoD.ZhangL. H.ChaiE. C.. (2017). ABCA8 regulates cholesterol efflux and high-density lipoprotein cholesterol levels. Arterioscler. Thromb. Vasc. Biol. 37, 2147–2155. 10.1161/ATVBAHA.117.30957428882873

[B238] TsaoC. H.HsiehW. C.LinF. J.YangR. Y.ChangM. T.ApayaM. K.. (2023). The critical role of galectin-12 in modulating lipid metabolism in sebaceous glands. J. Invest. Dermatol. 143, 913–924. 10.1016/j.jid.2022.11.01236535362

[B239] TuZ.CohenM.BuH.LinF. (2010). Tissue distribution and functional analysis of Sushi domain-containing protein 4. Am. J. Pathol. 176, 2378–2384. 10.2353/ajpath.2010.09103620348246 PMC2861102

[B240] TurcoE. M.GiovenaleA. M. G.SirenoL.MazzoniM.CammareriA.MarchiorettiC.. (2022). Retinoic acid-induced 1 gene haploinsufficiency alters lipid metabolism and causes autophagy defects in Smith-Magenis syndrome. Cell Death Dis. 13:981. 10.1038/s41419-022-05410-736411275 PMC9678881

[B241] UemuraM. T.IharaM.MakiT.NakagomiT.KajiS.UemuraK.. (2018). Pericyte-derived bone morphogenetic protein 4 underlies white matter damage after chronic hypoperfusion. Brain Pathol. 28, 521–535. 10.1111/bpa.1252328470822 PMC6099372

[B242] UgarteA.Gil-BeaF.Garcia-BarrosoC.Cedazo-MinguezA.RamirezM. J.FrancoR.. (2015). Decreased levels of guanosine3′,5′-monophosphate (cGMP) in cerebrospinal fluid (CSF) are associated with cognitive decline and amyloid pathology in Alzheimer's disease. Neuropathol. Appl. Neurobiol. 41, 471–482. 10.1111/nan.1220325488891

[B243] UlaganathanS.PitchaimaniA. (2023). Spontaneous and familial models of Alzheimer's disease: challenges and advances in preclinical research. Life Sci. 328:121918. 10.1016/j.lfs.2023.12191837422070

[B244] UsuiN.CoM.KonopkaG. (2014). Decoding the molecular evolution of human cognition using comparative genomics. Brain Behav. Evol. 84, 103–116. 10.1159/00036518225247723 PMC4174362

[B245] VervuurtM.SchraderJ. M.de KortA. M.KerstenI.WesselsH.KlijnC. J. M.. (2024). Cerebrospinal fluid shotgun proteomics identifies distinct proteomic patterns in cerebral amyloid angiopathy rodent models and human patients. Acta Neuropathol. Commun. 12:6. 10.1186/s40478-023-01698-438191511 PMC10775534

[B246] WalkerK. A.AnY.MoghekarA.MoaddelR.DugganM. R.PengZ.. (2024). Proteomic analysis of APOEepsilon4 carriers implicates lipid metabolism, complement and lymphocyte signaling in cognitive resilience. Mol. Neurodegener. 19:81. 10.1186/s13024-024-00772-239482741 PMC11526661

[B247] WallaceC. H.OliverosG.XieL.SerranoP.RockwellP.Figueiredo-PereiraM.. (2024). Potential Alzheimer's early biomarkers in a transgenic rat model and benefits of diazoxide/dibenzoylmethane co-treatment on spatial memory and AD-pathology. Sci. Rep. 14:3730. 10.1038/s41598-024-54156-z38355687 PMC10867006

[B248] WangB.FuC.WeiY.XuB.YangR.LiC.. (2022a). Ferroptosis-related biomarkers for Alzheimer's disease: identification by bioinformatic analysis in hippocampus. Front. Cell. Neurosci. 16:1023947. 10.3389/fncel.2022.102394736467613 PMC9709107

[B249] WangB.LiuW.SunF. (2022b). Nucleosome assembly protein 1-like 5 alleviates Alzheimer's disease-like pathological characteristics in a cell model. Front. Mol. Neurosci. 15:1034766. 10.3389/fnmol.2022.103476636568274 PMC9773259

[B250] WangH.BennettD. A.De JagerP. L.ZhangQ. Y.ZhangH. Y. (2021). Genome-wide epistasis analysis for Alzheimer's disease and implications for genetic risk prediction. Alzheimers Res. Ther. 13:55. 10.1186/s13195-021-00794-833663605 PMC7934265

[B251] WangL.QinY.SongJ.XuJ.QuanW.SuH.. (2024a). Integrated analysis of single-cell RNA sequencing and bulk transcriptome data identifies a pyroptosis-associated diagnostic model for Parkinson's disease. Sci. Rep. 14:28548. 10.1038/s41598-024-80185-939558055 PMC11574289

[B252] WangQ.ZhouQ.ZhangS.ShaoW.YinY.LiY.. (2016). Elevated Hapln2 expression contributes to protein aggregation and neurodegeneration in an animal model of Parkinson's disease. Front. Aging Neurosci. 8:197. 10.3389/fnagi.2016.0019727601993 PMC4993759

[B253] WangT.ZhangW.MaclinJ. M. A.XuH.HongB.YanF.. (2024b). Novel panel of long noncoding RNAs as diagnostic biomarkers for amnestic mild cognitive impairment in peripheral blood. J. Alzheimers Dis. 99, 1385–1396. 10.3233/JAD-23144638788072

[B254] WangW.LuJ.PanN.ZhangH.DaiJ.LiJ.. (2024c). Identification of early Alzheimer's disease subclass and signature genes based on PANoptosis genes. Front. Immunol. 15:1462003. 10.3389/fimmu.2024.146200339650656 PMC11621049

[B255] WangX.LiuL.JiangX.SaredyJ.XiH.CuetoR.. (2023). Identification of methylation-regulated genes modulating microglial phagocytosis in hyperhomocysteinemia-exacerbated Alzheimer's disease. Alzheimers Res. Ther. 15:164. 10.1186/s13195-023-01311-937789414 PMC10546779

[B256] WattG.ShangK.ZiebaJ.OlayaJ.LiH.GarnerB.. (2020). Chronic treatment with 50 mg/kg cannabidiol improves cognition and moderately reduces Abeta40 levels in 12-month-old male AbetaPPswe/PS1DeltaE9 transgenic mice. J. Alzheimers Dis. 74, 937–950. 10.3233/JAD-19124232116258

[B257] WelckerJ. E.Hernandez-MirandaL. R.PaulF. E.JiaS.IvanovA.SelbachM.. (2013). Insm1 controls development of pituitary endocrine cells and requires a SNAG domain for function and for recruitment of histone-modifying factors. Development 140, 4947–4958. 10.1242/dev.09764224227653

[B258] WestJ. D.AustinE. D.RizziE. M.YanL.TanjoreH.CrabtreeA. L.. (2021). KCNK3 mutation causes altered immune function in pulmonary arterial hypertension patients and mouse models. Int. J. Mol. Sci. 22:5014. 10.3390/ijms2209501434065088 PMC8126011

[B259] WhelanC. D.MattssonN.NagleM. W.VijayaraghavanS.HydeC.JanelidzeS.. (2019). Multiplex proteomics identifies novel CSF and plasma biomarkers of early Alzheimer's disease. Acta Neuropathol. Commun. 7:169. 10.1186/s40478-019-0795-231694701 PMC6836495

[B260] WidjayaM. A.ChengY. J.KuoY. M.LiuC. H.ChengW. C.LeeS. D.. (2023). Transcriptomic analyses of exercise training in Alzheimer's disease cerebral cortex. J. Alzheimers Dis. 93, 349–363. 10.3233/JAD-22113936970901

[B261] Wilson-PoeA. R.SmithT.ElliottM. R.KrugerD. J.BoehnkeK. F. (2023). Past-year use prevalence of cannabidiol, cannabigerol, cannabinol, and Delta8-tetrahydrocannabinol among US adults. JAMA Netw. Open 6:e2347373. 10.1001/jamanetworkopen.2023.4737338091045 PMC10719758

[B262] WrightN. J. D. (2024). A review of the direct targets of the cannabinoids cannabidiol, Delta9-tetrahydrocannabinol, N-arachidonoylethanolamine and 2-arachidonoylglycerol. AIMS Neurosci. 11, 144–165. 10.3934/Neuroscience.202400938988890 PMC11230856

[B263] WuN.WangY.JiaJ. Y.PanY. H.YuanX. B. (2022). Association of CDH11 with autism spectrum disorder revealed by matched-gene co-expression analysis and mouse behavioral studies. Neurosci. Bull. 38, 29–46. 10.1007/s12264-021-00770-034523068 PMC8783018

[B264] WuQ. J.SunS. Y.YanC. J.ChengZ. C.YangM. F.LiZ. F.. (2017). EXOC3L2 rs597668 variant contributes to Alzheimer's disease susceptibility in Asian population. Oncotarget 8, 20086–20091. 10.18632/oncotarget.1538028423615 PMC5386745

[B265] XiangS.HuangZ.WangT.HanZ.YuC. Y.NiD.. (2018). Condition-specific gene co-expression network mining identifies key pathways and regulators in the brain tissue of Alzheimer's disease patients. BMC Med. Genom. 11:115. 10.1186/s12920-018-0431-130598117 PMC6311927

[B266] XieS.YangJ.HuangS.FanY.XuT.HeJ.. (2022). Disrupted myelination network in the cingulate cortex of Parkinson's disease. IET Syst. Biol. 16, 98–119. 10.1049/syb2.1204335394697 PMC9290774

[B267] XuC.ChangT.DuY.YuC.TanX.PharmacokineticsL.. (2019). of oral and intravenous cannabidiol and its antidepressant-like effects in chronic mild stress mouse model. Environ. Toxicol. Pharmacol. 70:103202. 10.1016/j.etap.2019.10320231173966

[B268] XuY.KongJ.HuP. (2021). Computational drug repurposing for Alzheimer's disease using risk genes from GWAS and single-cell RNA sequencing studies. Front. Pharmacol. 12:617537. 10.3389/fphar.2021.61753734276354 PMC8277916

[B269] YaghoobiA.MalekpourS. A. (2024). Unraveling the genetic architecture of blood unfolded p-53 among non-demented elderlies: novel candidate genes for early Alzheimer's disease. BMC Genom. 25:440. 10.1186/s12864-024-10363-638702606 PMC11067101

[B270] YanY.WangJ.YuL.CuiB.WangH.XiaoX.. (2021). ANKRD36 is involved in hypertension by altering expression of ENaC genes. Circ. Res. 129, 1067–1081. 10.1161/CIRCRESAHA.121.31988334615377

[B271] YangZ.JunH.ChoiC. I.YooK. H.ChoC. H.HussainiS. M. Q.. (2017). Age-related decline in BubR1 impairs adult hippocampal neurogenesis. Aging Cell 16, 598–601. 10.1111/acel.1259428383136 PMC5418205

[B272] YuH.WangF.WuJ. J.GongJ.BiS.MaoY.. (2023). Integrated transcriptomics reveals the brain and blood biomarkers in Alzheimer's disease. CNS Neurosci. Ther. 29, 3943–3951. 10.1111/cns.1431637334737 PMC10651972

[B273] YuL.TasakiS.SchneiderJ. A.ArfanakisK.DuongD. M.WingoA. P.. (2020). Cortical proteins associated with cognitive resilience in community-dwelling older persons. JAMA Psychiatry 77, 1172–1180. 10.1001/jamapsychiatry.2020.180732609320 PMC7330835

[B274] YuY.PanJ.LiuM.JiangH.XiongJ.TaoL.. (2022). Guanylate-Binding protein 2b regulates the AMPK/mTOR/ULK1 signalling pathway to induce autophagy during Mycobacterium bovis infection. Virulence 13, 875–889. 10.1080/21505594.2022.207302435531887 PMC9132469

[B275] YuanJ.LiuX.LiuC.AngA. F.MassaroJ.DevineS. A.. (2022). Is dietary choline intake related to dementia and Alzheimer's disease risks? Results from the Framingham Heart Study. Am. J. Clin. Nutr. 116, 1201–1207. 10.1093/ajcn/nqac19337208066 PMC9630864

[B276] ZamolodchikovD.ChenZ. L.ContiB. A.RenneT.StricklandS. (2015). Activation of the factor XII-driven contact system in Alzheimer's disease patient and mouse model plasma. Proc. Natl. Acad. Sci. U.S.A. 112, 4068–4073. 10.1073/pnas.142376411225775543 PMC4386355

[B277] ZhangQ.MaC.ChinL. S.PanS.LiL. (2024). Human brain glycoform coregulation network and glycan modification alterations in Alzheimer's disease. Sci. Adv. 10:eadk6911. 10.1126/sciadv.adk691138579000 PMC10997212

[B278] ZhangX.WuX.PengJ.SunA.GuoY.FuP.. (2022). Cis- and trans-regulation by histone H4 basic patch R17/R19 in metazoan development. Open Biol. 12:220066. 10.1098/rsob.22006636382370 PMC9667139

[B279] ZhaoS.FengX. F.HuangT.LuoH. H.ChenJ. X.ZengJ.. (2020). The association between acylcarnitine metabolites and cardiovascular disease in Chinese patients with type 2 diabetes mellitus. Front. Endocrinol. 11:212. 10.3389/fendo.2020.0021232431666 PMC7214635

[B280] ZhouM.JiaoQ.WuZ.LiW.LiuG.WangR.. (2024). Uncovering the oxidative stress mechanisms and targets in Alzheimer's disease by integrating phenotypic screening data and polypharmacology networks. J. Alzheimers Dis. 99, S139–S56. 10.3233/JAD-22072736744334

[B281] ZhuH.MeissnerL. E.ByrnesC.TuymetovaG.TifftC. J.ProiaR. L. (2020). The complement regulator susd4 influences nervous-system function and neuronal morphology in mice. iScience 23:100957. 10.1016/j.isci.2020.10095732179479 PMC7075988

[B282] ZhuW. M.NeuhausA.BeardD. J.SutherlandB. A.DeLucaG. C. (2022). Neurovascular coupling mechanisms in health and neurovascular uncoupling in Alzheimer's disease. Brain 145, 2276–2292. 10.1093/brain/awac17435551356 PMC9337814

[B283] ZhuangX.XiaY.LiuY.GuoT.XiaZ.WangZ.. (2024). SCG5 and MITF may be novel markers of copper metabolism immunorelevance in Alzheimer's disease. Sci. Rep. 14:13619. 10.1038/s41598-024-64599-z38871989 PMC11176367

# Supplementary material for: Molecular pathogenesis of Alzheimer's disease onset in a mouse model: effects of cannabidiol treatment
**Source:** Front Neurosci. 2025 Sep 5;19:1667585. doi: 10.3389/fnins.2025.1667585
**Supplement:** Supplementary file 1

**A****Comparison Data by Groups - Wk0**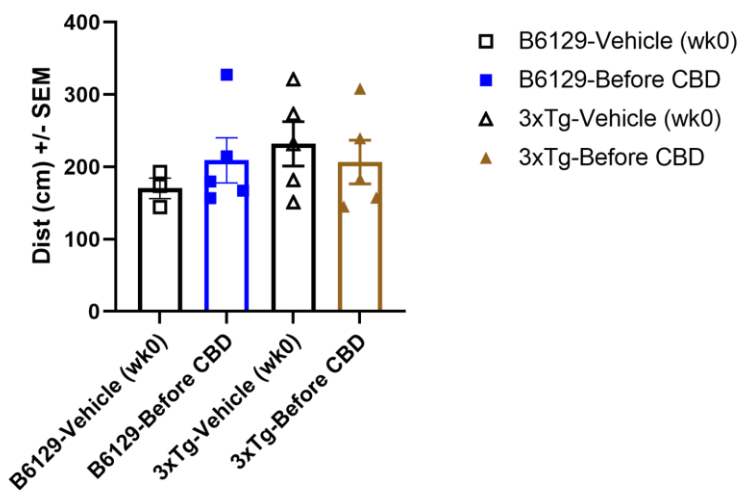**B****Comparison Data by Groups - Wk8**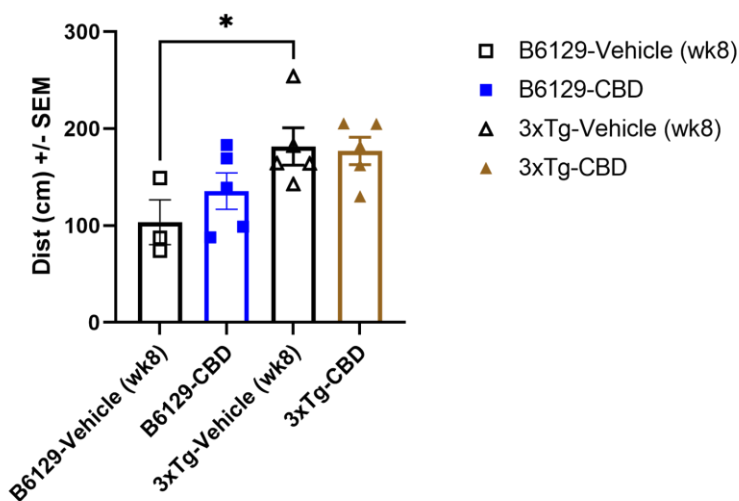**Figure 1**

**A****Comparison by Blocks - B6129 Vehicle**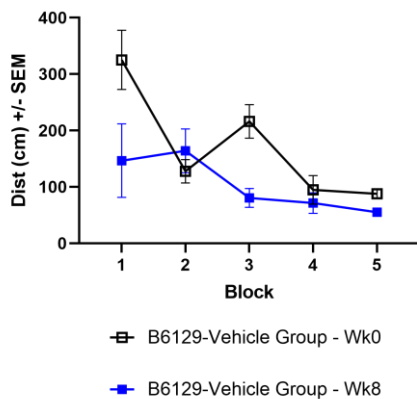**B****Comparison by Blocks - B6129 CBD**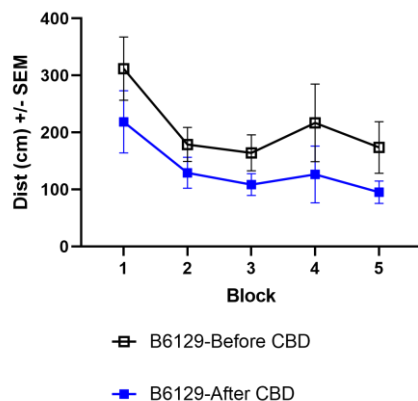**C****Comparison by Blocks - 3xTg Vehicle**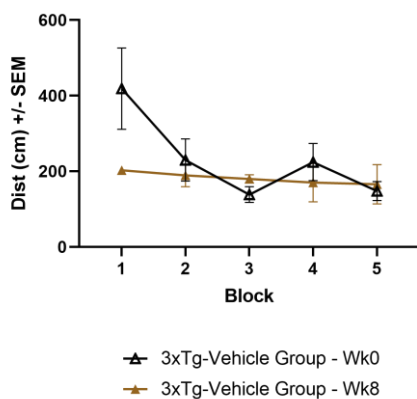**D****Comparison by Blocks - 3xTg CBD**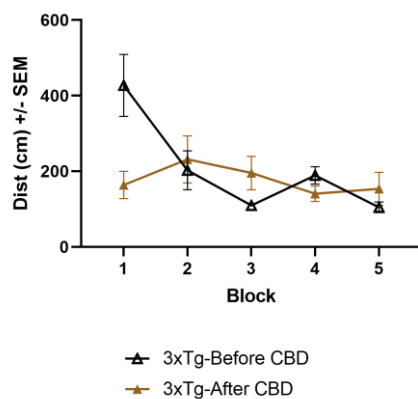**Figure 2**

**A**

Probe - Target Entries - Wk0

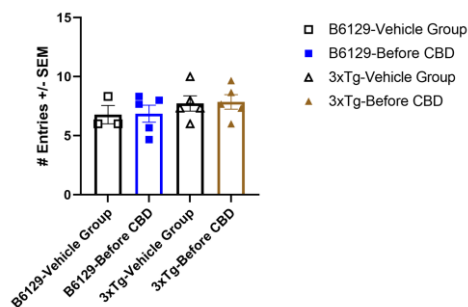**B**

Probe - Target Entries - Wk8

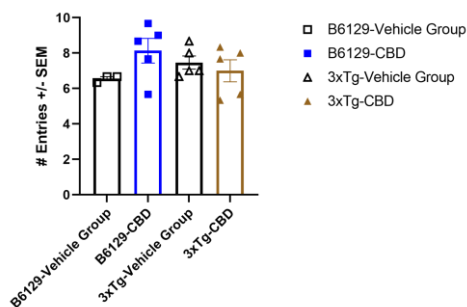**C**

Probe - % Time in Target Zone - Wk0

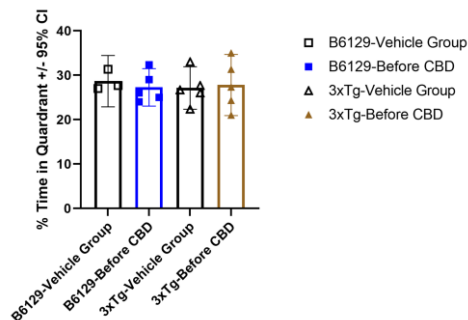**D**

Probe - % Time in Target Zone - Wk8

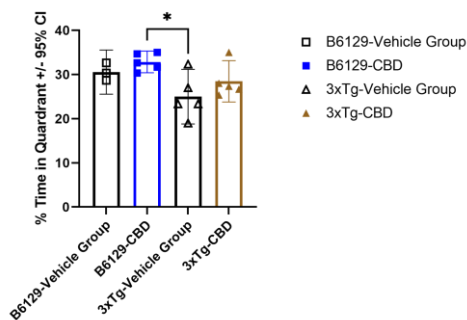**E**

Probe - Cumulative Dist. to Target - Wk0

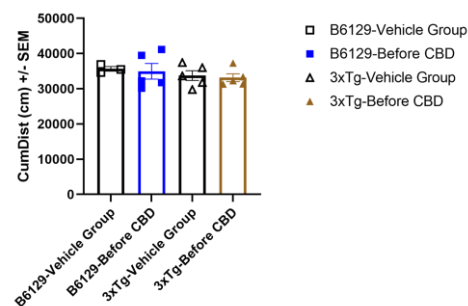**F**

Probe - Cumulative Dist. to Target - Wk8

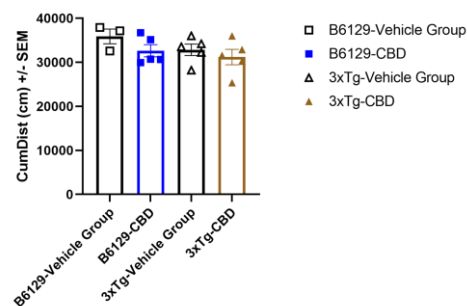**Figure 3**

**A****Probe - Target Entries - Wk0**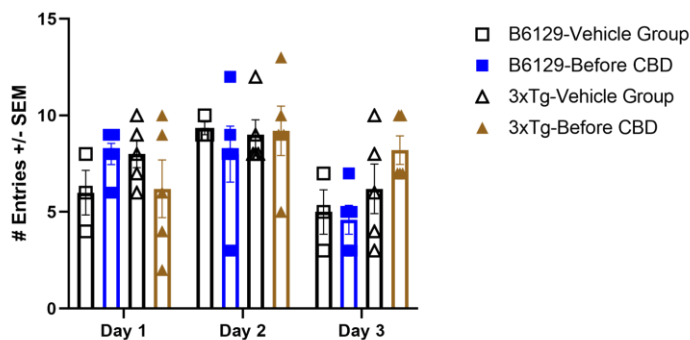**B****Probe - Target Entries - Wk8**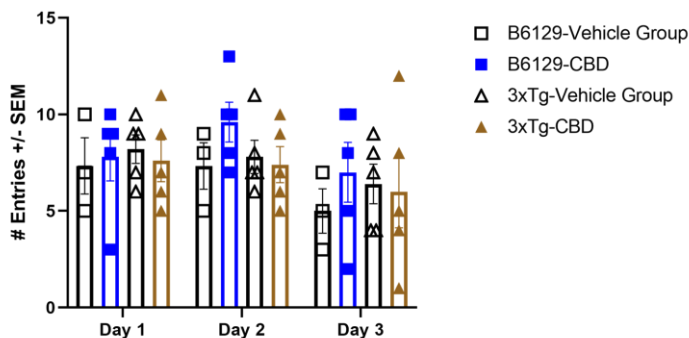**C**

| Group  | # of Target Entries Fraction Average of Day 1-3 (Wk8 vs Wk0) |
|--------|--------------------------------------------------------------|
| B6-Veh | 1.07                                                         |
| B6-CBD | 1.31                                                         |
| 3x-Veh | 1.05                                                         |
| 3x-CBD | 1.08                                                         |

**Figure 4**

**A**

Probe - % Time in Target Zone - Wk0

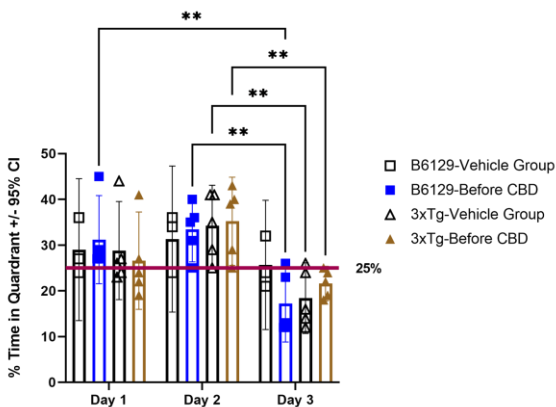**B**

Probe - % Time in Target Zone - Wk8

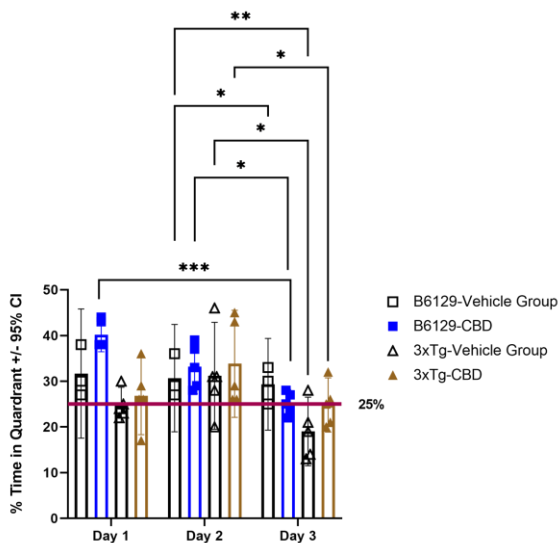**C**

| Group  | % Time Fraction Average of Day 1-3 (Wk8 vs Wk0) |
|--------|-------------------------------------------------|
| B6-Veh | 1.09                                            |
| B6-CBD | 1.31                                            |
| 3x-Veh | 1.01                                            |
| 3x-CBD | 1.09                                            |

**Figure 5**

**A**

**Probe - Cumulative Dist. to Target - Wk0**

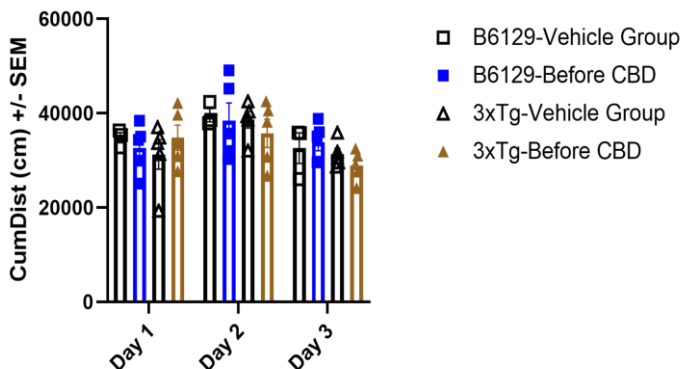

**B**

**Probe - Cumulative Dist. to Target - Wk8**

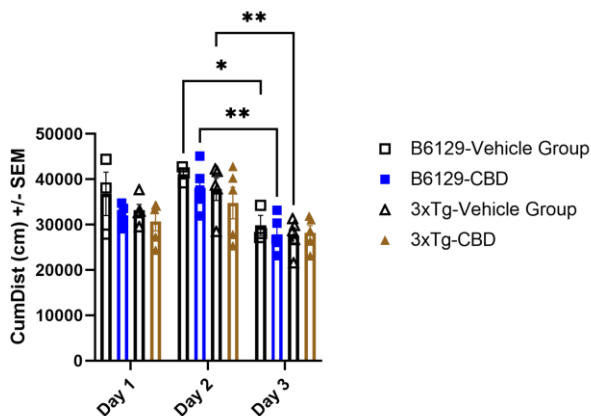

**C**

| Group  | CumDist Fraction Average of Day 1-3 (Wk8 vs Wk0) |
|--------|--------------------------------------------------|
| B6-Veh | 1.01                                             |
| B6-CBD | 0.94                                             |
| 3x-Veh | 1.00                                             |
| 3x-CBD | 0.96                                             |

**Figure 6**

**A****Open Field - Center**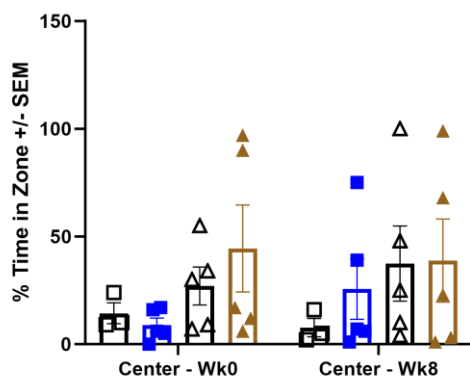**B****Open Field - Parameter**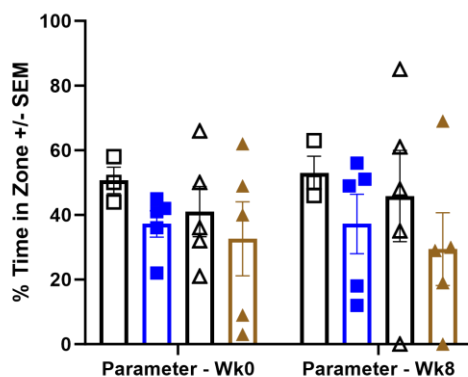**C****Open Field - Corners**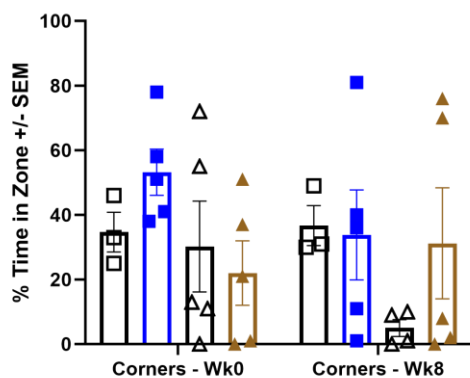

- B6129-Vehicle Group
- B6129-Before/After CBD
- △ 3xTg-Vehicle Group
- ▲ 3xTg-Before/After CBD

**Figure 7**

**A**

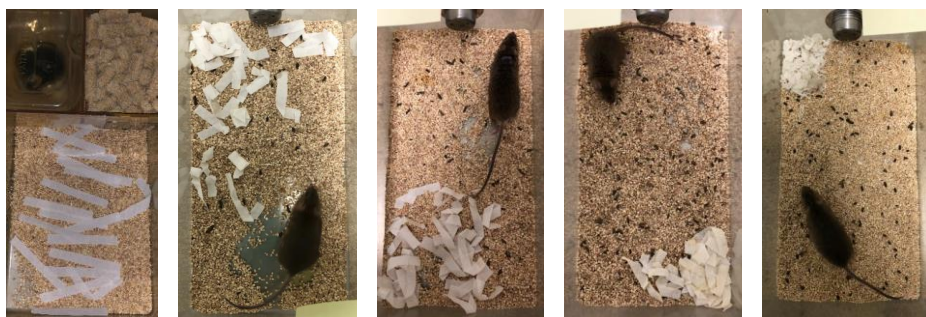

**Score:**

**1**

**2**

**3**

**4**

**5**

**B**

### Average Nesting Score by Night

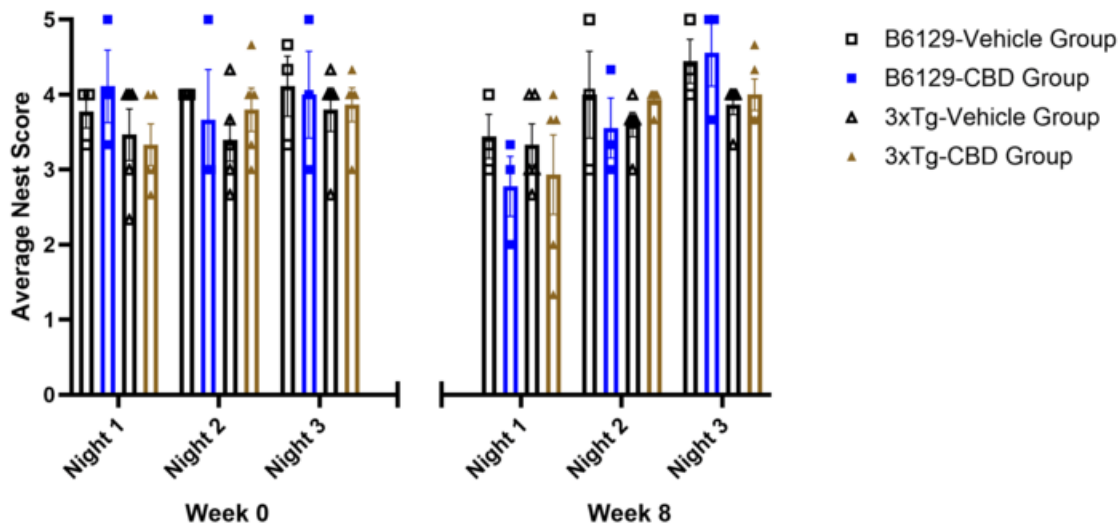

**Figure 8**

# Supplementary material for: Molecular pathogenesis of Alzheimer's disease onset in a mouse model: effects of cannabidiol treatment
**Source:** Front Neurosci. 2025 Sep 5;19:1667585. doi: 10.3389/fnins.2025.1667585
**Supplement:** Supplementary file 2

## Supplemental Figure Legends

**Supplemental Figure 1. *Average distance traveled in the water maze among wild-type and Alzheimer's disease animals with and without cannabidiol treatment.*** (A) Average distance traveled at 0 wks [4.5 mo old, no cannabidiol (CBD) treatment yet] among study groups. (B) As in A, at 8 wks (6.5 mo old) following CBD vs vehicle treatment period. Note a significant increase in increased distance traveled in *3xTg-AD* vs. wild-type B6129 mice with negligible effects of CBD. Data were obtained from n = 3 to 5 mice per group.

**Supplemental Figure 2. *Individual block distance traveled in the water maze among wild-type and Alzheimer's disease animals with and without cannabidiol treatment.*** (A) Individual distance traveled in the wild-type B6129 vehicle group throughout Blocks 1 to 5 at 0 wks (4.5 mo old) and 8 wks (6.5 mo old). (B) As in A, but with wild-type B6129 animals treated with CBD. (C & D) As in A & B respectively, but with *3xTg-AD* mice. Note that, overall, all groups performed better at wk 8 relative to the starting point at wk 0. Further, at wk 8, the *3xTg-AD* animals did not express the same learning pattern relative to wild-type B6129 animals as marked by an apparent motivation to escape the body of water as soon as possible. Thus, a reduced traveling distance is shown for the *3xTg-AD* mice during Block 1 in particular. Data were obtained from n = 3 to 5 mice per group.

**Supplemental Figure 3. *Averaged probe characteristics of the water maze among wild-type and Alzheimer's disease animals with and without cannabidiol treatment.*** (A) Number of target entries at 0 wks [4.5 mo old, no cannabidiol (CBD) treatment yet] among study groups. (B) As in

A, but at 8 wks following CBD vs. vehicle treatment. (C & D) As in A & B respectively, but with the percentage of time spent at target zone. (E & F) As in A & B respectively, but with cumulative distance to target. A favorable learning profile is indicated by a higher number of target entries, >25% of time in the target zone, and lesser cumulative distance to the target zone. Note that the mean of *3xTg-AD* vehicle animals approximated the 25% threshold value for time in the target zone with three out of the five animals performing < 25%. Following CBD treatment, four out of five *3xTgAD* animals performed >25%. All wild-type B6129 animals performed >25% regardless of CBD treatment. Data were obtained from n = 3 to 5 mice per group; \*P<0.05.

**Supplemental Figure 4. *Number of target entries over three days in the water maze among wild-type and Alzheimer's disease animals with and without cannabidiol treatment.*** (A) Number of target entries at 0 wks [4.5 mo old, no cannabidiol (CBD) treatment yet] among study groups over three days. (B) As in A, but at 8 wks following CBD vs. vehicle treatment. (C) Average ratio of number of target entries for wk 8 versus wk 0 among groups. Note that, overall, CBD treatment increased the average number of target entries by  $\approx 22\%$  and  $\approx 3\%$  in wild-type B6129 and *3xTg-AD* mice respectively. Data were obtained from n = 3 to 5 mice per group.

**Supplemental Figure 5. *Percentage of time spent in the target zone over three days in the water maze among wild-type and Alzheimer's disease animals with and without cannabidiol treatment.*** (A) Percentage of time spent in the target zone at 0 wks [4.5 mo old, no cannabidiol (CBD) treatment yet] among study groups over three days. (B) As in A, but at 8 wks following CBD vs. vehicle treatment. (C) Average ratio of percentage of time spent at target zone for wk 8 versus wk 0 among groups. With a general “rundown” in performance among groups from Days 1 & 2 to

Day 3, the *3xTg-AD* group performed < 25% during Day 3 at wk 0 with a mild improvement to the  $\approx 25\%$  threshold value at wk 8 following CBD treatment. Note that, overall, CBD treatment increased the average time spent in the target zone by  $\approx 20\%$  and  $\approx 8\%$  in wild-type B6129 and *3xTg-AD* mice respectively. Data were obtained from n = 3 to 5 mice per group; \*P<0.05, \*\*P<0.01, \*\*\*P<0.001.

**Supplemental Figure 6. *Cumulative distance traveled to the target zone over three days in the water maze among wild-type and Alzheimer's disease animals with and without cannabidiol treatment.*** (A) Cumulative distance traveled to the target zone at 0 wks [4.5 mo old, no cannabidiol (CBD) treatment yet] among study groups over three days. (B) As in A, but at 8 wks following CBD vs. vehicle treatment. (C) Average ratio of cumulative distance traveled to the target zone for wk 8 versus wk 0 among groups. A significant decrease in distance values was noted from Day 2 to Day 3 of all groups except for CBD-treated *3xTgAD* animals at wk 8. Note that, overall, CBD treatment decreased the average cumulative distance by  $\approx 7\%$  and  $\approx 4\%$  in wild-type B6129 and *3xTg-AD* mice respectively. Data were obtained from n = 3 to 5 mice per group; \*P<0.05, \*\*P<0.01.

**Supplemental Figure 7. *Time spent in the center, parameter, and corners in the open field test among wild-type and Alzheimer's disease animals with and without cannabidiol treatment.*** (A) Percent of time spent in the center among all respective study groups at wk 0 (4.5 mo old, before cannabidiol (CBD) treatment] and wk 8 (6.5 mo old, following CBD vs. vehicle treatment). (B) As in A, for the parameter. (C) As in A for the corners. Data were obtained from n = 3 to 5 mice per group.

**Supplemental Figure 8. *Nesting behavior among wild-type and Alzheimer's disease animals with and without cannabidiol treatment.*** (A) Representative images illustrating nesting profile scores from 1 (=worst, poorly organized) to 5 (=best, highly organized). (B) Average nesting scores across individual nights examined for all respective study groups at wk 0 (4.5 mo old, before cannabidiol (CBD) treatment] and wk 8 (6.5 mo old, following CBD vs. vehicle treatment). Although not statistically significant, note a lower nesting score among *3xTg-AD* animals with a negligible effect of CBD. Data were obtained from n = 3 to 5 mice per group.

# Supplementary material for: Molecular pathogenesis of Alzheimer's disease onset in a mouse model: effects of cannabidiol treatment
**Source:** Front Neurosci. 2025 Sep 5;19:1667585. doi: 10.3389/fnins.2025.1667585
**Supplement:** Supplementary file 3

## Table of Contents

**Supplemental Table 34..... 320**

**Supplemental Table 1.** List of all significant ( $P < 0.05$ ) differentially expressed genes in whole blood of 3xTg-AD vehicle (week 8) versus 3xTg-AD vehicle (week 0) animals; 447 genes downregulated & 471 genes upregulated. Italicized genes have a recognized association with Alzheimer's disease pathology; #unknown identity/role

[Table of Contents](#)

[Top of Current Table](#)

**Supplemental Table 2.** List of all significant ( $P < 0.05$ ) differentially expressed genes in whole blood of wild-type B6129 vehicle (week 8) versus wild-type B6129 vehicle (week 0) animals; 593 genes downregulated & 198 genes upregulated.

[Table of Contents](#)

[Top of Current Table](#)

**Supplemental Table 3.** List of all overlap of significant ( $P < 0.05$ ) differentially expressed genes in whole blood of 3xTg-AD vehicle (week 0 to 8) and wild-type B6129 vehicle (week 0 to 8) animals. <sup>&</sup>Commonly downregulated in 3xTg-AD (vehicle only) and B6129 (vehicle & CBD); <sup>#</sup>Commonly downregulated in 3xTg-AD (vehicle & CBD) but upregulated in B6129 (vehicle only); <sup>\*</sup>Commonly upregulated in 3xTg-AD (vehicle & CBD) and B6129 groups (vehicle & CBD); <sup>†</sup>Commonly upregulated in 3xTg-AD (vehicle & CBD) and B6129 (vehicle only); <sup>‡</sup>Commonly upregulated in 3xTg-AD (vehicle only) and B6129 groups (vehicle & CBD); <sup>^</sup>Commonly upregulated in 3xTg-AD (vehicle only) and B6129 (CBD only) but downregulated in B6129 (vehicle only); <sup>+</sup>Commonly upregulated in 3xTg-AD (vehicle only) but downregulated in B6129 (vehicle & CBD); <sup>\$</sup>Commonly upregulated in 3xTg-AD (vehicle and CBD) but downregulated in the B6129 (vehicle only).

**Supplemental Table 4.** List of all differentially expressed genes (P<0.05) in whole blood of 3xTg-AD vehicle (week 0 to 8) that were reversed in expression in wild-type B6129 vehicle (week 0 to 8) animals in comparison. \*P<0.05, significant expression in the opposite direction in wild-type B6129; Italicized genes have a recognized association with Alzheimer's disease pathology

[Table of Contents](#)

[Top of Current Table](#)

**Supplemental Table 5.** List of all differentially expressed genes ( $P < 0.05$ ) in whole blood of wild-type B6129 vehicle (week 0 to 8) that were reversed in expression in 3xTg-AD vehicle (week 0 to 8) animals in comparison. \* $P < 0.05$ , significant expression in the opposite direction in 3xTg-AD vehicle

**Supplemental Table 6.** List of all significant ( $P < 0.05$ ) differentially expressed genes in whole blood of 3xTgAD CBD (week 8) versus 3xTgAD CBD (week 0) animals; 180 genes downregulated & 663 upregulated

[Table of Contents](#)

[Top of Current Table](#)

**Supplemental Table 7.** List of all overlap of significant ( $P < 0.05$ ) differentially expressed genes in whole blood of 3xTg-AD CBD (week 0 to 8) and 3xTg-AD vehicle (week 0 to 8) animals. <sup>%</sup>Commonly downregulated in 3xTg-AD (vehicle and CBD) and B6129 (CBD only); <sup>#</sup>Commonly downregulated in 3xTg-AD (vehicle & CBD) but upregulated in B6129 (vehicle only); <sup>##</sup>Commonly downregulated in the 3xTg-AD (vehicle & CBD) but upregulated in the B6129 (CBD only); <sup>\*</sup>Commonly upregulated in 3xTg-AD (vehicle & CBD) and B6129 groups (vehicle & CBD); <sup>†</sup>Commonly upregulated in 3xTg-AD (vehicle & CBD) and B6129 (vehicle only); <sup>††</sup>Commonly upregulated in 3xTg-AD (vehicle & CBD) and B6129 (CBD only) groups; <sup>‡</sup>Commonly upregulated in 3xTg-AD (vehicle only) and B6129 groups (vehicle & CBD); <sup>+++</sup>Commonly upregulated in 3xTg-AD (CBD only) and B6129 (CBD only) but downregulated in 3xTg-AD (vehicle only); <sup>\$</sup>Commonly upregulated in 3xTg-AD (vehicle and CBD) but downregulated in the B6129 (vehicle only); <sup>\$\$</sup>Commonly upregulated in the 3xTg-AD animal groups (vehicle & CBD) but downregulated in the B6129 (CBD only)

**Supplemental Table 8.** List of all differentially expressed genes (P<0.05) in whole blood of 3xTg-AD vehicle (week 0 to 8) that were reversed in expression in 3xTg-AD CBD (week 0 to 8) animals in comparison. Italicized genes have a recognized association with Alzheimer's disease pathology; \*Genes commonly upregulated or downregulated in wild-type B6129 vehicle animals and may be omitted from interpretation as 3xTg-AD specific DEGs \*P<0.05, significant expression in the opposite direction in 3xTg-AD CBD

[Table of Contents](#)

[Top of Current Table](#)

**Supplemental Table 9.** List of all significant ( $P < 0.05$ ) differentially expressed genes in whole blood of wild-type B6129 CBD (week 8) versus wild-type B6129 CBD (week 0) animals; 338 genes downregulated & 198 upregulated.

[Table of Contents](#)

[Top of Current Table](#)

**Supplemental Table 10.** List of all overlap of significant ( $P < 0.05$ ) differentially expressed genes in whole blood of B6129 CBD (week 0 to 8) and B6129 vehicle (week 0 to 8) animals. <sup>&</sup>Commonly downregulated in 3xTg-AD (vehicle only) and B6129 (vehicle & CBD); <sup>@</sup>Commonly downregulated in 3xTg-AD (CBD only) and B6129 (vehicle & CBD); <sup>#</sup>Commonly downregulated in 3xTg-AD (vehicle & CBD) but upregulated in B6129 (vehicle only); <sup>\*</sup>Commonly upregulated in 3xTg-AD (vehicle & CBD) and B6129 groups (vehicle & CBD); <sup>\*\*</sup>Commonly upregulated in 3xTg-AD (vehicle only) and B6129 (vehicle & CBD); <sup>\*\*\*</sup>Commonly upregulated in 3xTg-AD (CBD only) and B6129 (vehicle & CBD); <sup>‡</sup>Commonly upregulated in 3xTg-AD (vehicle only) and B6129 groups (vehicle & CBD); <sup>^</sup>Commonly upregulated in 3xTg-AD (vehicle only) and B6129 (CBD only) but downregulated in B6129 (vehicle only); <sup>+</sup>Commonly upregulated in 3xTg-AD (vehicle only) but downregulated in B6129 (vehicle & CBD); <sup>++</sup>Commonly upregulated in 3xTg-AD (CBD only) but downregulated in B6129 (vehicle & CBD)

[Table of Contents](#)

[Top of Current Table](#)

**Supplemental Table 11.** List of all overlaps of significant ( $P < 0.05$ ) differentially expressed genes in whole blood of 3xTg-AD CBD (week 0 to 8) and B6129 CBD (week 0 to 8) animals. %Commonly downregulated in 3xTg-AD (vehicle & CBD) and B6129 (CBD only); @Commonly downregulated in 3xTg-AD (CBD only) and B6129 (vehicle & CBD); ##Commonly downregulated in 3xTg-AD (vehicle and CBD) but upregulated in B6129 (CBD only); \*Commonly upregulated in 3xTg-AD (vehicle & CBD) and B6129 groups (vehicle & CBD); \*\*Commonly upregulated in 3xTg-AD (vehicle only) and B6129 (vehicle & CBD); \*\*\*Commonly upregulated in 3xTg-AD (CBD only) and B6129 (vehicle & CBD); ††Commonly upregulated in 3xTg-AD (vehicle & CBD) and B6129 (CBD only) groups; ++Commonly upregulated in 3xTg-AD (CBD only) but downregulated in B6129 (vehicle & CBD); +++Commonly upregulated in 3xTg-AD (CBD only) and B6129 (CBD only) but downregulated in 3xTg-AD (vehicle only); \$\$Commonly upregulated in the 3xTg-AD animal groups (vehicle and CBD) but downregulated in the B6129 (CBD only)

**Supplemental Table 12.** List of all differentially expressed genes ( $P < 0.05$ ) in whole blood of wild-type B6129 vehicle (week 0 to 8) that were reversed in expression in wild-type B6129 CBD (week 0 to 8) animals in comparison. \* $P < 0.05$ , significant expression in the opposite direction in wild-type B6129 CBD

[Table of Contents](#)

[Top of Current Table](#)

**Supplemental Table 13.** List of all differentially expressed genes ( $P < 0.05$ ) in whole blood of 3xTg-AD CBD (week 0 to 8) that were reversed in expression in wild-type B6129 CBD (week 0 to 8) animals in comparison. \* $P < 0.05$ , significant expression in the opposite direction in wild-type B6129 CBD

**Supplemental Table 14.** List of all differentially expressed genes ( $P < 0.05$ ) in whole blood of wild-type B6129 CBD (week 0 to 8) that were reversed in expression in 3xTg-AD CBD (week 0 to 8) animals in comparison. \* $P < 0.05$ , significant expression in the opposite direction in 3xTg-AD CBD

[Table of Contents](#)

[Top of Current Table](#)

**Supplemental Table 15.** IPA Canonical Pathways associated with differentially expressed ( $P < 0.05$ ) genes in whole blood of 3xTg-AD vehicle (week 0 to 8) that were reversed in expression in wild-type B6129 vehicle (week 0 to 8) animals in comparison. Note that the  $-\log(p\text{-value})$  threshold was set at 1.30 for either comparison group. Pathways in italicized text indicate opposite z-scores from upregulated to downregulated from 3xTg-AD to B6129 animals respectively; some fields represent insufficient information to determine a z-score.

**Supplemental Table 16.** IPA Canonical Pathways associated with differentially expressed ( $P < 0.05$ ) genes in whole blood of wild-type B6129 vehicle (week 0 to 8) that were reversed in expression in 3xTg-AD vehicle (week 0 to 8) animals in comparison. Note that the  $-\log(p\text{-value})$  threshold was set at 1.30 for either comparison group; pathways in italicized text indicate opposite z-scores from wild-type B6129 vehicle to 3xTg-AD vehicle animals respectively & some fields represent insufficient information to determine a z-score.

**Supplemental Table 17.** IPA Canonical Pathways associated with differentially expressed (P<0.05) genes in whole blood of *3xTg-AD* vehicle (week 0 to 8) that were muted in expression in *3xTg-AD* CBD (week 0 to 8) animals in comparison. Note that the -log(p-value) threshold was set at 1.30 for either comparison group; some fields represent insufficient information to determine a z-score.

**Supplemental Table 18.** IPA Canonical Pathways associated with differentially expressed (P<0.05) genes in whole blood of B6129 vehicle (week 0 to 8) that were muted or reversed in expression in B6129 CBD (week 0 to 8) animals in comparison. Note that the -log(p-value) threshold was set at 1.30 for either comparison group; pathways in italicized text indicate opposite z-scores from B6129 vehicle to B6129 CBD animals respectively.

**Supplemental Table 19.** IPA Canonical Pathways associated with differentially expressed ( $P < 0.05$ ) genes in whole blood of *3xTg-AD* CBD (week 0 to 8) that were reversed in expression in wild-type B6129 CBD (week 0 to 8) animals in comparison. Note that the  $-\log(p\text{-value})$  threshold was set at 1.30 for either comparison group. Some fields represent insufficient information to determine a z-score.

**Supplemental Table 20.** IPA Canonical Pathways associated with differentially expressed (P<0.05) genes in whole blood of wild-type B6129 CBD (week 0 to 8) that were also upregulated in expression with an enhanced z-score in *3xTg-AD* CBD (week 0 to 8) animals in comparison. Note that the -log(p-value) threshold was set at 1.30 for either comparison group.

**Supplemental Table 21.** List of all significant ( $P < 0.05$ ) differentially expressed genes in whole blood of 3xTg-AD vehicle (week 8) versus wild-type B6129 vehicle (week 8) animals; 523 genes downregulated & 494 genes upregulated. Italicized genes have a recognized association with Alzheimer's disease pathology as exact matches with 3xTg-AD vehicle (week 8) versus 3xTg-AD vehicle (week 0) (Figure 1A & Supplemental Table 1)

[Table of Contents](#)

[Top of Current Table](#)

**Supplemental Table 22.** List of all significant ( $P < 0.05$ ) differentially expressed genes in whole blood of 3xTg-AD CBD (week 8) versus 3xTg-AD vehicle (week 8) animals; 134 genes downregulated & 337 genes are upregulated.

[Table of Contents](#)

[Top of Current Table](#)

**Supplemental Table 23.** List of all significant ( $P < 0.05$ ) differentially expressed genes in whole blood of wild-type B6129 CBD (week 8) versus wild-type B6129 vehicle (week 8) animals; 179 genes downregulated & 182 genes upregulated.

[Table of Contents](#)

[Top of Current Table](#)

**Supplemental Table 24.** List of all significant ( $P < 0.05$ ) differentially expressed genes in whole blood of 3xTg-AD CBD (week 8) versus wild-type B6129 CBD (week 8) animals; 569 genes downregulated & 696 genes upregulated.

**Supplemental Table 25.** List of all significant ( $P < 0.05$ ) differentially expressed genes in whole brain of *3xTg-AD* vehicle (week 8) versus wild-type B6129 vehicle (week 8) animals; 72 genes downregulated & 28 upregulated. Italicized genes have a recognized association with Alzheimer's disease (AD) pathology.

**Supplemental Table 26.** List of all overlap of significant ( $P < 0.05$ ) differentially expressed genes in both whole blood and brain of *3xTg-AD* vehicle (week 8) versus wild-type B6129 vehicle (week 8) animals. *Italicized genes have a recognized association with Alzheimer's disease (AD) pathology.*

**Supplemental Table 27.** List of all significant ( $P < 0.05$ ) differentially expressed genes in whole brain of *3xTg-AD* CBD versus *3xTg-AD* vehicle animals; 5 genes downregulated & 38 upregulated. Italicized genes have a recognized association with Alzheimer's disease (AD) pathology; \*Prior recognition for sensitivity to CBD treatment.

[Table of Contents](#)

[Top of Current Table](#)

**Supplemental Table 28.** List of all overlap of significant ( $P < 0.05$ ) differentially expressed genes in both whole blood and brain of 3xTg-AD CBD (week 8) versus 3xTg-AD vehicle (week 8) animals.

**Supplemental Table 29.** List of all significant ( $P < 0.05$ ) differentially expressed genes in whole brain of wild-type B6129 CBD versus wild-type B6129 vehicle animals; 7 downregulated genes & 10 upregulated genes.

[Table of Contents](#)

[Top of Current Table](#)

**Supplemental Table 30.** List of all overlap of significant ( $P < 0.05$ ) differentially expressed genes in both whole blood and brain of wild-type B6129 CBD (week 8) versus B6129 vehicle (week 8) animals.

**Supplemental Table 31.** List of all significant ( $P < 0.05$ ) differentially expressed genes in whole brain of 3xTg-AD CBD versus wild-type B6129 CBD animals; 73 genes downregulated & 98 upregulated genes. Italicized genes have a recognized association with Alzheimer's disease (AD) pathology; \*Prior recognition for sensitivity to CBD treatment.

**Supplemental Table 32.** List of all overlap of significant ( $P < 0.05$ ) differentially expressed genes in both whole blood and brain of 3xTg-AD CBD (week 8) versus wild-type B6129 CBD (week 8) animals. *Italicized genes* have a recognized association with Alzheimer’s disease (AD) pathology.

**Supplemental Table 33.** List of all significant ( $P < 0.05$ ) differentially expressed positive mode metabolites in whole brain of *3xTg-AD* and wild-type B6129 mice (6.5 mo old) following 8 weeks of cannabidiol (CBD) or vehicle treatment; *3xTg-AD* vehicle vs. B6129 vehicle (8 & 65 metabolites upregulated & downregulated respectively in comparison), *3xTg-AD* CBD vs. *3xTg-AD* vehicle (0 & 0), B6129 CBD vs. B6129 vehicle (3 & 9), & *3xTg-AD* CBD vs. B6129 CBD (5 & 9).

**Supplemental Table 34.** List of all significant ( $P < 0.05$ ) differentially expressed negative mode metabolites in whole brain of *3xTg-AD* and wild-type B6129 mice (6.5 mo old) following 8 weeks of cannabidiol (CBD) or vehicle treatment; *3xTg-AD* vehicle vs. B6129 vehicle (19 & 20 metabolites upregulated & downregulated respectively in comparison), *3xTg-AD* CBD vs. *3xTg-AD* vehicle (0 & 3), B6129 CBD vs. B6129 vehicle (0 & 2), & *3xTg-AD* CBD vs. B6129 CBD (26 & 9).

[Table of Contents](#)

[Top of Current Table](#)

How the deposited data were processed for this re-analysis (not part of the article)

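RNA of whole blood and brain of male 3xTg-AD and wild-type B6129SF2/J mice was measured in 60 libraries, 1 each of tail blood at week 0, trunk blood at week 8 and brain at week 8 from 20 mice. Mice are named by the number in their sample labels after an M. The groups are 3xTg-AD vehicle (M5546, M5548, M5550, M5552 and M5554), 3xTg-AD CBD (M5547, M5549, M5551, M5553 and M5555), wild-type vehicle (M5441, M5443 and M5447) and wild-type CBD (M5442, M5444, M5445, M5448 and M5449). The 2 untreated wild-type mice (M5446 and M5450) were left out of the comparisons between groups because the paper compares the other 4 groups. As an alternative they were pooled with wild-type vehicle. The test of the transgene loci and the matching of libraries by mouse used all 10 mice of each genotype.

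The authors made the deposited table of whole-number counts per gene from ribosome-depleted total RNA libraries, and the counts are not normalized. The notes deposited with the samples name the genome build GRCm39 and DESeq2 1.28.0, and neither the notes nor the paper gives the filter applied before the authors' tests. Reference positions, gene classes and exon lengths were taken from GENCODE vM21 on the earlier build GRCm38, where 52081 of 55414 gene identifiers (94%) have an entry, so coordinates are those of that build.

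Comparisons were tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16 after TMM scaling, on genes kept by filterByExpr (min.count 10, min.total.count 15). Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, and interactions at the adjusted p alone. One fit over 36 blood libraries (14413 genes) gave each group's change from week 0 to week 8 and the differences of these changes, and fits over 18 libraries each gave the comparisons in week 8 blood (13108 genes), brain (19216 genes) and week 0 blood (13769 genes). The biological coefficient of variation was 39%, 37.7%, 11.9% and 38.7% in the same order. Levels are CPM on TMM-scaled library sizes, as mean and SD, and a log2 fold change has its standard error from the fit. For a gene under the filter or at 0 reads in a group, reads were summed per group and a fold was given only as a bound against a floor of 3 reads or with a 95% counting interval. The bound takes the reads of the other group as exact and leaves out their counting error.

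Total counts per library were 8369135 to 37994704 in tail blood, 14898053 to 33785766 in trunk blood and 18037005 to 25822038 in brain. Haemoglobin genes took 12.6 to 31.6% of the counts in tail blood, 14.7 to 36.6% in trunk blood and under 0.01% in brain, and counts on ribosomal RNA genes took 22.4 to 39.8%, 23.2 to 36.2% and 16.5 to 33.4%. Libraries of the same tissue, week, genotype and treatment were compared in pairs and none were copies of each other, with a lowest chi-squared per degree of freedom of 4.86 over 102 pairs, and libraries of different groups were not compared.

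Week 0 and week 8 libraries come from the same mice by their labels. The correlation of a mouse's deviations from its group means between the 2 weeks was -0.09 to 0.47 (median 0.2) over 18 mice, and libraries of a mouse in different tissues matched best in 50 of 60 cases. The mouse was therefore fitted as a replicate block as an alternative for comparisons over time, where the counts became 274, 1, 252 and 16 for 3xTg-AD vehicle, wild-type vehicle, 3xTg-AD CBD and wild-type CBD.

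The 35 gene lists were fixed before the counts were opened, and each with 3 or more measured members was tested with camera of limma 3.58.1 at its preset correlation of 0.01, adjusted over the lists of a comparison. They are skeletal muscle, adipose tissue, epidermis, connective tissue, cartilage and bone, neurons, astrocytes, oligodendrocytes, microglia, endothelium, vascular smooth muscle and pericytes, tissue macrophages, thymocytes, liver, lung and airway, reticulocytes, neutrophils, monocytes, B cells, T cells, NK cells, platelets, oxidative phosphorylation, nuclear encoded, mitochondrial genome protein genes, cytosolic ribosomal proteins, complement, interferon-stimulated genes, MHC class I and antigen processing, glutamate receptors, synapse organisation, voltage-gated and two-pore potassium channels, fatty acid and triglyceride synthesis, endocannabinoid receptors and enzymes, transgene loci and microglial activation. The genes named in the text were taken from those the paper names in the sentence a passage stands beside, in each comparison and direction the 5 called genes with the smallest adjusted p whose libraries do not overlap between the groups (symbols of the Gm and Rik kind left out), and from each list the 2 to 4 members with the largest change. Many genes that this rule selects, among them most of those between the genotypes under CBD in week 8 blood and at week 0, are not reported here. The values in the paper's tables had been seen when this rule was written.

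Alternatives were DESeq2 1.42.0 with its size factors and filtering, RLE size factors, no low-count filter, an unadjusted p with the same fold threshold (p alone for interactions), only the 2 groups compared, the mouse as a block, untreated mice pooled with wild-type vehicle, each mouse left out in turn, and for lists an estimated correlation and fry. Added after seeing the data were DESeq2 over all 60 libraries against a 1.5-fold null, and fits without the week 0 libraries of M5441 and M5442, without the week 8 blood library of M5553 and, for lists, without the brain of M5551. Differences at the transgene loci were tested by permuting the genotype. The fits of edgeR, its block and interaction, DESeq2 and camera at its preset were first tested on simulated data with known changes. The edgeR fit without the low-count filter was not tested in this way. Camera with an estimated correlation, fry and the DESeq2 test over 60 libraries were tested on simulated data only after the results were seen. Each list test recovered 20 of 20 changed lists in each of 4 comparisons, with at most 1 false call. These lists held 20 genes at a log2 fold change of 1. Lists whose members vary together were not simulated, so this does not gauge the list tests on the marker lists. The DESeq2 test over 60 libraries recovered 56% of changes of 2 log2 units at an unadjusted p. This was in week 8 blood of 3xTg-AD against wild-type vehicle mice, with 75 false calls over 21648 genes. Metabolite, behaviour and pathway software results of the paper were left out, since no data for them are in the deposited table.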

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

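The tests of brain RNA in 2 tail blood libraries, of CBD as the source of the ribosomal protein and interferon patterns and of an interferon response in 1 mouse were chosen after their results were seen, as were the fits without doubted libraries. The test for a response of M5551 before treatment was written before that mouse's week 0 value was read, but the difference between the 2 3xTg-AD groups at week 0 in the same list had been seen. A library was singled out where its distance to the nearest of the 5 libraries of its group, as a share of the range of the group, exceeded the 95% critical value of Dixon's test. Chance gives such a gap in about 1 in 20 groups, or 16.4 of the 327 groups tested, and 28 groups (8.56%) held one.

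Interferon-stimulated genes in brain stood apart in M5551 of the 3xTg-AD CBD group, with a mean log2 CPM of 3.98 against 0.67 to 1.58 in the other 4 brains, as did MHC class I and antigen processing (4.25 against 2.27 to 2.72), microglial activation (4.38 against 3.93 to 3.99), complement (1.83 against 1.4 to 1.47) and neutrophil genes (2.21 against 1.65 to 1.76). The median log2 fold change of the interferon list between CBD and vehicle brains fell to 0.09 without M5551, 0.08 of its value with all 5 mice. M5551 was left out because it stood apart, so this fall restates that gap and is no separate test of a response in 1 animal. In week 0 tail blood the list was already 1.23 log2 units higher in M5551 than the median of the 10 3xTg-AD mice, where the next mouse reached a mean of 2.87, so a response that preceded treatment stays open. CBD as the source for the whole group is argued against by 2 of 5 treated mice lying above every vehicle mouse (highest 1.30), while an effect of CBD in M5551 alone was not tested. A mix-up of samples was not tested for the pattern itself, but the 3 libraries of M5551 matched each other best among the 3xTg-AD mice in the identity check.

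The week 0 tail blood libraries of 2 wild-type mice held counts on far more genes than the others, 29902 in M5442 (CBD, 15979 to 18539 in the other 4) and 27234 in M5441 (vehicle, a group of 3 that was not screened), and M5442 also stood apart in total count (37994704 against 24004672 to 26816016) and in mitochondrial genome protein genes (5.86 against 4.19 to 4.6 mean log2 CPM). Over genes with counts in these libraries and in no other blood library, counts per exon length on the X chromosome were 0.56 of those on autosomes in M5441 and 0.46 in M5442, against 0.76 to 1.30 for single autosomes, and rose with exon length (rank correlation of 0.24 and 0.25), as genomic DNA of male mice would give. Brain RNA carried over is argued against by odorant and vomeronasal receptor genes, whose summed level in the lower of the 2 libraries was 6.52 times that of any other tail blood library and, at 78 and 62.7 CPM, above the highest brain library (52.6 CPM). How much DNA the libraries hold stays open, and no biological explanation was tested. Without both libraries edgeR still called 0 genes from week 0 to week 8 in wild-type vehicle mice (DESeq2 0 with them, and 338 higher and 135 lower at an unadjusted p under 0.05 and over 2-fold against 156 and 92 with them) and in wild-type CBD mice (DESeq2 4 with them, and 221 and 74 against 194 and 88).

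The week 8 blood library of M5553 (3xTg-AD CBD) stood apart in cytosolic ribosomal protein genes (7.81 against 5.87 to 5.99 mean log2 CPM in the other 4) and nuclear-encoded oxidative phosphorylation genes (4.75 against 2.76 to 3.18). Transcripts under 800 nt outside these lists lay 1.53 log2 units higher in it, relative to transcripts over 3000 nt, than in its group, against -0.49 to 0.54 in the other blood libraries, so an excess of short transcripts in this library stays open for both lists. For the ribosomal protein list the median rise from week 0 to week 8 was 0.12 without M5553, 0.15 of the rise with it. M5553 was left out because it stood apart in this list, so this fall restates that gap and is no separate test. It shows that the other 4 mice rose little, while an effect of CBD in M5553 alone was not tested. For oxidative phosphorylation, short transcripts and CBD cannot be told apart, because the rise without M5553 (0.30, 0.36 of that with it) lies between the bounds set for either answer. Without this library edgeR called 16 genes from week 0 to week 8 in 3xTg-AD CBD mice in place of 154.

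Other single libraries that stood apart are given with the range of the other 4 of their group in brackets, as mean log2 CPM where a gene list is named. M5553 had 12908 genes with a count (16191 to 17276) in 3xTg-AD CBD week 0 tail blood. M5449 had -0.95 for adipose tissue (-0.16 to 0.13) in wild-type CBD week 0 tail blood. M5552 had 1.24 for B cells (0.44 to 0.66) and 7.74 for transgene loci (7.63 to 7.65) in 3xTg-AD vehicle week 8 brain. M5549 had 1.6 for endothelium (2.08 to 2.19) in 3xTg-AD CBD week 8 brain. M5552 had -3.43 for epidermis (-1.88 to -1.63) and 2.87 for interferon-stimulated genes (2.28 to 2.43) in 3xTg-AD vehicle week 0 tail blood. M5551 had 0.87 for lung and airway (-4.63 to -3.55) in 3xTg-AD CBD week 8 trunk blood. M5449 had 3.4 for microglia (3.62 to 3.7), 4.55 for reticulocytes (4.1 to 4.22) and 0.0091% of counts on haemoglobin genes (0.00491 to 0.00537%) in wild-type CBD week 8 brain. M5548 had 1.41 for microglial activation (2.21 to 2.45) in 3xTg-AD vehicle week 8 trunk blood. M5445 had 7.37 for mitochondrial genome protein genes (7.01 to 7.09) and 6.97 for oligodendrocytes (6.76 to 6.82) in wild-type CBD week 8 brain. M5444 had 2.37 for neurons (3.13 to 3.37) in wild-type CBD week 8 trunk blood. M5546 had 2.41 for oxidative phosphorylation, nuclear encoded (2.78 to 2.92) in 3xTg-AD vehicle week 0 tail blood. M5448 had 4.38 for thymocytes (-0.15 to 0.91) in wild-type CBD week 8 trunk blood. M5547 had -1.57 for vascular smooth muscle and pericytes (-2.51 to -2.34) in 3xTg-AD CBD week 0 tail blood.

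The change in blood from week 0 to week 8 differed between groups in 27 tests of a gene list on the interaction, by camera at its preset correlation with an adjusted p under 0.05, and none of these passed with an estimated correlation. For the difference between 3xTg-AD vehicle and wild-type vehicle the median differences in log2 fold change were -1.04 for thymocytes, 0.54 for platelets, 0.55 for oxidative phosphorylation, nuclear encoded, 0.78 for mitochondrial genome protein genes and 0.40 for cytosolic ribosomal proteins. For the difference between 3xTg-AD CBD and 3xTg-AD vehicle the median differences in log2 fold change were 2.50 for skeletal muscle, -0.32 for reticulocytes, 0.40 for B cells, -0.52 for platelets, 0.38 for oxidative phosphorylation, nuclear encoded, 0.70 for cytosolic ribosomal proteins and -0.56 for synapse organisation. For the difference between wild-type CBD and wild-type vehicle the median differences in log2 fold change were 0.51 for endothelium, -1.34 for tissue macrophages, -0.35 for B cells and 0.53 for platelets. For the difference between 3xTg-AD CBD and wild-type CBD the median differences in log2 fold change were 1.82 for skeletal muscle, 1.53 for connective tissue, -0.44 for reticulocytes, -0.68 for neutrophils, 0.42 for B cells, 0.54 for NK cells, -0.60 for platelets, 0.78 for oxidative phosphorylation, nuclear encoded, 0.78 for mitochondrial genome protein genes, 1.04 for cytosolic ribosomal proteins and 0.31 for MHC class I and antigen processing. With mice as blocks, camera at its preset passed 8, 8, 7 and 11 list tests, against 5, 7, 4 and 11 without, in the order 3xTg-AD against wild-type vehicle, 3xTg-AD CBD against vehicle, wild-type CBD against vehicle and 3xTg-AD against wild-type CBD. No single gene passed an interaction in edgeR, with 549, 538, 134 and 872 at an unadjusted p under 0.05 alone in the same order and 0, 0, 0 and 2 by DESeq2.

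A difference in data the paper does not compare was found at week 0, before treatment, where 296 genes were called between 3xTg-AD and wild-type mice later given vehicle (71 higher and 225 lower, DESeq2 589). The comparisons within a genotype at week 0, which part mice by the treatment they later received, gave 0 for 3xTg-AD (149 at an unadjusted p under 0.05 and over 2-fold, DESeq2 0) and 1 for wild-type mice (174 and 10). Leaving out single mice moved the count between genotypes to 64 without M5443, 173 without M5546 and 182 without M5550.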

How the results depend on the processing

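The DESeq2 tests over all 60 libraries and the fits without doubted libraries were chosen after seeing the data, and the other tests before the data were examined. Counts of called genes are listed over time for 3xTg-AD vehicle, wild-type vehicle, 3xTg-AD CBD and wild-type CBD mice, then for 3xTg-AD against wild-type vehicle, 3xTg-AD CBD against vehicle, wild-type CBD against vehicle and 3xTg-AD against wild-type CBD, without the last of these at week 0. EdgeR as reported gave 3, 0, 154 and 0 over time, 0, 0, 0 and 0 for the interactions, 244, 0, 0 and 581 in blood at week 8, 182, 0, 4 and 247 in brain and 296, 0 and 1 in blood at week 0. An unadjusted p under 0.05, with the same fold threshold, gave 807, 248, 860 and 282 over time, 1101, 334, 153 and 1272 in blood at week 8, 449, 84, 97 and 422 in brain and 1233, 149 and 174 in blood at week 0. Without the low-count filter they were 238, 68, 431 and 90 over time, 54, 8, 16 and 101 for the interactions, 774, 153, 56 and 1058 in blood at week 8, 320, 30, 7 and 401 in brain and 846, 34 and 49 in blood at week 0, over genes with few reads as well. That fit was not tried on simulated data. RLE size factors kept 18 of 19 counts within 1.5-fold and gave 1 for 3xTg-AD vehicle over time. With the mouse as a replicate block, since week 0 and week 8 libraries come from the same mice, the counts over time were 274, 1, 252 and 16, and it changed no other count of calls by over 1.5-fold apart from the AD-associated genes below. Fitting only the 2 groups compared, which gives fewer libraries to estimate the spread, kept 8 of 15 counts within 1.5-fold and gave 0 for 3xTg-AD vehicle over time, 3 for 3xTg-AD CBD over time, 645 for 3xTg-AD against wild-type vehicle in week 8 blood, 90 for 3xTg-AD against wild-type CBD in week 8 blood, 0 for wild-type CBD against vehicle brain, 91 for 3xTg-AD against wild-type CBD brain and 0 for wild-type at week 0 (later CBD against vehicle). DESeq2 kept 12 of 22 counts, overlaps included, and gave 71 for 3xTg-AD vehicle over time, 265 for 3xTg-AD CBD over time, 4 for wild-type CBD over time, 2 for the interaction between 3xTg-AD CBD and wild-type CBD, 511 for 3xTg-AD against wild-type vehicle in week 8 blood, 3 for wild-type CBD against vehicle in week 8 blood, 149 for 3xTg-AD against wild-type CBD brain, 589 for 3xTg-AD against wild-type at week 0 (later vehicle) and 10 for wild-type at week 0 (later CBD against vehicle). Pooling the 2 untreated mice with wild-type vehicle kept 5 of 9 counts and gave 2 for wild-type vehicle over time, 290 for 3xTg-AD against wild-type vehicle brain, 1 for wild-type CBD against vehicle brain and 0 for wild-type at week 0 (later CBD against vehicle). DESeq2 over 60 libraries against a 1.5-fold null gave 918, 791, 867 and 536 over time, 1014, 471, 362 and 1253 in blood at week 8 and 105, 43, 17 and 178 in brain at an unadjusted p and 31, 2, 51 and 4 over time, 55, 3, 2 and 132 in blood at week 8 and 18, 3, 0 and 27 in brain at an adjusted p. That test without the week 0 libraries of M5441 and M5442 gave 632 and 530 for wild-type vehicle and CBD over time. The directions turned, from 198 higher and 593 lower to 385 and 247 in wild-type vehicle mice. In wild-type CBD mice they turned from 198 and 338 to 384 and 146. Without the week 8 blood library of M5553 that test gave 661 for 3xTg-AD CBD over time. At week 8 it then gave 442 and 946 for 3xTg-AD CBD against vehicle and against wild-type CBD. In edgeR, leaving out the 2 week 0 libraries changed 1 to 0 for wild-type mice at week 0 and kept the genotype count at 226, and leaving out the week 8 library of M5553 gave 16 for 3xTg-AD CBD over time and 388 against wild-type CBD. The paper's AD-associated genes called in 3xTg-AD vehicle and not under CBD numbered 0 in edgeR, 6 in DESeq2, 21 with the block, 57 at an unadjusted p and 176 over 60 libraries. Genes changed the same way in blood and brain of 3xTg-AD against wild-type vehicle mice numbered 21 in edgeR and 21 in DESeq2, 55 at an unadjusted p and 34 over 60 libraries, and genes with opposite differences in 3xTg-AD against wild-type and CBD against vehicle in blood 0, 0, 45 and 98. Gene list tests passed 170 times with camera at its preset correlation, 1 time with an estimated correlation, 35 times with fry, 169 times with the block in the comparisons over time, 162 without the 2 week 0 libraries, 164 without the week 8 library of M5553 and 169 without the brain of M5551. Leaving out each mouse in turn gave these ranges, with each mouse that moved a count by over 1.5-fold. 0 to 1 for 3xTg-AD vehicle over time (0 without M5546, 0 without M5548, 0 without M5550, 1 without M5552, 0 without M5554). 1 to 145 for 3xTg-AD CBD over time (53 without M5549, 88 without M5551, 1 without M5553). 0 to 2 for wild-type CBD over time (2 without M5448). 20 to 247 for 3xTg-AD against wild-type vehicle in week 8 blood (29 without M5441, 37 without M5443, 20 without M5447, 113 without M5548, 115 without M5550, 131 without M5552). 0 to 4 for wild-type CBD against vehicle in week 8 blood (4 without M5448). 225 to 729 for 3xTg-AD against wild-type CBD in week 8 blood (225 without M5442, 319 without M5449). 123 to 180 for 3xTg-AD against wild-type vehicle brain. 0 to 3 for wild-type CBD against vehicle brain (0 without M5441, 0 without M5442, 1 without M5445, 0 without M5447, 2 without M5449). 121 to 324 for 3xTg-AD against wild-type CBD brain (164 without M5445, 121 without M5551). 64 to 260 for 3xTg-AD against wild-type at week 0 (later vehicle) (64 without M5443, 173 without M5546, 182 without M5550). 0 to 6 for wild-type at week 0 (later CBD against vehicle) (0 without M5441, 2 without M5442, 0 without M5443, 2 without M5444, 6 without M5445, 0 without M5447, 4 without M5448, 0 without M5449). It gave 0 each time for wild-type vehicle over time, 3xTg-AD CBD against vehicle in week 8 blood, 3xTg-AD CBD against vehicle brain and 3xTg-AD at week 0 (later CBD against vehicle), and for the 4 interactions. Of the values of named genes, 58 of 89 called ones lost their call with 1 mouse left out, 9 in DESeq2, 2 with RLE, 0 without the filter and 2 of 22 with the block, while 8 of 209, 32 of 402, 0 of 194, 97 of 402 and 17 of 142 gained one. No called value changed sign in these settings. Under DESeq2, whose test and filter differ as well as its scaling, the share of higher genes among those called was 62% in place of 100% for 3xTg-AD vehicle over time, 60% in place of 100% for wild-type mice at week 0 and 60% in place of 75% for wild-type CBD against vehicle brain, while RLE size factors alone left 100, 100 and 75%. In data simulated at the size and depth of these groups edgeR recovered 66% of changes of 2 log2 units for 3xTg-AD CBD over time, 64% for 3xTg-AD against wild-type vehicle in week 8 blood, 60% at week 0 and 96% in brain, and the interaction 50%. Neither depth nor group size was varied in these simulations. Apart from the cases for which the construction of an alternative is named, the cause of a moved count was not tested. Every alternative set before the data were examined was run.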

Differences from the paper's values

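The DESeq2 test over 60 libraries against a 1.5-fold null and its versions without single libraries were chosen after seeing the values, and the other tests before the data were examined. The paper counts genes at an unadjusted p, and the counts here need an adjusted p under 0.05 together with an absolute log2 fold change over 1. Each value below is followed by the alternatives that bring it within 1.5-fold of the paper's, and it stays different under the others that apply. These are the unadjusted p with the same fold threshold, RLE size factors, no low-count filter, the mouse as a block for comparisons over time, only the 2 groups compared, DESeq2, untreated mice pooled with wild-type vehicle where that group is compared, and each mouse left out.

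From week 0 to week 8 in 3xTg-AD vehicle blood there are 447 genes lower by the paper's count and 0 here, reached under the unadjusted p (459), and 471 genes higher by the paper's count and 3 here, reached under the unadjusted p (348). Over the same weeks in wild-type vehicle blood there are 593 genes lower by the paper's count and 0 here, reached under no alternative, and 198 genes higher by the paper's count and 0 here, reached under the unadjusted p (156). For 3xTg-AD CBD blood over time there are 180 genes lower by the paper's count and 8 here, reached under the unadjusted p (215), and 663 genes higher by the paper's count and 146 here, reached under the unadjusted p (645). For wild-type CBD blood over time there are 338 genes lower by the paper's count and 0 here, reached under no alternative, and 198 genes higher by the paper's count and 0 here, reached under the unadjusted p (194). Between 3xTg-AD vehicle and wild-type vehicle in week 8 blood there are 523 genes lower by the paper's count and 88 here, reached under the unadjusted p (526) and no low-count filter (361), and 494 genes higher by the paper's count and 156 here, reached under the unadjusted p (575), no low-count filter (413), only the 2 groups compared (396) and DESeq2 (353). For CBD against vehicle in 3xTg-AD week 8 blood, the paper's total is 471 and the total here 0, reached under the unadjusted p (334). In wild-type week 8 blood, CBD against vehicle gives 0 genes here and 361 by the paper's count, reached under no alternative. With both genotypes under CBD in week 8 blood, the paper's total is 1265 and the total here 581, reached under the unadjusted p (1272) and no low-count filter (1058). The values reached under the unadjusted p for 3xTg-AD CBD hold with all libraries. Without the week 8 blood library of M5553, chosen after seeing the data, the unadjusted p gave 345 genes higher and 298 lower over time and 200 for CBD against vehicle in 3xTg-AD week 8 blood, none within 1.5-fold of the paper's, and 1007 for both genotypes under CBD, within it. Without the week 0 libraries of M5441 and M5442 it gave 338 higher in wild-type vehicle mice, which is not within it.

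In brain between 3xTg-AD and wild-type under vehicle there are 72 genes lower by the paper's count and 121 here, reached under DESeq2 (82) and leaving out M5441, M5443, M5447, M5546, M5550, M5552 or M5554, and 28 genes higher by the paper's count and 61 here, reached under leaving out M5550. In 3xTg-AD brain between CBD and vehicle there are 5 genes lower by the paper's count and 0 here, reached under no alternative, and 38 genes higher by the paper's count and 0 here, reached under no low-count filter (30). In wild-type brain between CBD and vehicle there are 7 genes lower by the paper's count and 1 here, reached under no alternative, and 10 genes higher by the paper's count and 3 here, reached under no alternative. In brain between the genotypes under CBD there are 73 genes lower in the legend of the paper's Figure 6D and 127 here, reached under only the 2 groups compared (53), DESeq2 (71) and leaving out M5442, M5445, M5448, M5551, M5553 or M5555. For the same comparison there are 73 genes higher in the paper's text and 120 here, reached under DESeq2 (78) and leaving out M5442, M5444, M5445, M5448 or M5555. The paper's text and legend give the 2 directions of this comparison the other way round, and edgeR called 120 higher and 127 lower and DESeq2 78 higher and 71 lower.

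Counts of genes with the opposite sign in a second group, and of AD-associated genes, were also computed under the unadjusted p, DESeq2 and the mouse as a block. Genes changed in 3xTg-AD vehicle with the opposite sign in wild-type vehicle number 431 by the paper's count and 0 in edgeR, reached under the unadjusted p (299). Genes changed in wild-type vehicle with the opposite sign in 3xTg-AD vehicle number 478 by the paper's count and 0 in edgeR, reached under no alternative. Those of 3xTg-AD vehicle with the opposite sign in 3xTg-AD CBD number 284 by the paper's count and 0 in edgeR, reached under no alternative. Those of wild-type vehicle with the opposite sign in wild-type CBD number 238 by the paper's count and 0 in edgeR, reached under no alternative. Those of 3xTg-AD CBD with the opposite sign in wild-type CBD number 347 by the paper's count and 35 in edgeR, reached under the unadjusted p (311). Those of wild-type CBD with the opposite sign in 3xTg-AD CBD number 300 by the paper's count and 0 in edgeR, reached under no alternative. AD-associated genes lower at week 8 in 3xTg-AD vehicle number 40 by the paper's count and 0 in edgeR, reached under no alternative. AD-associated genes higher at week 8 in that group number 200 by the paper's count and 1 in edgeR, reached under no alternative. AD-associated genes changed the same way in wild-type vehicle number 21 by the paper's count and 0 in edgeR, reached under the unadjusted p (16). AD-associated genes changed the same way in 3xTg-AD CBD number 57 by the paper's count and 1 in edgeR, reached under no alternative. AD-associated genes no longer changed in 3xTg-AD CBD number 178 by the paper's count and 0 in edgeR, reached under no alternative. Of RNA classes in 3xTg-AD vehicle over time, tried under the unadjusted p, the paper's counts and those of edgeR are 66 and 0 for long non-coding RNAs lower, 28 and 0 for long non-coding RNAs higher, 6 and 0 for small nucleolar RNAs lower and 7 and 0 for microRNAs lower, and the unadjusted p reaches the first 3 (66, 38 and 5) and not the microRNAs (3). Log2 fold changes in 3xTg-AD vehicle over time in the paper's table are -16.78 for H2-Q2, -16.00 for Tdrd5, 16.81 for Sult4a1, 20.31 for Cyp2f2 and 43.16 for Rag2. The week 8 against week 0 reads here are 0 against 7, 0 against 4, 3 against 0, 16 against 0 and 2 against 0 in that order. The values fitted by edgeR are -3.31, -2.52, 3.10, 5.34 and 2.60, but a fitted fold over a group at 0 reads depends on the prior count, so neither these nor those of the alternatives can be compared with the paper's, and a bound can be given for Cyp2f2 (at least 9.54-fold higher) and H2-Q2 (at least 1.3-fold lower).

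DESeq2 over all 60 libraries with a 1.5-fold null and an unadjusted p, chosen after seeing the values, brings the counts of these paragraphs within 1.5-fold of the paper's, except the RNA classes, for which it was not run, and it drops 30 of the 6394 genes of the paper's tables that have an entry in the deposited counts. Without the week 8 blood library of M5553 that test also reaches the paper's count for 3xTg-AD CBD lower over time. In week 8 blood it then reaches those for 3xTg-AD CBD against vehicle and for both genotypes under CBD. Without the week 0 libraries of M5441 and M5442 that test gives 385 genes higher and 247 lower over time for wild-type vehicle mice. For wild-type CBD mice it then gives 384 and 146. None of these wild-type counts is within 1.5-fold of the paper's. Of the same 6394 genes edgeR calls 1021, DESeq2 1336 and the unadjusted p 2724, so each calls genes that the paper calls and edgeR does not. Among named genes the settings without the filter, with the mouse as a block, and with 1 mouse left out do so too. The paper counts 57 AD-associated genes that changed the same way under CBD. It states that 431 genes changed in 3xTg-AD mice were reversed in wild-type mice. For most AD-associated genes it states that they were reversed or lost under CBD. The test of these differences by edgeR called 0 genes between 3xTg-AD vehicle and wild-type vehicle and 0 between 3xTg-AD CBD and vehicle (549 and 538 at an unadjusted p under 0.05 alone, and 0 and 0 by DESeq2), and without the low-count filter 54 and 8.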

Other observations

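Among the tests of this part, the gene list values without the week 8 library of M5553 or the week 0 libraries of M5441 and M5442 were chosen after the results were seen, and the others before.

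Oligodendrocyte genes were lower in week 8 blood of 3xTg-AD CBD than of wild-type CBD mice as a list, with 1 lower of 4 measured members called by edgeR (1 lower when adjusted over the list alone), a median log2 fold change of -0.98 and a camera adjusted p = 8.0e-04 (adjusted p = 0.292 with an estimated correlation). Mbp and Cnp, which blood cells also express, gave -0.63 ± 0.2 (adjusted p = 0.0589) and -0.71 ± 0.27 (adjusted p = 0.126) from edgeR. Fatty acid and triglyceride synthesis genes rose as a list from week 0 to week 8 in 3xTg-AD vehicle mice, with 1 higher of 21 measured members called by edgeR (6 higher when adjusted over the list alone), a median log2 fold change of 0.12 and a camera adjusted p = 0.0273 (adjusted p = 0.403 with an estimated correlation and 0.0632 with mice as blocks). Gpd1, a gene of adipocytes and muscle, was the called member. Fasn, the fatty acid synthase, gave 1.37 ± 0.42 (adjusted p = 0.186) and was called by edgeR without the filter (adjusted p = 1.6e-04). Markers of adipose tissue also rose as a list in these mice. Whether the fatty acid and triglyceride list moves with them was not tested. Lung and airway genes passed in wild-type CBD blood over time, with 0 of 5 measured members called by edgeR (3 higher when adjusted over the list alone, 3 higher at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of 4.36 (3.77 with members at 0 reads in a group set to their bound) and a camera adjusted p = 0.0106 (adjusted p = 0.185 with an estimated correlation). Monocyte genes differed by little between the 3xTg-AD groups at week 0, before treatment, with 0 of 15 measured members called by edgeR (0 when adjusted over the list alone, 1 higher at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of 0.09 and a camera adjusted p = 0.0221 (adjusted p = 0.977 with an estimated correlation).

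Transgene loci were higher as a list in 3xTg-AD than in wild-type brain under vehicle, with 0 of 4 measured members called by edgeR (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of 0.23 and a camera adjusted p = 0.0191 (adjusted p = 0.853 with an estimated correlation). These members changed by less than 2-fold, and with no fold threshold 1 was called higher and 2 were higher when adjusted over the list alone. Vascular smooth muscle and pericyte genes in wild-type brain, CBD against vehicle, had 0 of 11 measured members called by edgeR (0 when adjusted over the list alone, 1 lower at an unadjusted p under 0.05, 0 by DESeq2, each over 2-fold), a median log2 fold change of -0.15 and a camera adjusted p = 0.0533 (adjusted p = 0.976 with an estimated correlation). Cartilage and bone genes in 3xTg-AD CBD blood over time had 1 higher of 3 measured members called by edgeR (1 higher when adjusted over the list alone), a median log2 fold change of 0.65 and a camera adjusted p = 0.339 (adjusted p = 0.458 with an estimated correlation). For liver genes 1 of 15 members passed the low-count filter in each comparison, so that list could not be tested.

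Week 0 blood came from the tail and week 8 blood from the trunk, and RNA of solid tissue carried over at one site was tested by whether the members of a tissue list rise and fall together over the libraries of a group. Over time the adipose tissue list passed in 4 of 4 groups, connective tissue in 3 and skeletal muscle in 1. The mean pairwise correlation of residual log2 CPM was 0.29 for skeletal muscle, 0.28 for adipose tissue and 0.26 for connective tissue, between the bounds of 0.1 and 0.3 set for the test, so carried-over tissue and a change over time cannot be told apart for these 3 lists. For epidermis, which passed in wild-type CBD mice alone, it was 0.07, under the lower bound, but its 4 measured members lie near the floor (group means of -2.07 to -0.29 log2 CPM in tail blood), where counting noise brings such a correlation towards 0, so carried-over skin cannot be told apart either.

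Genes changed in 3xTg-AD vehicle and not under CBD were set against genes changed under CBD and not in vehicle, at an unadjusted p under 0.05 and over 2-fold. The first share was 73% and the second 74.7%, as loss of the call near the threshold would give. Of the vehicle genes 0 passed the interaction in edgeR (122 of 807 at an unadjusted p under 0.05, and 0 genes of the whole table by DESeq2). In simulated data the interaction recovered 50% of changes of 2 log2 units, and no share was simulated without CBD. Like numbers of calls lost and gained with CBD would also give like shares, so an effect of CBD stays open. Without the week 8 blood library of M5553, a setting chosen after seeing the data, the shares were 79.2% of 800 and 74% of 638 genes, within the 10 percentage points set before the data were examined.

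Fold changes of 3xTg-AD against wild-type under vehicle and of CBD against vehicle in 3xTg-AD share the 3xTg-AD vehicle libraries, with a correlation of -0.21 in week 8 blood and -0.05 in brain, where unchanged groups simulated with the same sharing gave -0.44 and -0.42. With the shared libraries split between the 2 comparisons the mean correlation was 0.00 in blood, as chance values of the shared libraries would give. In brain it was 0.1 (0.07 to 0.14 over 20 splits), just past the bound set for chance values and on the positive side, where a reversal by CBD would need a negative value. At an unadjusted p and over 2-fold 11 brain genes had opposite directions in the 2 comparisons, against 10.5 in the simulation. The simulation holds no effect of genotype or of CBD, so it does not give the count to be expected without CBD alone.

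A fixed difference between the 2 mouse lines was tested on the genes called between 3xTg-AD and wild-type vehicle mice in week 8 blood. Over 242 of these the median ratio of the week 0 to the week 8 log2 fold change was 0.79 and 233 had the same sign at week 0, so a difference present before onset is consistent with most of them.

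Libraries of the 2 groups of each comparison were split at random in other ways to see whether as many genes are called. Chance can be excluded for 3xTg-AD against wild-type vehicle in week 8 blood (244 called, highest other 1, 1 of 56 splits as large), 3xTg-AD against wild-type CBD in week 8 blood (581 called, highest other 248, 1 of 100 splits as large), 3xTg-AD against wild-type vehicle brain (182 called, highest other 2, 1 of 56 splits as large), 3xTg-AD against wild-type CBD brain (247 called, highest other 114, 1 of 100 splits as large) and 3xTg-AD against wild-type at week 0 (later vehicle) (296 called, highest other 3, 1 of 56 splits as large). For 3xTg-AD vehicle over time 2 of 60 splits were as large (3 called, highest other 5), but the 6 splits that part as many pairs are too few for a share under 0.05. Chance cannot be excluded for 3xTg-AD CBD over time (154 called, highest other 424, 4 of 60), wild-type CBD against vehicle brain (4, 17, 11 of 56) and wild-type mice at week 0 (1, 10, 22 of 56). Where the real count was 0 every split was as large, with a highest other of 897 in 60 splits for wild-type CBD over time, 1 in 100 splits for 3xTg-AD CBD against vehicle in week 8 blood, 391 in 56 splits for wild-type CBD against vehicle in week 8 blood, 1 in 100 splits for 3xTg-AD CBD against vehicle brain and 5 in 100 splits for 3xTg-AD at week 0 (later CBD against vehicle) and of 0, 0, 1 and 0 in 20 splits for each of the 4 interactions, and the counts at an unadjusted p and by DESeq2 stand in the part on processing choices. For wild-type vehicle over time 10 splits are too few for a share under 0.05 (real value 0, highest other 2). Some splits called far more genes than the real one, as for 3xTg-AD CBD and wild-type CBD over time and wild-type CBD against vehicle in week 8 blood. What sets those splits apart was not tested. Since mice are paired over time, splits that part as many pairs as the real one compare best, and of these 1 of 6 was as large for 3xTg-AD vehicle, 1 of 8 for 3xTg-AD CBD, 4 of 4 for wild-type vehicle and 9 of 9 for wild-type CBD, the real one included, while the other splits part fewer pairs. With the mouse as a replicate block the counts over time were 274, 1, 252 and 16 for 3xTg-AD vehicle, wild-type vehicle, 3xTg-AD CBD and wild-type CBD.

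Libraries of a mouse in different tissues were matched on genes that vary within a genotype. Of 60 matches 50 fell on the mouse's own library, 10 of 10 in each of the 3 tissue pairs for wild-type and 6, 7 and 7 of 10 for 3xTg-AD mice. The week 0 libraries of M5547 and M5549 correlated with each other's week 8 library (r = 0.52 and 0.40) and not with their own (r = -0.21 and -0.01). M5549 was matched best by its own library in none of the 3 tissue pairs. Exchanged tail labels alone would leave its mismatch between trunk blood and brain unexplained. M5547 and M5549 both belong to the 3xTg-AD CBD group, so group comparisons without the mouse as a block are not touched, and the labels were kept. The fit with the mouse as a block (252 genes called for 3xTg-AD CBD over time) pairs these libraries by label and was not run with the labels exchanged. M5548 and M5550 of the 3xTg-AD vehicle group were not matched best by their own libraries between tail and trunk blood either (r = 0.39 and 0.29), and M5550 in none of the 3 tissue pairs, so the 274 genes called with the block for 3xTg-AD vehicle also rest on pairs by label that this match did not pick.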
